# RAS Mediates BET Inhibitor-Endued Repression of Lymphoma Migration and Prognosticates a Novel Proteomics-Based Subgroup of DLBCL through Its Negative Regulator IQGAP3

**DOI:** 10.3390/cancers13195024

**Published:** 2021-10-07

**Authors:** Chih-Cheng Chen, Chia-Chen Hsu, Sung-Lin Chen, Po-Han Lin, Ju-Pei Chen, Yi-Ru Pan, Cih-En Huang, Ying-Ju Chen, Yi-Yang Chen, Yu-Ying Wu, Muh-Hwa Yang

**Keywords:** BET inhibition, diffuse large B-cell lymphoma, RAS GTPase, Rho GTPase, IQGAP3, PI3K, migration

## Abstract

**Simple Summary:**

The inhibitors of BET proteins represent a promising class of therapeutic agents that target the oncogenic activity of MYC and repress DLBCL cell migration, but the mechanism of such repression remains elusive. Herein, we found that BET inhibitor JQ1 abrogated the amoeboid movement of DLBCL cells through a small GTPase-driven mechanism, including both restrained RAS signaling and MYC-mediated suppression of GTP-RhoA activity. BET inhibition drastically increased the expression of a GTPase regulatory protein, the IQ motif containing GTPase activating protein 3 (IQGAP3), in DLBCL. Proteomics-based re-stratification identified a specific subgroup of DLBCL patients whose tumors harbored an enhanced PI3K activity and had an inferior survival, whereas a lower *IQGAP3* expression level further portended a very dismal outcome for those patients. The inhibitors of both BET and RAS (through attenuated PI3K signaling) activities effectively ameliorated the outspread of in vivo DLBCL tumors, indicating the potential of their synergism in the treatment of specific DLBCL subtypes.

**Abstract:**

Phenotypic heterogeneity and molecular diversity make diffuse large B-cell lymphoma (DLBCL) a challenging disease. We recently illustrated that amoeboid movement plays an indispensable role in DLBCL dissemination and inadvertently identified that the inhibitor of bromodomain and extra-terminal (BET) proteins JQ1 could repress DLBCL migration. To explore further, we dissected the impacts of BET inhibition in DLBCL. We found that JQ1 abrogated amoeboid movement of DLBCL cells through both restraining RAS signaling and suppressing MYC-mediated RhoA activity. We also demonstrated that BET inhibition resulted in the upregulation of a GTPase regulatory protein, the IQ motif containing GTPase activating protein 3 (IQGAP3). IQGAP3 similarly exhibited an inhibitory effect on RAS activity in DLBCL cells. Through barcoded mRNA/protein profiling in clinical samples, we identified a specific subgroup of DLBCL tumors with enhanced phosphatidylinositol-3-kinase (PI3K) activity, which led to an inferior survival in these patients. Strikingly, a lower *IQGAP3* expression level further portended those with PI3K-activated DLBCL a very dismal outcome. The inhibition of BET and PI3K signaling activity led to effective suppression of DLBCL dissemination in vivo. Our study provides an important insight into the ongoing efforts of targeting BET proteins as a therapeutic approach for DLBCL.

## 1. Introduction

Diffuse large B-cell lymphoma (DLBCL) is the most common lymphoid malignancy in adulthood worldwide. Although durable remission can be achieved with combination immunochemotherapy, about one-third of the patients with DLBCL develop recurrent or progressive diseases that are highly fatal [1]. The striking heterogeneity of the disease has long been considered the major culprit of discrepant treatment outcome in those patients, and more effective strategies targeting the pathognomonic mechanism of certain difficult to treat lymphoma subtypes are urgently needed. 

Studies have shown that DLBCL cells frequently harbor mutations that perturb epigenetic regulation and lead to neoplastic transformation of B cells [2,3]. Consequently, epigenetics-based therapeutics represents a rational approach in efforts to exploit novel agents for DLBCL. Among all, the members of the bromodomain and extra-terminal (BET) family of proteins have become appealing targets. BET proteins play a crucial role as epigenetic readers [4] through binding to acetylated lysine residues on histone tails to modulate the expression of key genes defining the biology of normal cells and of oncogenes engaging in tumorigenesis [4,5,6]. Recently, several small-molecule inhibitors have been developed to competitively interfere with the histone-binding capacity and epigenetic activity of BET proteins [7,8]. Through targeting of MYC dependence in cancer cells [7,9], they have shown promising efficacy in a variety of solid tumors and hematological malignancies [5], including DLBCL [8,10]. 

The mechanism of action of BET inhibitors in DLBCL has been explored thoroughly. Except for the known effects on MYC modulation, BET inhibitors might as well attenuate the activities of signaling pathways such as nuclear factor NF-κB, and Janus kinase/signal transducers and activators of transcription (JAK/STAT) that are critically involved in lymphomagenesis [10,11,12]. Furthermore, BET inhibitors also alter the expression of pathologically relevant microRNAs in DLBCL [13]. These findings provide a mechanistic basis for the employment of BET inhibitors in DLBCL and lead to success in an early phase clinical trial [14]. 

Amoeboid movement, characterized by migration with a low adhesion force and high actomyosin-mediated contractility, is commonly observed in the progression of different types of cancers, including lymphoma [15]. In our recent work, we demonstrated that STAT3-coordinated amoeboid movement led to the dissemination of DLBCL cells, and strategies aiming at suppressing DLBCL cell migration significantly reduced the tumor burden in an in vivo xenograft model [16]. Specifically, in an effort to identify effective agents that suppressed the motility of DLBCL cells, we inadvertently recognized that the BET inhibitor JQ1 also reduced amoeboid movement [16]. This unexpected finding raises the possibility of the presence of some unidentified mechanism of action related to BET inhibition in DLBCL. 

Here, we explore through the molecular pathogenesis of BET inhibition in DLBCL. Mechanistic studies uncover dual suppressive effects on GTP-RhoA and GTP-RAS by BET inhibitors, whereas the expression of a GTPase-regulating protein is found to be of clinical significance in a cohort of DLBCL patients. These findings provide a scientific rationale in incorporating BET inhibitors into the treatment paradigm in DLBCL.

## 2. Materials and Methods

### 2.1. Trajectory Tracking of DLBCL Cell Migration

For tracking DLBCL migration, we deployed 200 µL of 1.5 mg/mL collagen solution (Advanced BioMatrix, Inc. Carlsbad, CA, USA) in the lower layer and DLBDL cells were suspended in 200 µL of 1.5 mg/mL collagen solution in the upper layer. After solidification of the collagen solution, the inhibitor/vehicle control-containing medium were added and incubated for 6 or 24 hours. Information on tracking and image capture is listed in the Supplementary Materials.

### 2.2. Small GTPase Activity Assay and Immunoblotting

For assaying Ras, RhoA, Cdc42, Rac1 activity, the DLBCL cells were stimulated with additional 10% FBS (total 20%) for 1 day to increase the level of active GTPases. Following treatment with indicated inhibitors, the cells were lysed and subjected to GST-immobilization targeted pull down and immunoblotting analysis. Other details are depicted in the Supplementary Materials. All original western blot figures can be found in Figure S6.

### 2.3. Mouse Experiments

All processes were guided in accordance with the institutional animal welfare guidelines of the Taipei Veteran General Hospital (IACUC No.2016-037) and Chang-Gung Memorial Hospital, Chiayi (IACUC No.2019122014). CB17.Cg-*Prkdc^scid^Lyst^bg-J^*/CrlBltw (SCID/beige) mice were purchased from BioLASCO Taiwan Co., Ltd., Taipei, Taiwan. Mouse experiments in Figures S1d–f and S6c–f are described in the Supplementary Materials. 

### 2.4. Patients and Sample Collection

We retrospectively enrolled 53 patients with DLBCLs who were treated with immunochemotherapy at our institute. In addition, six healthy adults were included as controls. The study was approved by the Institutional Review Board of Chang-Gung Memorial Hospital. Please refer to the Supplementary Materials for the demographics of the patients and details on sample collection.

### 2.5. Barcoded mRNA and Protein Profiling with the nCounter Technology

Digital gene expression profiling (GEP) was performed to assess the expression of 240 genes using a barcoded profiling method (nCounter technology, NanoString Technologies, Inc., Seattle, WA, USA). The barcoded protein profiling was performed with the nCounter^®^ Vantage 3D™ Protein Panel, which detected 35 target proteins in one formalin-fixed paraffin-embedded (FFPE) slide. Additional details are provided in the Supplementary Materials. 

### 2.6. External Validation

For independent external validation, we obtained a gene expression data set from published DLBCL mRNA series by Lenz et al. (GSE11318) for comparison [17]. Information on this dataset and relevant statistics are provided in the Supplementary Materials. 

### 2.7. Others

Information on cell culture, plasmids, virus infection, quantitative RT-PCR (RT-qPCR), flow cytometry, high-throughput RNA sequencing, and statistics are all listed in the Supplementary Materials.

## 3. Results

### 3.1. BET Inhibitors Suppresses Amoeboid Movement and Dissemination of DLBCL Cells

We previously demonstrated that the BET inhibitor JQ1 could suppress the amoeboid movement of SU-DHL-5 cells [16]. To validate this finding, we obtained two BET inhibitors (JQ1 and AZD5153) and three DLBCL cell lines (SU-DHL-5, HT, and Toledo) to repeat the experiment. When added to cells deployed in the collagen solution (Figure 1a), both JQ1 and AZD5153 significantly reduced the migration of DLBCL cells (Figure 1b,c). To avoid the potential interference of excessive apoptosis on gauging the cellular movement, we also assessed these two agents in relevant assays. Although treatment with the two inhibitors at the doses of migration assay resulted in partial inhibition of retinoblastoma (Rb) protein phosphorylation (Figure S1a, left panel), flow cytometry nevertheless confirmed that the percentage of sub-G1 cell population remained stable (Figure S1b,c). The cellular viability was not significantly affected by both, either (Figure S2a). The minimal impacts of both BET inhibitors at the experimental doses on cellular apoptosis could also be demonstrated on Annexin V staining (Figure S2b) and measurement of cleaved caspase 3 (Figure S2c). Based on the results, we confirmed that, at sublethal doses, BET inhibitors suppressed DLBCL migration without inducing apoptosis during the assay.

To further scrutinize the effects of BET inhibition on tumor dissemination, we next assessed the growth of DLBCL cells in an orthotopic xenograft model. We previously cultivated derivative sublines HT-1 and HT-L1 from HT cells through inoculation of the parental cells into subcutaneous regions of SCID/beige mice [16]. Both sublines exhibited enhanced in vivo tumorigenicity [16]. In the current work, experimental mice received intrasplenic injection of HT-L1 cells carrying an iRFP713 fluorescent reporter (HT-L1-iRFP), and JQ1 was administered intraperitoneally starting at the end of week three (Figure 1d– e). JQ1 treatment at the dose of 25 mg/kg twice weekly significantly impaired the in vivo dissemination of DLBCL cells (Figure 1f), a result confirmed on both the enumeration of outgrowing fluorescent tumor spots (Figure 1g) and the quantification of overall near infrared signals (Figure 1h). These data suggest that BET inhibition suppresses the amoeboid movement and dissemination of DLBCL cells.

### 3.2. JQ1-Mediated Restraint of DLBCL Migration Is Partially Attributable to the Inactivated MYC-RhoA Loop 

MYC-orchestrated RhoA transcription has been shown to be pivotal in cell invasion and cancer metastasis [18], and MYC-regulated genes are one of the major targets held responsible for the antiproliferative effects of BET inhibitors in DLBCL [11,12,19]. Furthermore, we have also demonstrated that RhoA indispensably contributes to DLBCL migration [16]. Since MYC is the identified primary target of BET inhibitors, we first looked into the activity of MYC-RhoA axis in JQ1-treated DLBCL cells to explore the major mechanism involved in BET inhibition-mediated suppression of amoeboid movement in DLBCL. The downregulation of MYC mRNA and protein could be consistently observed across all five DLBCL lines (SU-DHL-5, HT, Toledo, LY3, and U2932) treated with JQ1 (Figure 2a). We next investigated whether BET inhibition affected the small Rho GTPases activity. Using a glutathione S-transferase (GST) pull-down assay for detecting small GTPase activity, we found that JQ1 ameliorated GTP-RhoA activity in several DLBCL cell lines, whereas the total RhoA protein levels remained stable in the treated cells (Figure 2b). On the other hand, the activities of GTP-Rac1 and GTP-Cdc42, the other two key members of Rho GTPase subfamilies [20], were not significantly altered by JQ1. 

Subsequently, we downregulated the expression of MYC with short hairpin RNAs (shRNA) and found that the GTP-RhoA activity was repressed in Toledo cells (Figure 2c). This indicates that JQ1-induced suppression of RhoA activity is probably mediated through MYC inhibition. With the movement of DLBCL cells constrained by BET inhibition, we wondered if MYC abrogation would lead to similar effects. Consistently, decreased MYC expression by shRNAs mitigated the motility of DLBCL cells (Figure 2d). Importantly, when combined with JQ1 treatment, MYC depletion further diminished the migration of DLBCL cells (Figure 2e). These data imply that BET inhibition leads to MYC downregulation and resultant repression of GTP-RhoA activity. However, the synergy between MYC depletion and JQ1 inhibition in abolishing cellular movement also alludes to potentially unidentified mechanisms other than the MYC-RhoA axis in the JQ1-endued suppression of DLBCL migration.

### 3.3. BET Inhibition Also Leads to Attenuated RAS Activity in DLBCL Cells

To comprehensively delineate the molecular mechanism of BET inhibitor-associated suppression of migration, we examined the impact of BET inhibition on the transcriptomic profiling of DLBCL cells. We performed RNA sequencing in SU-DHL-5 and Toledo cells treated with either DMSO or JQ1. 

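SU-DHL-5 and Toledo are established DLBCL cell lines, and JQ1 is a small molecule that displaces BET proteins from acetylated chromatin. For each line, 1 sample was treated with DMSO as the vehicle and 1 with JQ1 at 1 µM. The legend of Figure 3 gives 8 h of treatment, and the labels of the deposited samples give 6 h. The authors deposited RPKM values (reads scaled to the length of the feature and to the mapped reads of the library) in a gene table of 41507 genes and a transcript table of 67765 transcripts from 19782 genes. Each sample has 2 libraries in these tables. The paper's text does not name what separates them, so they were averaged and counted as 1 replicate (n = 1 per condition). No difference between DMSO and JQ1 in these data has a replicate check, and no p-value is given. Instead, the value of each library, or the spread between the 2 libraries of a sample, is set beside a difference.

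The tables hold no read counts, but RPKM multiplied by length peaks at whole reads for genes of a single exon, which gave the number of mapped reads in each library. The DMSO libraries of SU-DHL-5 had 15703426 and 16980339 mapped reads and its JQ1 libraries 16499509 and 14617583. The DMSO libraries of Toledo had 17679831 and 16239917 and its JQ1 libraries 16264753 and 16137756. The RPKM values then gave whole reads for 14930 of the 14944 genes with a value. Intervals computed from these reads cover counting error only. The 2 libraries of a sample differed by more than sampling noise, for which the mean chi-square per gene is 1. This mean was 7.56 for DMSO and 2.06 for JQ1 in SU-DHL-5, and 16.8 for DMSO and 4.97 for JQ1 in Toledo. Between the DMSO libraries of Toledo, the log2 ratio rose with transcript length (Spearman's rho of 0.59 across genes, which are not independent replicates). The positions in the files overlapped those of GRCh38.p14 for 99.8% of the 32699 symbols found in both, and positions are given on that assembly.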

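In the transcript table, a gene was called when at least 1 of its transcripts was above 0 RPKM in DMSO and had a JQ1/DMSO ratio below 0.5, with no pseudocount and no filter on low values. In SU-DHL-5, 9884 of the 34276 transcripts above 0 in DMSO met this rule and belonged to 6105 genes. In Toledo, 11437 of 35940 transcripts met it and belonged to 6819 genes. Of these transcripts, 4933 in SU-DHL-5 and 5532 in Toledo were listed at 0 in JQ1. The transcripts called had a median of 20 reads in SU-DHL-5 and 24 in Toledo over both DMSO libraries. A ratio above 2 was found for a transcript of 2570 genes in SU-DHL-5 and 2546 genes in Toledo, and 1394 and 1415 of these genes, respectively, also had another transcript below 0.5.

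The spread between libraries was measured by the same rule. With 1 library against another, JQ1-1/DMSO-1 was below 0.5 for 5918 genes in SU-DHL-5 and 6543 in Toledo, and DMSO-2/DMSO-1 was below 0.5 for 4652 and 4853 genes. When the reads of each transcript were redrawn 100 times at the same rate in DMSO and JQ1, a mean of 2237 genes (from 2161 to 2303) was called in SU-DHL-5 and 2358 (from 2288 to 2430) in Toledo. With the gene table, where the reads of all transcripts count together, 2426 genes in SU-DHL-5 and 2743 in Toledo were below 0.5, and 467 and 554 were above 2. There, DMSO-2/DMSO-1 was below 0.5 for 712 and 822 genes. The transcript counts moved most with a pseudocount of 1 RPKM, which left 808 genes in SU-DHL-5 and 1004 in Toledo.

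**Figure D1:**
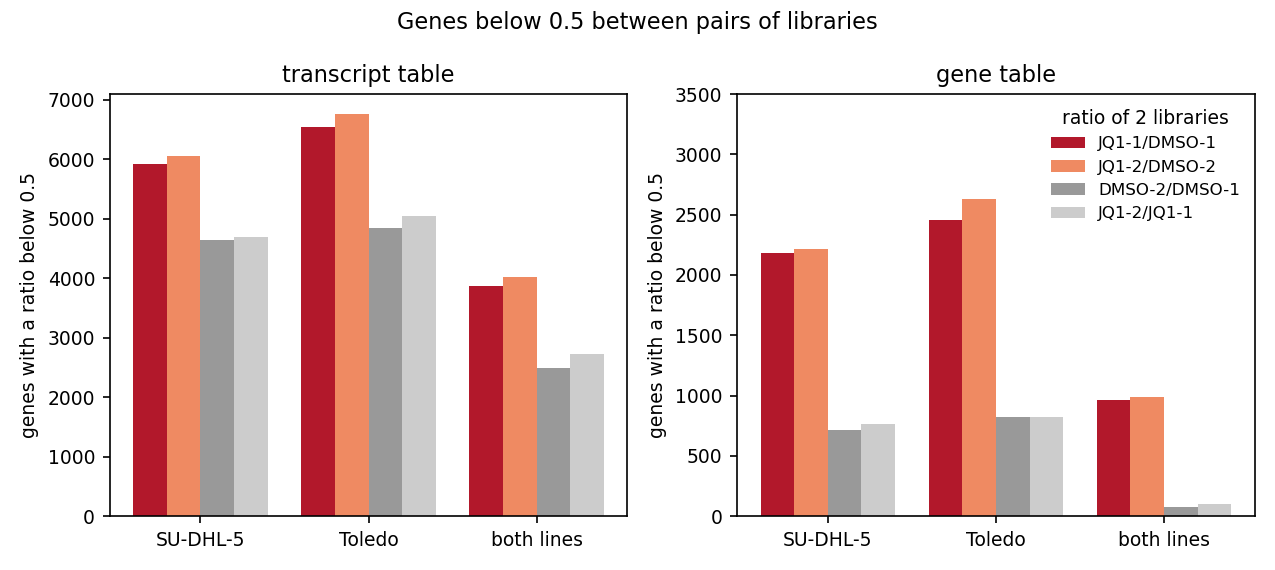
Number of genes (vertical axis) with a ratio below 0.5 between 2 libraries, in the transcript table (left) and the gene table (right), for SU-DHL-5, Toledo and both lines. Red and orange bars compare JQ1 with DMSO and grey bars compare the 2 libraries of 1 sample, and in the transcript table of SU-DHL-5 the bars for JQ1-1/DMSO-1 and DMSO-2/DMSO-1 stand at 5918 and 4652 genes.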

Using 0.5 as the cutoff ratio comparing gene expression levels between differentially treated cells, we found that 3,768 and 4,139 genes were significantly downregulated in JQ1-treated SU-DHL-5 and Toledo cells, respectively (Figure 3a; Tables S4 and S5). Among them, there were 1,809 overlapping genes (Table S6). 

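By the same rule, 4059 genes had a transcript below 0.5 in both lines, out of 12004 genes with a transcript above 0 in DMSO in both. When the Toledo calls were permuted 10000 times within 10 classes of mean expression, the overlap was 2810 genes on average and at most 2903. The permutations were not matched on the number of transcripts of a gene, with which the share of called genes also rose. The excess over permuted calls is therefore not by itself a measure of a shared response to JQ1. Between the 2 DMSO libraries, 2495 genes had DMSO-2/DMSO-1 below 0.5 in both lines. By gene ratio, 1109 genes were below 0.5 in both lines, where permuted calls gave 570 on average and at most 626, and the DMSO libraries gave 80. Table S6 has 1799 distinct entries, of which 3 read as calendar dates and 1796 are symbols in the transcript table. Of these symbols, 1750 had a transcript below 0.5 in both lines and 1723 had one below 0.05 in both lines. In the gene table, 465 were below 0.5 in both lines.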

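Families of genes were defined by their symbols before the data were examined. The share of a family with a transcript below 0.5 in both lines was set against 10000 random lists of as many genes, matched on 10 classes of mean expression, as a description of these libraries. Among the 12004 genes of the background, 33.8% had such a transcript. This share rose with the number of transcripts the table lists for a gene. It was 9.38% for the 3124 genes with 1 transcript, 26.5% for the 5354 genes with 2 to 4, 60.3% for the 2721 genes with 5 to 9 and 87.7% for the 805 genes with 10 or more. For genes with a ZNF symbol, a large family of zinc finger transcription factors, 147 of 418 were called, where random lists gave 176 on average and from 143 to 209.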

By employing a Gene Ontology pathway analysis, we identified several key signaling signatures that were differentially inactivated in JQ1-treated cells (Figure 3b; Table S7). Remarkably, small GTPase-mediated signal transduction signatures, especially RAS signaling activity, were most significantly repressed after JQ1 treatment. 

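Genes encoding regulators of small GTPases, meaning the guanine nucleotide exchange factors (GEFs) and GTPase-activating proteins (GAPs) of these proteins, were examined by symbol, without Gene Ontology annotation. Of 226 such genes, 115 (50.9%) had a transcript below 0.5 in both lines, where matched random lists gave 87.5 on average and from 61 to 118, a percentile of 99.99. The Ras family alone had 26 of 50 genes called against 21.0 on average, a percentile of 92.7. The Arf family had 18 of 36 called against 13.1 (percentile 95.7) and the Rab family 20 of 56 against 20.4 (percentile 46.4). The table lists a median of 5 transcripts for each regulator and 3 for each gene of the background. With random lists matched on the number of transcripts too, the alternative that moved these results most, the lists gave 112.6 called genes on average for all regulators and 28.3 for the Ras family. The percentiles were then 65.3 and 22.4, respectively. By gene ratio, 29 of the 226 regulators were below 0.5 in both lines, against 23.9 in random lists (percentile 87.8).

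Of the symbols in Table S6, 69 were among the 226 regulators, where random lists gave 39.5 on average and at most 61, and 18 were in the Ras family, against 9.97. With lists matched on the number of transcripts too, the averages were 57.3 and 15.9 and the percentiles 98.1 and 77.0. From its Gene Ontology analysis (Figure 3b, Table S7), the paper states that signatures of small GTPase signaling, RAS above all, were the most repressed by JQ1.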

With RAS-transformed epithelial cancer cells having been shown to exhibit amoeboid type morphological changes [21], we put our focus on this specific pathway. Using the small GTPase pull-down assay, we found that BET inhibition through either JQ1 (Figure 3c) or AZD5153 (Figure 3d) both led to reduced RAS activity. The total RAS protein levels, however, were not affected. To further delineate a RAS-mediated DLBCL phenotype, we next explored the effects of RAS repression in the migration assay. RAF-MEK (mitogen-activated protein kinase kinase) is the major downstream effector pathway of RAS signaling [22]. With direct RAS suppression infeasible, we selected MEK inhibitor trametinib for current investigation. Trametinib significantly constrained the motility of DLBCL cells (Figure 3e), indicating the crucial role of RAS activity in DLBCL migration. 

RAS proteins are small GTPase proteins in which the activities are switched between active GTP-bound and inactive GDP-bound conformations [23]. The functional effects of small GTPase are induced by guanine nucleotide exchange factors (GEFs) and inactivated by GTPase-activating proteins (GAPs) [23]. JQ1 competitively inhibits the binding of BET proteins and suppresses the expression of genes with super-enhancers [6,8]. We wondered if JQ1-induced repression of RAS activity was mediated through altered expression of RASGEFs or RASGAPs. Therefore, we examined their expression levels through RNA-sequencing and quantitative real-time PCR (qPCR) assays. In JQ1-treated DLBCL cells, key genes involved in RASGEF activities showed erratic expression patterns (Figure S3a). 

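The expression of 14 genes encoding RASGEFs was read from the gene table as log2((JQ1 + 0.1)/(DMSO + 0.1)) of the RPKM values, a scale that understates the change of genes with low values. Of these genes, 5 had both JQ1 libraries above both DMSO libraries in SU-DHL-5 and 6 had both below. In Toledo, 3 were above and 6 below. The same 3 genes, RAPGEF1, RAPGEF2 and SOS2, were above in both lines, and 5, RAPGEF5, RASGRP1, RASGRP2, RASGRP3 and RASGRF1, were below in both lines. The median log2 ratio of the list was −0.16 in SU-DHL-5, at percentile 19.2 of random lists matched on expression, and 0.00 in Toledo over the 13 genes with a value, at percentile 71.3. Over the 9 genes with at least 1 RPKM in SU-DHL-5, the median was 0.28, so its direction changed with the filter.

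The largest rise in each line was that of RAPGEF2 (chromosome 4, 159104072 to 159360162). It went from 1.91 and 1.88 RPKM in the DMSO libraries to 3.26 and 3.41 in the JQ1 libraries of SU-DHL-5, a log2 ratio of 0.78, and from 1.71 and 2.17 to 3.65 and 2.90 in Toledo, a log2 ratio of 0.72. RASGRP2 (chromosome 11, 64726911 to 64745456) had the lowest log2 ratio of the list in Toledo. It went from 0.871 and 0.908 to 0.0753 and 0.0170 RPKM in SU-DHL-5, a log2 ratio of −2.76 over 117 DMSO and 6 JQ1 reads. In Toledo, it went from 6.14 and 6.28 to 1.05 and 0.970 RPKM, a log2 ratio of −2.50 over 847 and 132 reads. RASGRP1 had log2 ratios of −1.78 in SU-DHL-5 and −1.81 in Toledo, and RASGRP3 of −1.13 and −0.90. RASGRF1 fell in SU-DHL-5 with a log2 ratio of −3.02, and in Toledo it had 12 reads in DMSO and 0 in JQ1. SOS1 and SOS2 had log2 ratios of 0.40 and 0.44 in SU-DHL-5 and 0.37 and 0.36 in Toledo.

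**Figure D2:**
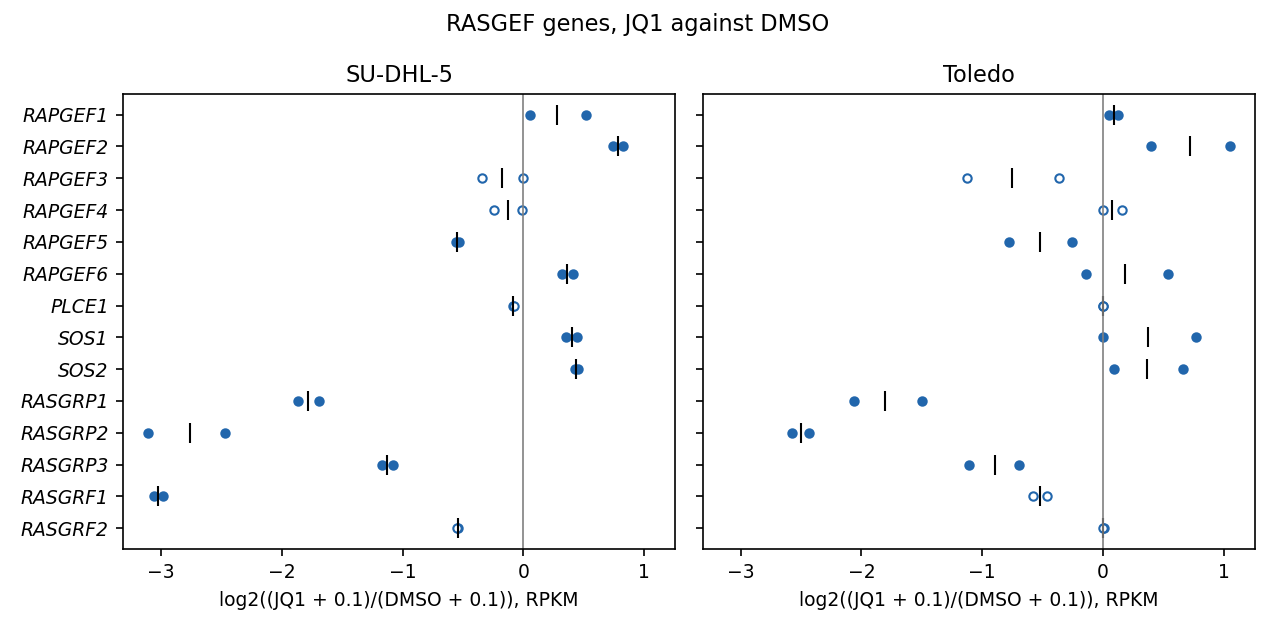
Log2 ratio of RPKM between JQ1 and DMSO (horizontal axis, pseudocount 0.1) for 14 RASGEF genes in SU-DHL-5 (left) and Toledo (right). Circles are the ratios of library 1 and library 2, open where a gene had fewer than 100 reads in the line, and the vertical tick is the ratio of their means, as for RASGRP2 at −2.76 and −2.50.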

To justify the findings, we explored through the clinical data from our cohort of DLBCL patients. We assessed the expression of genes and proteins in their FFPE samples using the nCounter profiling method (Figure 3f). As demonstrated in Figure 3g, some *RASGEF* genes were aberrantly expressed. However, when analyzed in the context of survival outcome, none of these genes foretold a unique prognostic pattern (Figure S3b). Taken together, our data indicate that, although BET inhibition does attenuate RAS activity in DLBCL cells, *RASGEF* genes are probably inconsequential in mediating such an effect.

### 3.4. IQGAP3 Induces RAS Inactivation and Holds Prognostic Relevance in DLBCL

With *RASGEF* genes being irrelevant to BET inhibitor-mediated RAS suppression, we next scrutinized the expressional status of RASGAPs and other small GTPase-activating regulatory proteins in DLBCL. Among all, *IQ Motif Containing GTPase Activating Protein* *3* (*IQGAP3*) was identified as the most prominently overexpressed gene in our clinical samples (Figure 4a). Consistently, *IQGAP3* was among several *RASGAP* genes that were peculiarly upregulated in JQ1-treated DLBCL cells (Figure S4a). 

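IQGAP3 (chromosome 1, 156525405 to 156572604, listed with 1 transcript) had 1.06 and 0.983 RPKM in the DMSO libraries and 0.491 and 0.520 RPKM in the JQ1 libraries of SU-DHL-5. Its log2 ratio there was −0.89, and both JQ1 libraries lay below both DMSO libraries. The ratio of its reads, 95 in JQ1 and 202 in DMSO, had a 95% exact binomial interval from −1.38 to −0.66 on the log2 scale. In Toledo, IQGAP3 had 1.89 and 2.33 RPKM in DMSO and 1.98 and 1.99 in JQ1. The log2 ratio was −0.08, and the interval over 389 JQ1 and 431 DMSO reads, from −0.28 to 0.12, included 0. No change of IQGAP3 in Toledo was therefore detected, and both JQ1 libraries lay between the 2 DMSO libraries. The interval, which covers counting error only, holds no log2 rise above 0.12. With a pseudocount of 1 RPKM, the log2 ratio in SU-DHL-5 was −0.43.

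Among the 11 RASGAP genes of Figure 4a, 4 had both JQ1 libraries above both DMSO libraries in SU-DHL-5, namely RASA1, GAPVD1, TSC2 and IQGAP1, and 5 had both below. In Toledo, TSC2 and IQGAP1 were above, and NF1 and SIPA1 were among the 3 genes below, as they were among those below in SU-DHL-5. IQGAP1 (chromosome 15, 90388241 to 90502243) showed the largest rise of the list in each line, from 29.7 and 27.4 to 36.7 and 37.5 RPKM in SU-DHL-5 and from 24.8 and 32.2 to 40.4 and 39.4 RPKM in Toledo. Its log2 ratios were 0.38 and 0.48. The log2 ratios of TSC2 were 0.28 in SU-DHL-5 and 0.39 in Toledo. Those of SIPA1 were −0.34 and −1.05, and those of NF1 were −0.21 and −0.52. The median log2 ratio of the list was −0.17 in SU-DHL-5 and −0.09 in Toledo, at percentiles 16.9 and 50.6 of random lists matched on expression. With the 8 genes of at least 1 RPKM alone, the median in SU-DHL-5 was 0.13.

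**Figure D3:**
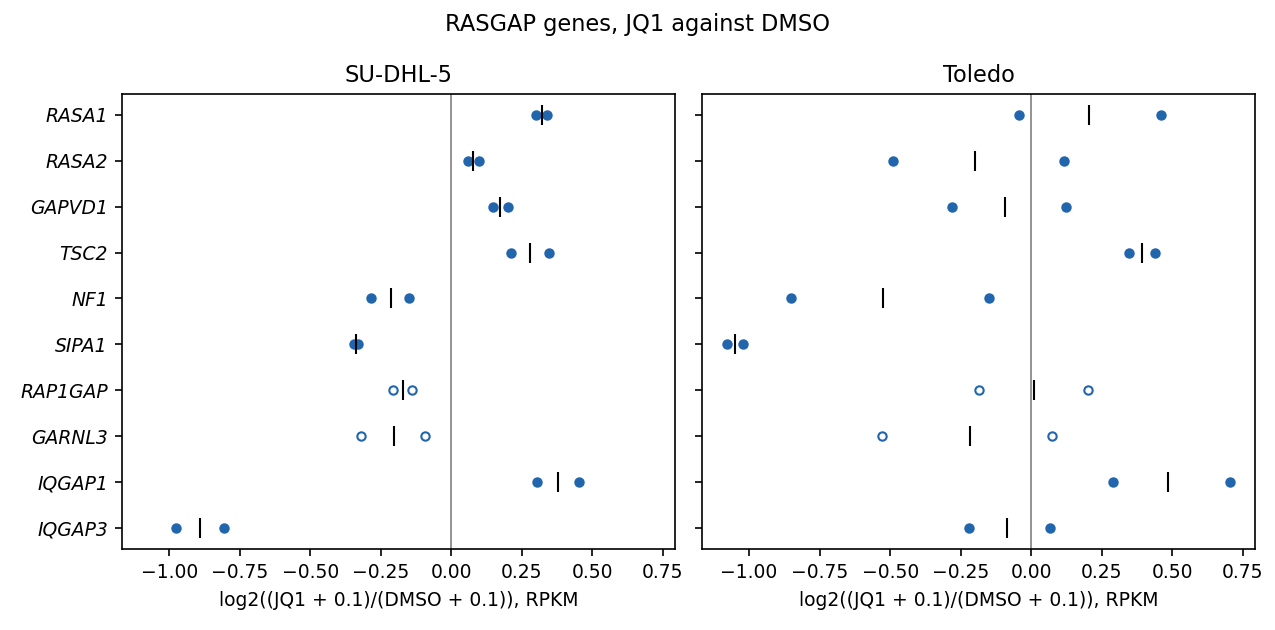
Log2 ratio of RPKM between JQ1 and DMSO (horizontal axis, pseudocount 0.1) for 10 of the 11 RASGAP genes in SU-DHL-5 (left) and Toledo (right). Circles are the ratios of library 1 and library 2, open where a gene had fewer than 100 reads in the line, and the vertical tick is the ratio of their means, at −0.89 and −0.08 for IQGAP3.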

IQGAP3 belongs to the IQGAP family of proteins that act as scaffolds for various signaling pathways and that regulate diverse biological activities [24]. Although the exact function of IQGAP3 remains largely unexplored, its aberrant expression has been reported in several types of cancers [25,26]. Compared with normal controls, many of our DLBCL samples harbored overexpressed *IQGAP3*. Using the average expression level as the cutoff point, we then stratified our DLBCL patients into two subgroups. Strikingly, those with high *IQGAP3* expression had significantly better clinical outcome exhibited by longer progression-free (PFS) and overall survival (OS) (Figure 4b). With the survival curve reaching a smooth plateau after 10 years, it is suggested that more than 90% of the high *IQGAP3* expressors are probably cured with the standard immunochemotherapy. On the other hand, none of the other examined *RASGAP* genes portended prognostic significance on survival outcome in DLBCL patients (Figure S4b). For further affirmation of our findings, the published DLBCL mRNA data set by Lenz et al. (GSE11318) was used for external validation [17]. Consistent with our finding, we identified that, in this cohort of 200 patients, those with an *IQGAP3* expression level higher than average had a significantly better survival outcome than their counterparts (Figure 4c, left panel). To stringently define the prognostic value of *IQGAP3*, we further excluded 78 patients whose expression levels were within the range of average ± 0.5 x standard deviation from this cohort. As shown on the right panel of Figure 4c, higher *IQGAP3* expression still portended an excellent prognosis in DLBCL patients. The results unequivocally validate the prognostic significance of *IQGAP3* expressional level in DLBCL. 

We next investigated the effects of JQ1 on the expressional status of *IQGAP3*. Among most of the DLBCL cells examined, treatment with JQ1 led to increased *IQGAP3* mRNA levels (Figure 4d), and the result was confirmed on protein-based analysis (Figure 4e). Importantly, shRNA-directed downregulation of *IQGAP3* resulted in enhanced RAS activities (Figure 4f). Overall, these findings indicate that BET inhibitors would upregulate *IQGAP3*, which in turn suppresses RAS activity. *IQGAP3* might play a preeminently novel role in prognosticating DLBCL patients. Nevertheless, whether inhibitors of BET proteins directly restrict RAS activity or indirectly mediate through IQGAP3 to repress RAS remains to be elucidated.

### 3.5. Proteomics-Based Re-Categorization Identified a Subgroup of Patients with PI3K-Activated DLBCL Whose Prognosis Could Be Further Defined by IQGAP3

The identification of recurrent mutations, chromosomal translocations, and somatic copy number variations through comprehensive genetic analysis has led to the re-stratification of distinct DLBCL subgroups with unique genotypic, epigenetic, and clinical characteristics [27,28,29,30]. To put the transcriptomic information and signal transduction activities into the perspectives of subtype classification, we scrutinized the GEP pattern in our DLBCL patients. We employed the barcoded nCounter mRNA and protein analysis in clinical FFPE samples. Traditionally, DLBCL can be categorized into activated B-cell-like (ABC) and germinal center B-cell-like (GCB) subtypes based on their cells of origin (COO) stratified by the GEP pattern [31,32], with the former representing the more aggressive form of the disease [32,33]. Using the same algorithm, we sub-classified our patients into ABC and GCB subtypes (Figure 5a). Patients with ABC DLBCL unequivocally exhibited an inferior survival outcome (Figure 5b). We tried to incorporate the prognostic value of *IQGAP3* into the COO classification to see if *IQGAP3* was particularly relevant in a specific genetic subtype. However, as shown in Figure 5c, *IQGAP3* lost its prognostic impact in respective ABC and GCB subtypes of DLBCL. 

One of the major advantages of nCounter analysis is the potential to quantify phosphorylated proteins in tumor samples, which provides important insights into the information on signal pathway activation. Using the nCounter HEME protein panel, we performed unsupervised proteomics clustering analysis with Pearson’s correlation. The clustering results showed that our cohort of DLBCL patients could be segregated into two distinct groups (A and B, Figure 5d). Although it seemed that the newly categorized group B contained more ABC tumors (Figure 5d), this novel stratification was actually irrelevant to COO on statistical analysis. To dig further, we found that, compared with their counterpart, group B DLBCL tumors exhibited more significantly increased activation and/or higher expression of phosphatidyl-inositol-3 kinase (PI3K) pathway-associated proteins, including PIK3CD, p-PDK1, p-AKT, p-IKK A/B, NF-κB, MYC, BCL2L1, and MCL1 (Figure 5e). Extraordinarily, this molecular pathway-annotated categorization held important prognostic impacts, as patients stratified in group B had a considerably shorter PFS (Figure 5f). As mentioned earlier, our cell line data demonstrated that IQGAP3 could suppress RAS activity (Figure 4f). Reports have shown that RAS and PI3K pathways might intersect to regulate each other and co-regulate downstream functions and that such a cross-talk actually engages in the development and evolution of cancers [34]. This instigated our attempt in dissecting a potential role of *IQGAP3* in DLBCL tumors with upregulated PI3K pathway activity. In patients whose lymphoma cells lacked activated PI3K signaling (group A), the expression level of *IQGAP3* did not harbinger any survival outcome implication (Figure 5g). On the contrary, higher *IQGAP3* level prognosticated a significantly superior clinical outcome in group B patients (Figure 5h). Specifically, increased *IQGAP3* expression conferred DLBCL patients with PI3K-activated tumors exceptional long-term survival, and these patients actually fared as well as those in group A (Figure 5f–h). The data also alluded to the fact that the prognosis in patients with PI3K-activated, *IQGAP3*-downregulated DLBCL was very dismal. These results suggest that PI3K signaling activation characterizes a specific subpopulation of patients with DLBLC whose prognosis could be further defined by *IQGAP3*, as its expressional level demarcates RAS activity in lymphoma cells. Specifically, high *IQGAP3* expression forebodes a remarkably excellent clinical outcome in patients with PI3K-activated DLBCL.

### 3.6. Inhibition of PI3K Signaling Similarly Represses In Vitro Migration and In Vivo Dissemination of DLBCL

With PI3K-activated DLBCL patients (group B in our cohort) manifesting inferior survival outcome, we wonder whether inhibition of the PI3K signaling activity could also alter the phenotypic characteristics of DLBCL. The PI3K inhibitor copanlisib was, therefore, employed for the subsequent experiments. As demonstration in Figure 6a, the movement of three different DLBCL cells (SU-DHL-5, HT, and Toledo) was drastically impeded upon treatment with copanlisib. While the addition of copanlisib effectively diminished downstream AKT phosphorylation (Figure S5), the selected dose of this agent for migration assay had minimal effects on the percentage of sub-G1 population (Figure S1b,c), cellular viability (Figure S2a), and apoptosis (Figure S2b,c). Similar to the findings on BET and MEK inhibitors, the results suggest that copanlisib at the sublethal dose attenuates the in vitro migratory activity of DLBCL cells. 

To further elaborate on DLBCL dissemination, we also exploited in vivo studies to thoroughly delineate the impacts of PI3K inhibition on tumor spreading (Figure 6b–e). Experimental mice received intrasplenic injection of HT-L1-iRFP cells, and drugs were administered intraperitoneally starting at the end of week three (Figure 6b). Similar to previous experiment with JQ1, treatment with AZD5153 at the dose of 25 mg/kg twice weekly significantly impaired the in vivo dissemination of DLBCL cells compared with untreated control (Figure 6c, middle and left panels). Combined treatment with low dose copanlisib and reduced dose of AZD5153 effectively suppressed the outspread of DLBCL tumors as well (Figure 6c, right panel). These results were confirmed on both the enumeration of outgrowing fluorescent tumor spots (Figure 6d) and the quantification of overall near infrared signals (Figure 6e). Collectively, these data suggest that PI3K inhibitor copanlisib beneficially mitigates the migration and dissemination of DLBCL cells similar to the way BET inhibitors do.

Here, we summarize our findings by schematic illustration in Figure 7. BET inhibitors suppress DLBCL migration through the inhibition of two pathways: the MYC-RhoA and RAS-MEK pathways. Mechanistically, BET inhibitors repress MYC transcription to attenuate RhoA activity; the inhibitors also induce IQGAP3, which subsequently inactivates RAS. In DLBCL patients, IQGAP3 prognosticates a worse survival in PI3K-activated cases. A combination of the PI3K and BET inhibitors effectively restrains DLBCL dissemination.

## 4. Discussion

The MYC oncogene has long been an attractive target in cancer therapeutics. However, direct MYC targeting is challenging owing to its essential roles in developmental biology. BET inhibition is considered to hold the greatest promise as an alternative approach to indirectly abrogate MYC oncogenic activities [35]. Mechanistic studies have shown that it acts through anti-proliferation and apoptosis induction in DLBCL cells to achieve the desirable effects [10,11,36]. In this study, we take a step forward by illustrating novel mechanisms of BET inhibition in the suppression of DLBCL. We have previously demonstrated cytokine-mediated, signal transducer and activator of transcription 3 (STAT3)-coordinated amoeboid migration as the culprit of lymphoma dissemination, and combining a JAK inhibitor with a microtubule stabilizer could serve as a mechanism-derived therapeutic approach in DLBCL [16]. The present work highlights that the motility of DLBCL can as well be driven by an alternative pathway, namely the small GTPase-mediated movement. With BET inhibitors being able to sturdily repress both RAS and RhoA activities and with the fact that amoeboid movement facilitates the dissemination of DLBCL [16], it is plausible that combinative strategies tackling the mechanism adopted by lymphoma cells for their propagation may further improve the treatment outcome in these patients.

Our study also calls attention to the importance of subtype-driven, individualized therapeutic strategy in DLBCL. Recently, through comprehensive genetic analysis, DLBCL has been re-stratified into distinct subtypes with unique clinical features and molecular characteristics [27,28]. In the study by Chapuy et al., five groups of DLBCL tumors with coordinate genetic signatures were identified, with the cluster 5 subset being shown to harbor upregulated PI3K signaling activity, to exhibit enrichment in ABC tumors, and to portend a dismal prognosis [28]. Our group B patients, clustered in the novel pathway activity-categorized stratification, demonstrated exactly the same features. Nevertheless, we also found that the behavior of PI3K-activated DLBCL was not unanimous, as IQGAP3 further stratified this group of patients unequivocally. The poor prognosis of these PI3K-activated tumors could probably be averted by increased *IQGAP3* expression, since our in vitro model demonstrated that high IQGAP3 attenuated RAS activity. RAS is a small GTPase with oncogenic implication that has been closely related to a PI3K signaling pathway. As a result, diminished RAS activity might counteract the detrimental effects of activated PI3K signaling. The theory was vividly validated in our clinical cohort, as DLBCL patients with concurrent PI3K activation and *IQGAP3* upregulation actually had an exceptionally excellent survival outcome. This is of ultimate importance, since those patients would be otherwise deemed to have little chance of long-term survival when high PI3K activity is used as the sole prognostic factor. The clinical implication is even more significant, as such patients might be erroneously given more intensive treatment by their physicians to stave off a gloomy fate that never exists. 

Among the IQGAP family of proteins, the functional activities of IQGAP3 are the least explored. The closely related and highly homologous IQGAP1 protein has been shown to scaffold both the Ras-ERK and PI3K-Akt pathways [37]. Limited data implicate that IQGAP3 effects through Rac1 and Cdc42 [38], and salient functions of IQGAP3 include the regulation of cell proliferation and motility [24]. While our finding on IQGAP3 is novel, its prognostic relevance in DLBCL is rightfully unambiguous. Attenuated RAS signaling was uncovered through in vitro BET inhibition, which prompted us to explore through small GTPase activity regulators and identified the key role of IQGAP3 in clinical patients. IQGAP3, of which the expression could be upregulated by BET inhibition, constrained RAS signaling and specifically prognosticated a subgroup of DLBCL patients whose tumors harbored enhanced PI3K activity. It is not immediately clear whether IQGAP3 acts through its direct GTPase activity to affect RAS, but its strong prognostic significance is unequivocal. Theoretically, based on these findings, either BET or PI3K inhibition would provide substantial benefits in patients with activated PI3K signaling and depressed IQGAP3. As mentioned earlier, RAS signaling through PI3K pathway indispensably contributes to tumor initiation, motility, and invasiveness [39,40]. Therefore, on top of PI3K inhibition, adding a BET inhibitor that further attenuates RAS activation and also upregulates IQGAP3 could result in the death of lymphoma cells that mainly thrive on the activation of these pathways. This was validated in our xenograft model, in which combined treatment with BET and PI3K inhibitors led to effective suppression of in vivo tumor growth. Moving forward, this leads to the conceptual rationale of employing concurrent PI3K and BET inhibition in the treatment of DLBCL, especially in the distinct PI3K-activated subtype. Our findings actually echo several previous reports focusing on adopting BET inhibitors and PI3K-targeting agents in the treatment of cancers (including DLBCL) [41,42,43], although the inter-collaborative activity between them differs across studies. However, the thorough mechanism on how IQGAP3 mitigates RAS activity and mediates DLBCL behaviors definitely warrants further investigation.

## 5. Conclusions

In conclusion, we unraveled a novel small GTPase-driven mechanism involved in DLBCL migration, a phenomenon unearthed through BET inhibition. We also identified IQGAP3, of which the expression is closely related to the activity of BET proteins, as a key indicator in further prognosticating a specific sub-group of DLBLCL patients who are otherwise deemed to have a very dismal outcome. These observations provide an important insight in our efforts to identify more effective ways of incorporating BET inhibitors into the therapeutic strategies of DLBCL.

## Figures and Tables

**Figure 1:**
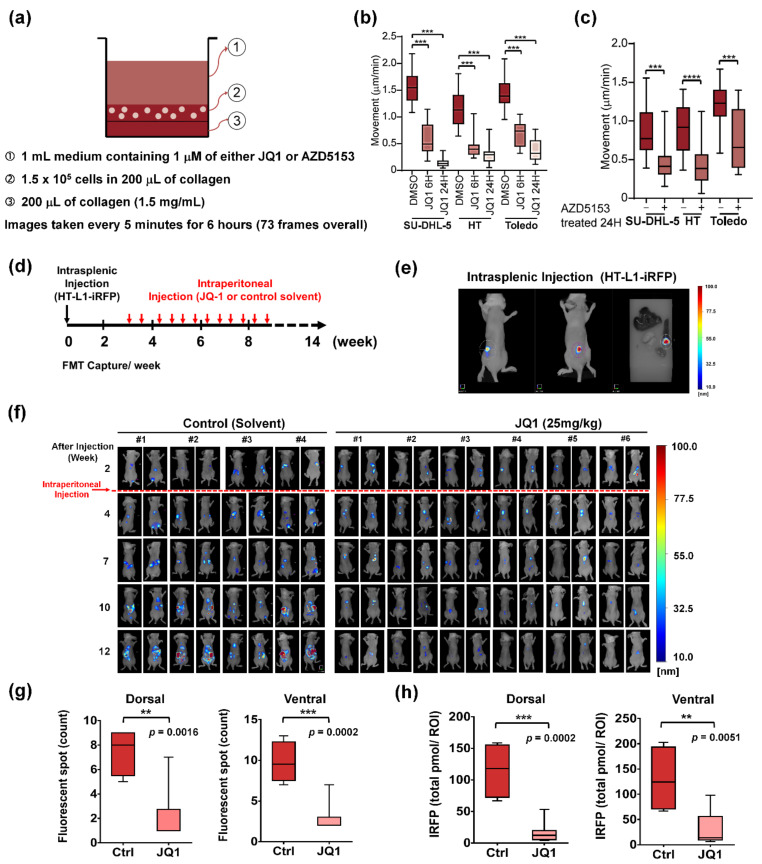
BET inhibition suppresses the migration and dissemination of DLBCL cells. (**a**) Illustration for migration assay. DLBCL cells, suspended in collagen solution, were deployed on top of another layer of collagen solution. After collagen solidification, 1 ml of medium containing JQ1 or AZD5153 was added and the cells were incubated for 6 or 24 hours. (**b,c**) Quantification of movement speeds of three DLBCL cell lines treated with either JQ1 or AZD5153 (*n* = 10). ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, by Student’s t-test. (**d**) Schema for mice experiment. HT-L1 cells carrying an iRFP713 fluorescent reporter (HT-L1-iRFP) were injected into the spleens of 6-week-old SCID/beige mice. Intraperitoneal injection of JQ1 at the dose of 25 mg/kg was initiated at the end of week three. (**e**) Intrasplenic injection. Following injection, DLBCL tumors were assessed through the detection of infrared signals. Photos from a representative mouse are shown here (Control, *n* = 8; JQ1, *n* = 8). (**f**) Detection of near infrared signals. The near infrared signals in mice receiving treatment with either DMSO or JQ1 were taken at the indicated time points. (**g,h**) Enumeration of fluorescent tumor spots G and quantification of overall near infrared signals H in mice. Data collected through dorsal and ventral aspects of mice in Figure 1f are shown in box plots. Independent t-test was employed for statistical comparison.

**Figure 2:**
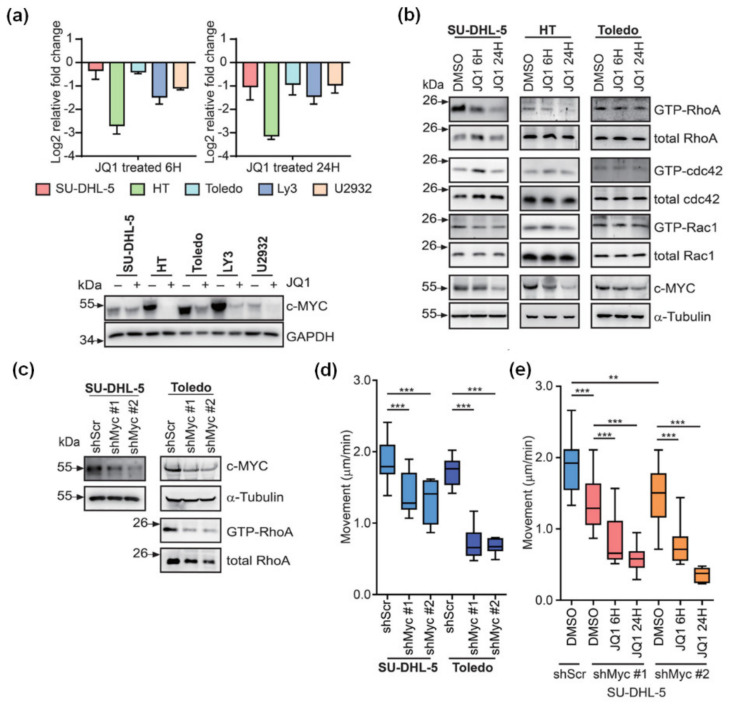
MYC suppression-mediated attenuated GTP-RhoA activity renders JQ1-treated DLBCL cells less mobile. (**a**) Measurement of the mRNA and protein expression levels of MYC in DLBCL cells treated with JQ1. Cells were incubated with 1 μM of JQ1 for indicated time periods. The level of *MYC* mRNA was quantified by qPCR (upper panel, *n* = 3), whereas the c-MYC protein level was assessed by Western blotting after 24-hour incubation with JQ1 (lower panel; the Western blots were repeated thrice, and the representative data are shown). Folds of mRNA expression were obtained through calculating the ratios between treated samples and untreated controls. (**b**) Western blots on small GTPase activity assays. After treatment with either DMSO or JQ1 for indicated time periods, GTP-bound RhoA, Cdc42, and Rac1 in whole cell lysates from SU-DHL-5, HT, and Toledo cells were analyzed after GST pull-down capture. The experiments were repeated thrice, and the representative data are shown. (**c**) Western blots on c-MYC and GTP-bound RhoA in HT and Toledo cells receiving either shRNA specific to Myc (shMyc; clones #1 and #2) or a scramble sequence (shScr). (**d**) Quantification of movement speeds of shMyc- or scramble control-treated DLBCL cells (*n* = 10). *** *p* < 0.001 by Student’s *t*-test. (**e**) Quantification of movement speeds of shMyc- or scramble control-treated HT cells in the presence of either DMSO or JQ1 for indicated time periods (*n* = 10). ** *p* < 0.01, *** *p* < 0.001, by Student’s *t*-test.

**Figure 3:**
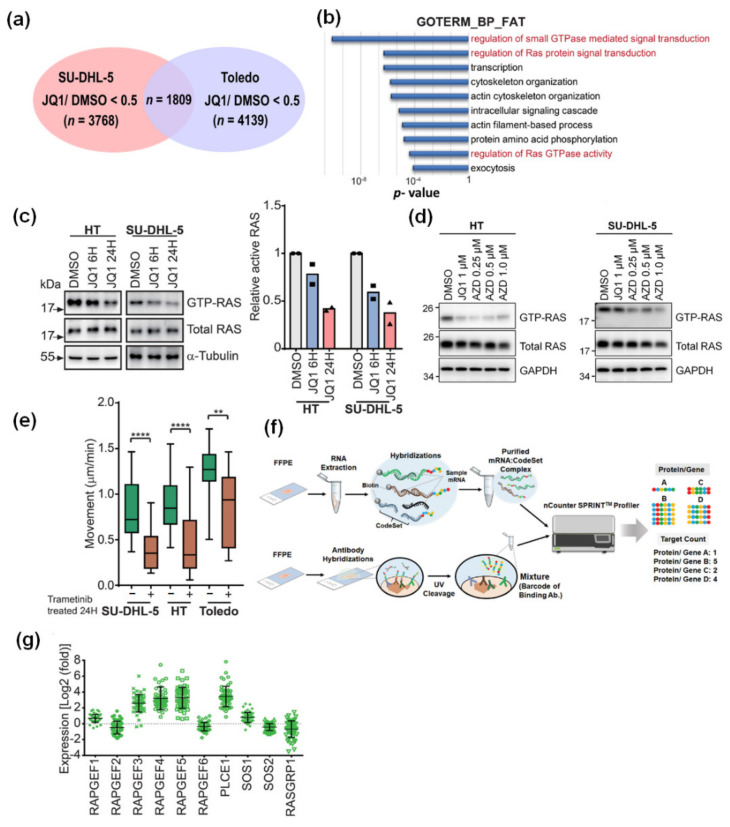
BET inhibition diminishes RAS activity in DLBCL cells. (**a**) A schema illustrating the mining process for the identification of relevant signal pathways affected by BET inhibition. SU-DHL-5 and Toledo cells were treated with either DMSO or JQ1 1μM for 8 hours and then subjected to RNA sequencing. The cutoff ratio of relative gene expression levels comparing JQ1- versus DMSO-treated cells was set at less than 0.5. (**b**) Gene Ontology-Gene function classification (Biological Process) database analysis. Several key signaling signatures differentially inactivated in JQ1-treated cells were listed. (**c,d**) Pull-down assay and Western blotting demonstrating RAS activity in DLBCL cells treated with BET inhibitors. Cells were treated with either JQ1 (concentration 1 μM) or AZD5153 at indicated concentrations for indicated time periods, and cell lysates were harvested for further analysis. Representative blots from three independent experiments were shown. (**e**) Quantification of movement speeds of three DLBCL cell lines treated with trametinib 100 nM (*n* = 10). ** *p* < 0.01, **** *p* < 0.0001, by Student’s *t*-test. Two biologically independent experiments were performed with consistent results, and the data shown here were from one representative experiment. (**f**) A schema demonstrating barcoded mRNA and protein analysis in tumor tissues from a cohort of DLBCL patients treated with immunochemotherapy. (**g**) Expression levels of several *RASGEF* genes in DLBCL samples. Folds of expression were obtained through calculating the ratios between DLBCL samples and normal controls. RASGEF: RAS guanine nucleotide exchange factors.

**Figure 4:**
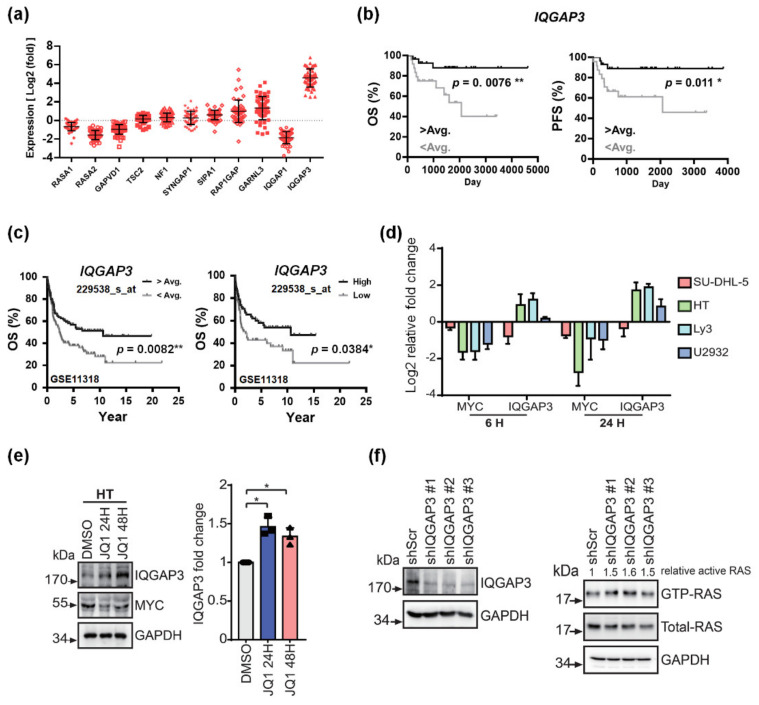
IQGAP3 mediates JQ1-induced RAS inactivation and portends a better survival in DLBCL patients. (**a**) Expression levels of several *RASGAP* genes in DLBCL samples. Folds of expression were obtained by calculating the ratios between DLBCL samples and normal controls. RASGAP: RAS GTPase-activating proteins. (**b**) Survival impacts of *IQGAP3* gene. DLBCL patients were stratified into two groups based on high (>average) or low (<average) expression of the *IQGAP3* gene. A Log-Rank test was employed to assess its prognostic significance on PFS and OS. IQGAP3: IQ Motif Containing Ras GTPase Activating Protein 3. OS: overall survival. PFS: progression-free survival. * *p* < 0.05, ** *p* < 0.01, by Student’s *t*-test. (**c**) External validation of prognostic significance of *IQGAP3* on survival outcome in DLBCL patients. GSE11318, a published data set from DLBCL mRNA series [17], was obtained for statistical analysis. Left panel: OS outcome in this cohort of 200 patients, with the subgroup stratification being based on the expression level of *IQGAP3* higher or lower than the average value. Right panel: OS outcome in 122 patients with either high or low levels of *IQGAP3* expression. Seventy-eight patients whose expression levels were within the range of average ± 0.5 x standard deviation were excluded from this cohort to better define the prognostic value of *IQGAP3*. * *p* < 0.05, ** *p* < 0.01, by Student’s *t*-test. (**d**) Measurement of the mRNA levels of *MYC* and *IQGAP3* in DLBCL cells treated with JQ1. Cells were incubated with 1 μM of JQ1 for indicated time periods. *n* = 3. Folds of the expression were obtained by calculating the ratios between treated samples and untreated controls. (**e**) Left: Western blots for examining the protein expression levels of MYC and IQGAP3 in DLBCL cells treated with JQ1. Cells were incubated with 1 μM of JQ1 for the indicated time periods. Right: quantification of the results from three independent experiments. (**f**) Western blots on RAS GTPase activity assays in HT cells receiving either shRNA specific to *IQGAP3* (shIQGAP3; clones #1, #2, and #3) or a scramble sequence (shScr). After treatment with shRNAs, GTP-bound RAS in whole cell lysates were analyzed after GST pull-down capture.

**Figure 5:**
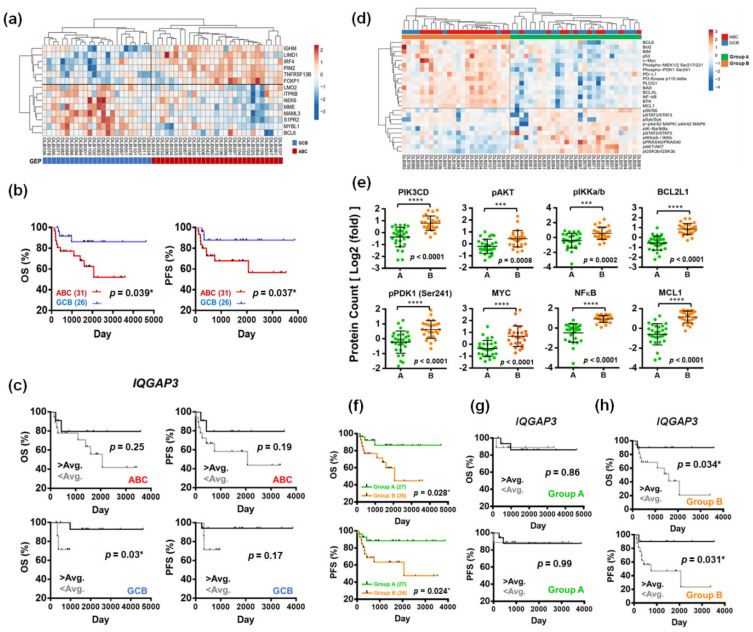
Proteomics-based re-categorization prognosticates DLBCL patients and reinforces the clinical significance of IQGAP3. (**a**) Employing gene expression profiling from the nCounter assay to stratify DLBCL based on their cells of origin (COO). ABC: activated B-cell-like; GCB: germinal center B-cell-like. (**b**) Survival outcome analysis based on COO stratification. Log-Rank test was employed to assess its prognostic significance on PFS and OS. * *p* < 0.05, by Student’s t-test. (**c**) The prognostic value of *IQGAP3* in individual subgroups of COO-stratified DLBCL. Patients were categorized based on high (>average) or low (<average) expressions of the *IQGAP3* gene. (**d**) Novel proteomics-based sub-classification of DLBCL. Some paired phosphorylated and respective total proteins were analyzed among the 35 proteins evaluated in the nCounter assay, and their expression levels were expressed as a phosphorylated form/total form. Unsupervised proteomic clustering analysis with Pearson’s correlation was performed. The first bar on the upper hand of the figure designates the COO of the tumors, whereas the second bar represents the two distinctly segregated groups (group A: green color; group B: orange color). (**e**) Comparison between group A and B on the expression levels of eight PI3K pathway-associated proteins. The data were obtained from nCounter analysis. All readings for each protein were subtracted by the maximum of the negative controls and normalized by the geometric mean of two internal controls (α-tubulin and histone H3). *** *p* < 0.001, **** *p* < 0.0001, by Student’s *t*-test. (**f**) Kaplan–Meier estimate of survival function in proteomics-stratified DLBCL patients. (**g,h**) Prognostic value of *IQGAP3* in individual DLBCL subgroups with discrepant PI3K signaling activity, stratified by proteomics. Patients were categorized based on high (>average) or low (<average) expressions of the *IQGAP3* gene.

**Figure 6:**
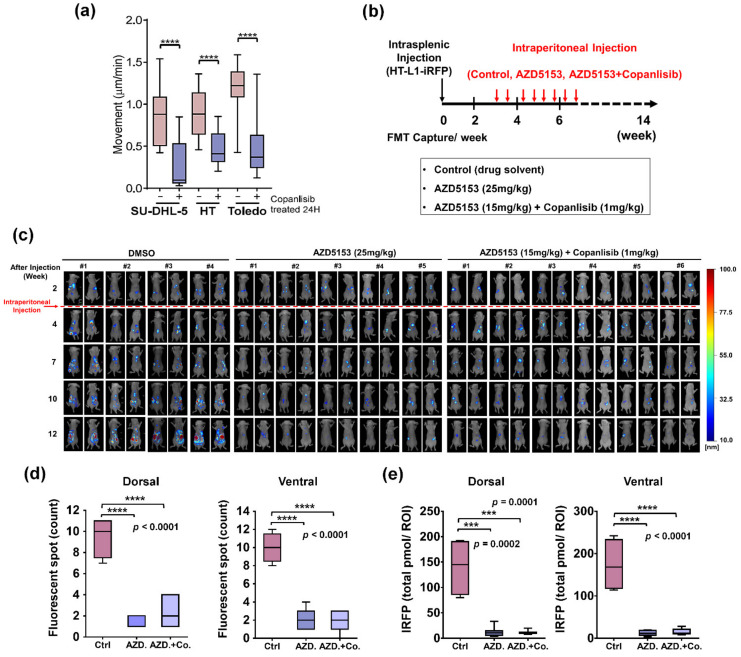
PI3K inhibitor attenuates the migration and dissemination of DLBCL. (**a**) Quantification of movement speeds of three DLBCL cell lines treated with copanlisib (0.5 μM) (*n* = 10). **** *p* < 0.0001, by Student’s *t*-test. (**b**) Schema for mice experiments. HT-L1-iRFP cells were injected into the spleens of 6-week-old SCID/beige mice. Intraperitoneal injection of drug solvent (*n* = 8), AZD5153 (25 mg/kg) (*n* = 8), or AZD5153 (15mg/kg) combined with copanlisib (1 mg/kg) (*n* = 8) twice weekly was initiated at the end of week 3. (**c**) Detection of near infrared signals. The fluorescent signals in mice receiving different treatment were taken at the indicated time points. The time indicated here represents weeks after intrasplenic injection. (**d,e**) Enumeration of fluorescent tumor spots (**d**) and quantification of overall near infrared signals (**e**) in mice. Data collected through dorsal and ventral aspects of mice in Figure 6c are shown in box plots. Independent *t*-test was employed for statistical comparison. *** *p* < 0.001, **** *p* < 0.0001, by Student’s *t*-test.

**Figure 7:**
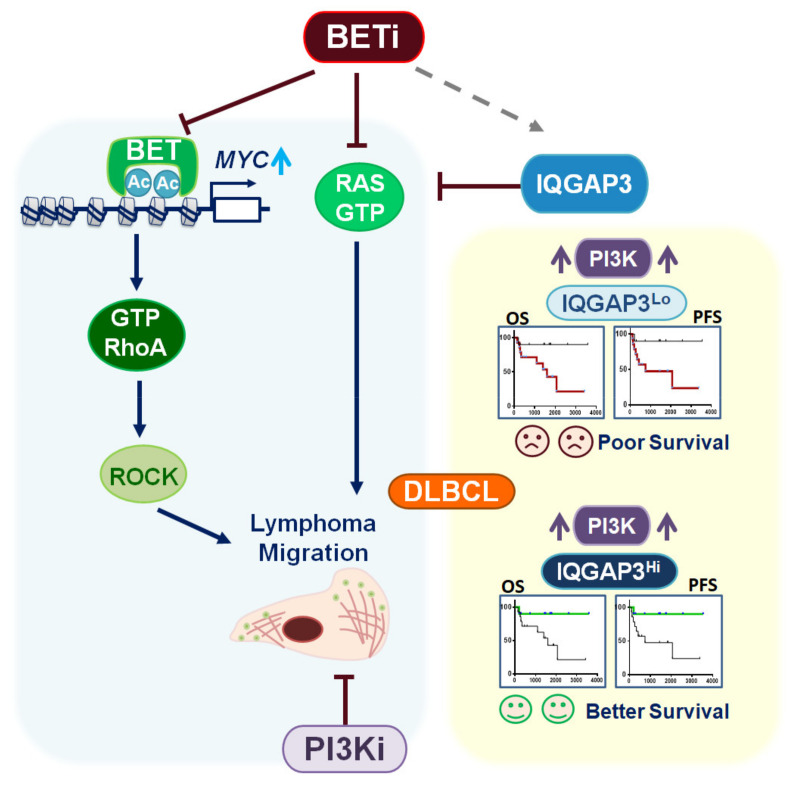
A schema demonstrating the molecular mechanism of BET and PI3K inhibition in DLBCL as well as the functional role and prognostic relevance of IQGAP3 in these tumors.

## Data Availability

All relevant data are available from the corresponding author upon reasonable request. The results of RNAseq in JQ1-treated cells are available at GEO under accession number GSE144821.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13195024/s1, Supplementary Methods, Figure S1. Sublethal doses of BET, MEK, and PI3K inhibitors on cell cycle propagation; Figure S2. Sublethal doses of BET, MEK, and PI3K inhibitors on apoptosis and cellular viability; Figure S3. Effects of BET inhibition on RASGEF genes and their prognostic impacts on survival outcome; Figure S4. Effects of BET inhibition on RASGAP genes and their prognostic impacts on survival outcome; Figure S5. Validation of suppressing AKT activation by the PI3K inhibitor copanlisib; Figure S6. Original western Blot; Table S1: Information about the antibodies used in this study; Table S2: Information about the PCR primers used in this study; Table S3: Baseline Characteristics of 53 DLBCL patients enrolled for nCounter analysis; Table S4: The genes expression changes in SU-DHL5 cells receiving JQ1 treatment; Table S5: The genes expression changes in Toledo cells receiving JQ1 treatment; Table S6: The overlapping genes in SU-DHL-5 and Toledo cell lines treated by JQ1; Table S7: The pathways influenced by JQ1 treatment in DLBCL cells.

# Supplementary material for: RAS Mediates BET Inhibitor-Endued Repression of Lymphoma Migration and Prognosticates a Novel Proteomics-Based Subgroup of DLBCL through Its Negative Regulator IQGAP3
**Source:** Cancers (Basel). 2021 Oct 7;13(19):5024. doi: 10.3390/cancers13195024
**Supplement:** Supplementary file 1

## Slide 1
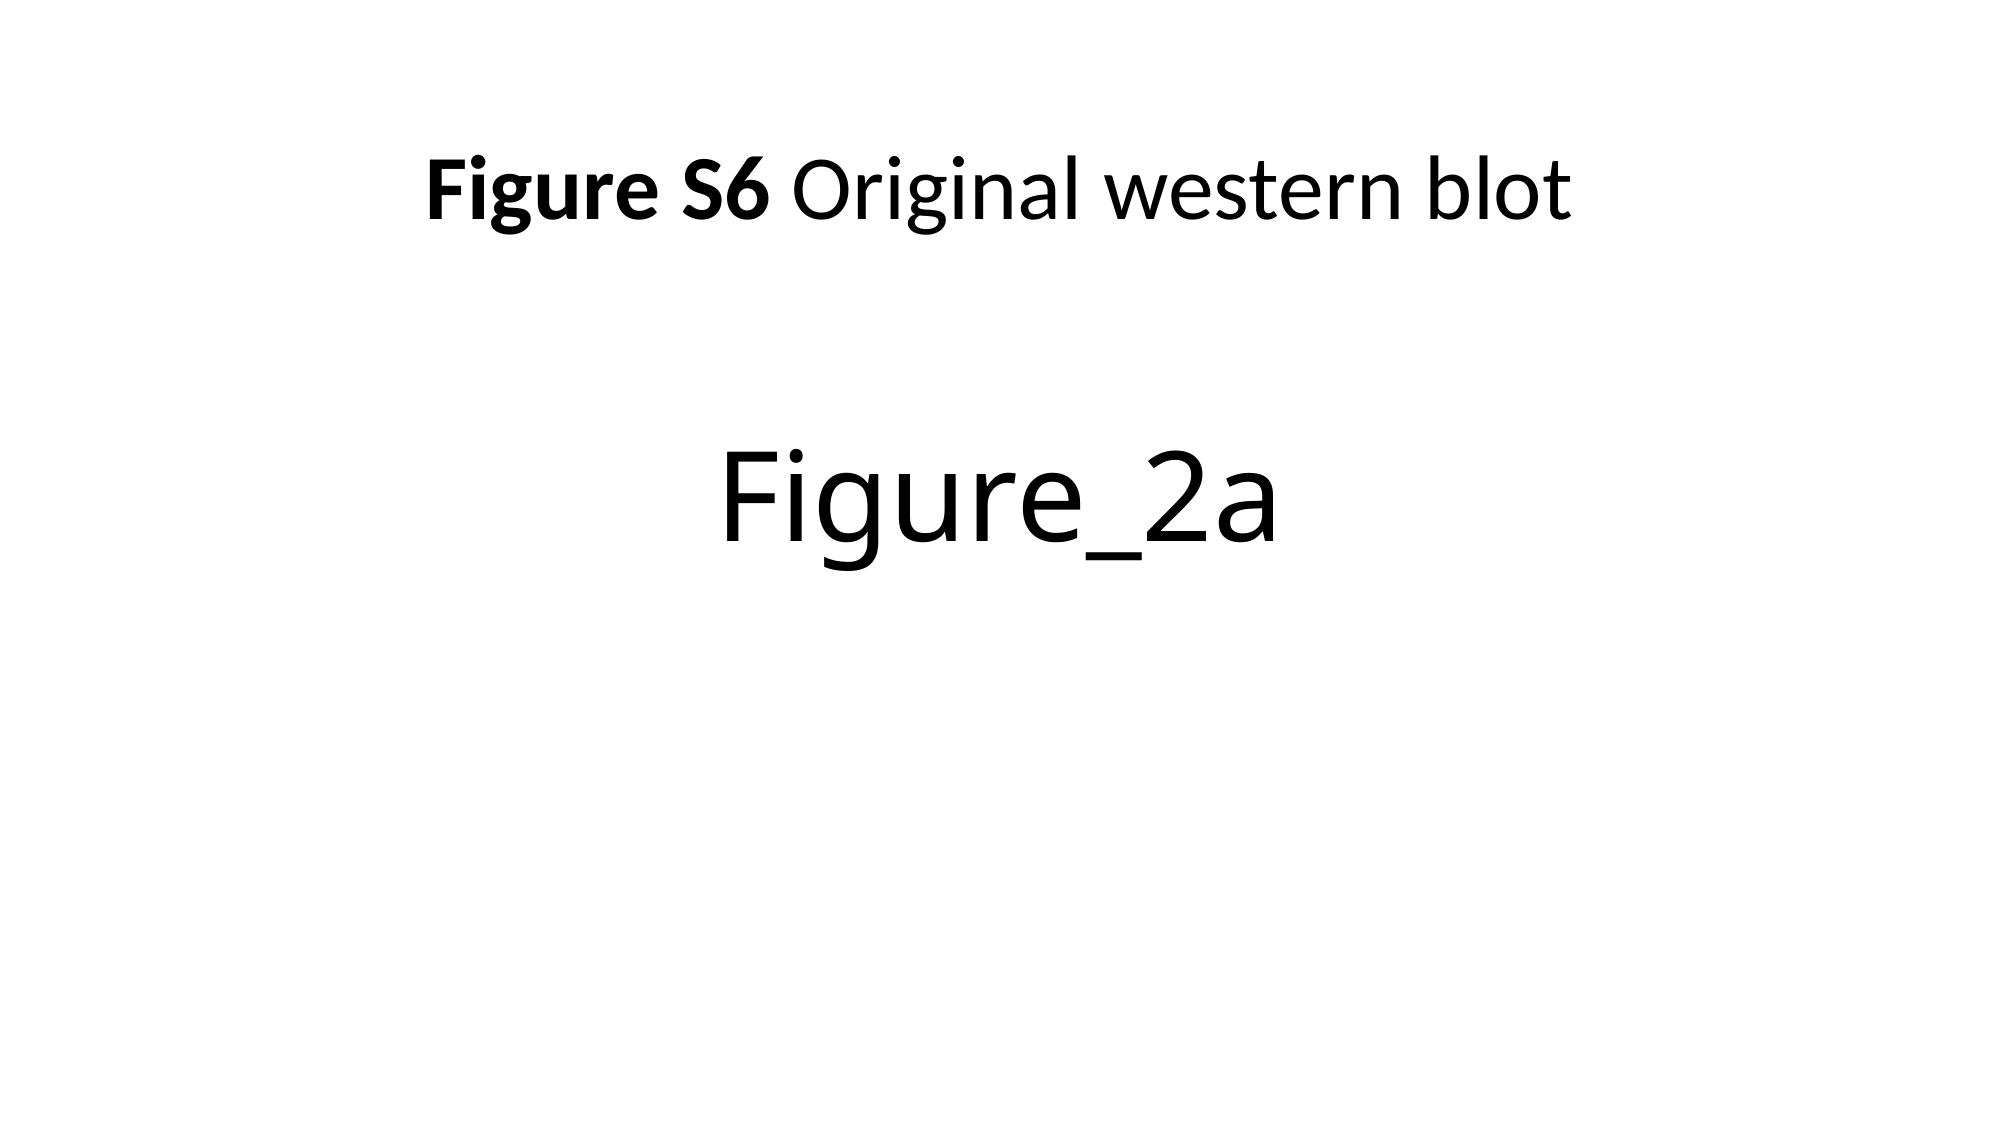

Figure S6 Original western blot
# Figure_2a

## Slide 2
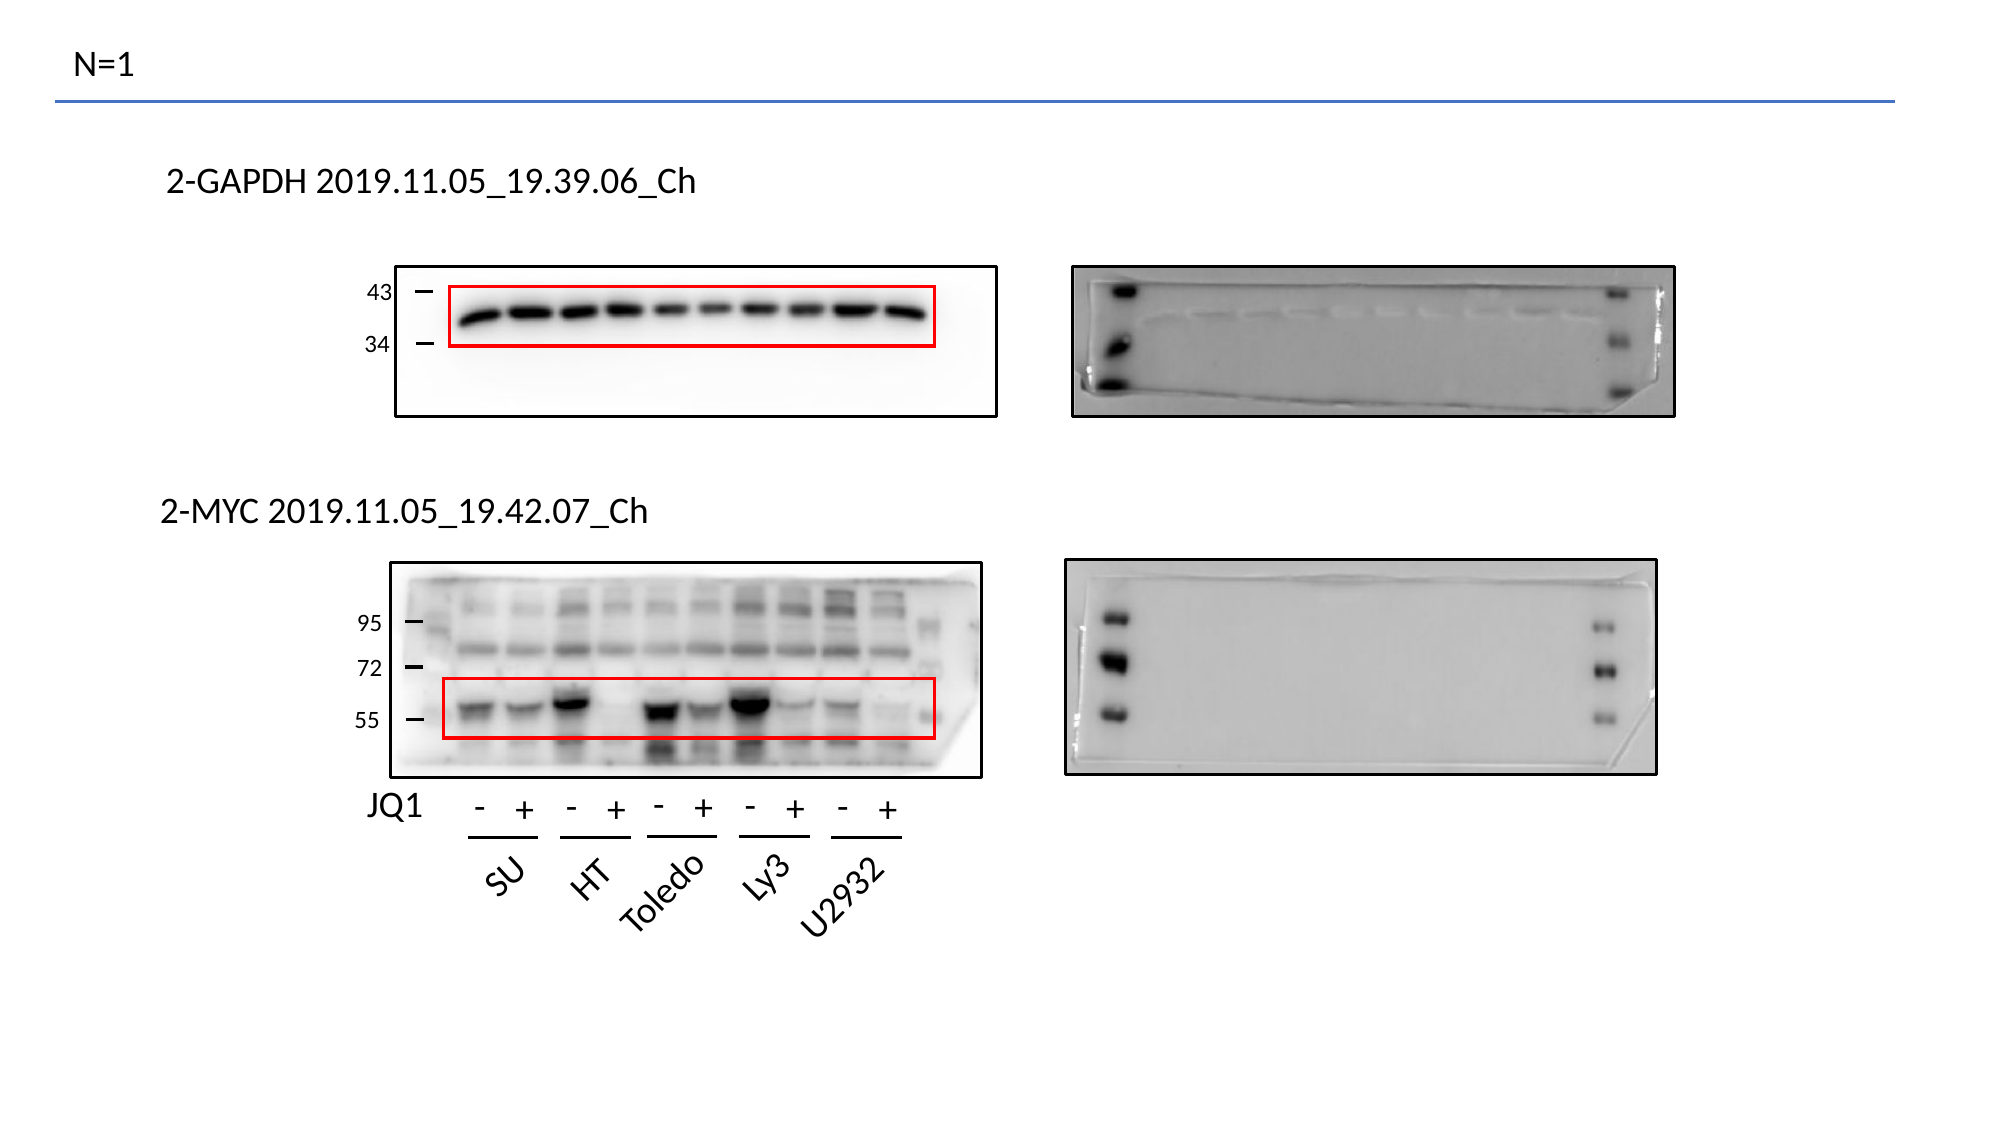

N=1
2-GAPDH 2019.11.05_19.39.06_Ch
43
34
2-MYC 2019.11.05_19.42.07_Ch
95
72
55
JQ1
-
-
-
-
-
+
+
+
+
+
Ly3
SU
HT
Toledo
U2932

## Slide 3
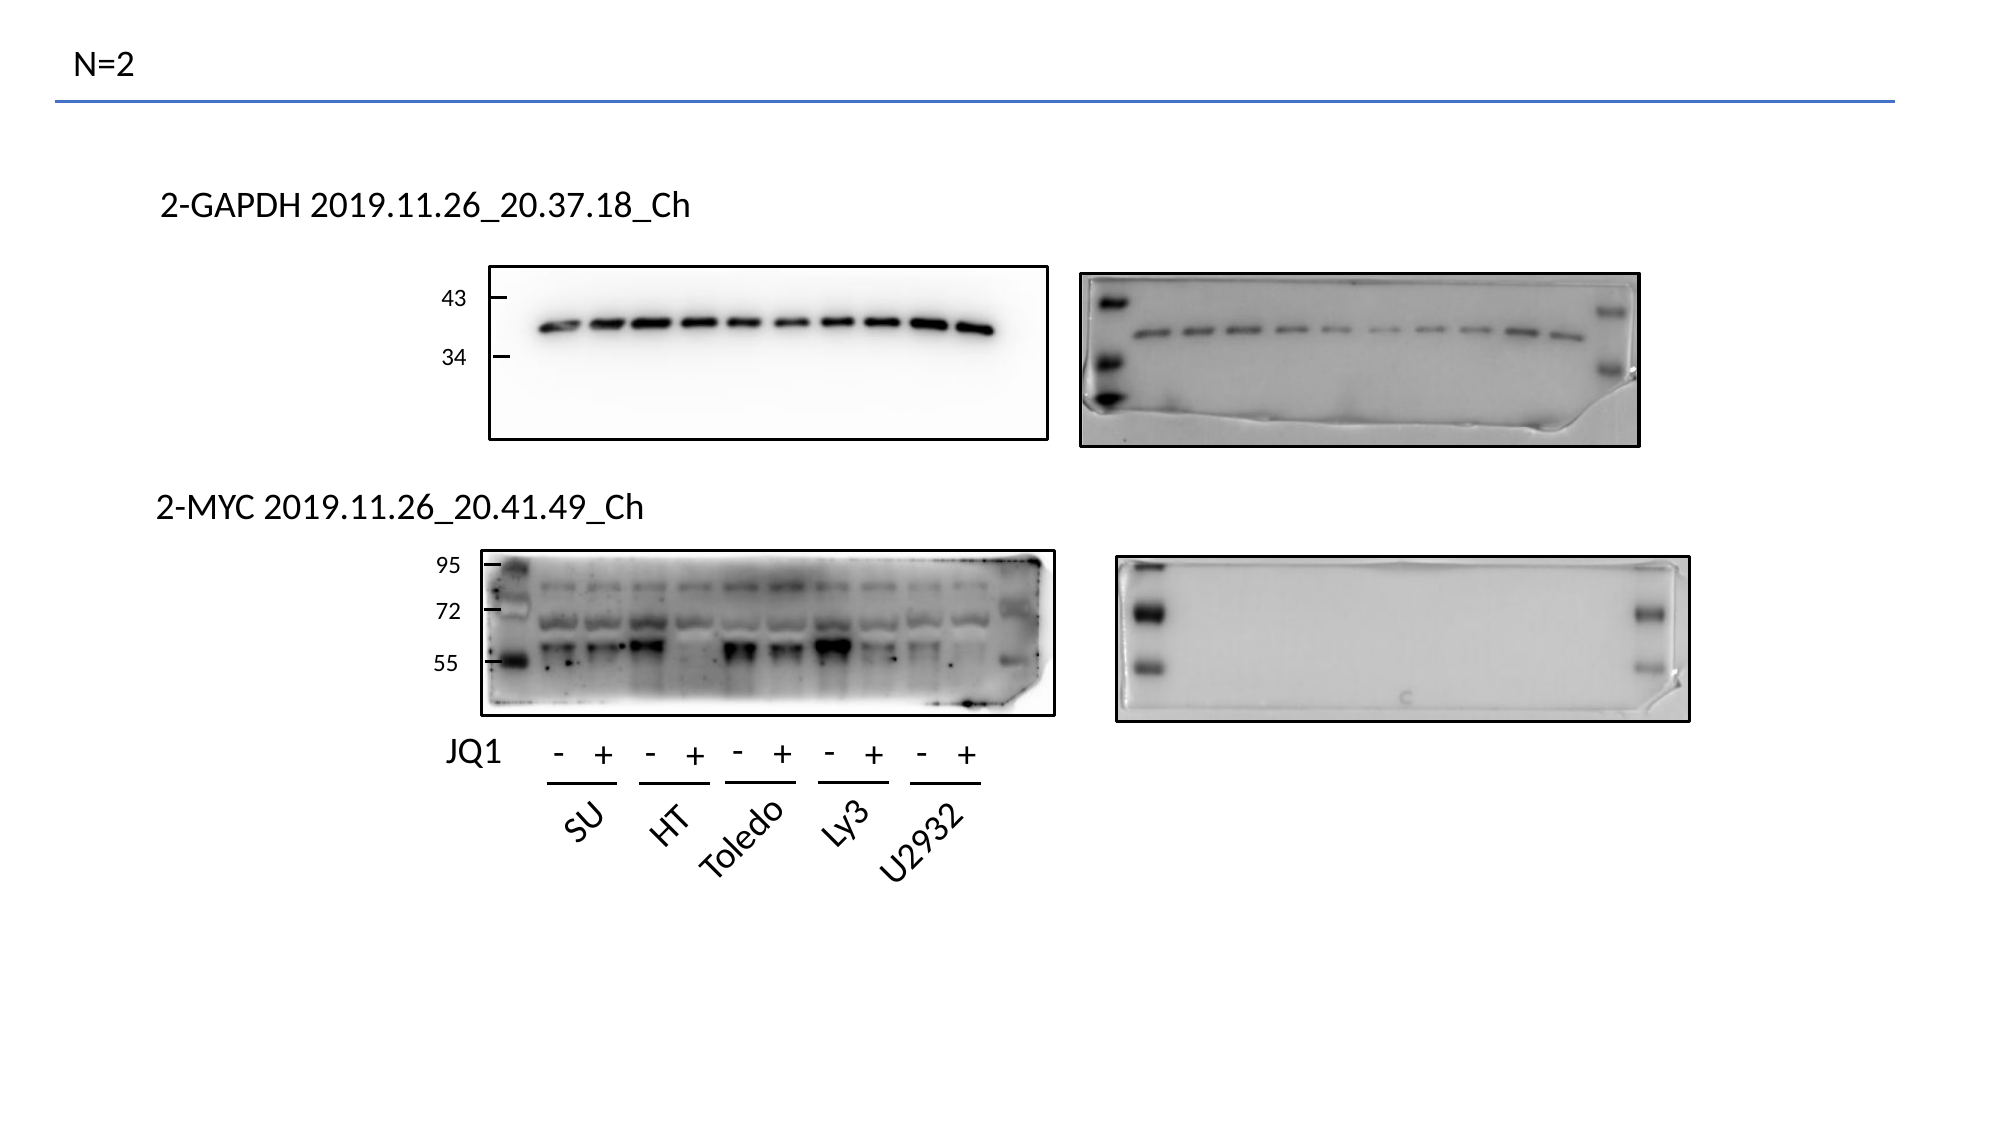

N=2
2-GAPDH 2019.11.26_20.37.18_Ch
43
34
2-MYC 2019.11.26_20.41.49_Ch
95
72
55
JQ1
-
-
-
-
-
+
+
+
+
+
Ly3
SU
HT
Toledo
U2932

## Slide 4
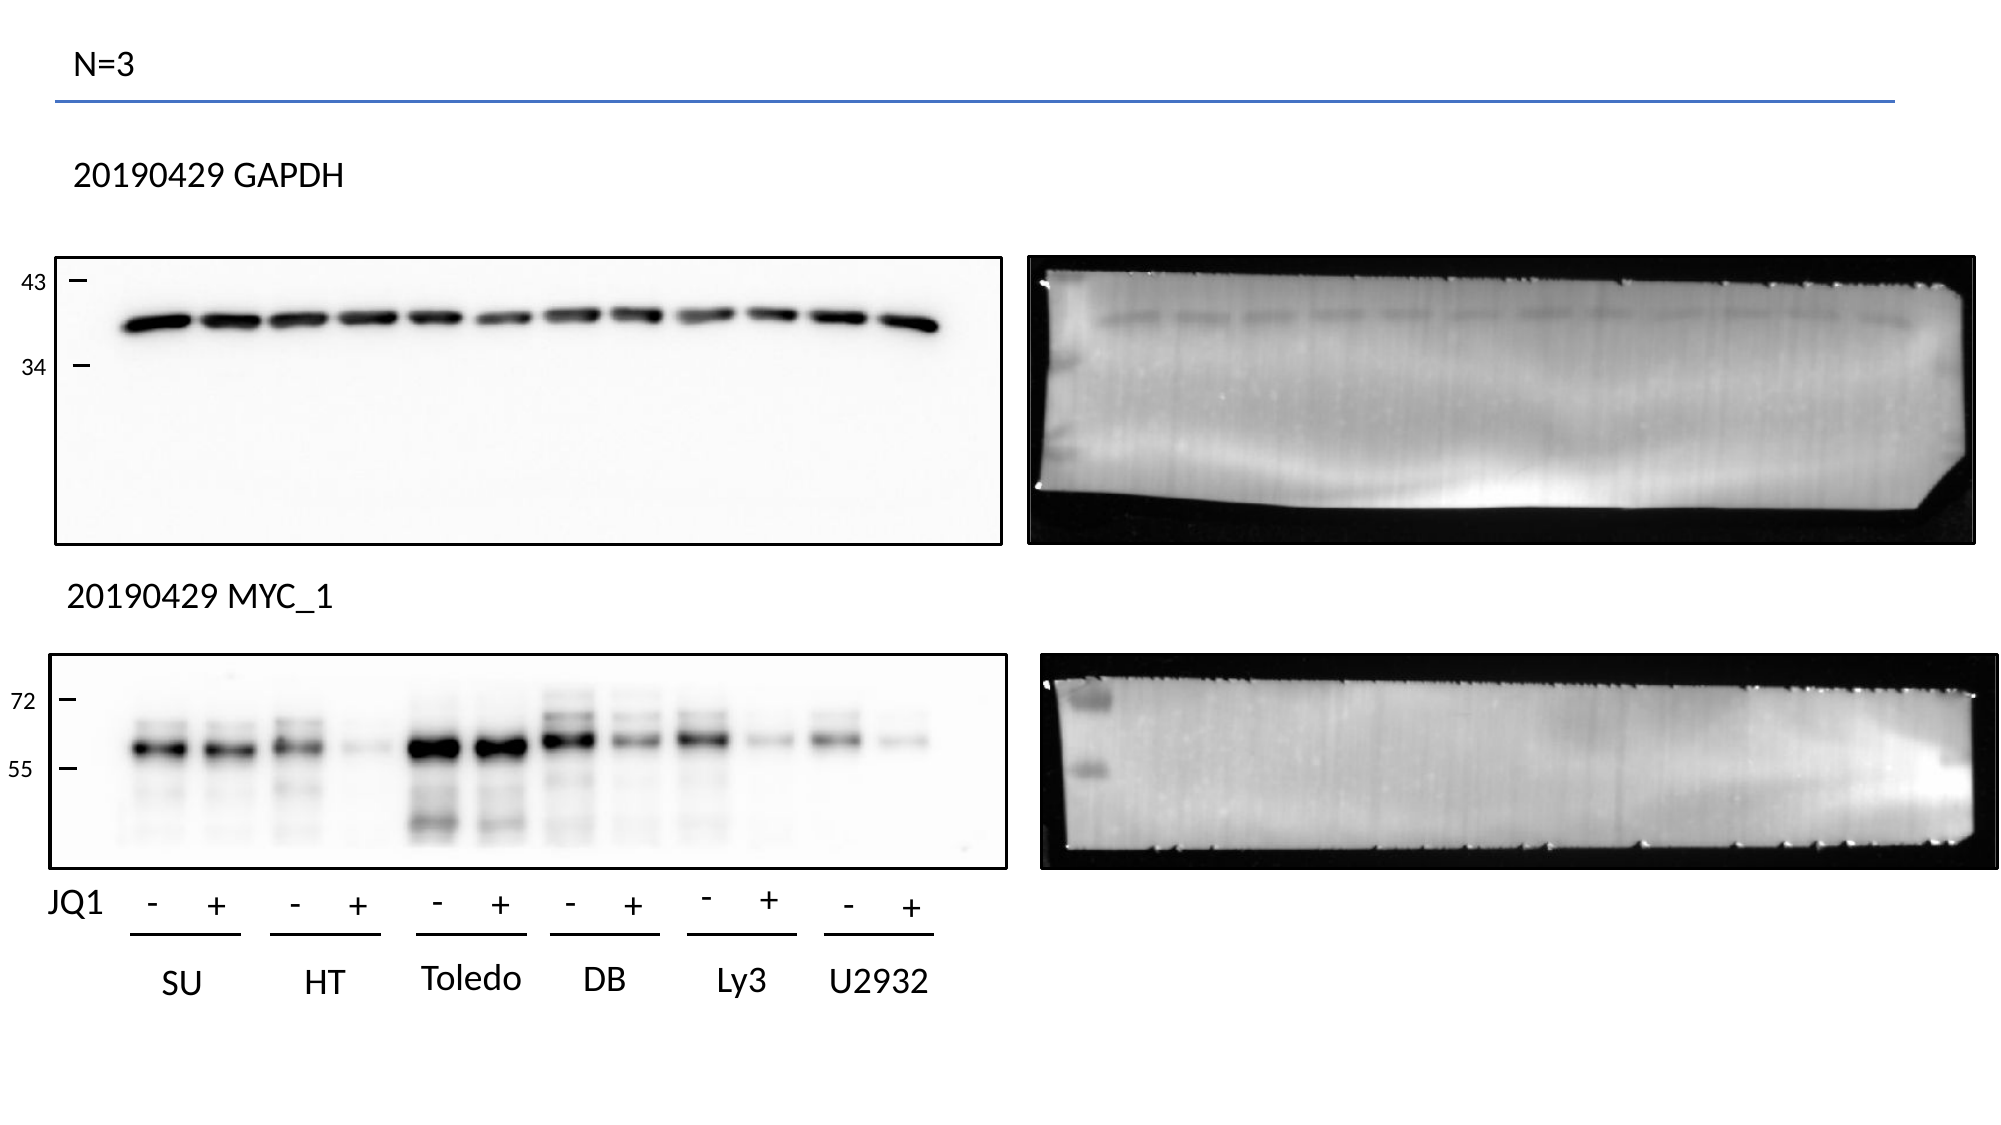

N=3
20190429 GAPDH
43
34
20190429 MYC_1
72
55
-
+
JQ1
-
-
-
-
-
+
+
+
+
+
Toledo
DB
Ly3
U2932
HT
SU

## Slide 5
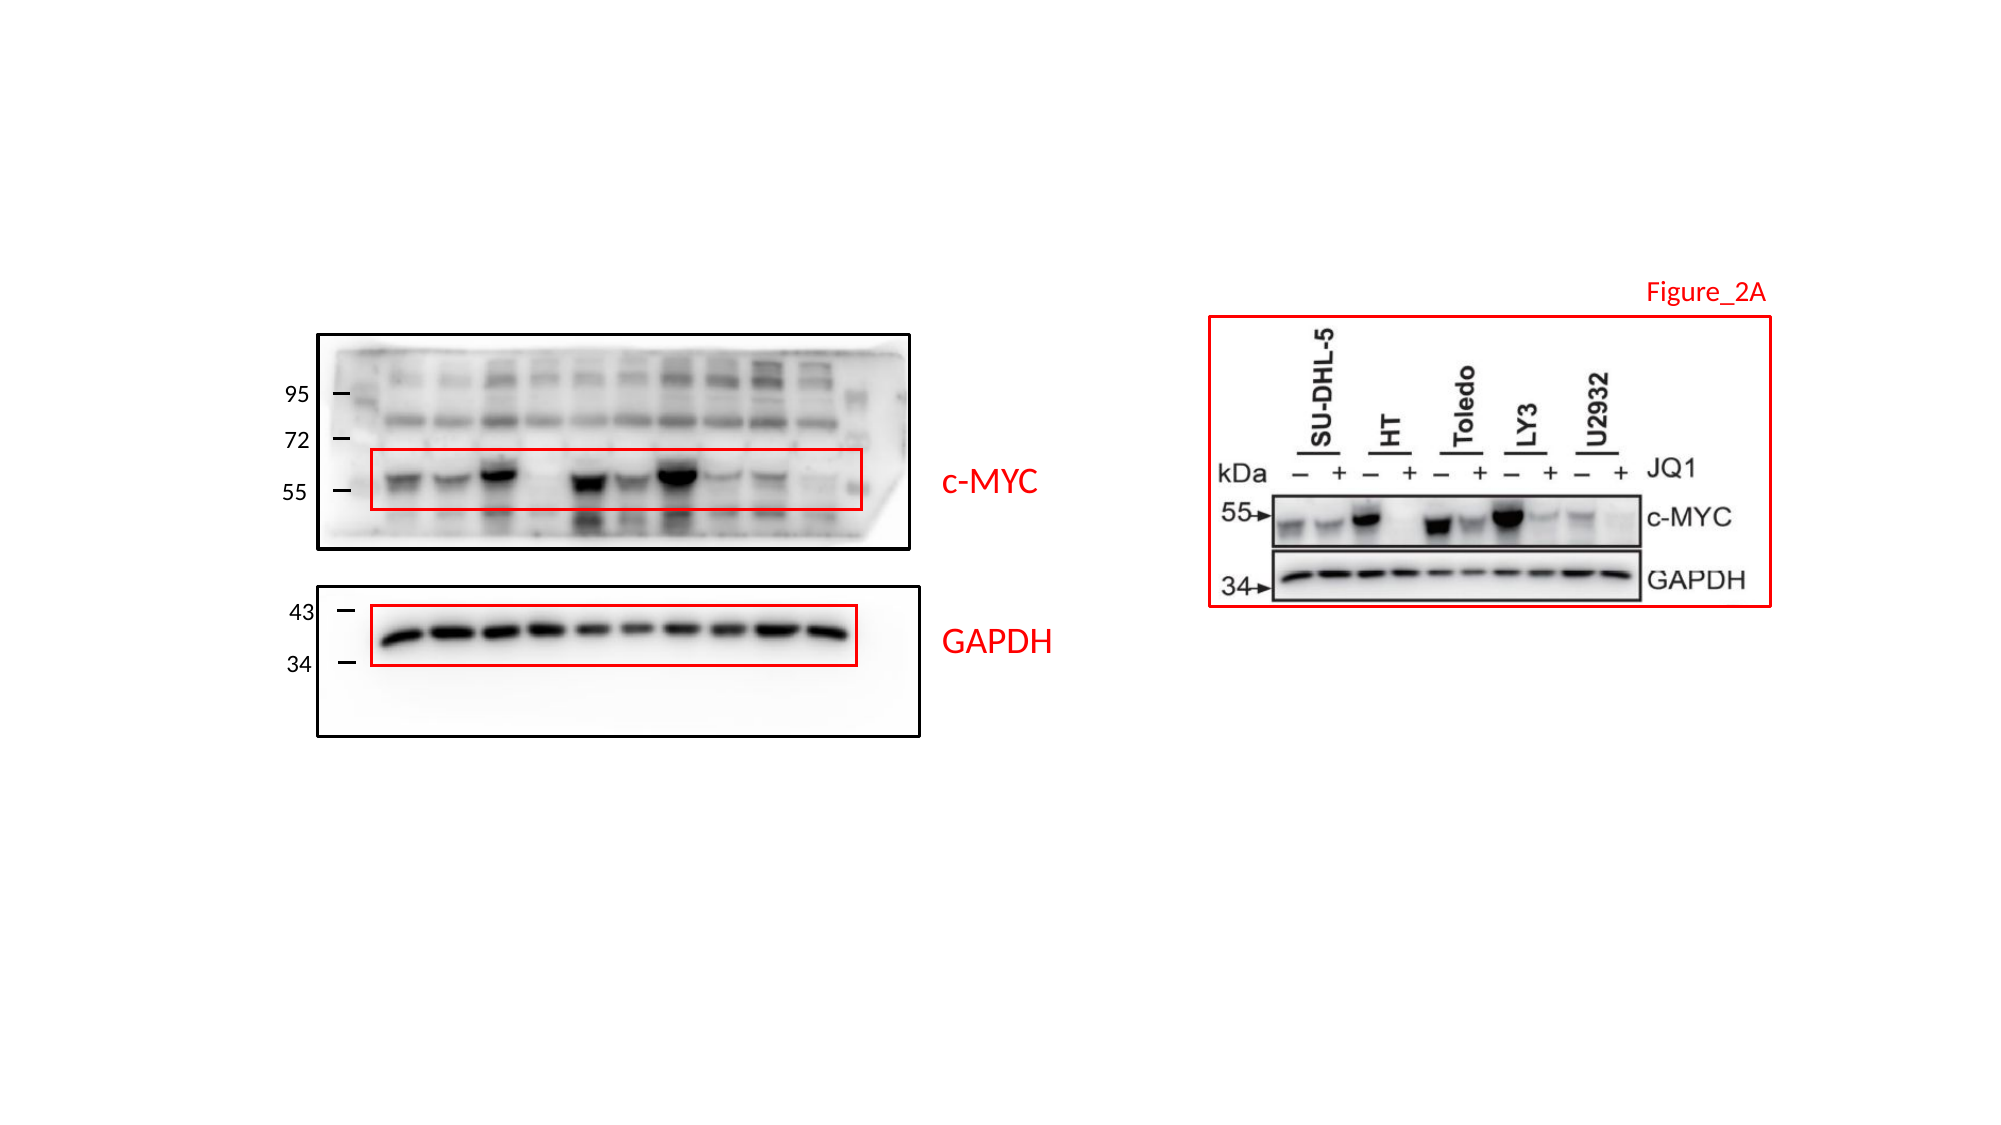

Figure_2A
95
72
c-MYC
55
43
GAPDH
34

## Slide 6
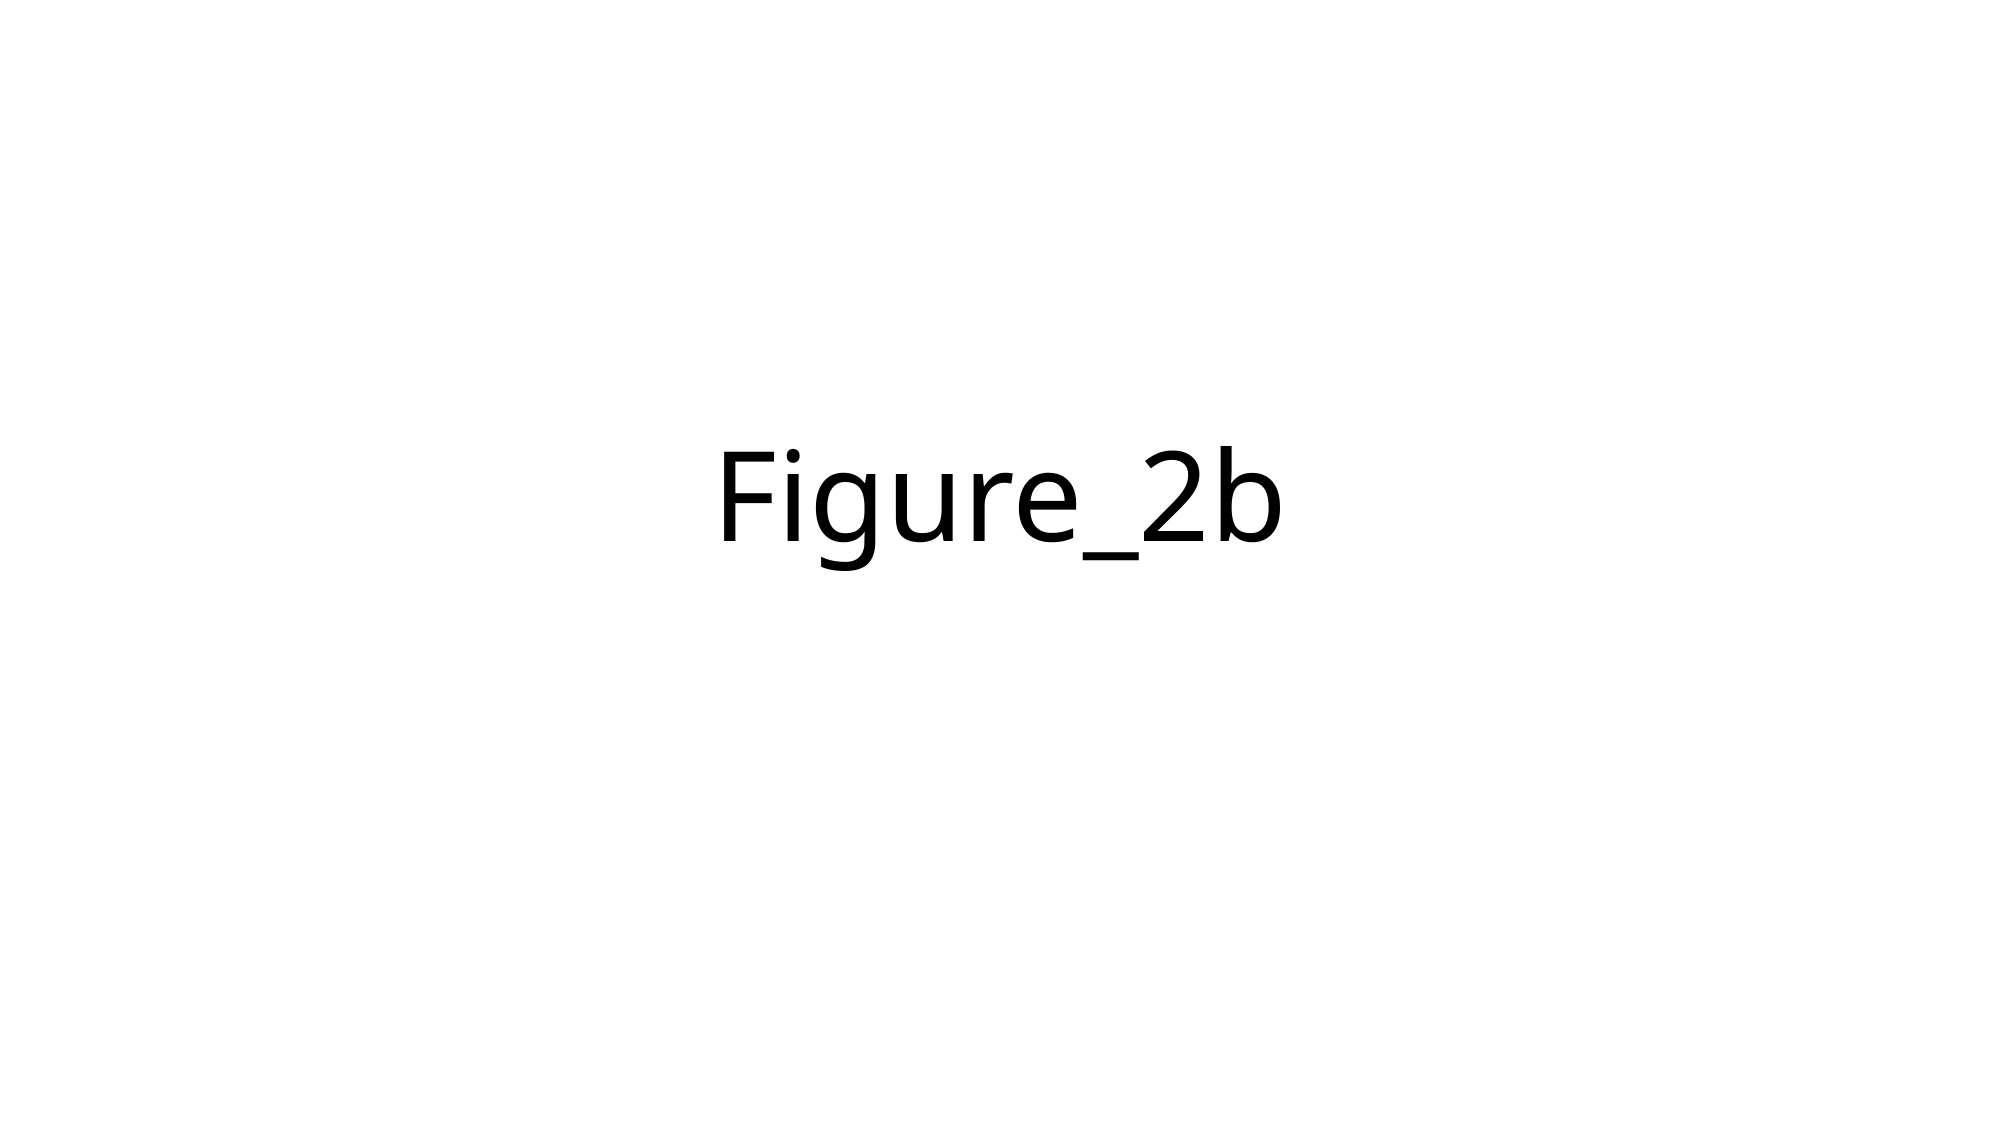

# Figure_2b

## Slide 7
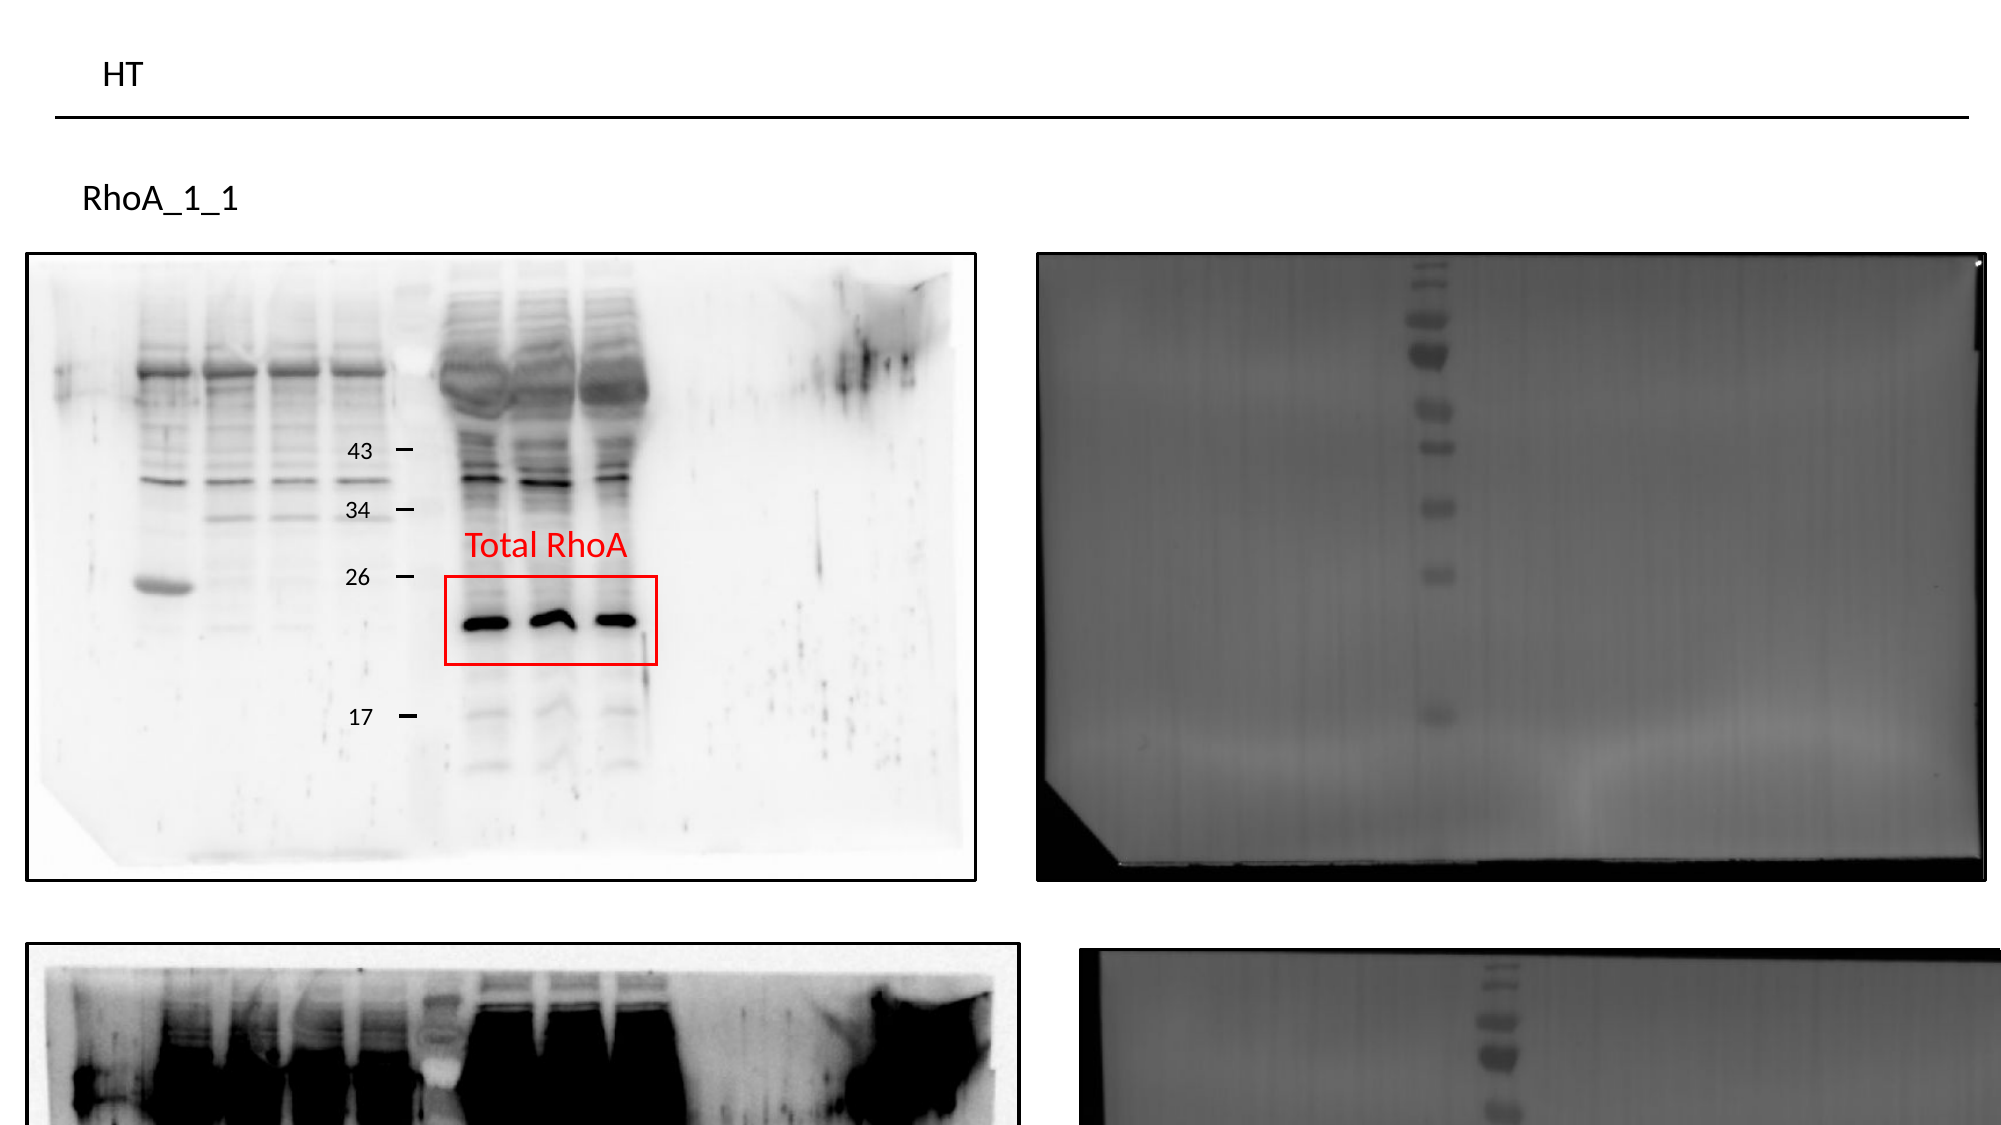

HT
RhoA_1_1
43
34
Total RhoA
26
17
43
34
26
GTP-RhoA
17

## Slide 8
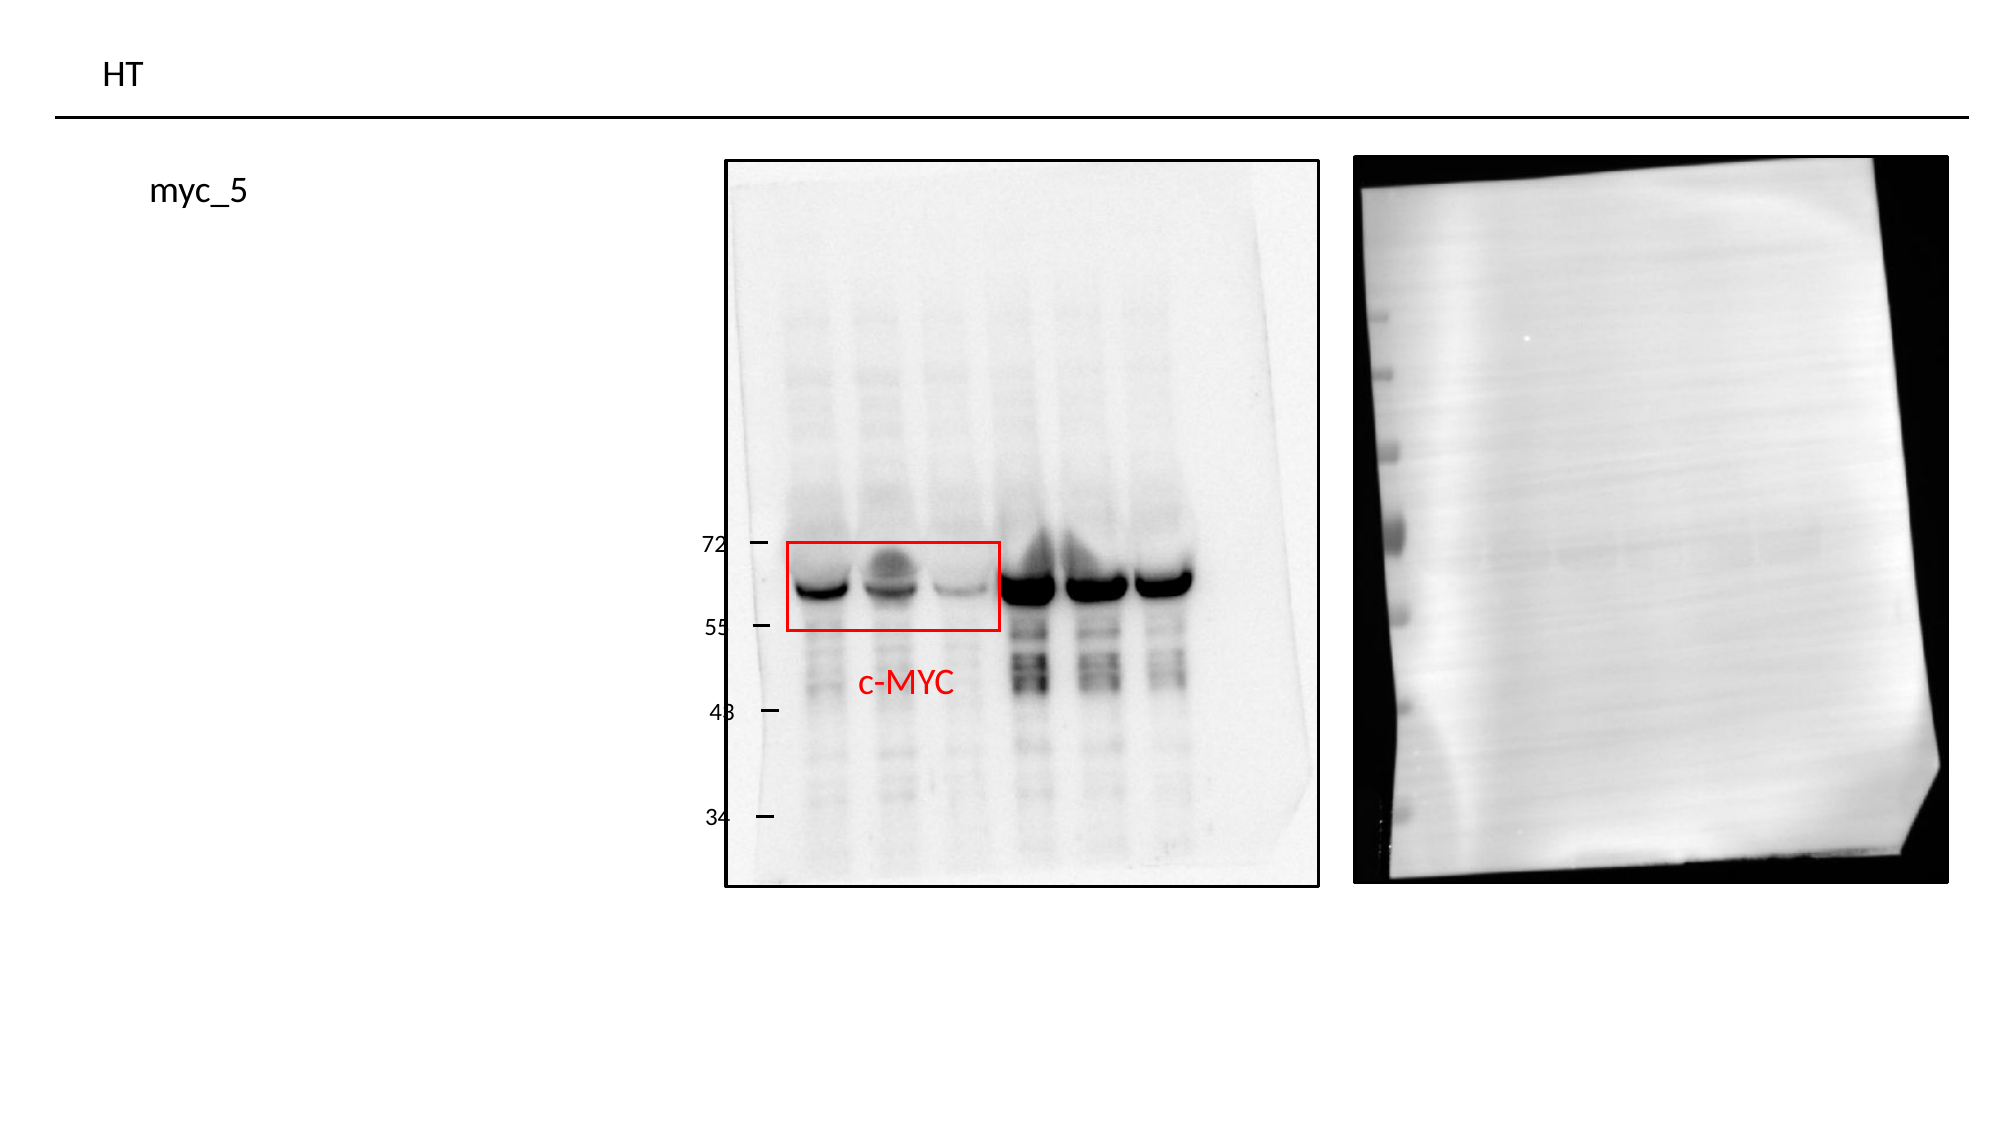

HT
myc_5
72
55
c-MYC
43
34

## Slide 9
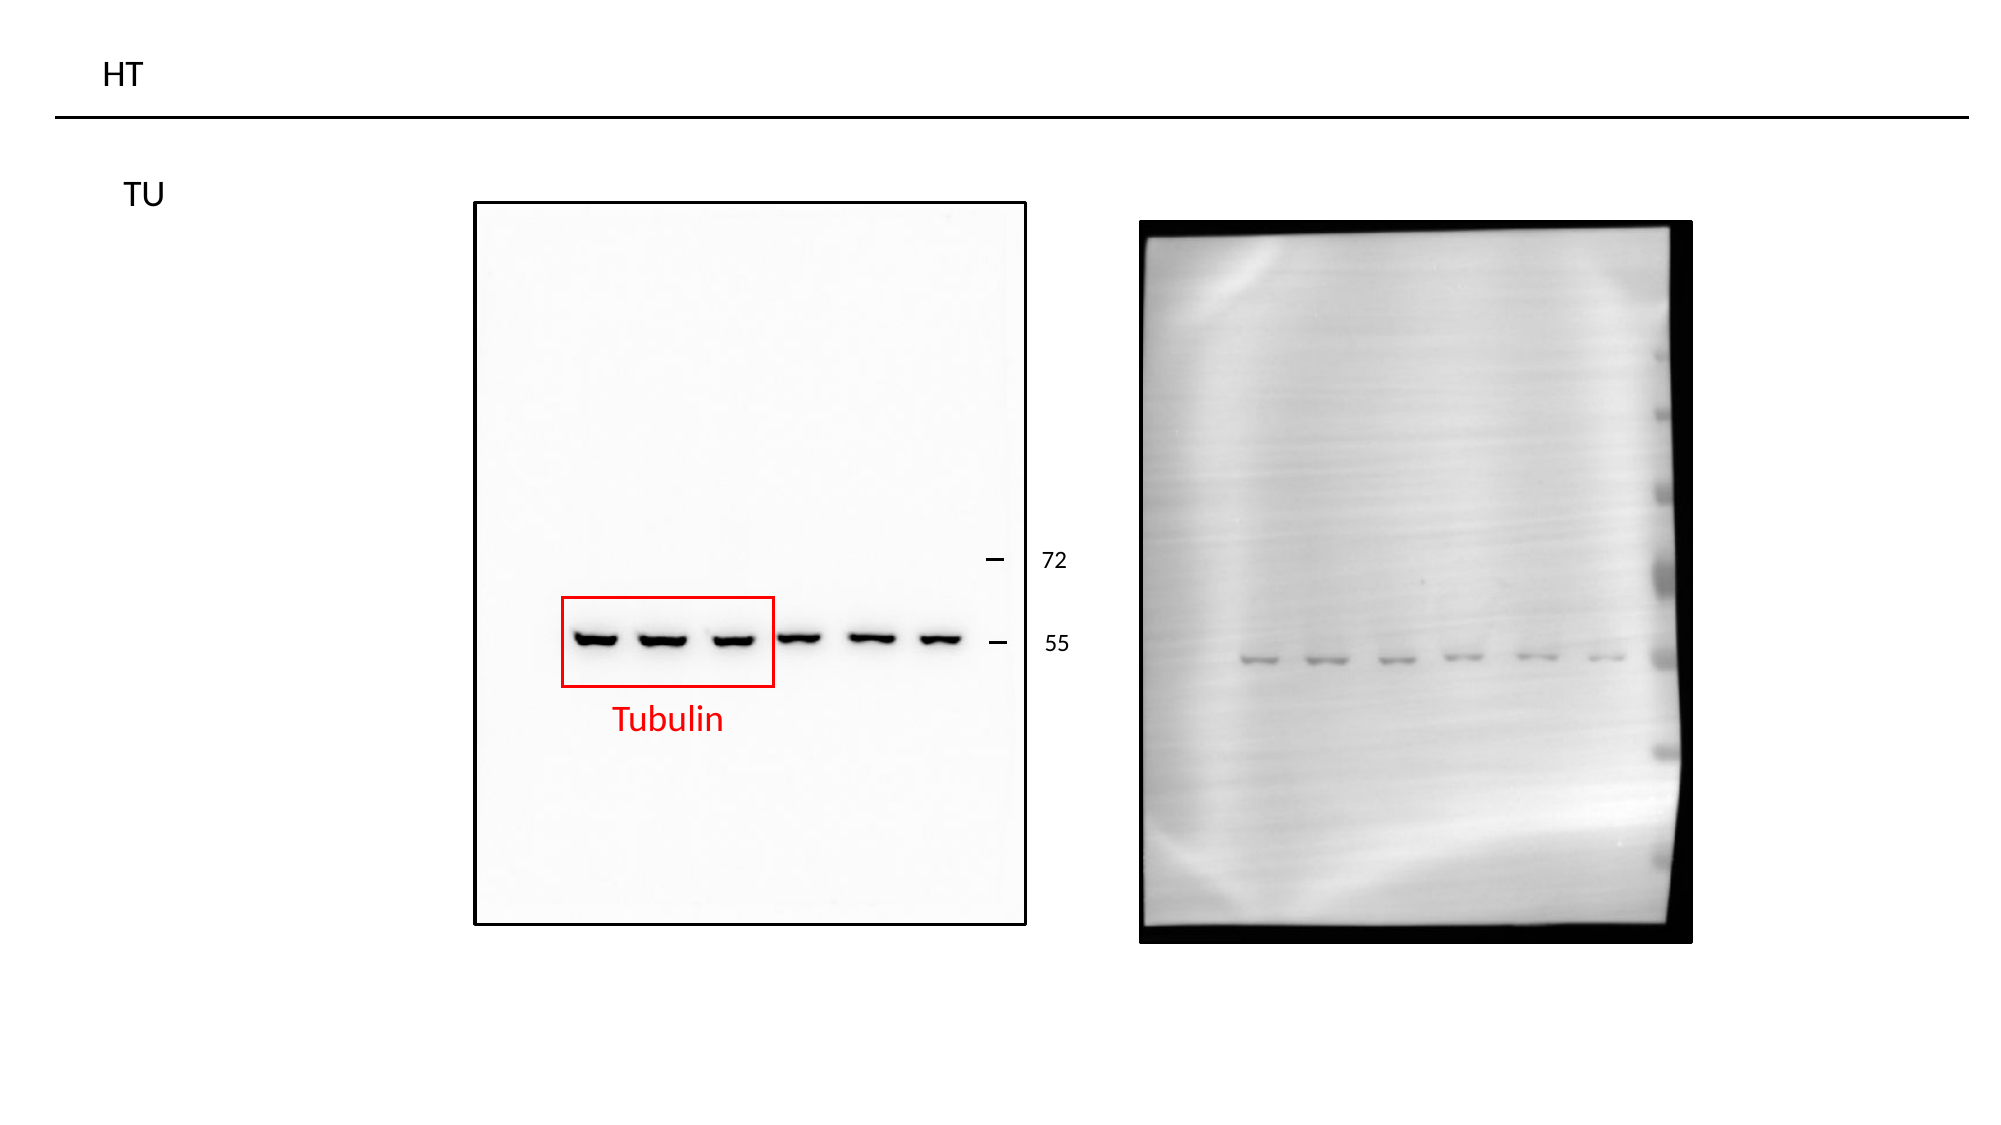

HT
TU
72
55
Tubulin

## Slide 10
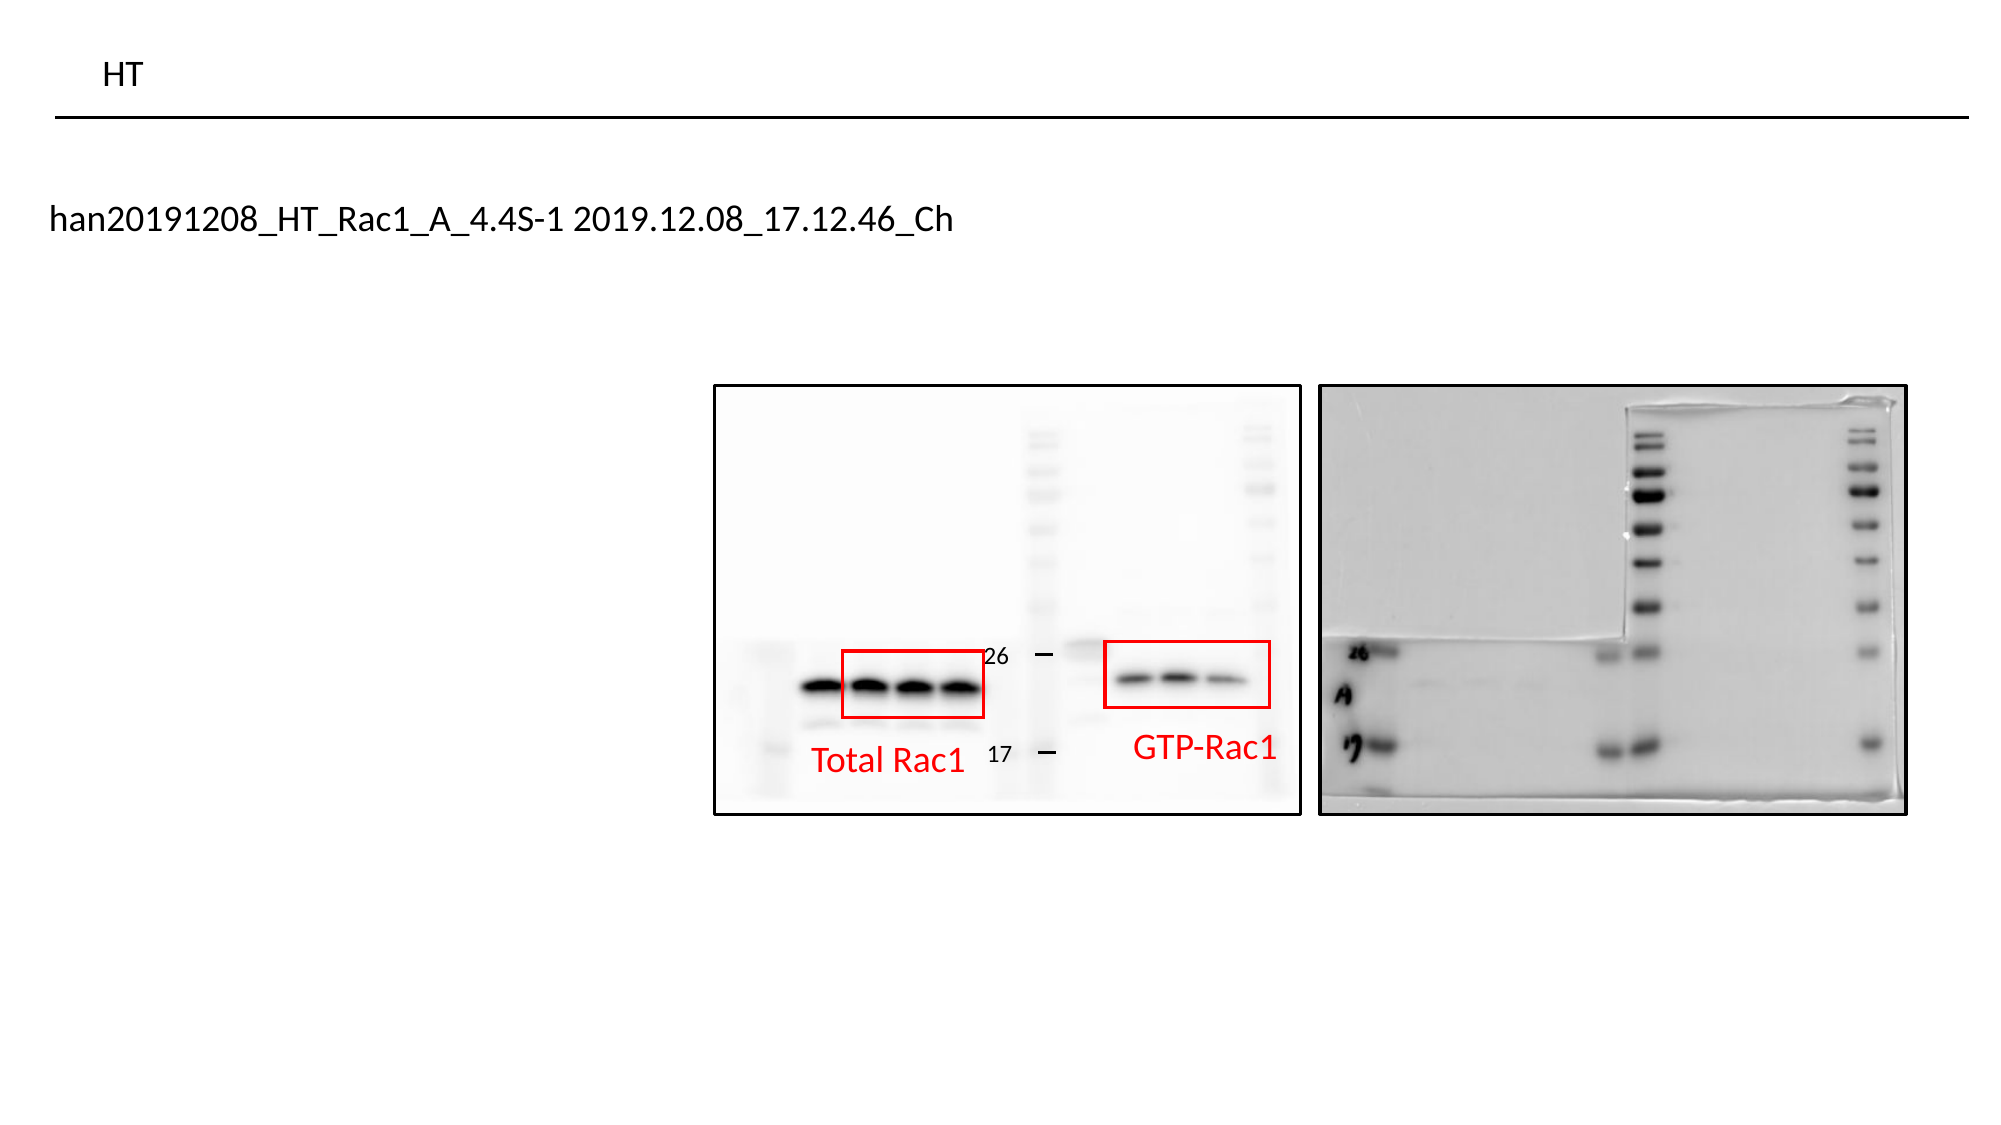

HT
han20191208_HT_Rac1_A_4.4S-1 2019.12.08_17.12.46_Ch
26
GTP-Rac1
Total Rac1
17

## Slide 11
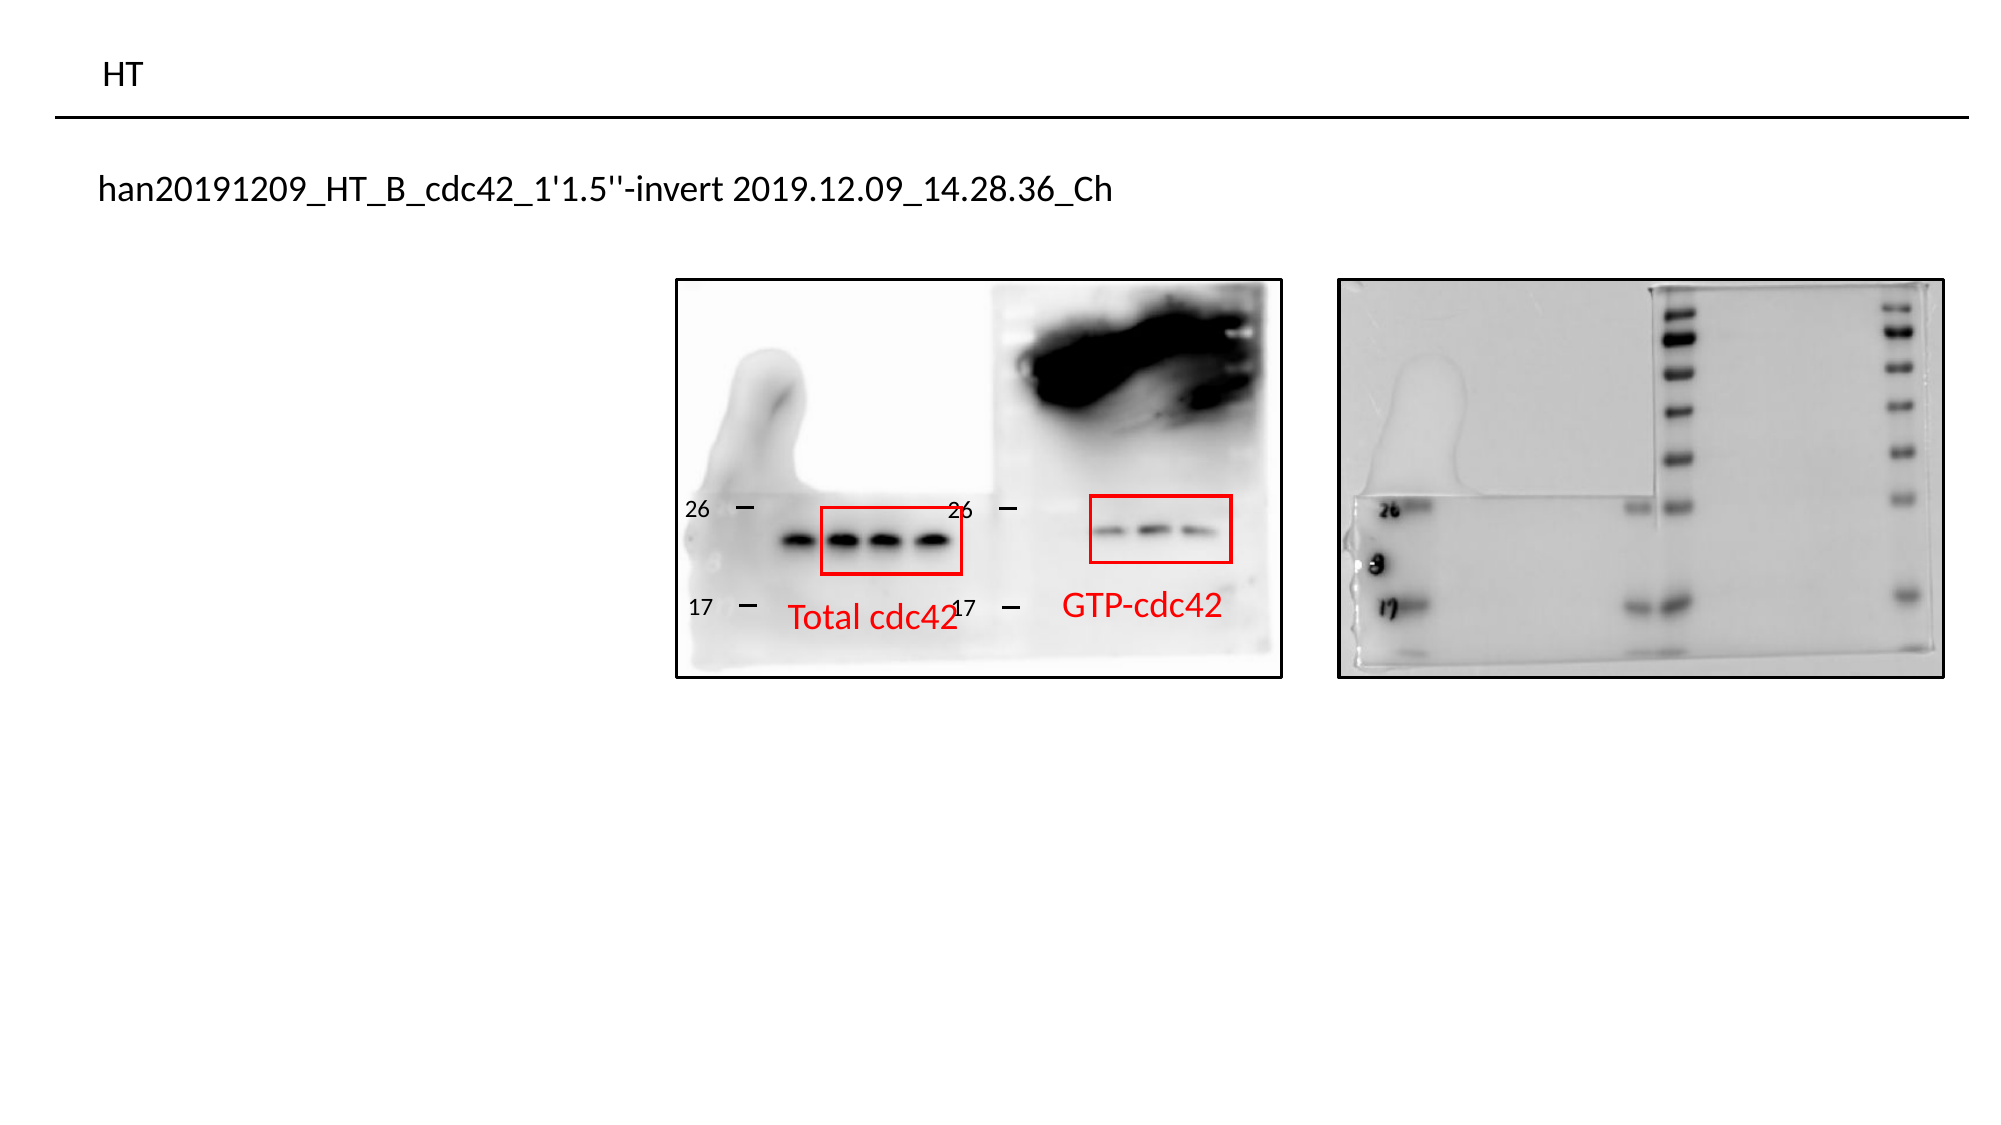

HT
han20191209_HT_B_cdc42_1'1.5''-invert 2019.12.09_14.28.36_Ch
26
26
GTP-cdc42
17
17
Total cdc42

## Slide 12
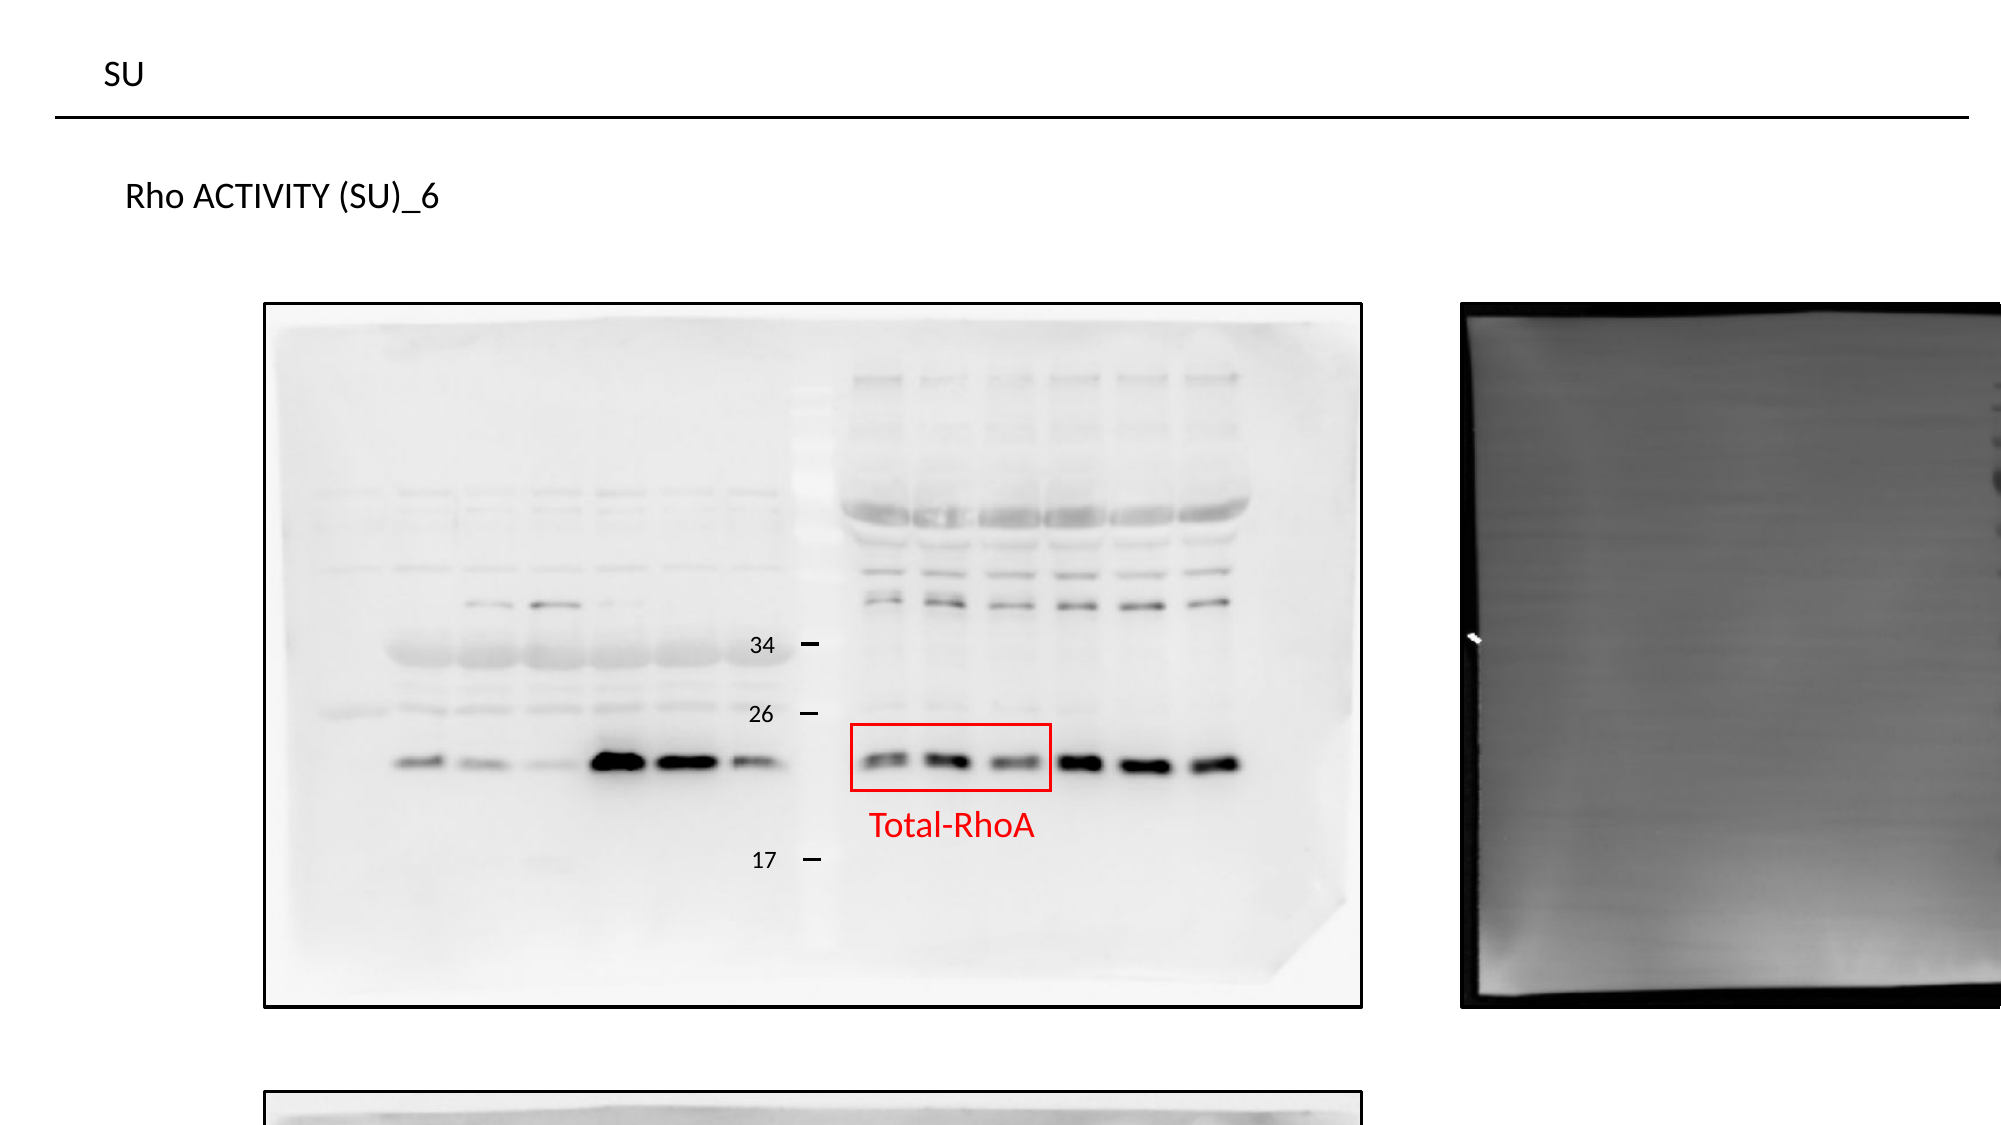

SU
Rho ACTIVITY (SU)_6
34
26
Total-RhoA
17
34
26
GTP-RhoA
17

## Slide 13
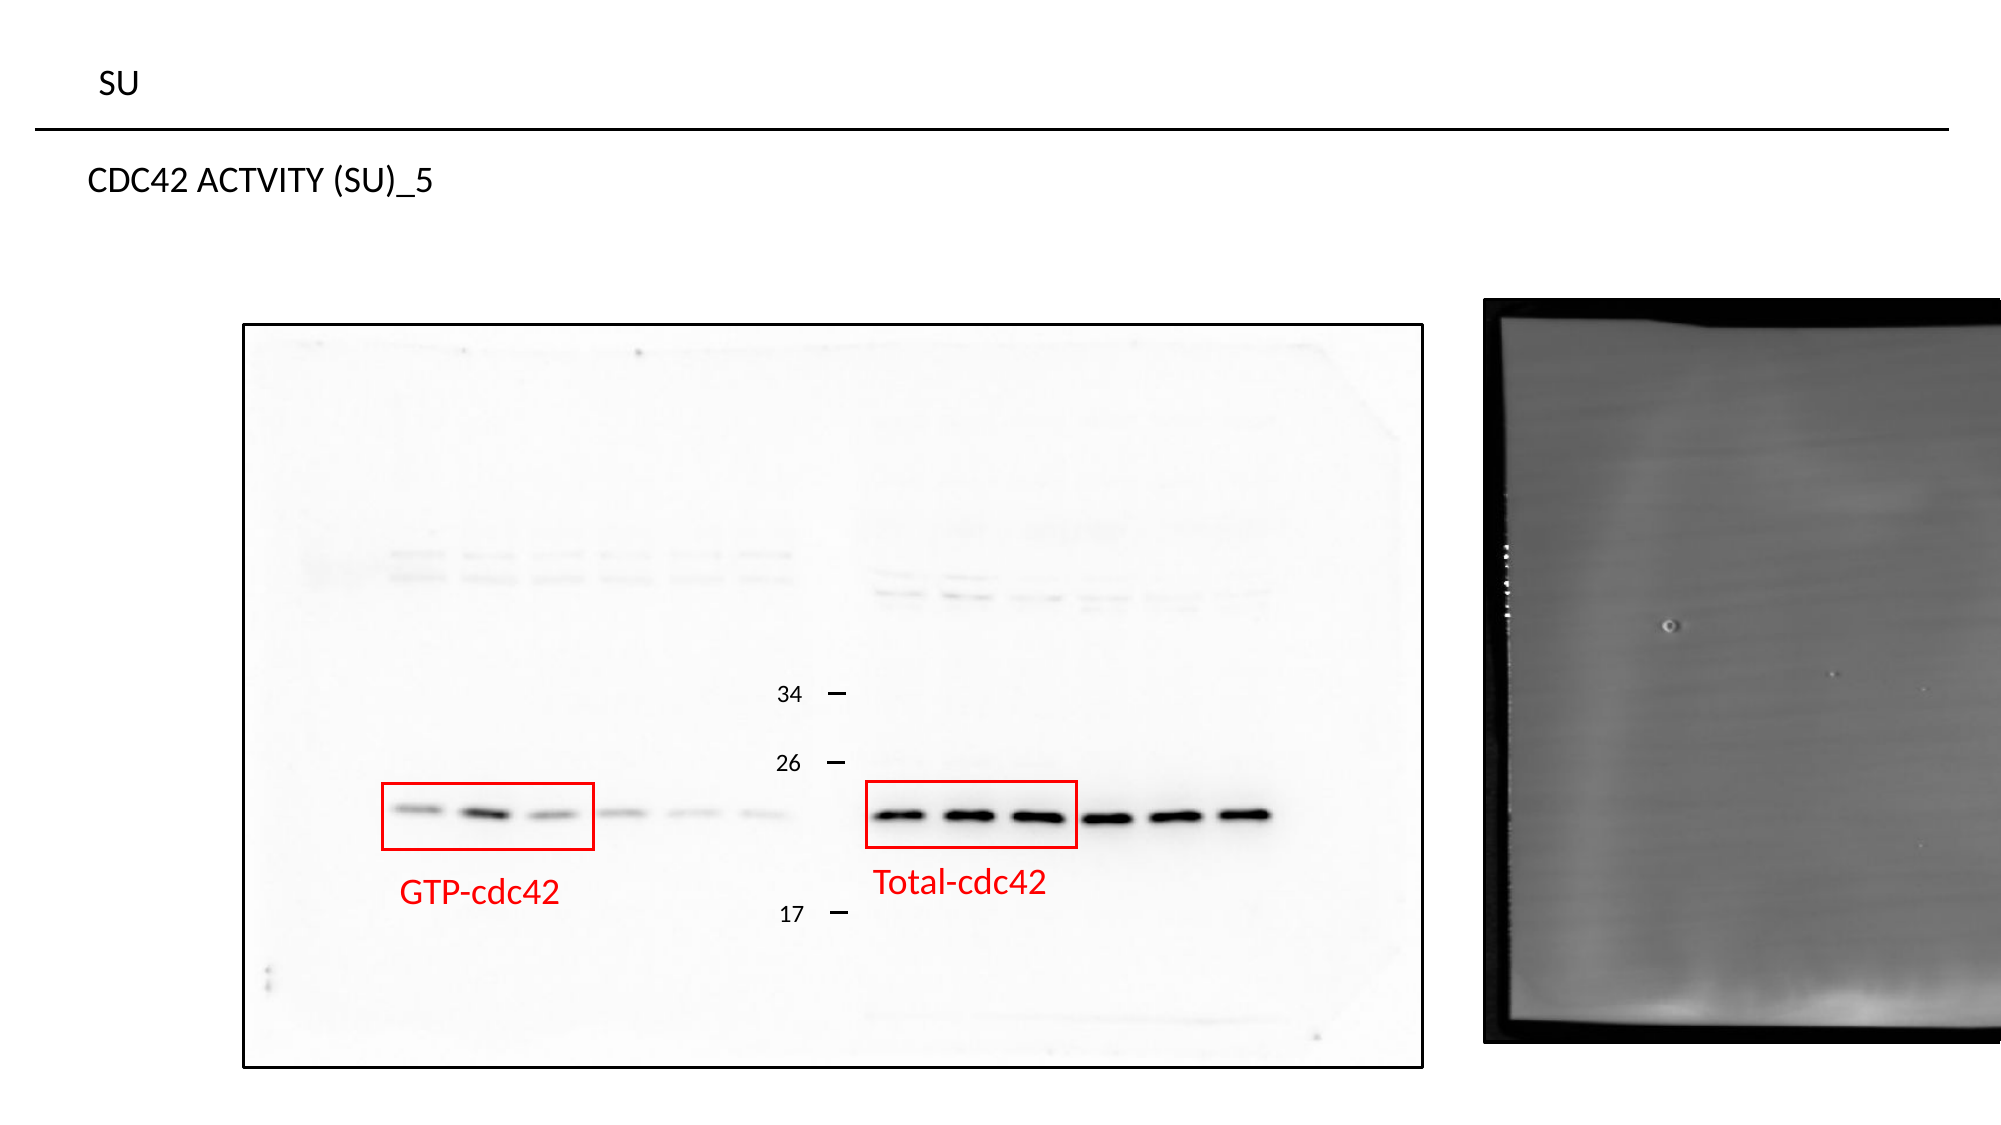

SU
CDC42 ACTVITY (SU)_5
34
26
Total-cdc42
GTP-cdc42
17

## Slide 14
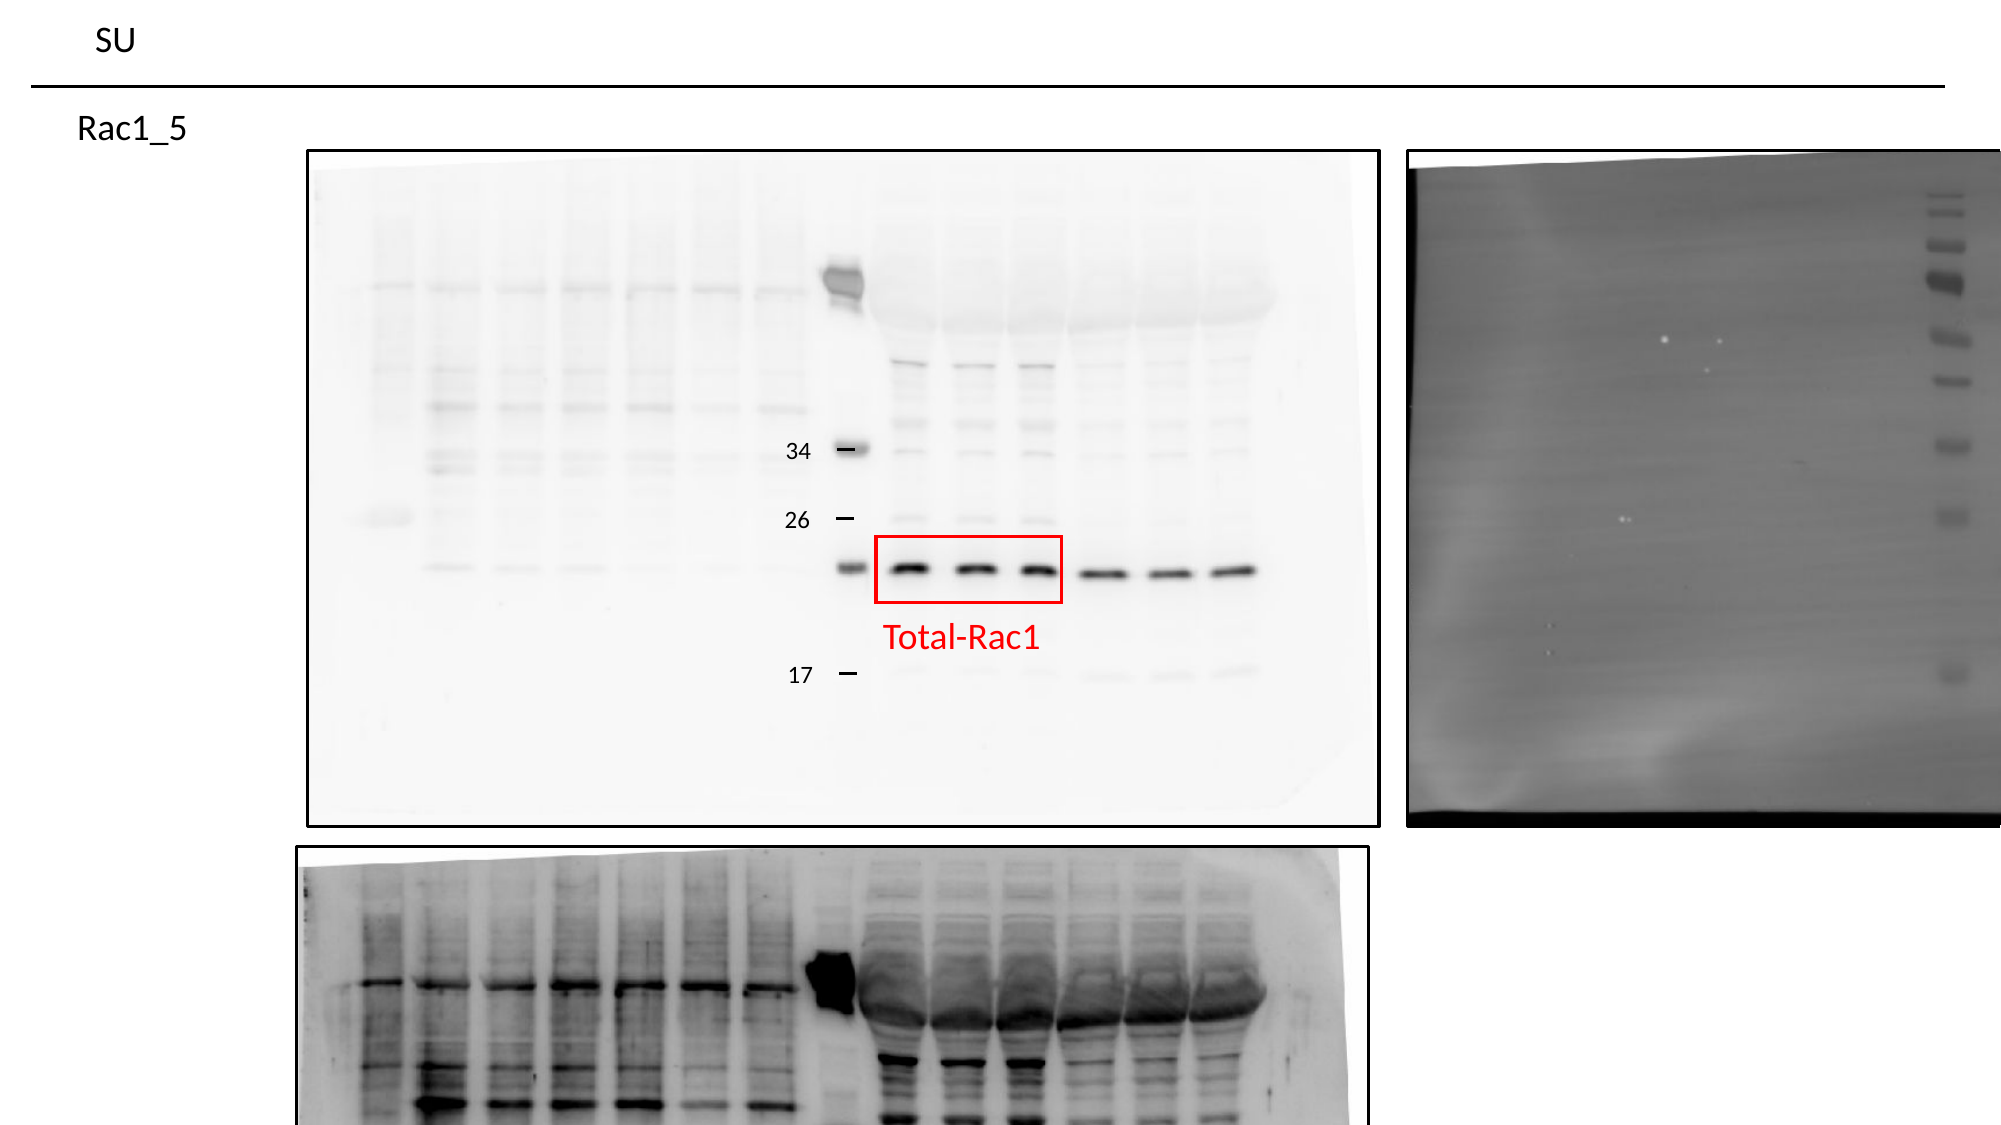

SU
Rac1_5
34
26
Total-Rac1
17
34
26
GTP-Rac1
17

## Slide 15
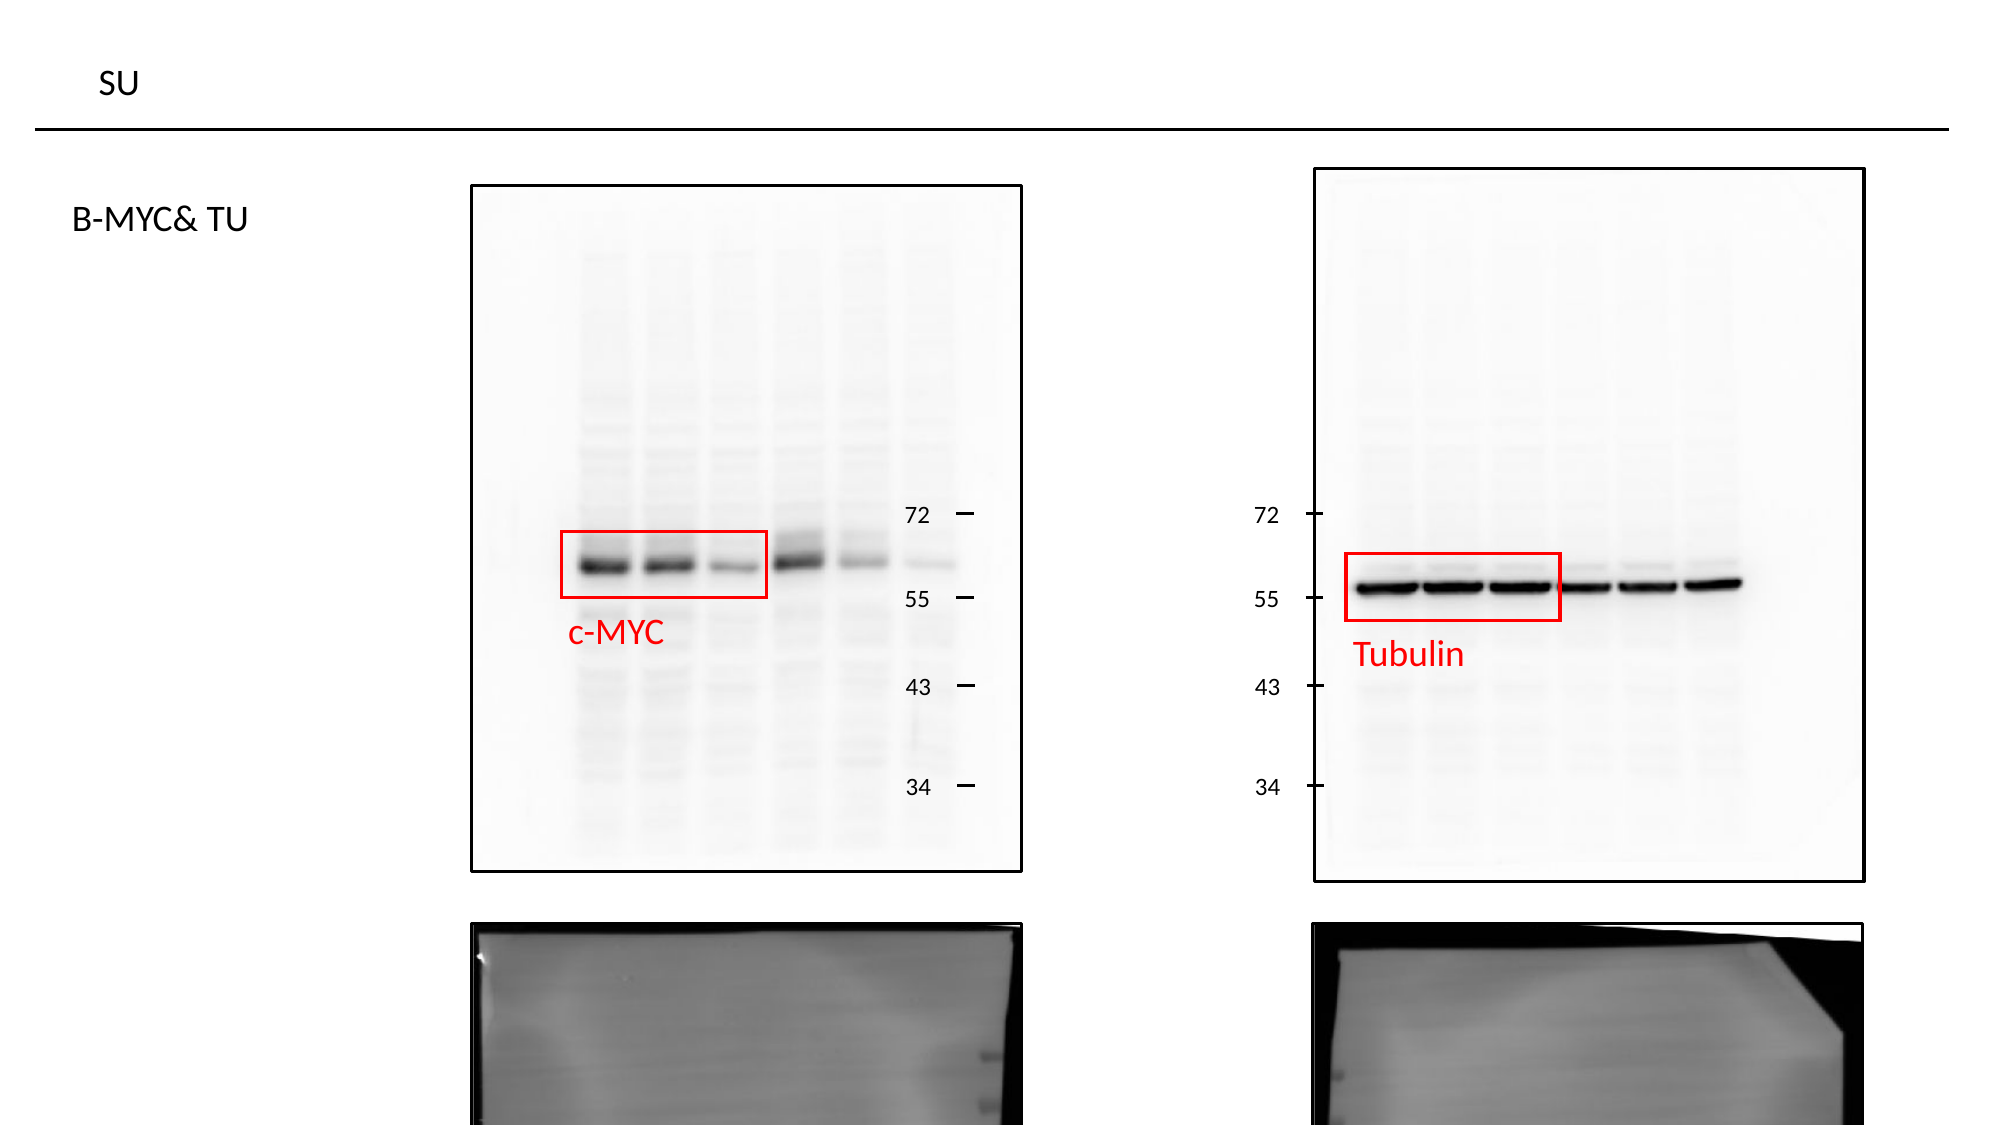

SU
B-MYC& TU
72
72
55
55
c-MYC
Tubulin
43
43
34
34

## Slide 16
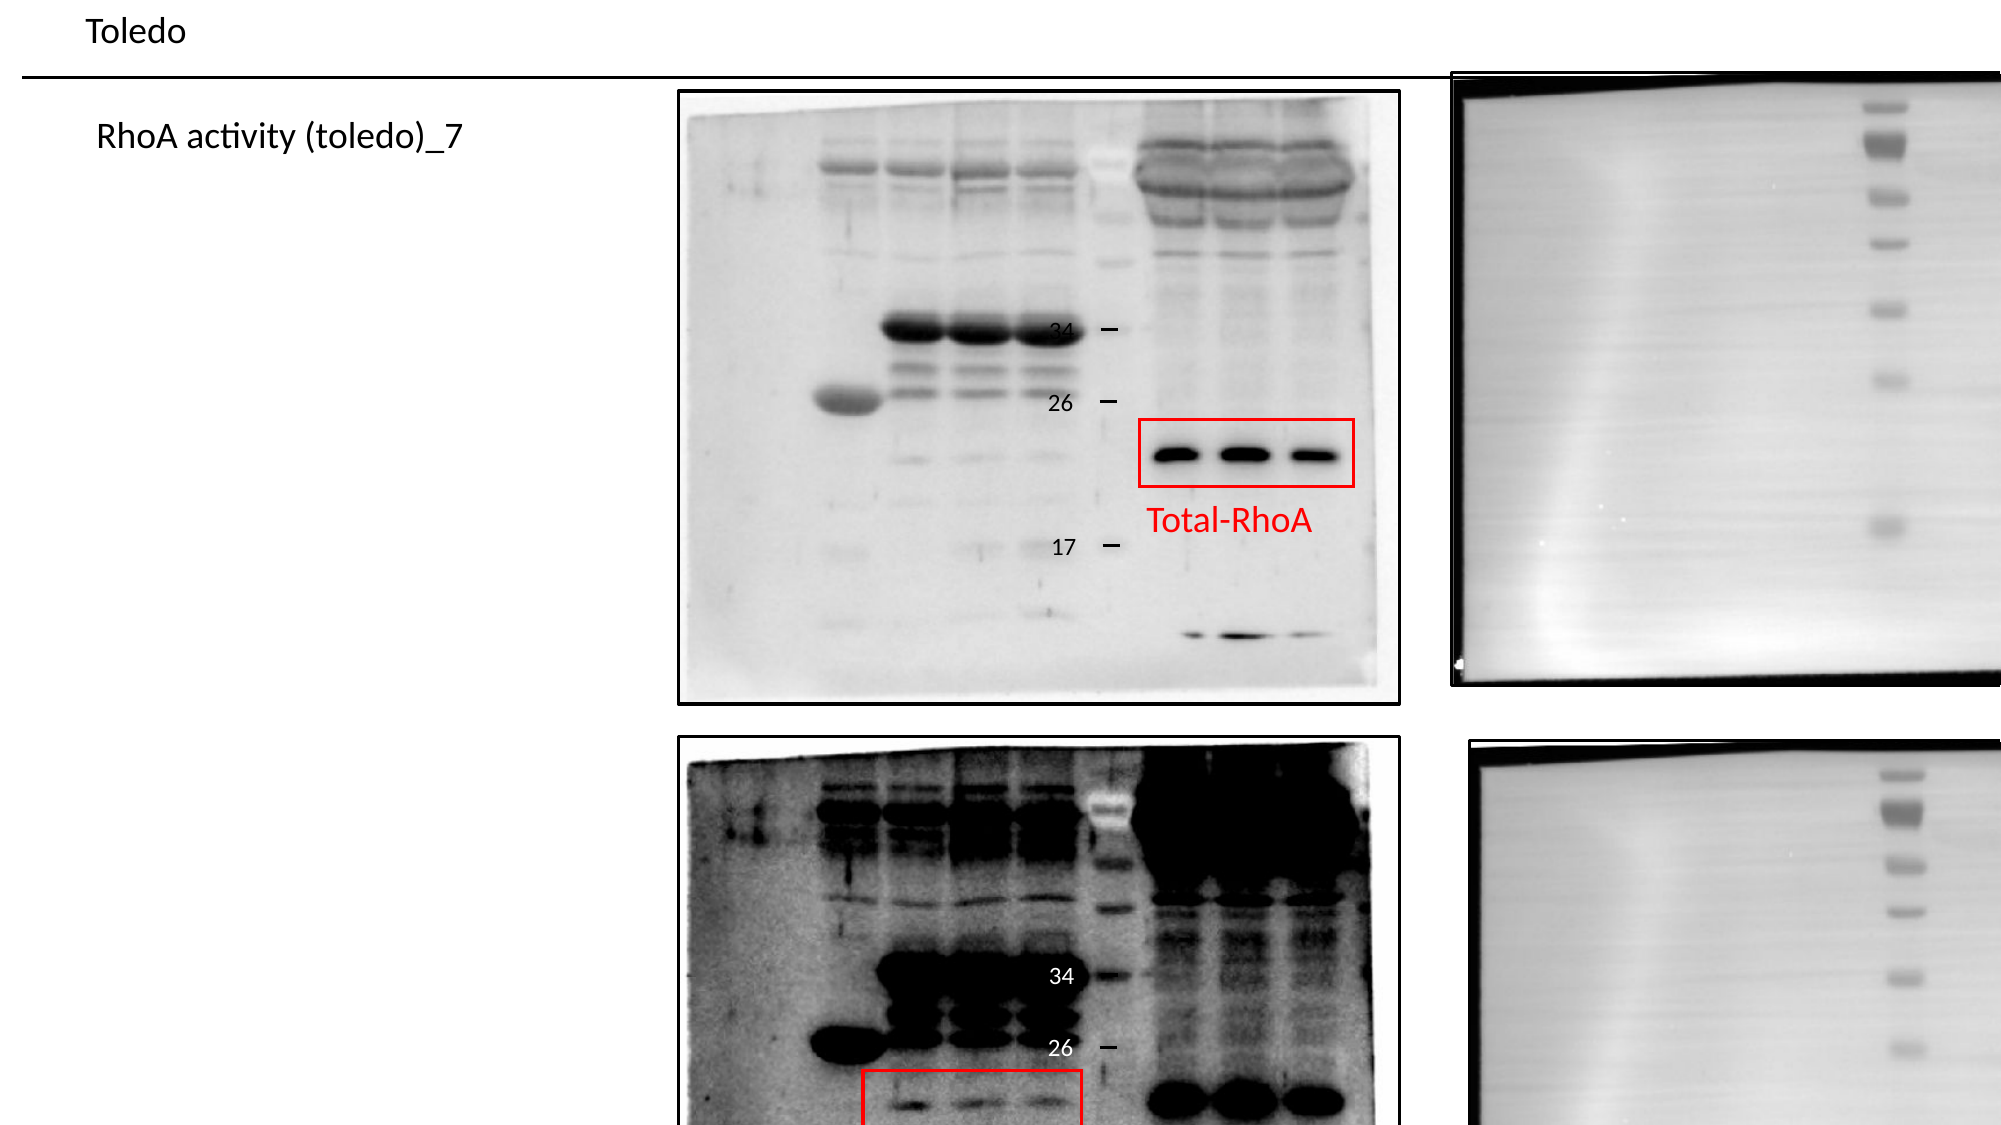

Toledo
RhoA activity (toledo)_7
34
26
Total-RhoA
17
34
26
GTP-RhoA
17

## Slide 17
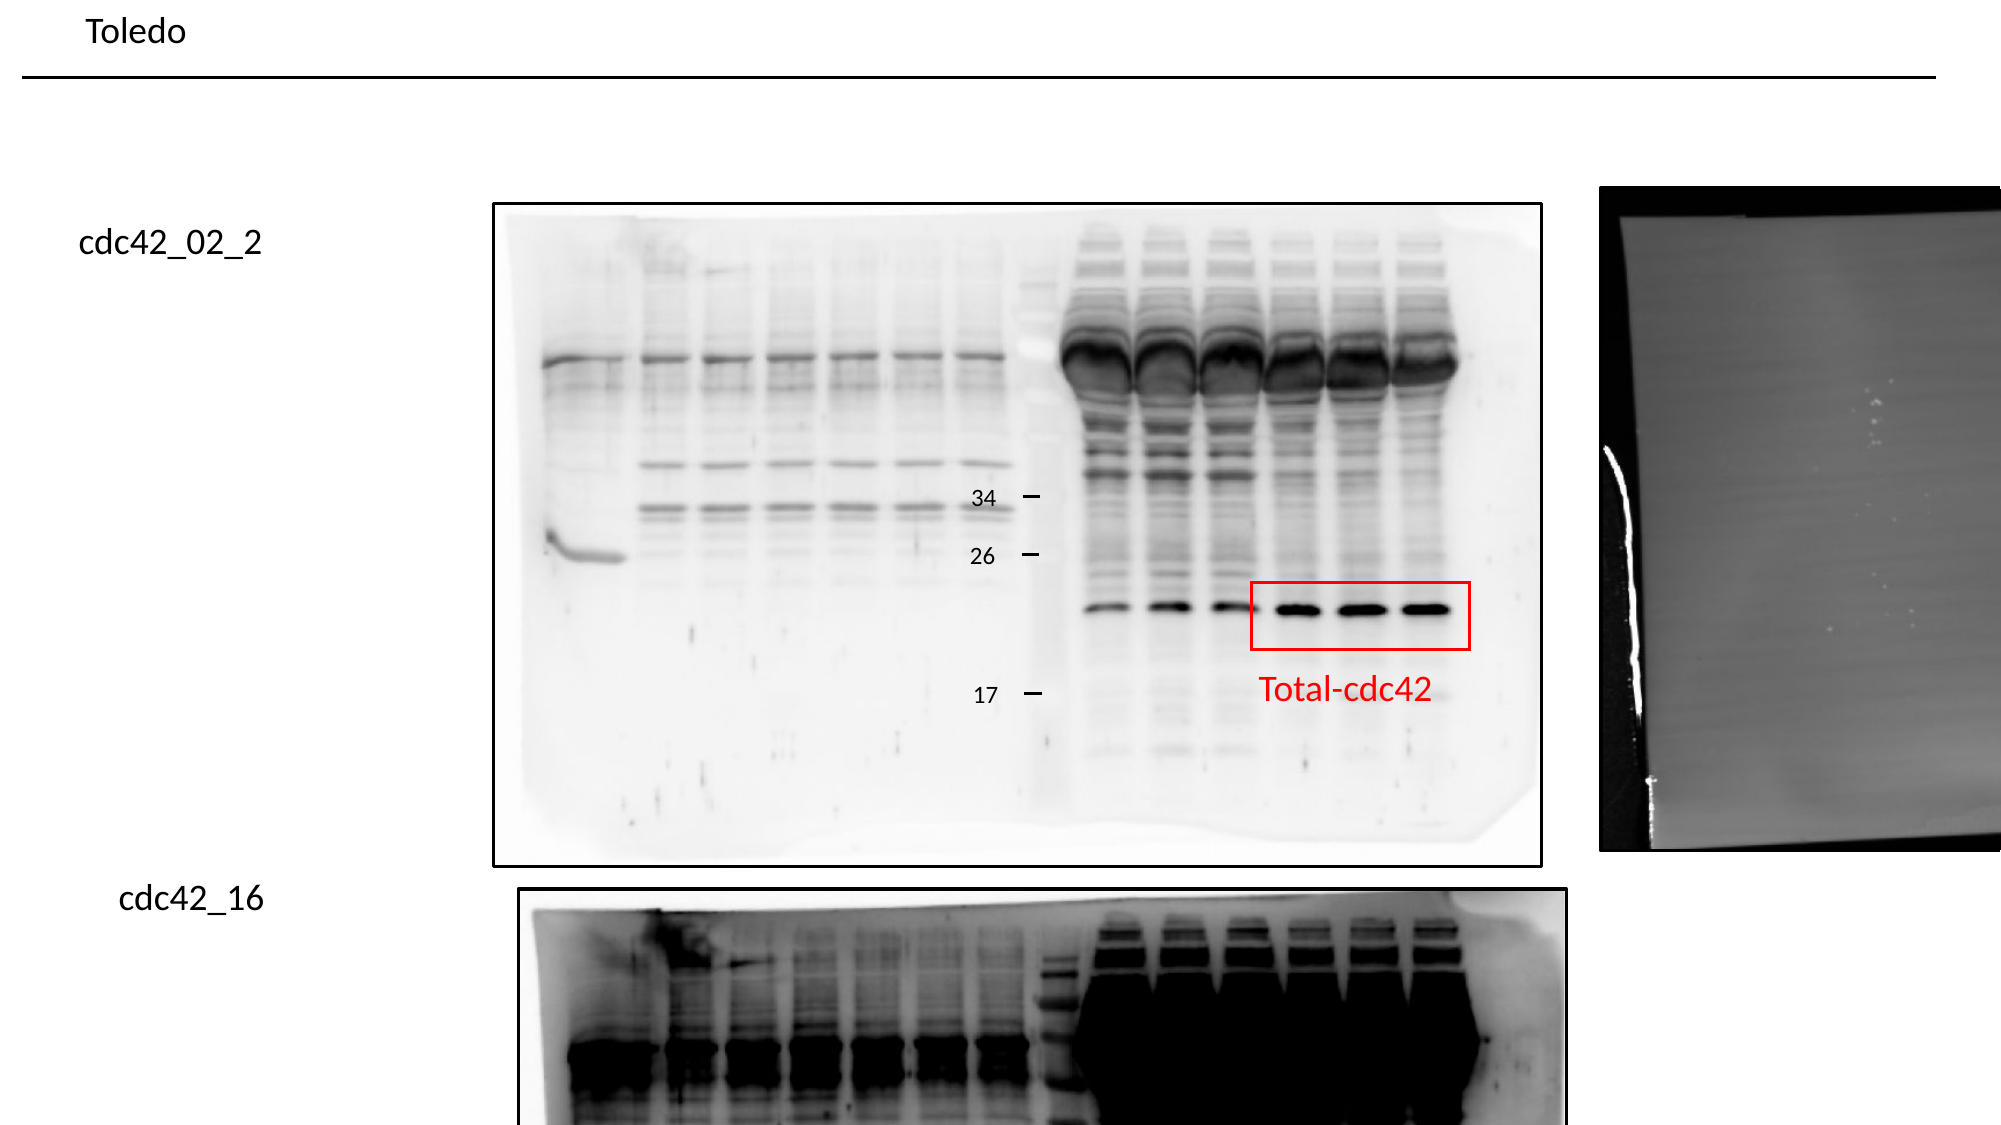

Toledo
cdc42_02_2
34
26
Total-cdc42
17
cdc42_16
34
26
GTP-cdc42
17

## Slide 18
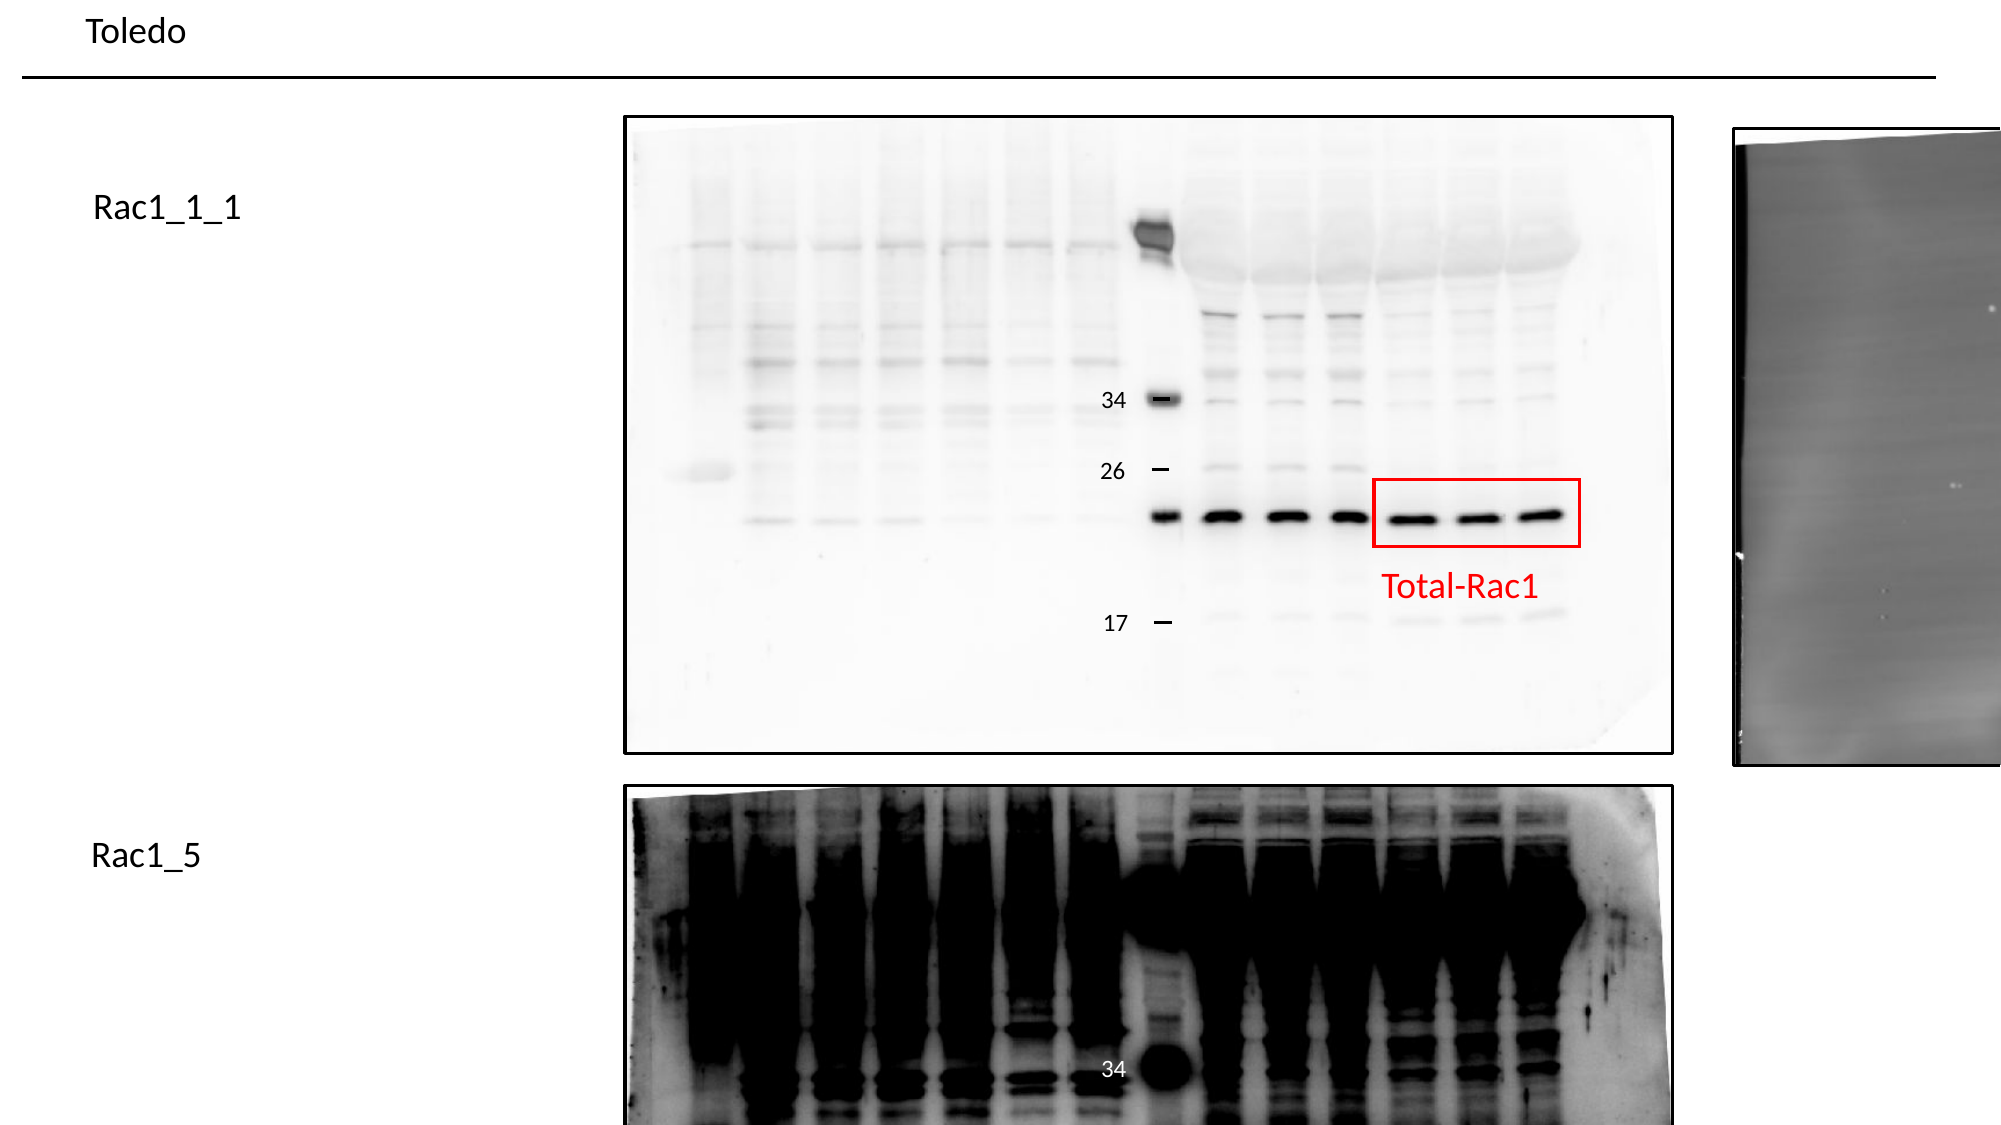

Toledo
Rac1_1_1
34
26
Total-Rac1
17
Rac1_5
34
26
GTP-Rac1
17

## Slide 19
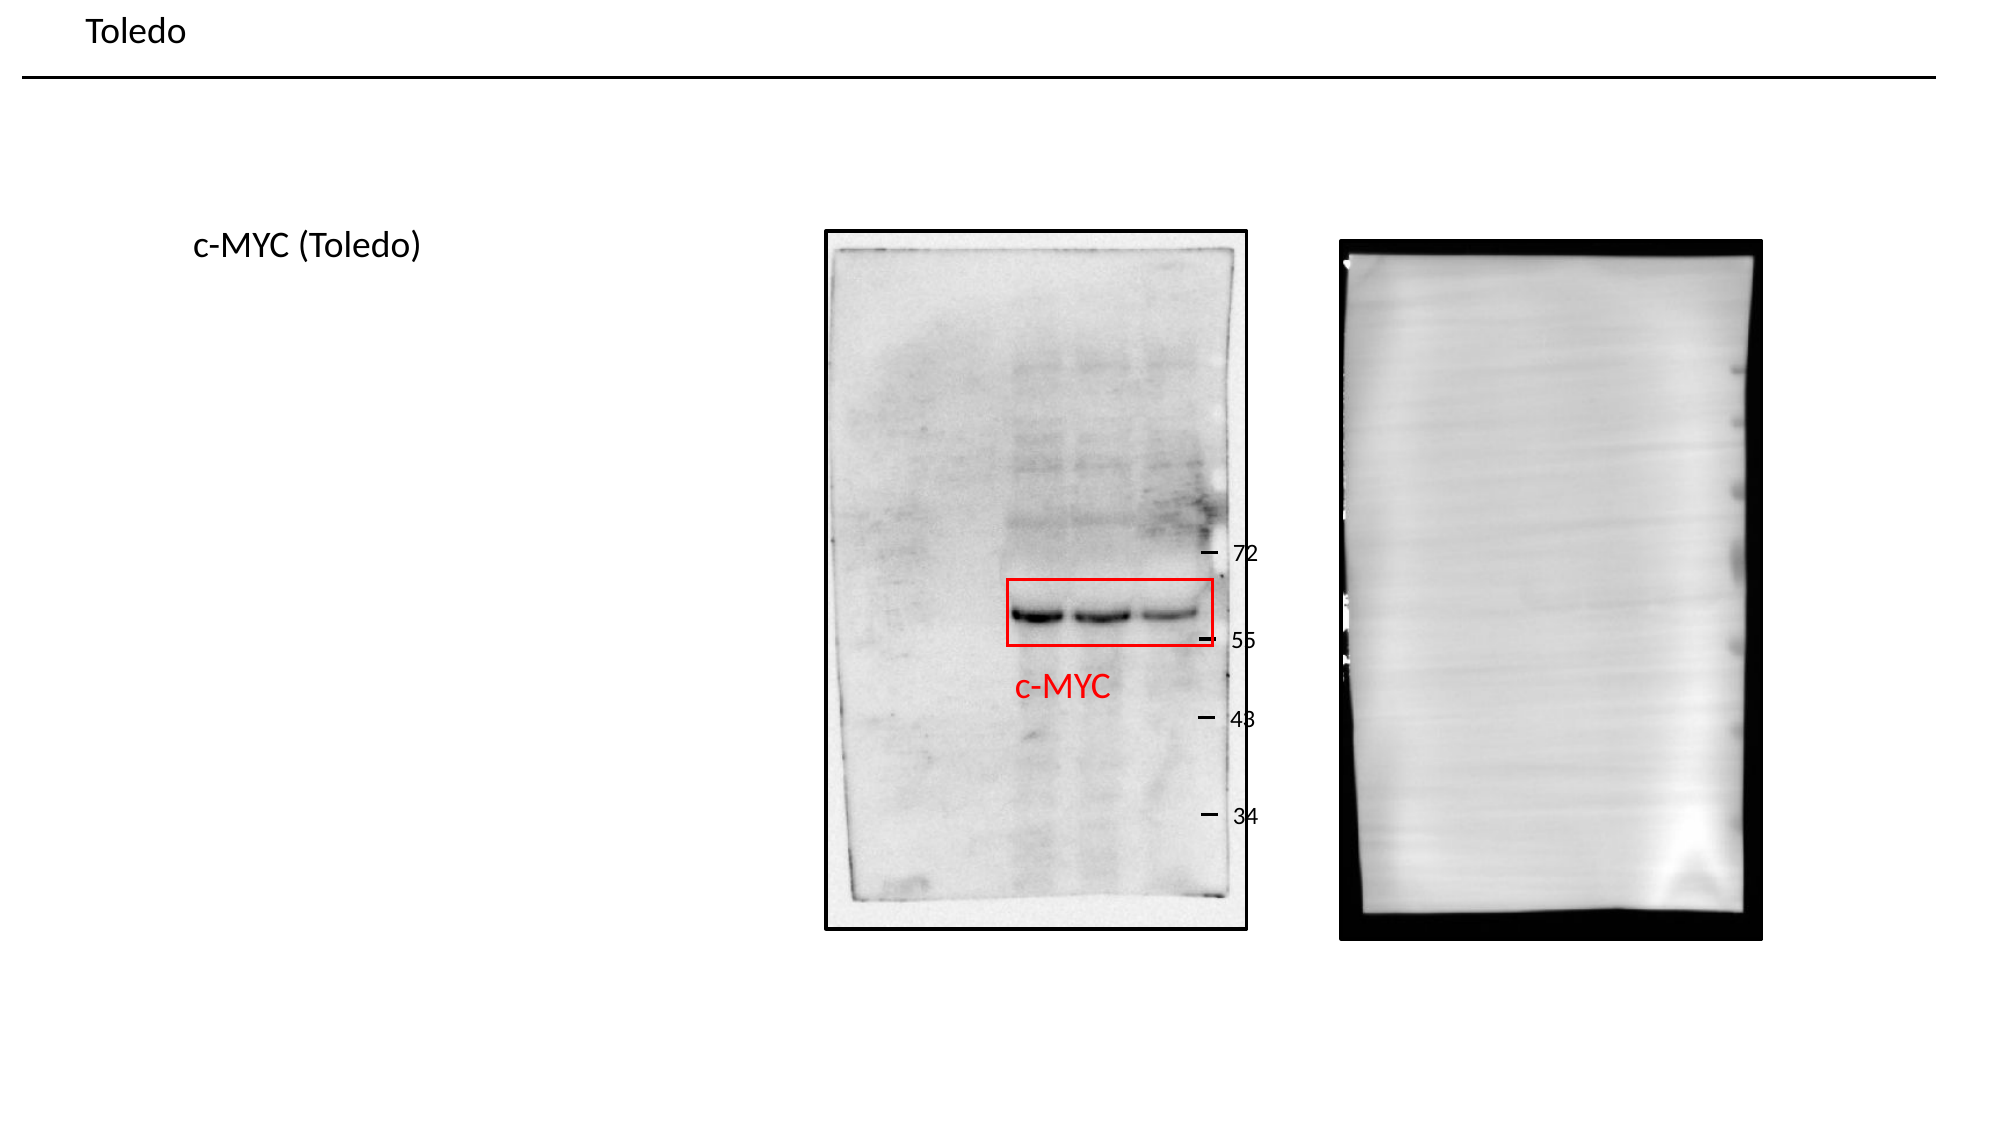

Toledo
c-MYC (Toledo)
72
55
c-MYC
43
34

## Slide 20
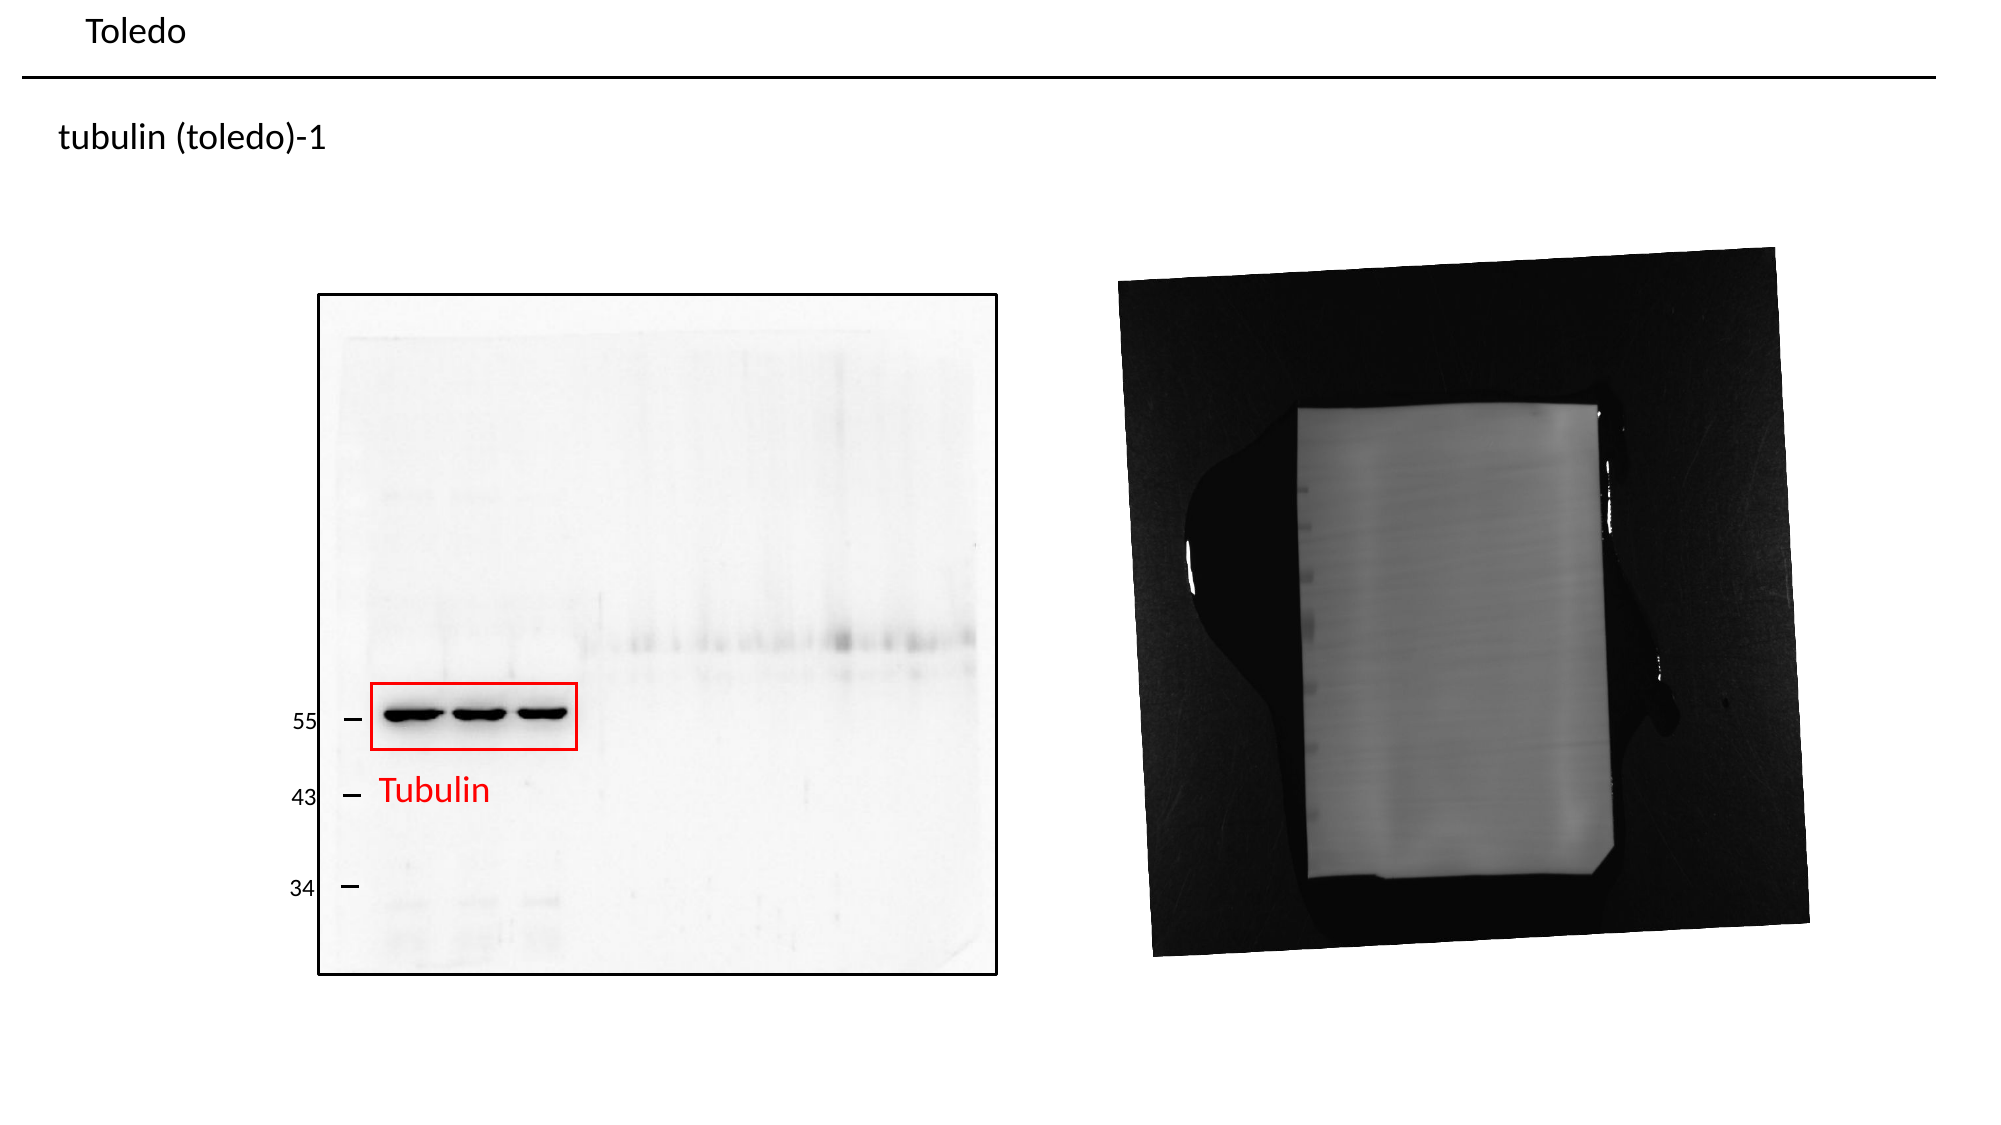

Toledo
tubulin (toledo)-1
55
Tubulin
43
34

## Slide 21
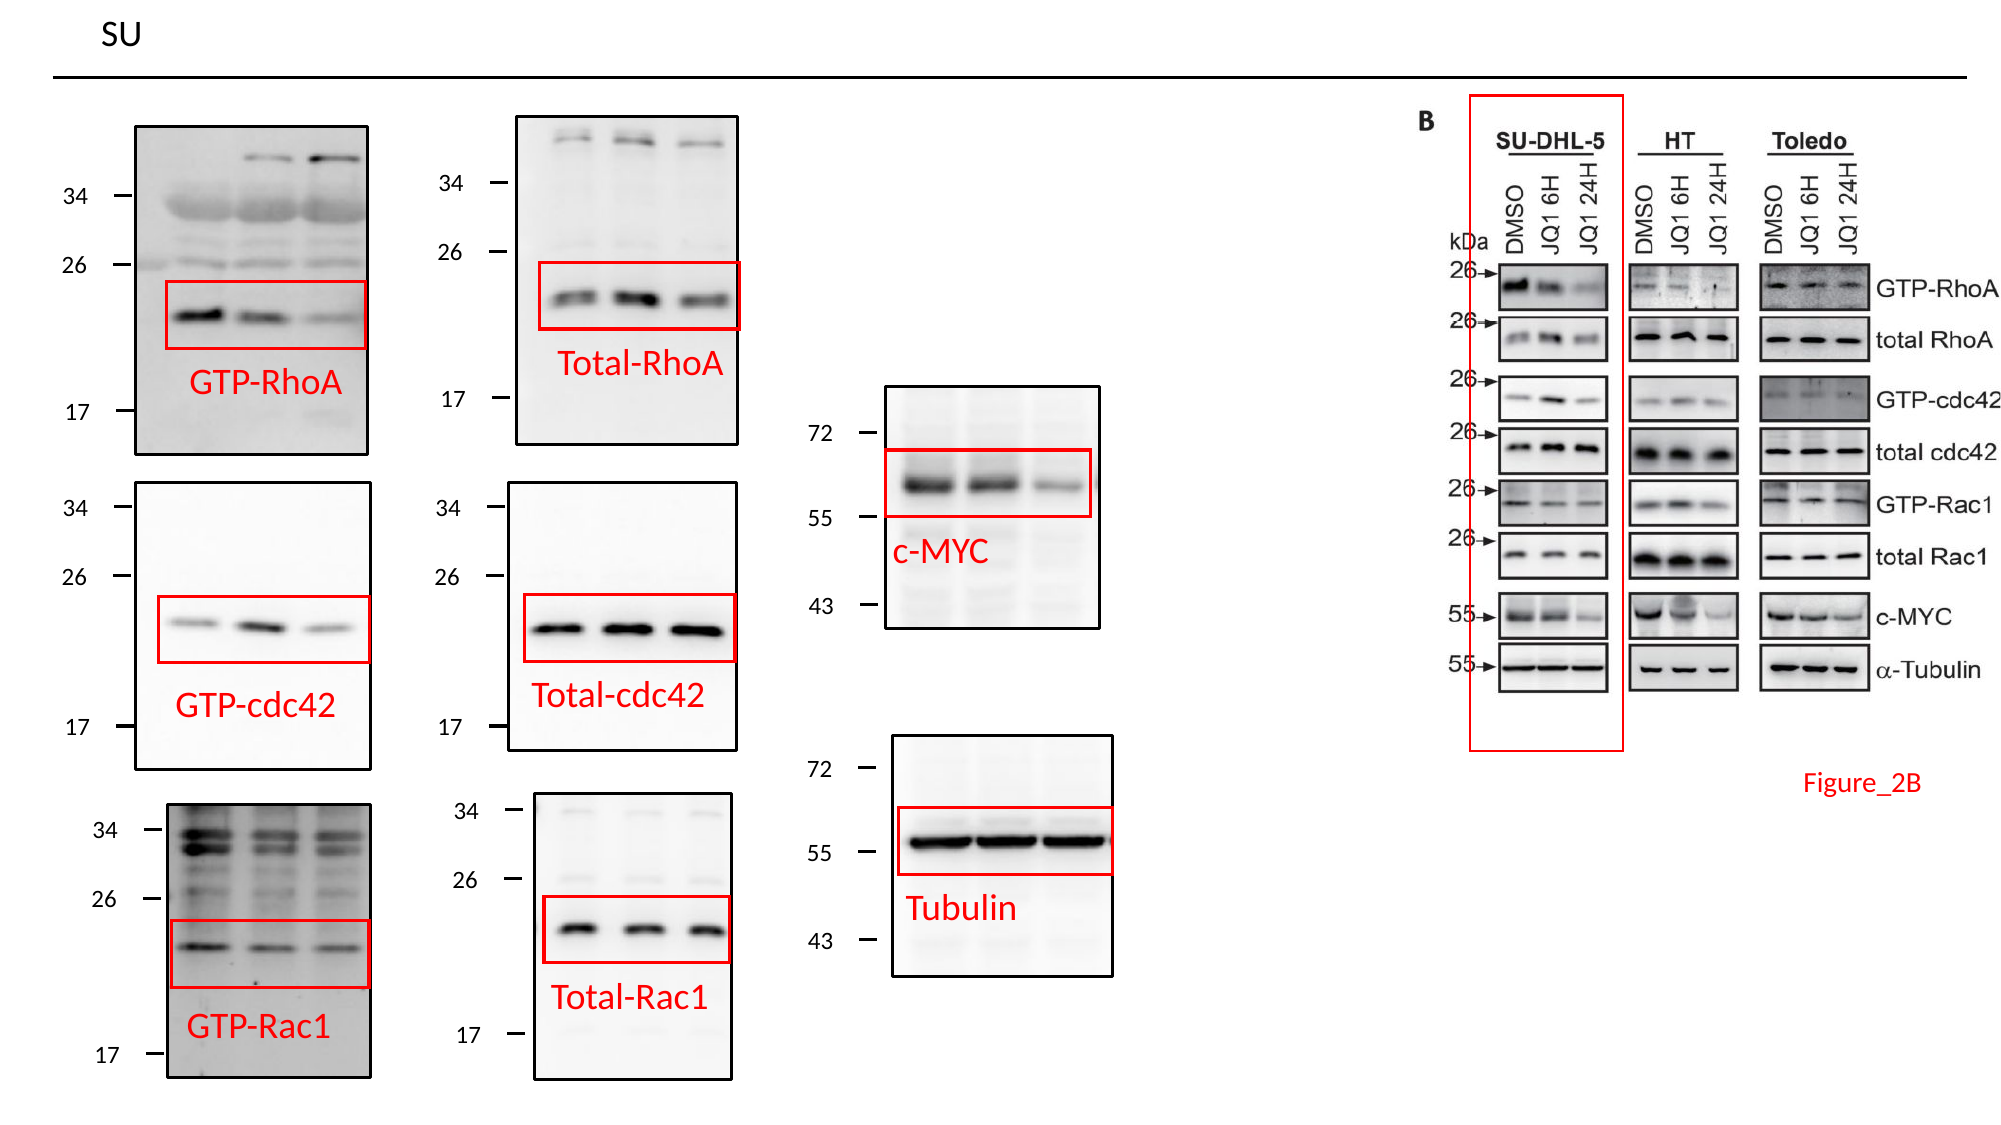

SU
34
34
26
26
Total-RhoA
GTP-RhoA
17
17
72
34
34
55
c-MYC
26
26
43
Total-cdc42
GTP-cdc42
17
17
72
Figure_2B
34
34
55
26
26
Tubulin
43
Total-Rac1
GTP-Rac1
17
17

## Slide 22
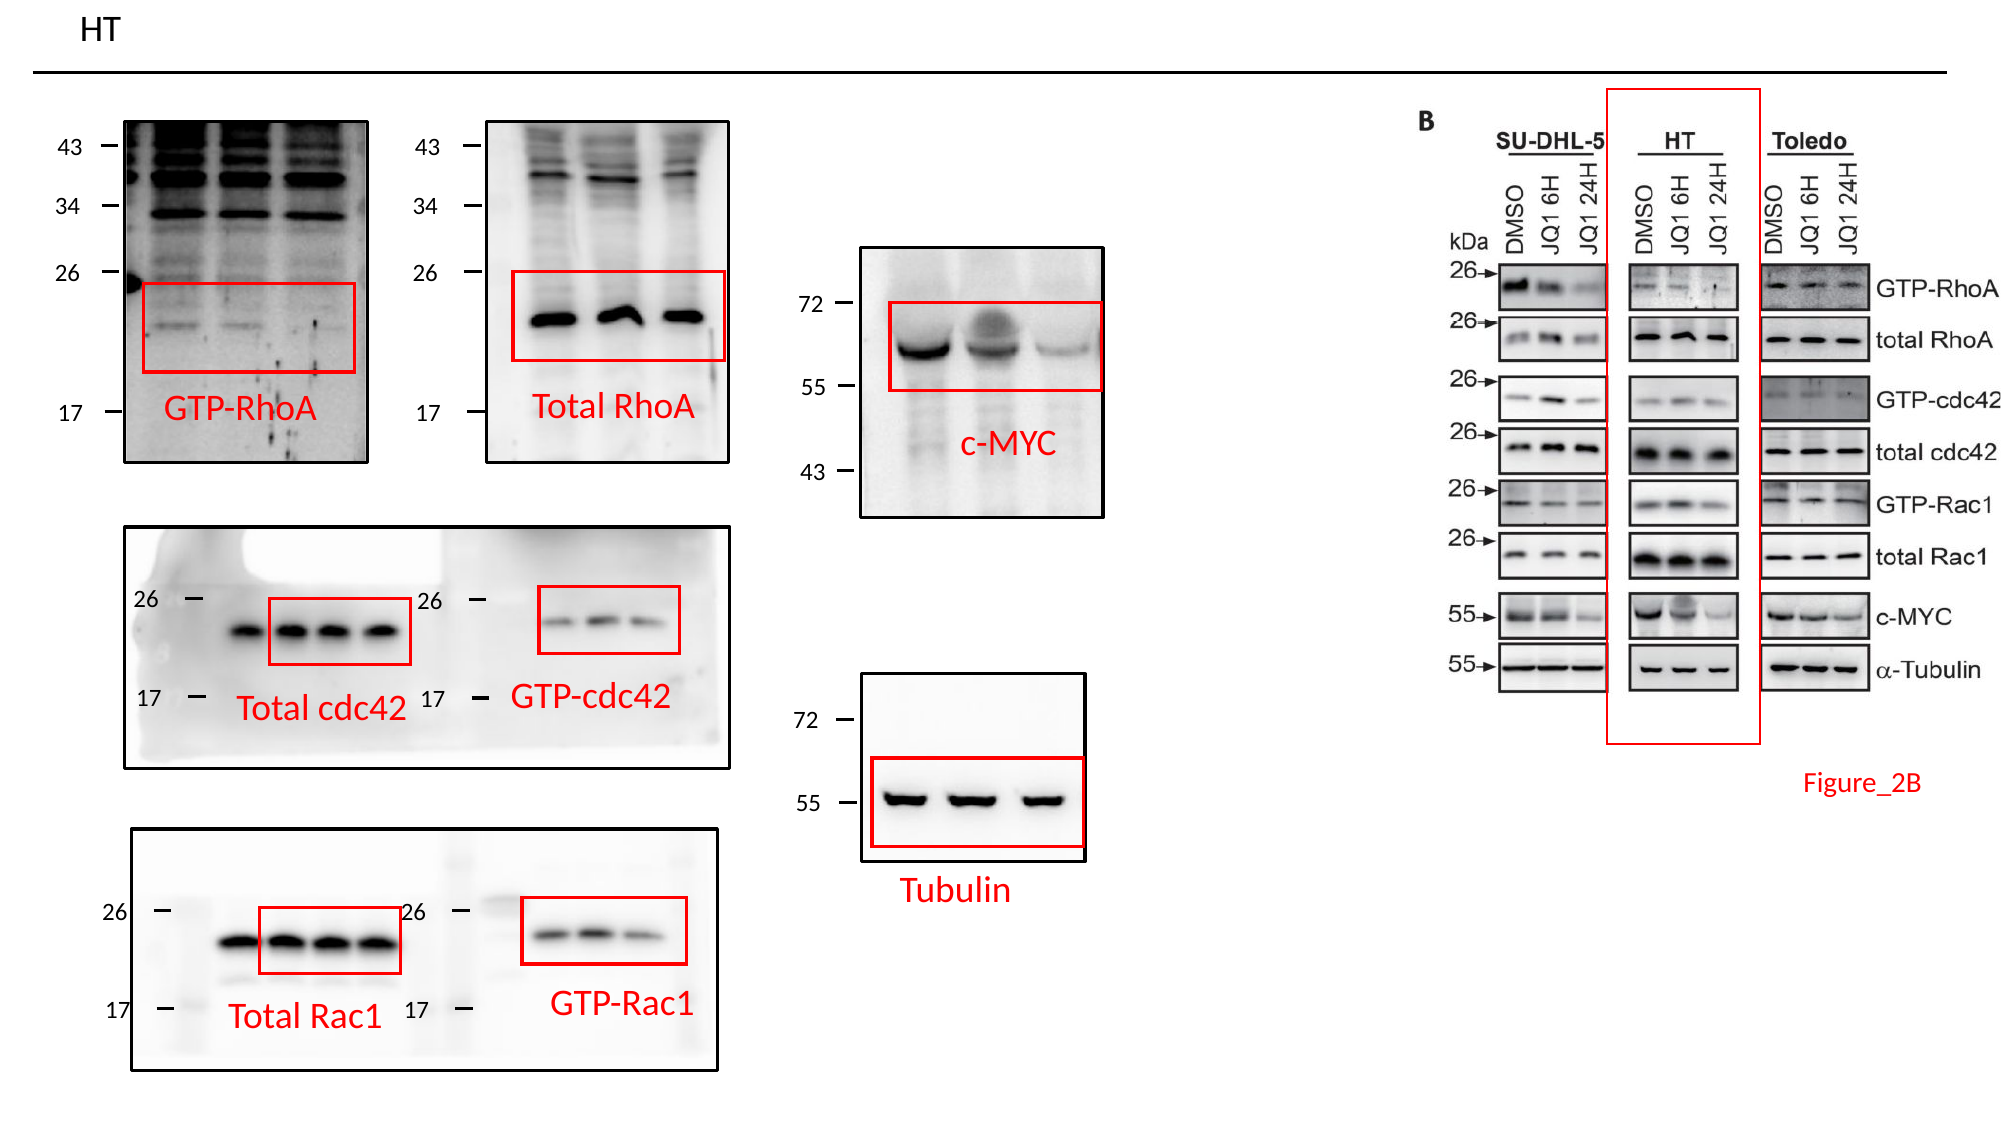

HT
43
43
34
34
26
26
72
55
Total RhoA
GTP-RhoA
17
17
c-MYC
43
26
26
GTP-cdc42
17
17
Total cdc42
72
Figure_2B
55
Tubulin
26
26
GTP-Rac1
Total Rac1
17
17

## Slide 23
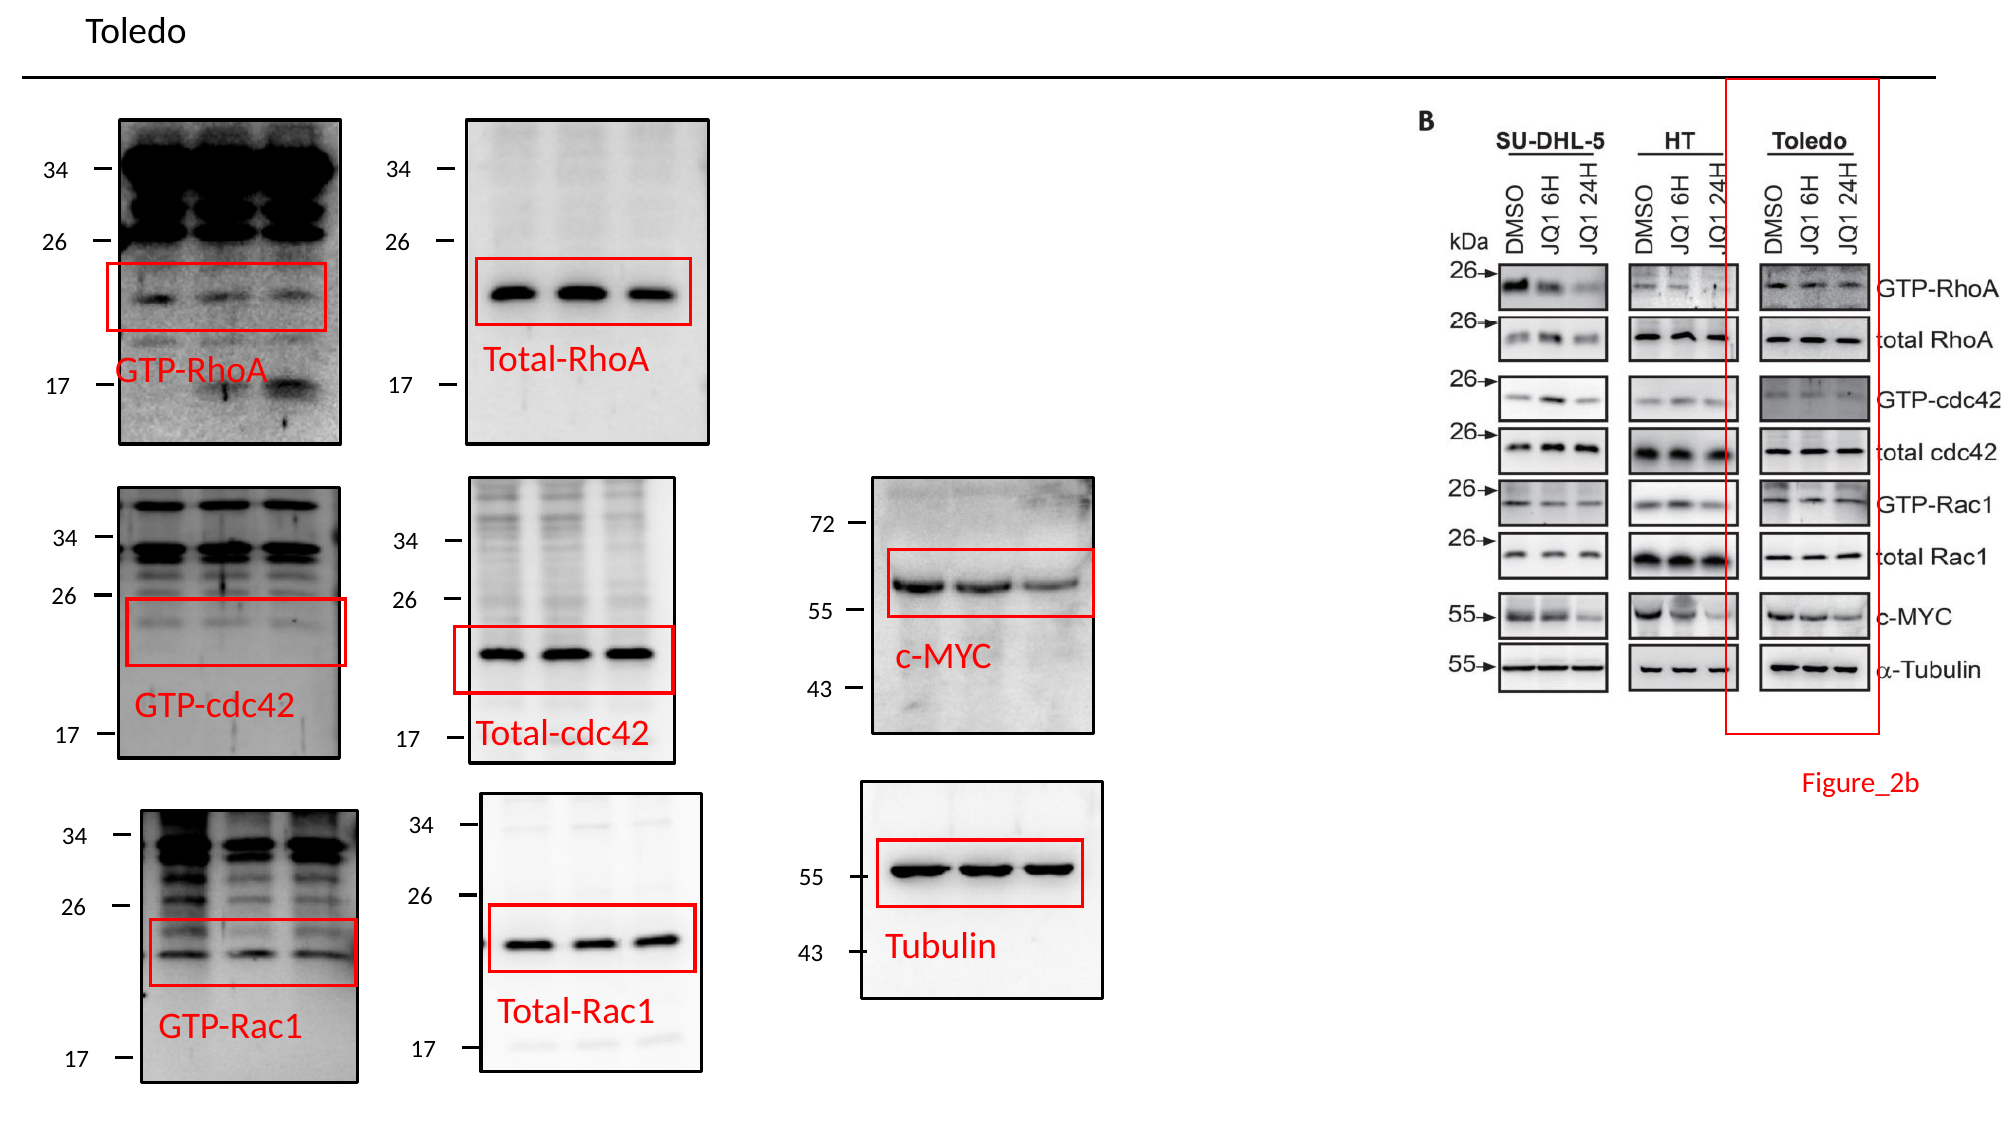

Toledo
34
34
26
26
Total-RhoA
GTP-RhoA
17
17
72
34
34
26
26
55
c-MYC
43
GTP-cdc42
Total-cdc42
17
17
Figure_2b
34
34
55
26
26
Tubulin
43
Total-Rac1
GTP-Rac1
17
17

## Slide 24
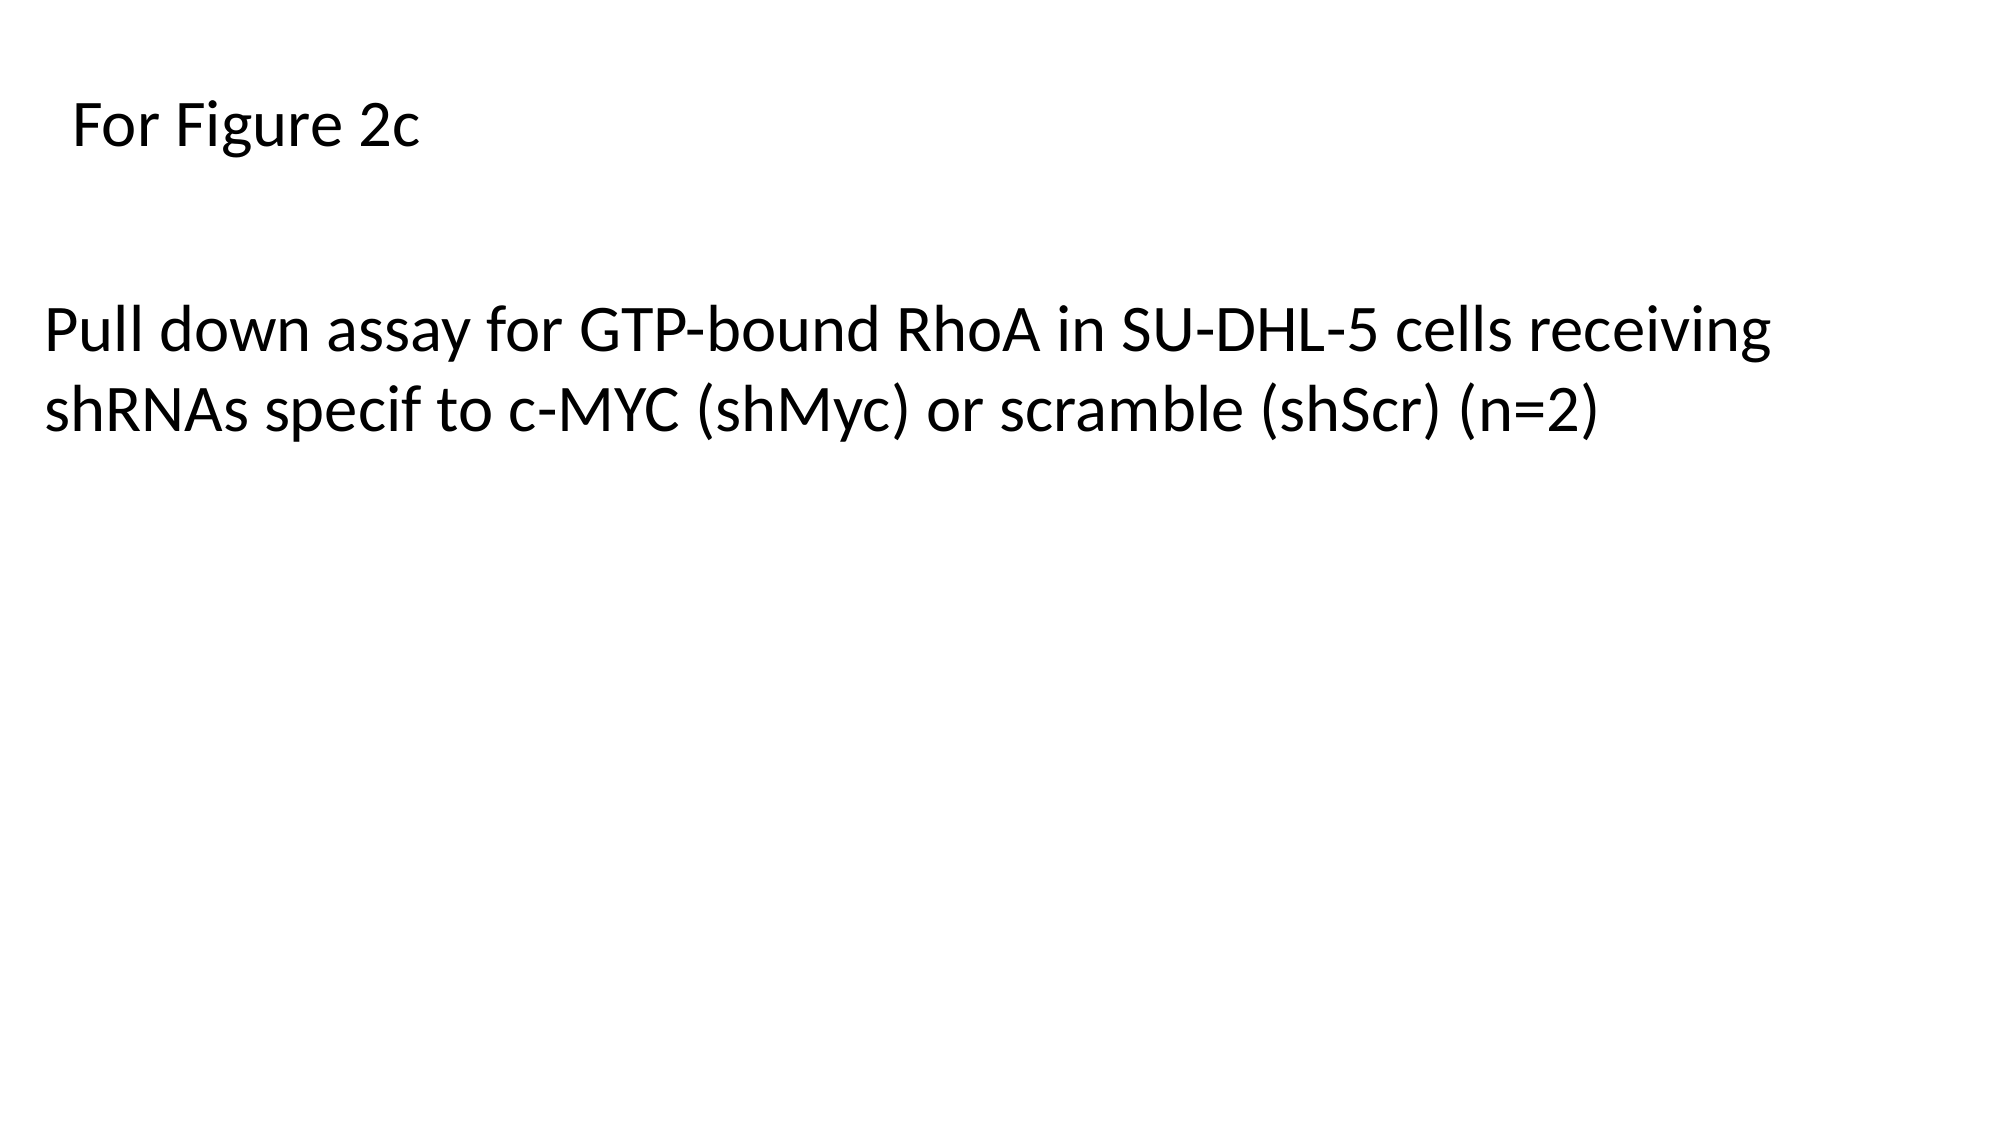

For Figure 2c
Pull down assay for GTP-bound RhoA in SU-DHL-5 cells receiving shRNAs specif to c-MYC (shMyc) or scramble (shScr) (n=2)

## Slide 25
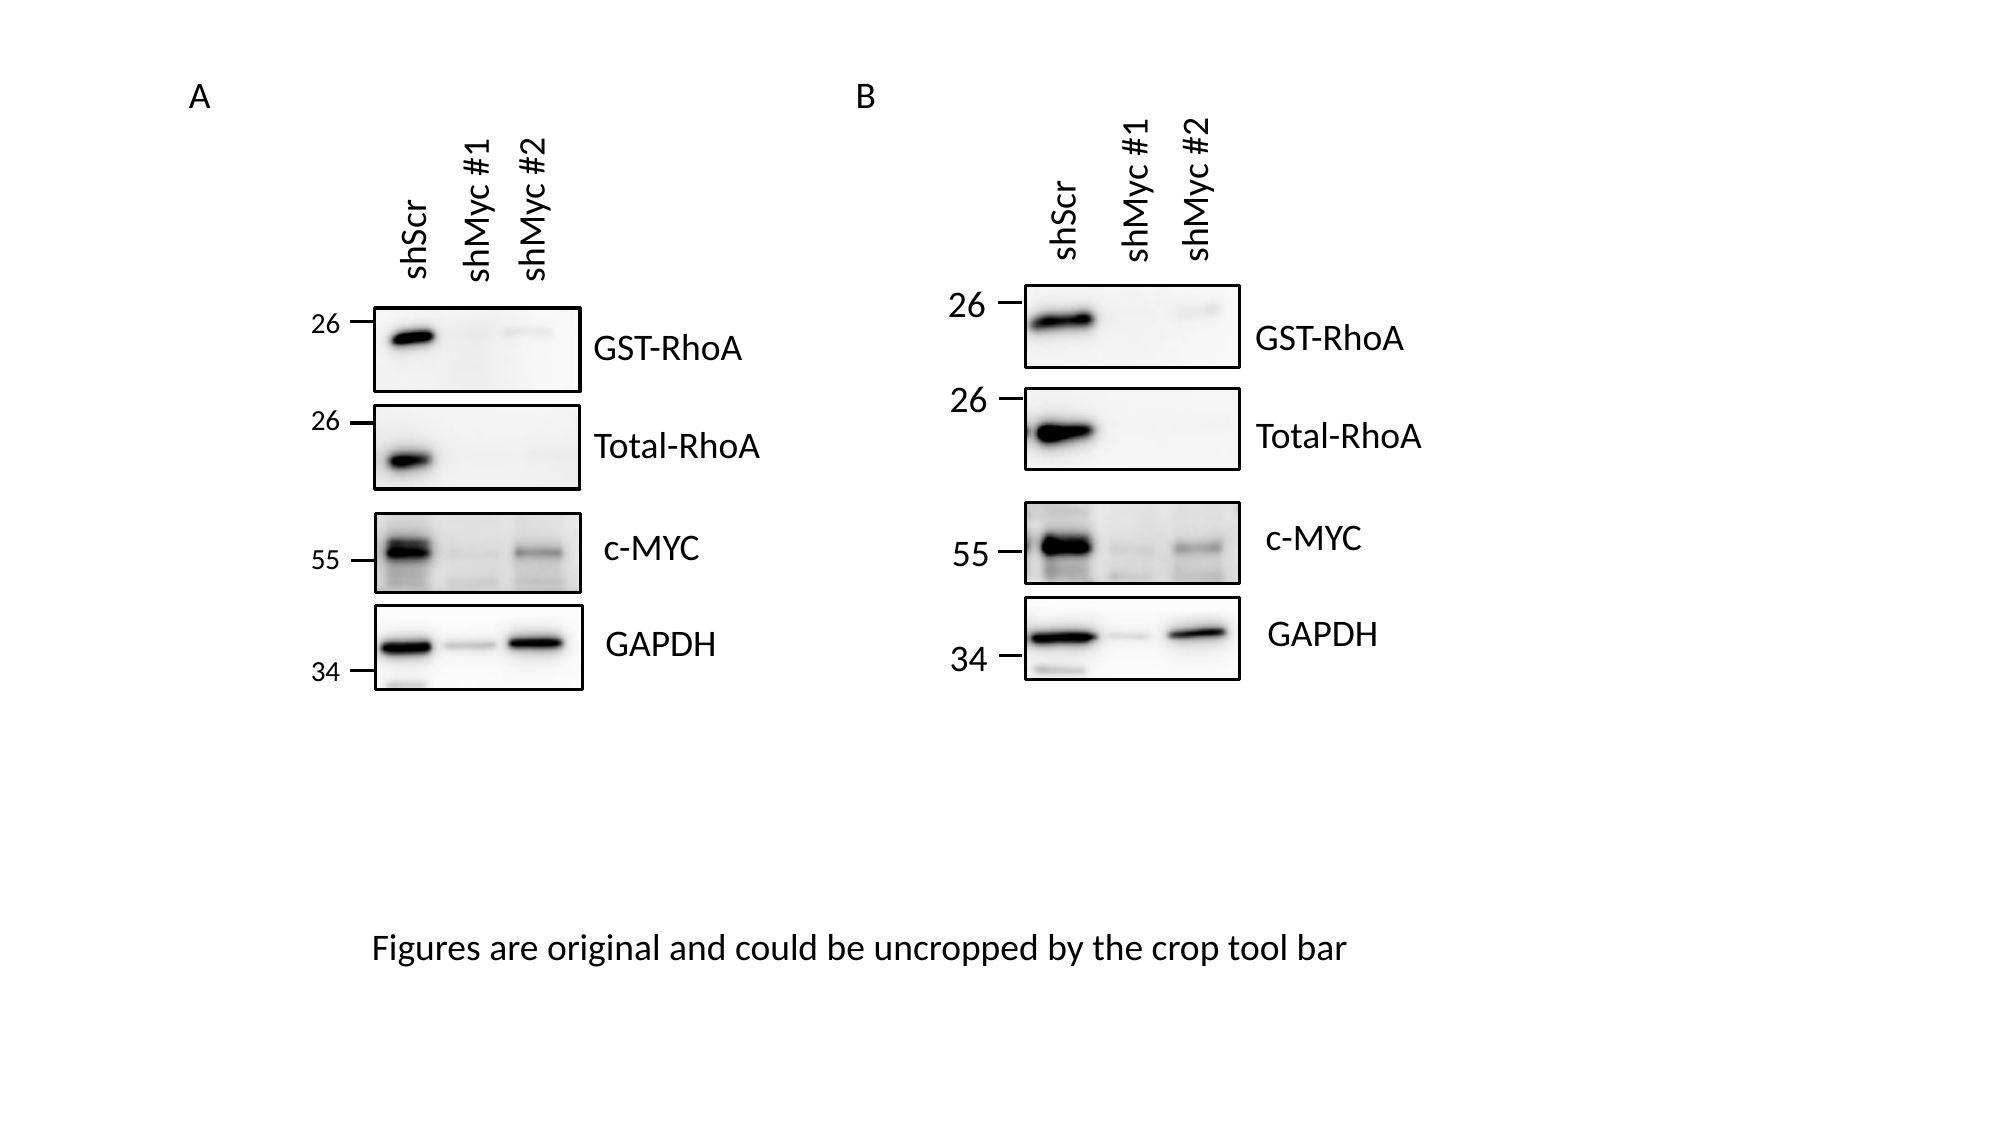

A
B
shMyc #2
shMyc #1
shMyc #2
shMyc #1
shScr
shScr
26
26
GST-RhoA
GST-RhoA
26
26
Total-RhoA
Total-RhoA
c-MYC
c-MYC
55
55
GAPDH
GAPDH
34
34
Figures are original and could be uncropped by the crop tool bar

## Slide 26
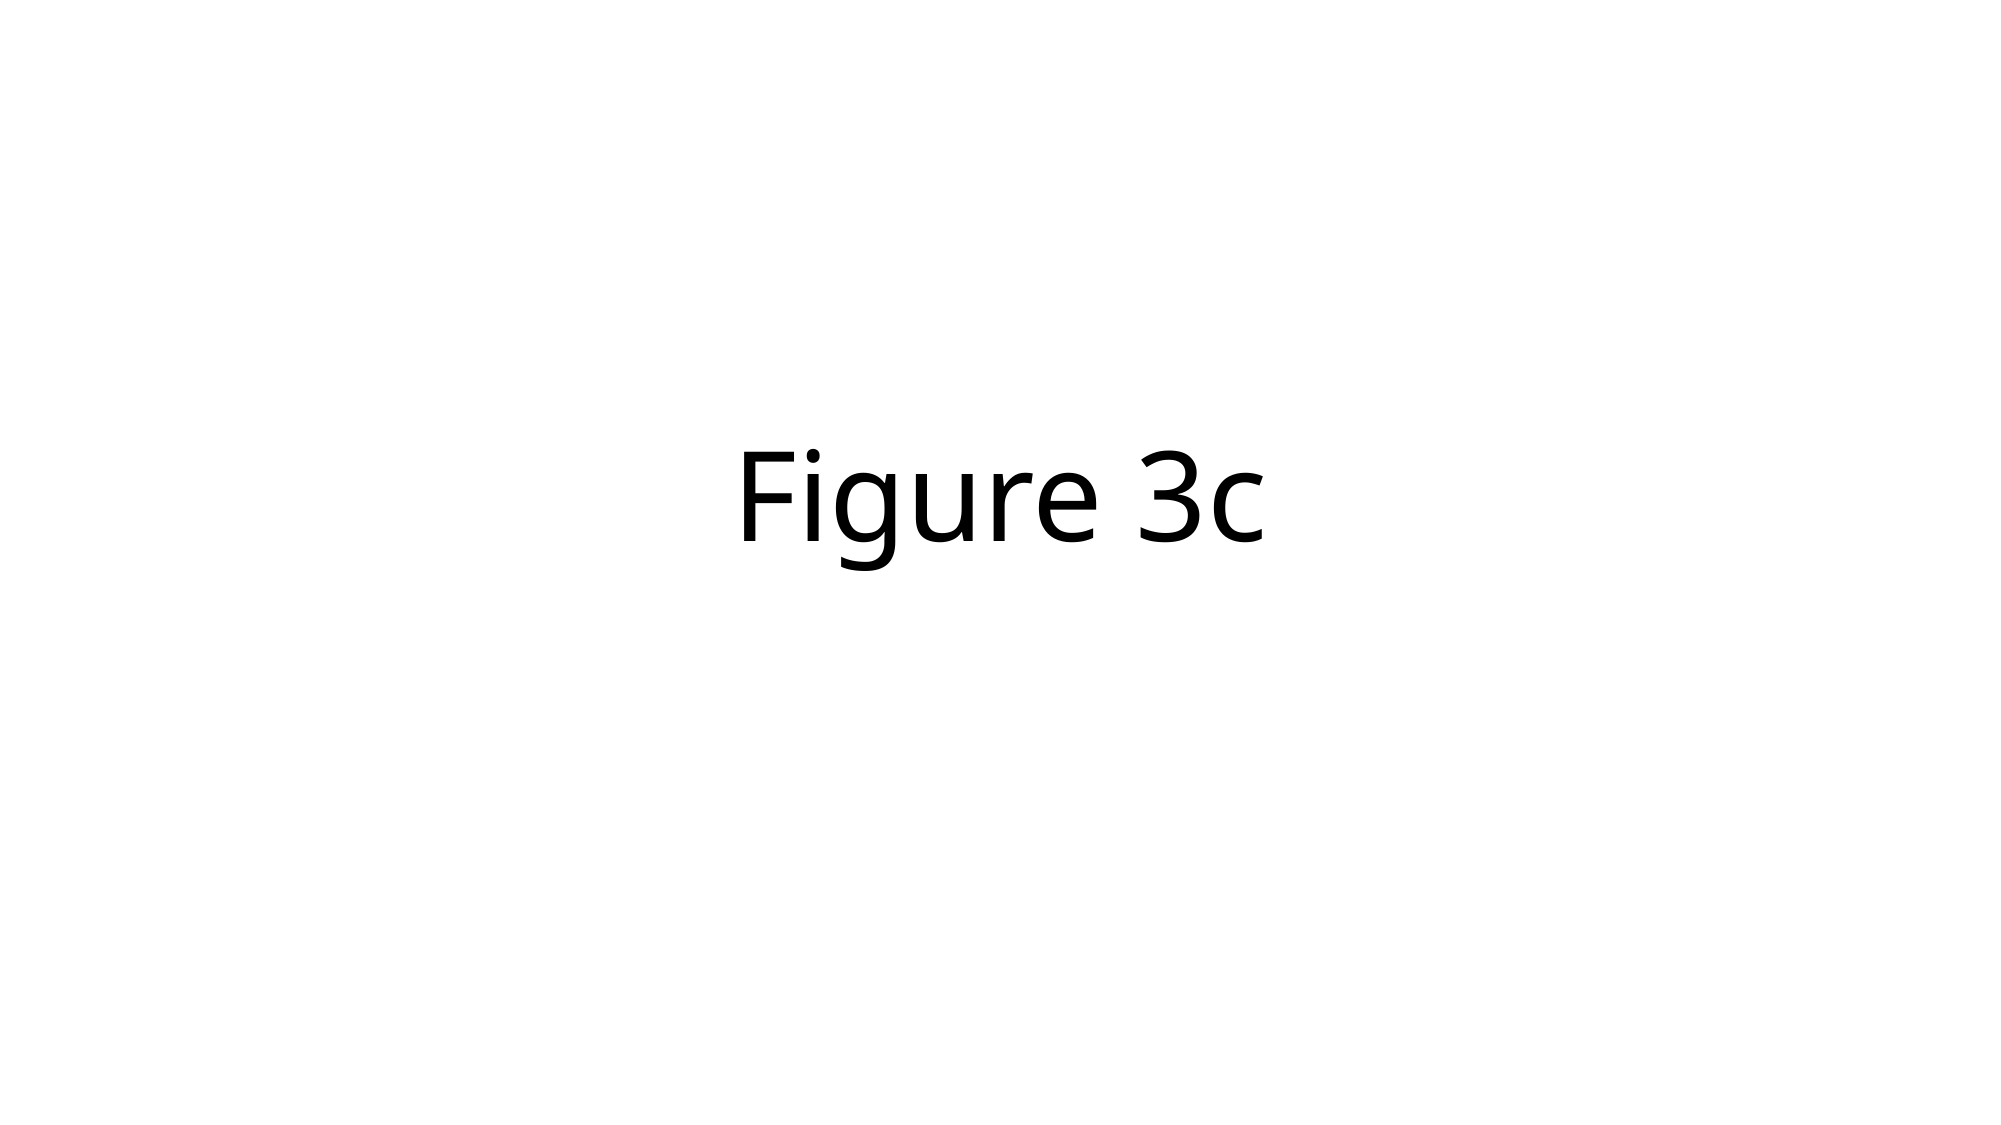

# Figure 3c

## Slide 27
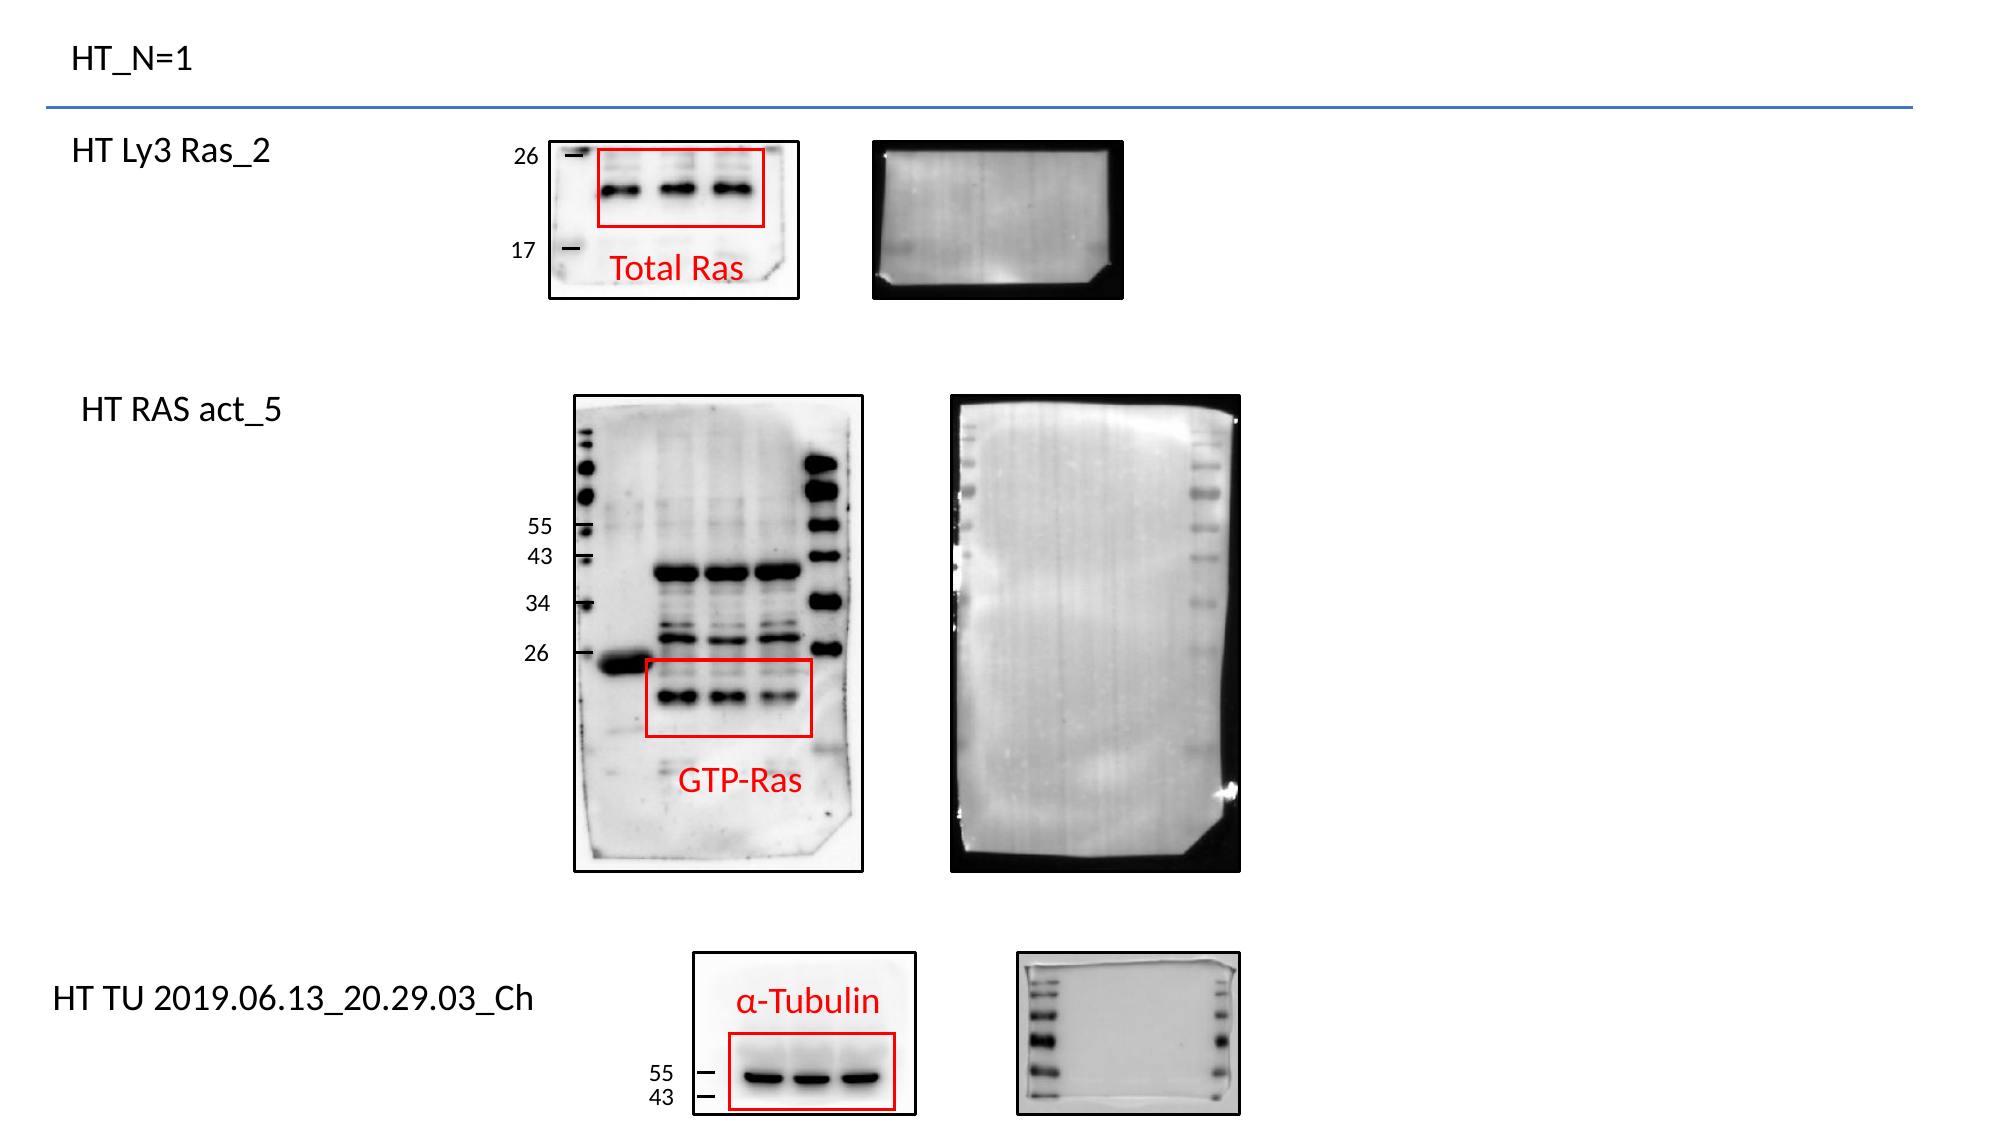

HT_N=1
HT Ly3 Ras_2
26
17
Total Ras
HT RAS act_5
55
43
34
26
GTP-Ras
HT TU 2019.06.13_20.29.03_Ch
α-Tubulin
55
43

## Slide 28
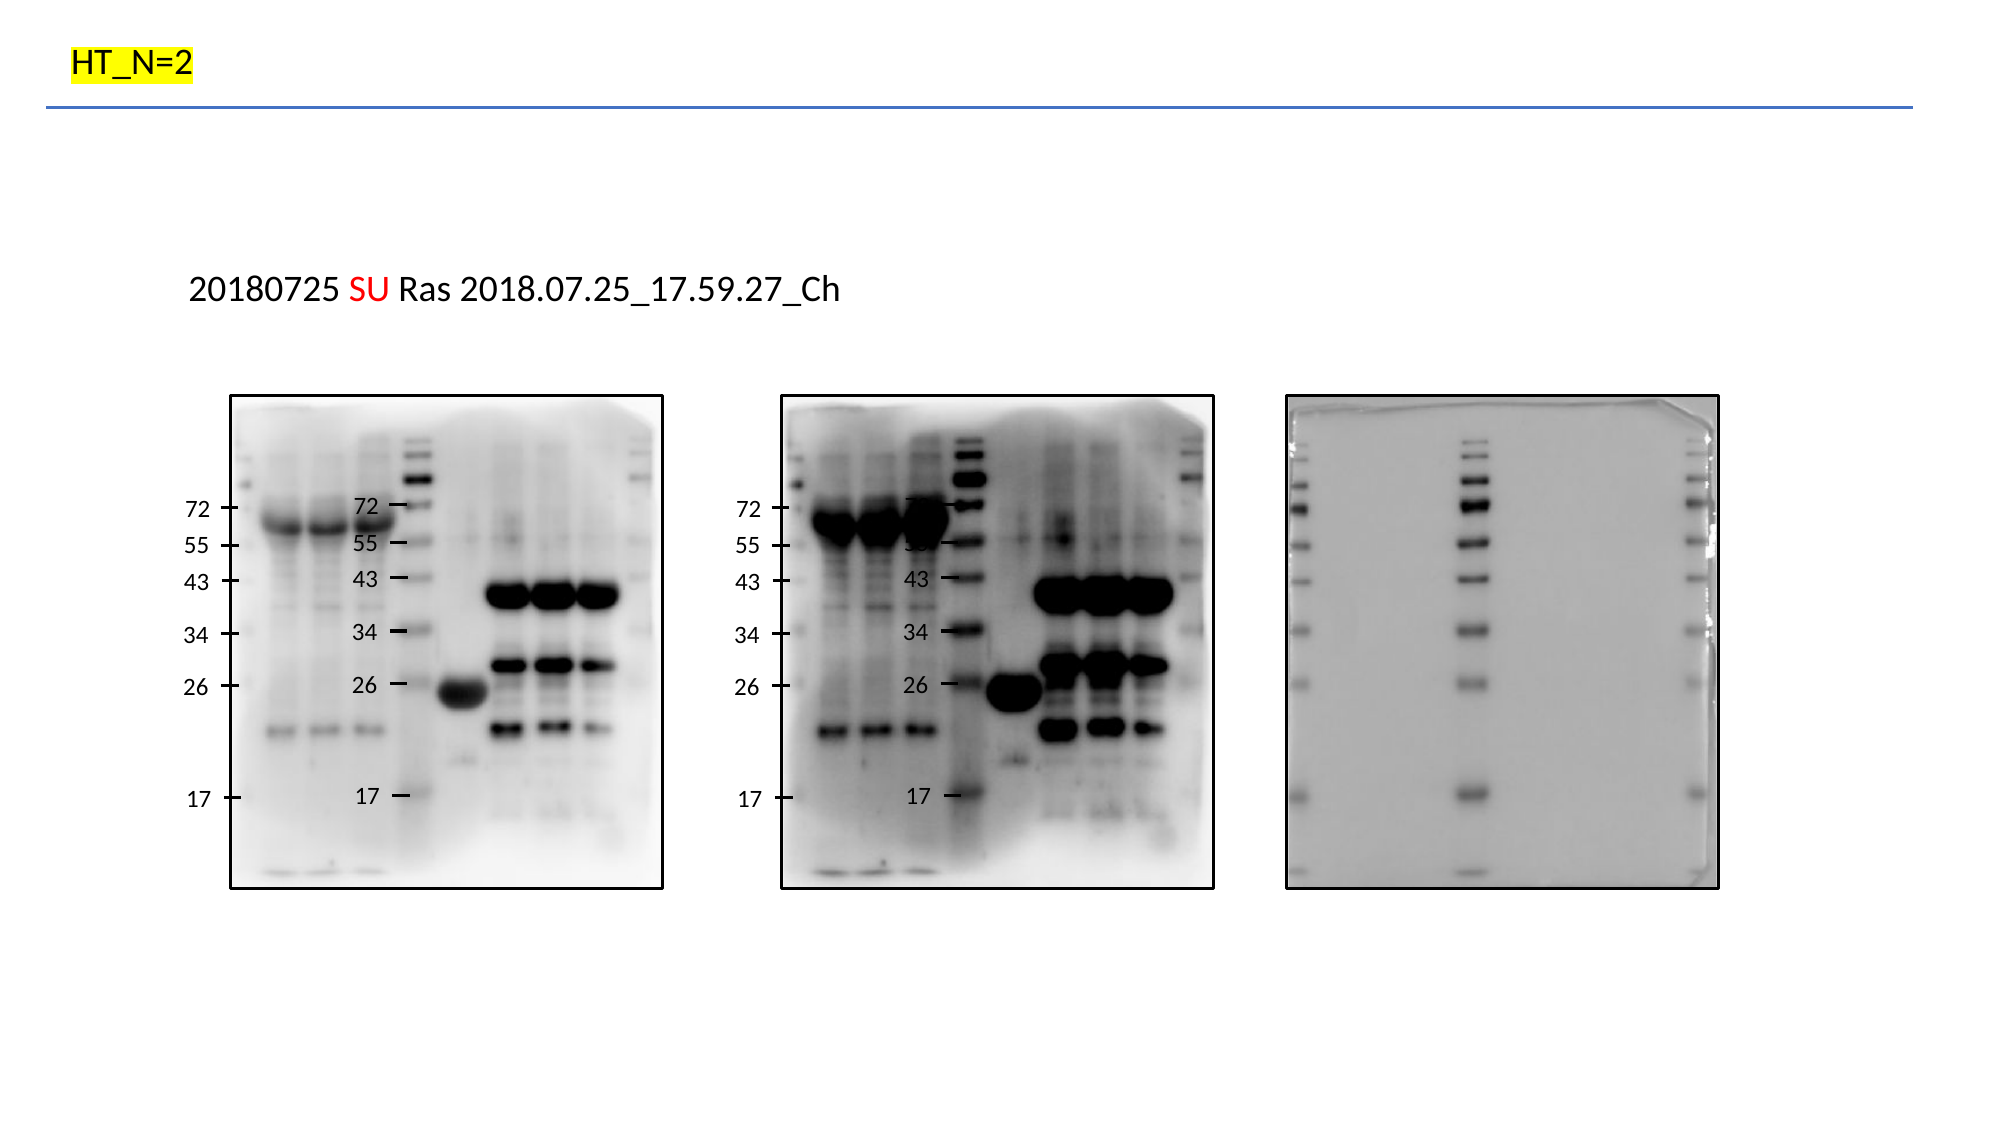

HT_N=2
20180725 SU Ras 2018.07.25_17.59.27_Ch
72
72
72
72
55
55
55
55
43
43
43
43
34
34
34
34
26
26
26
26
17
17
17
17

## Slide 29
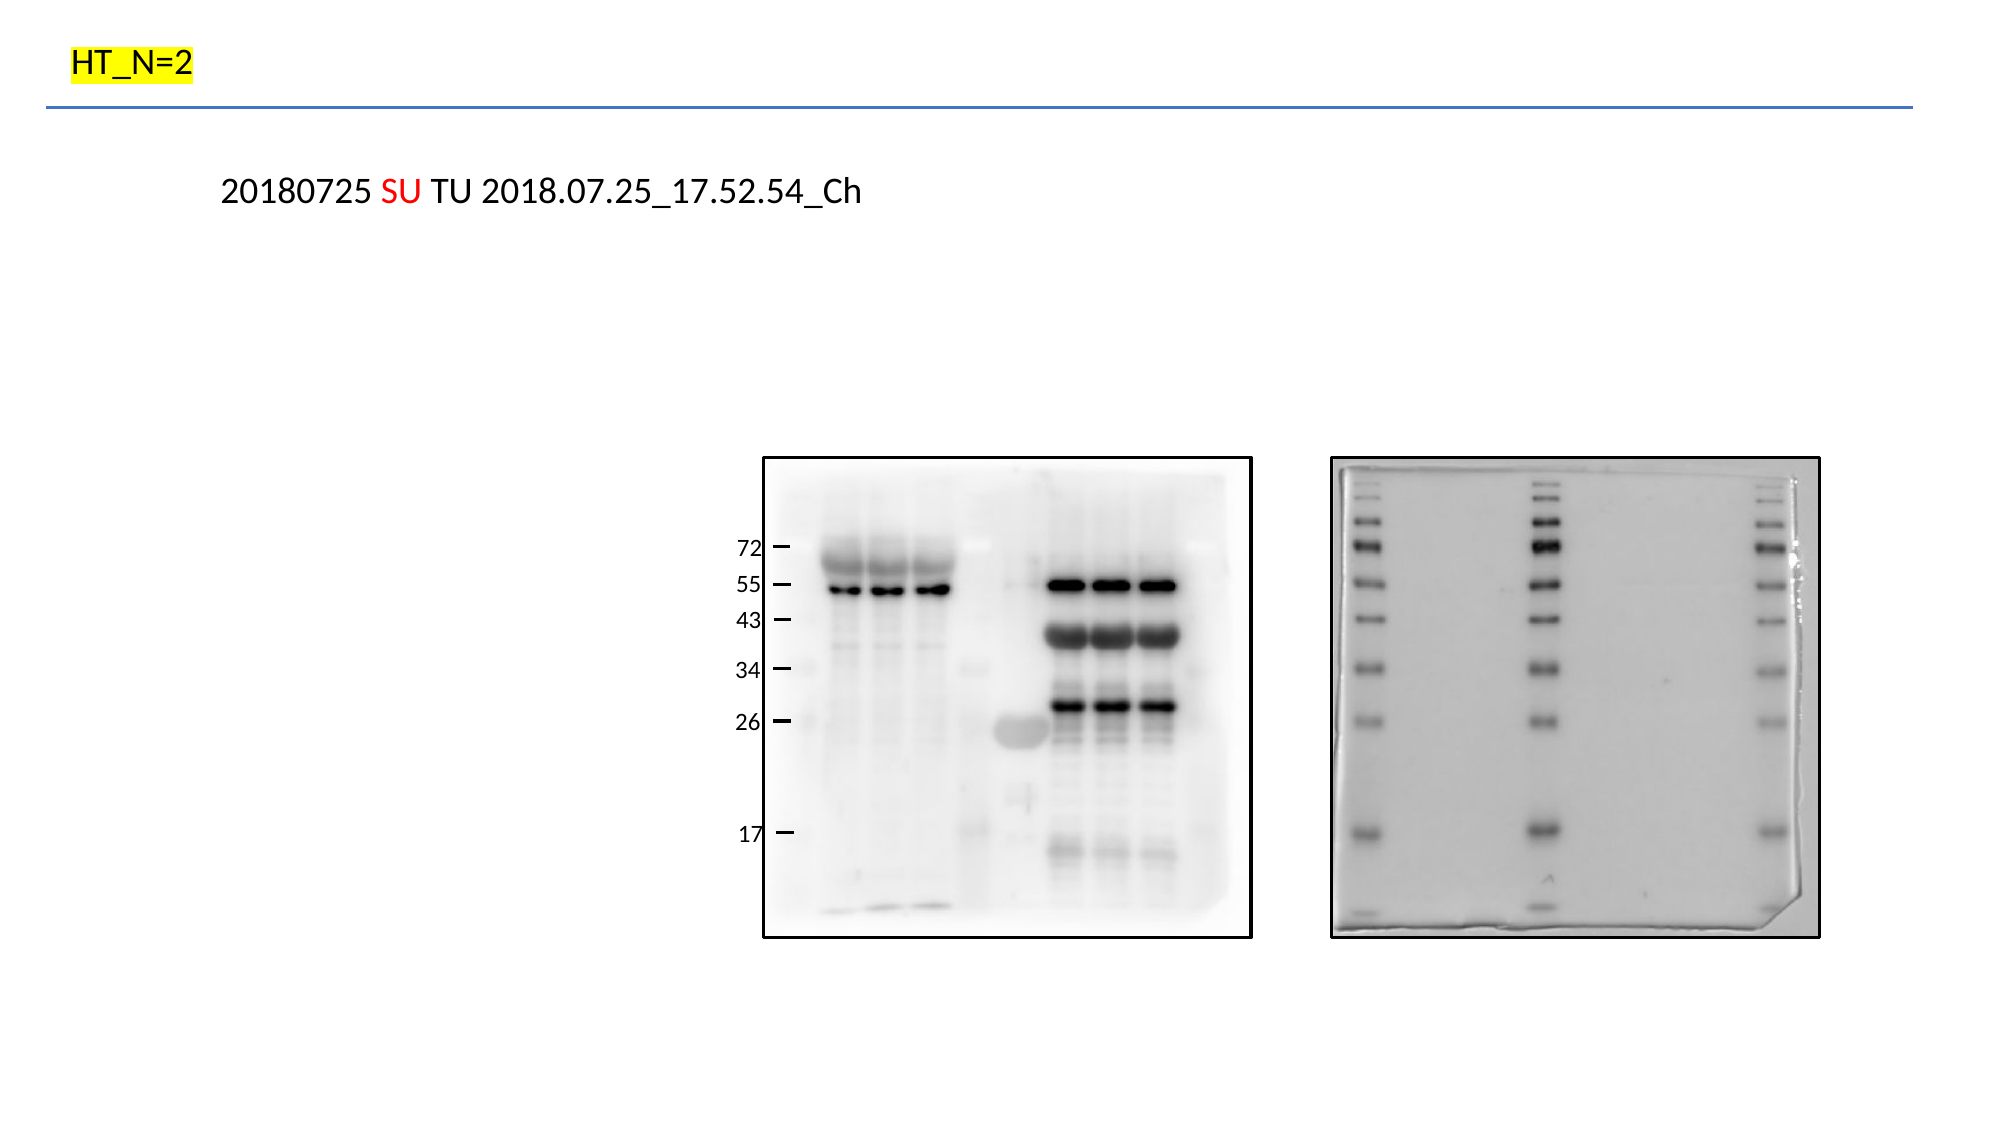

HT_N=2
20180725 SU TU 2018.07.25_17.52.54_Ch
72
55
43
34
26
17

## Slide 30
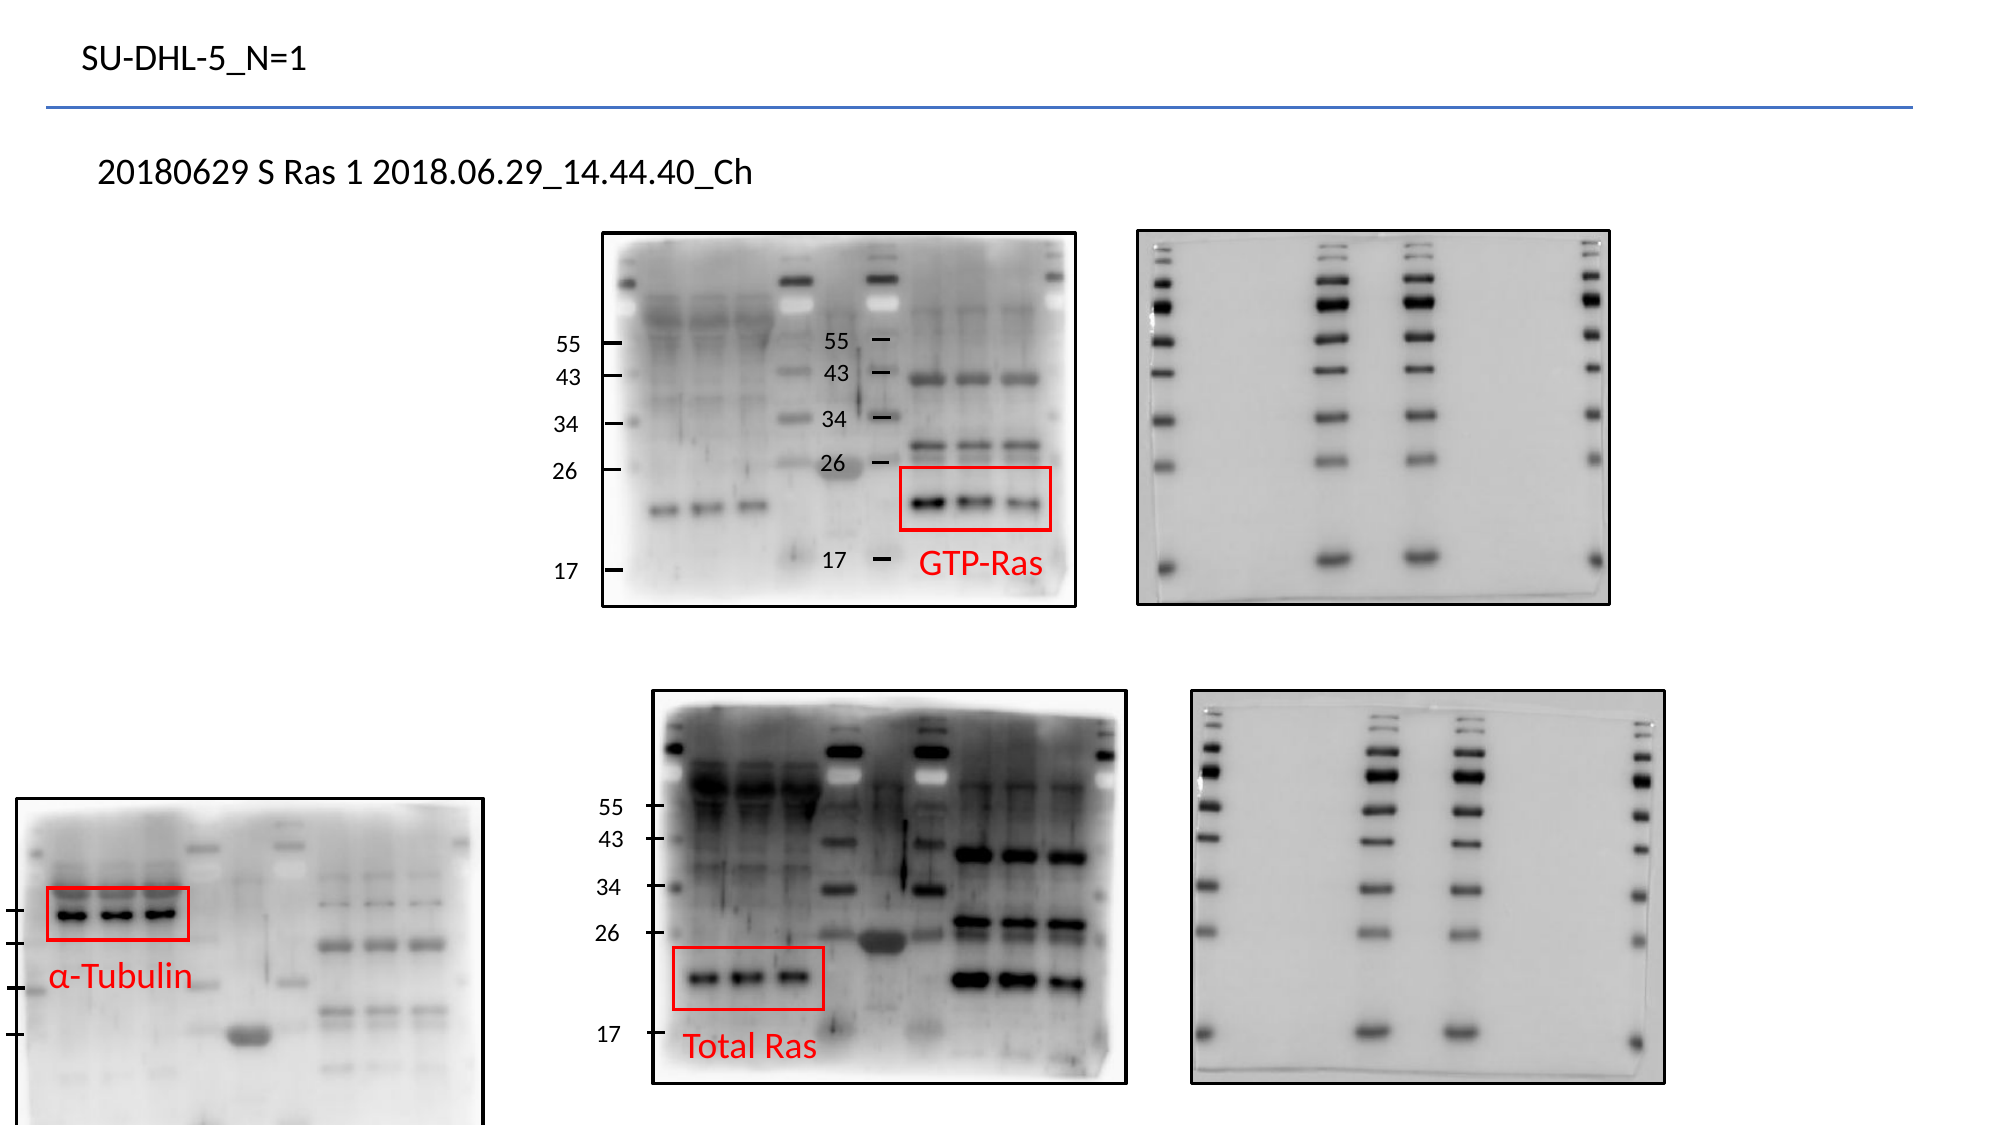

SU-DHL-5_N=1
20180629 S Ras 1 2018.06.29_14.44.40_Ch
55
55
43
43
34
34
26
26
GTP-Ras
17
17
55
43
34
55
26
43
α-Tubulin
34
17
26
Total Ras
17

## Slide 31
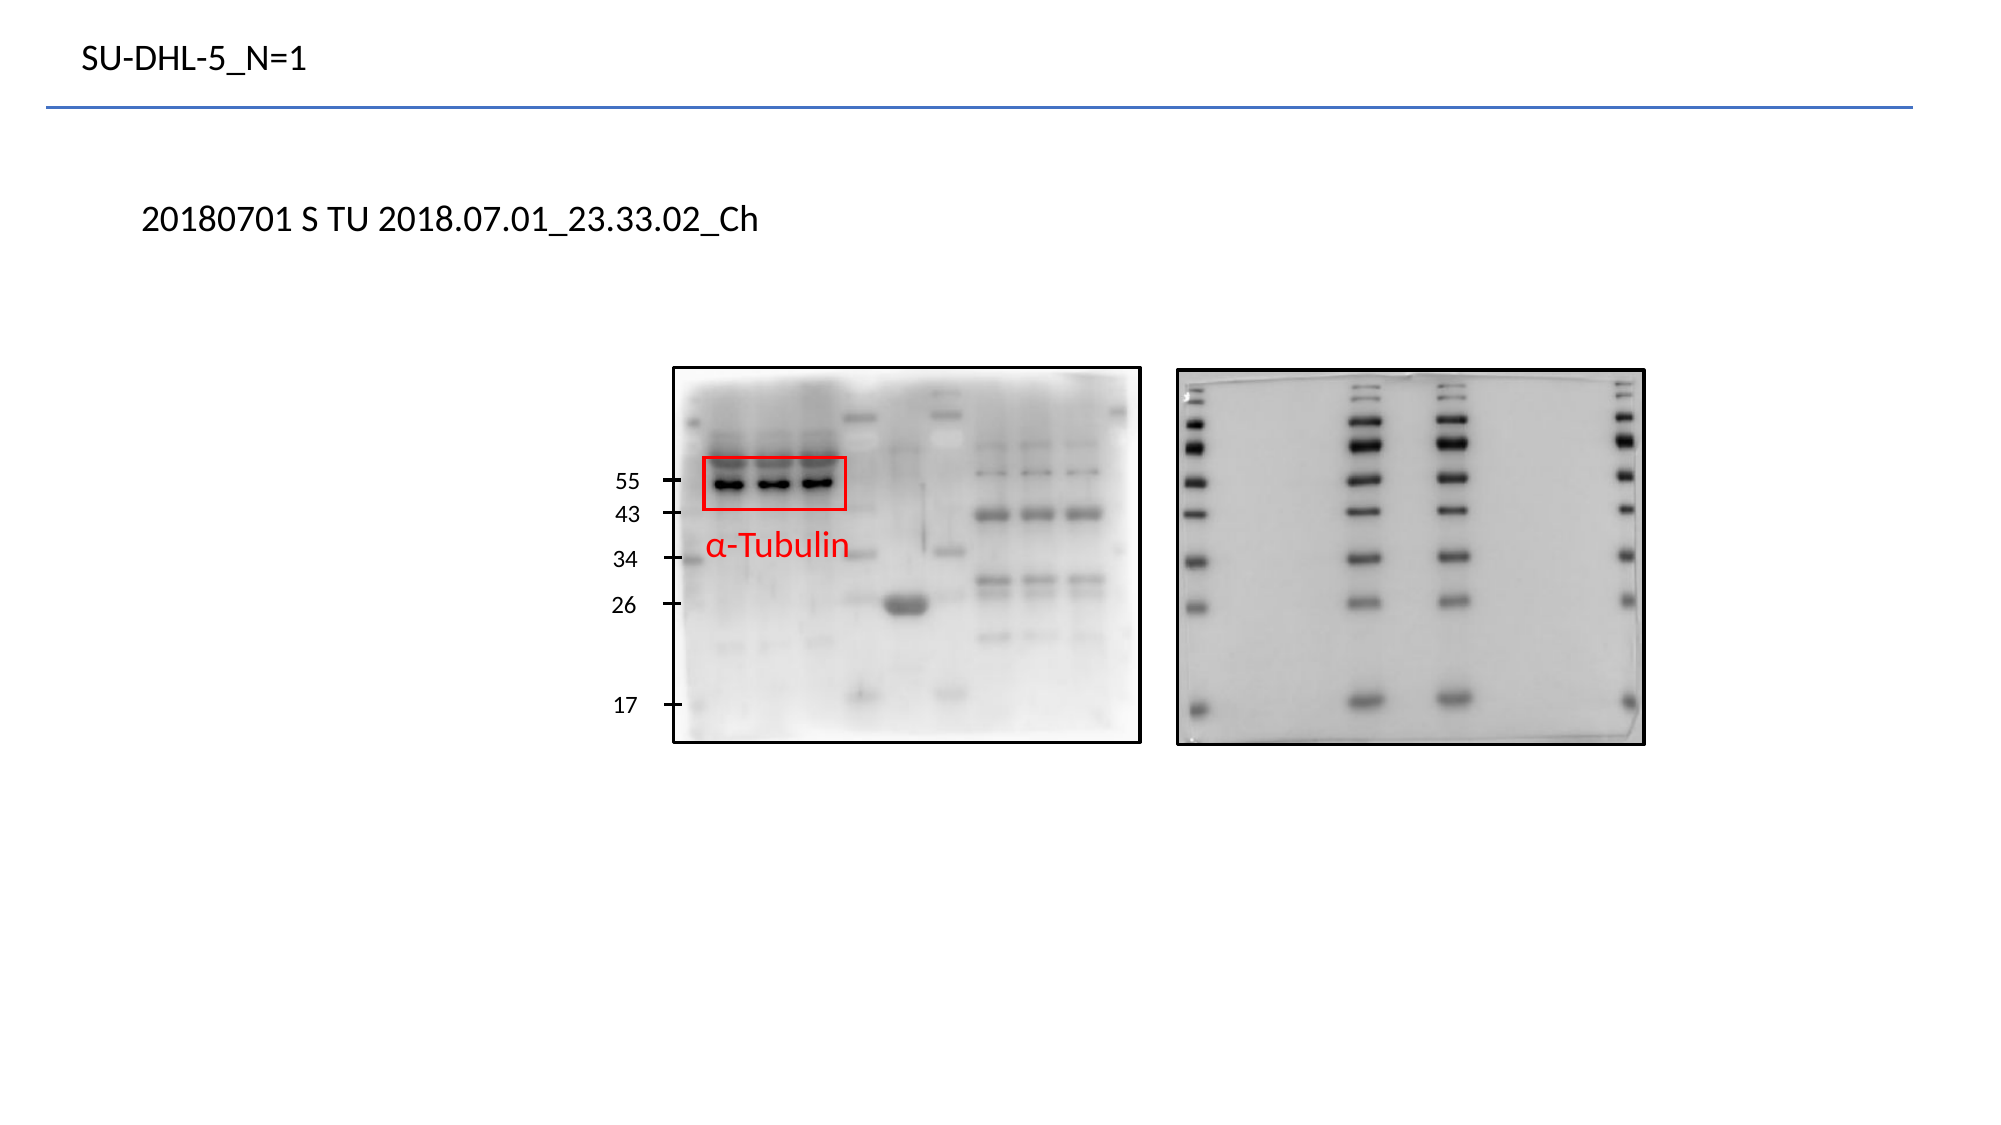

SU-DHL-5_N=1
20180701 S TU 2018.07.01_23.33.02_Ch
55
43
α-Tubulin
34
26
17

## Slide 32
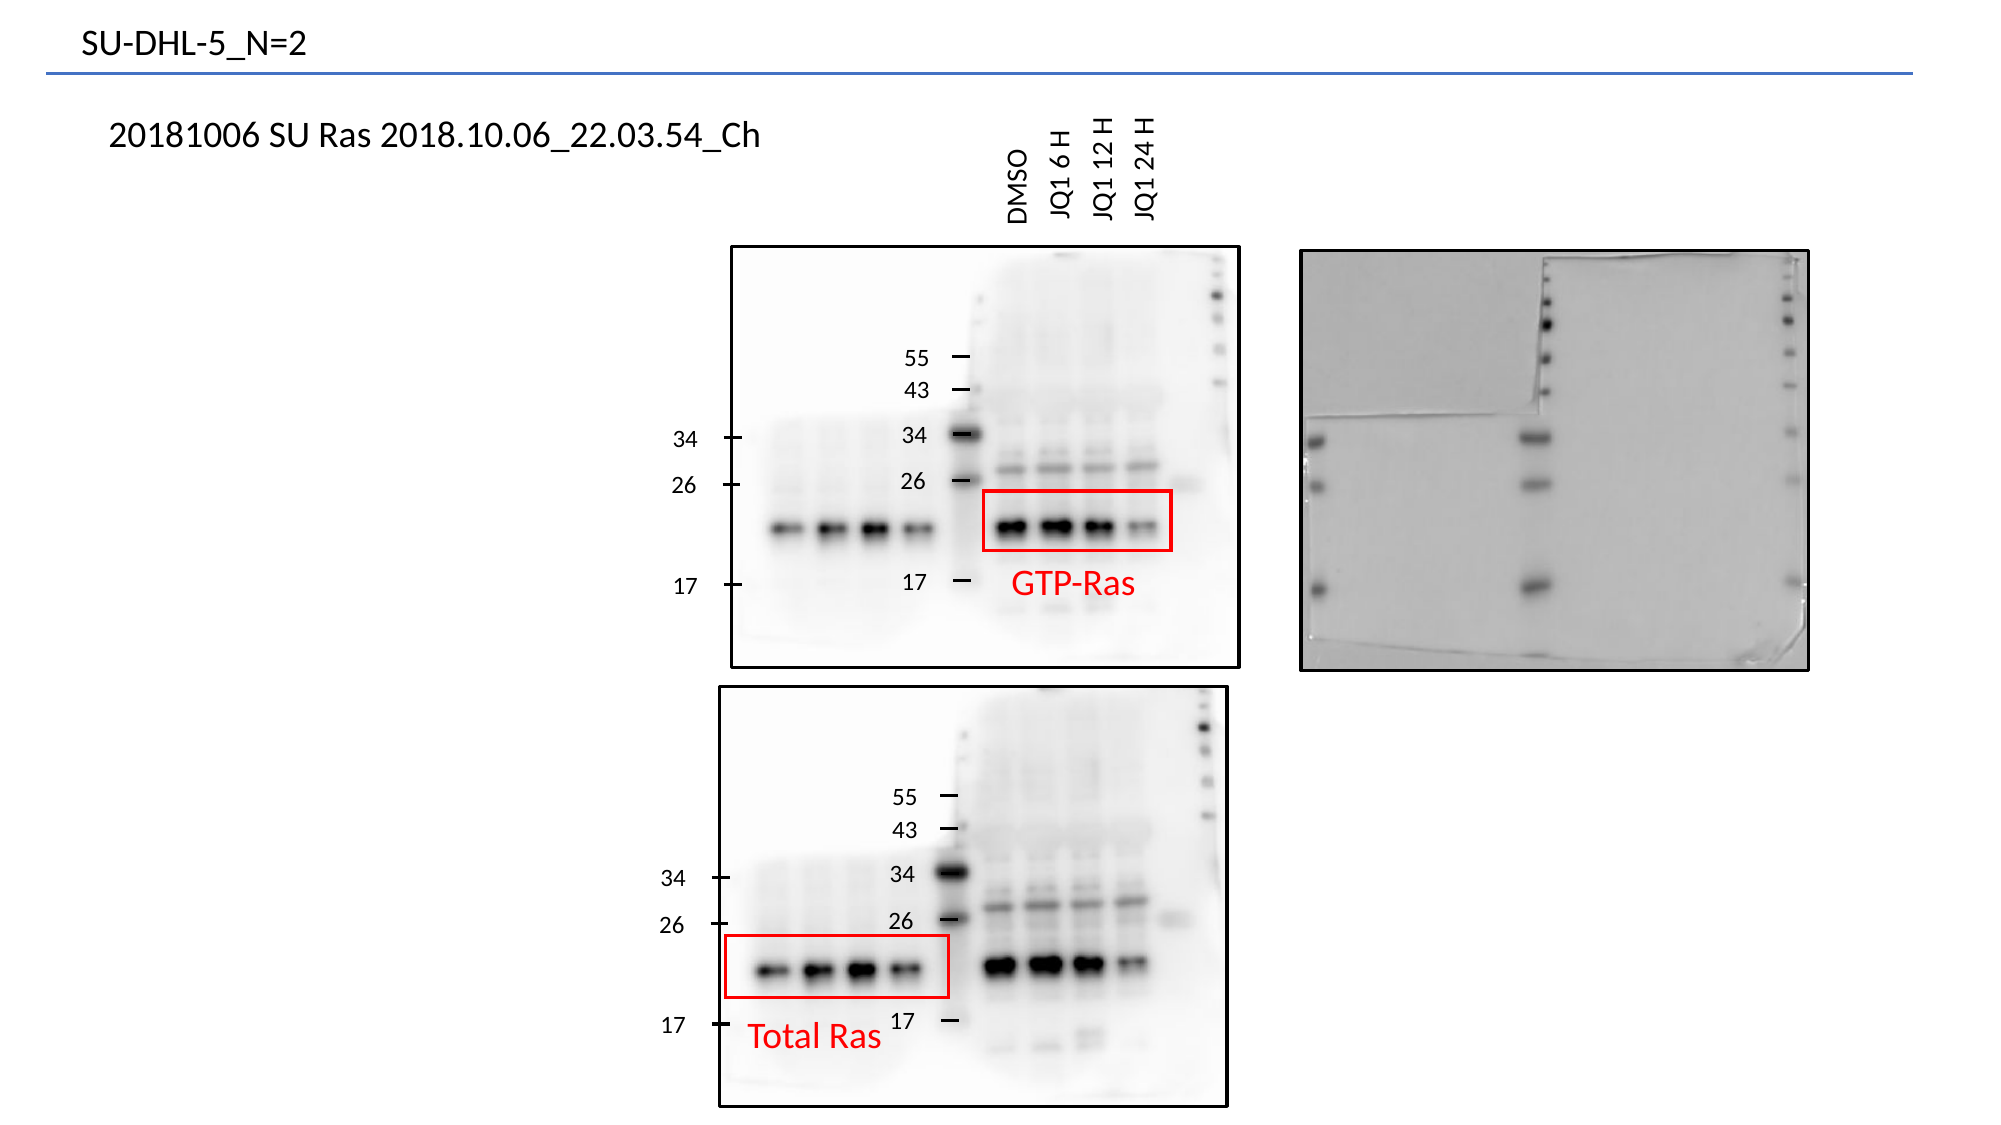

SU-DHL-5_N=2
20181006 SU Ras 2018.10.06_22.03.54_Ch
JQ1 12 H
JQ1 24 H
JQ1 6 H
DMSO
55
43
34
34
26
26
GTP-Ras
17
17
55
43
34
34
26
26
17
17
Total Ras

## Slide 33
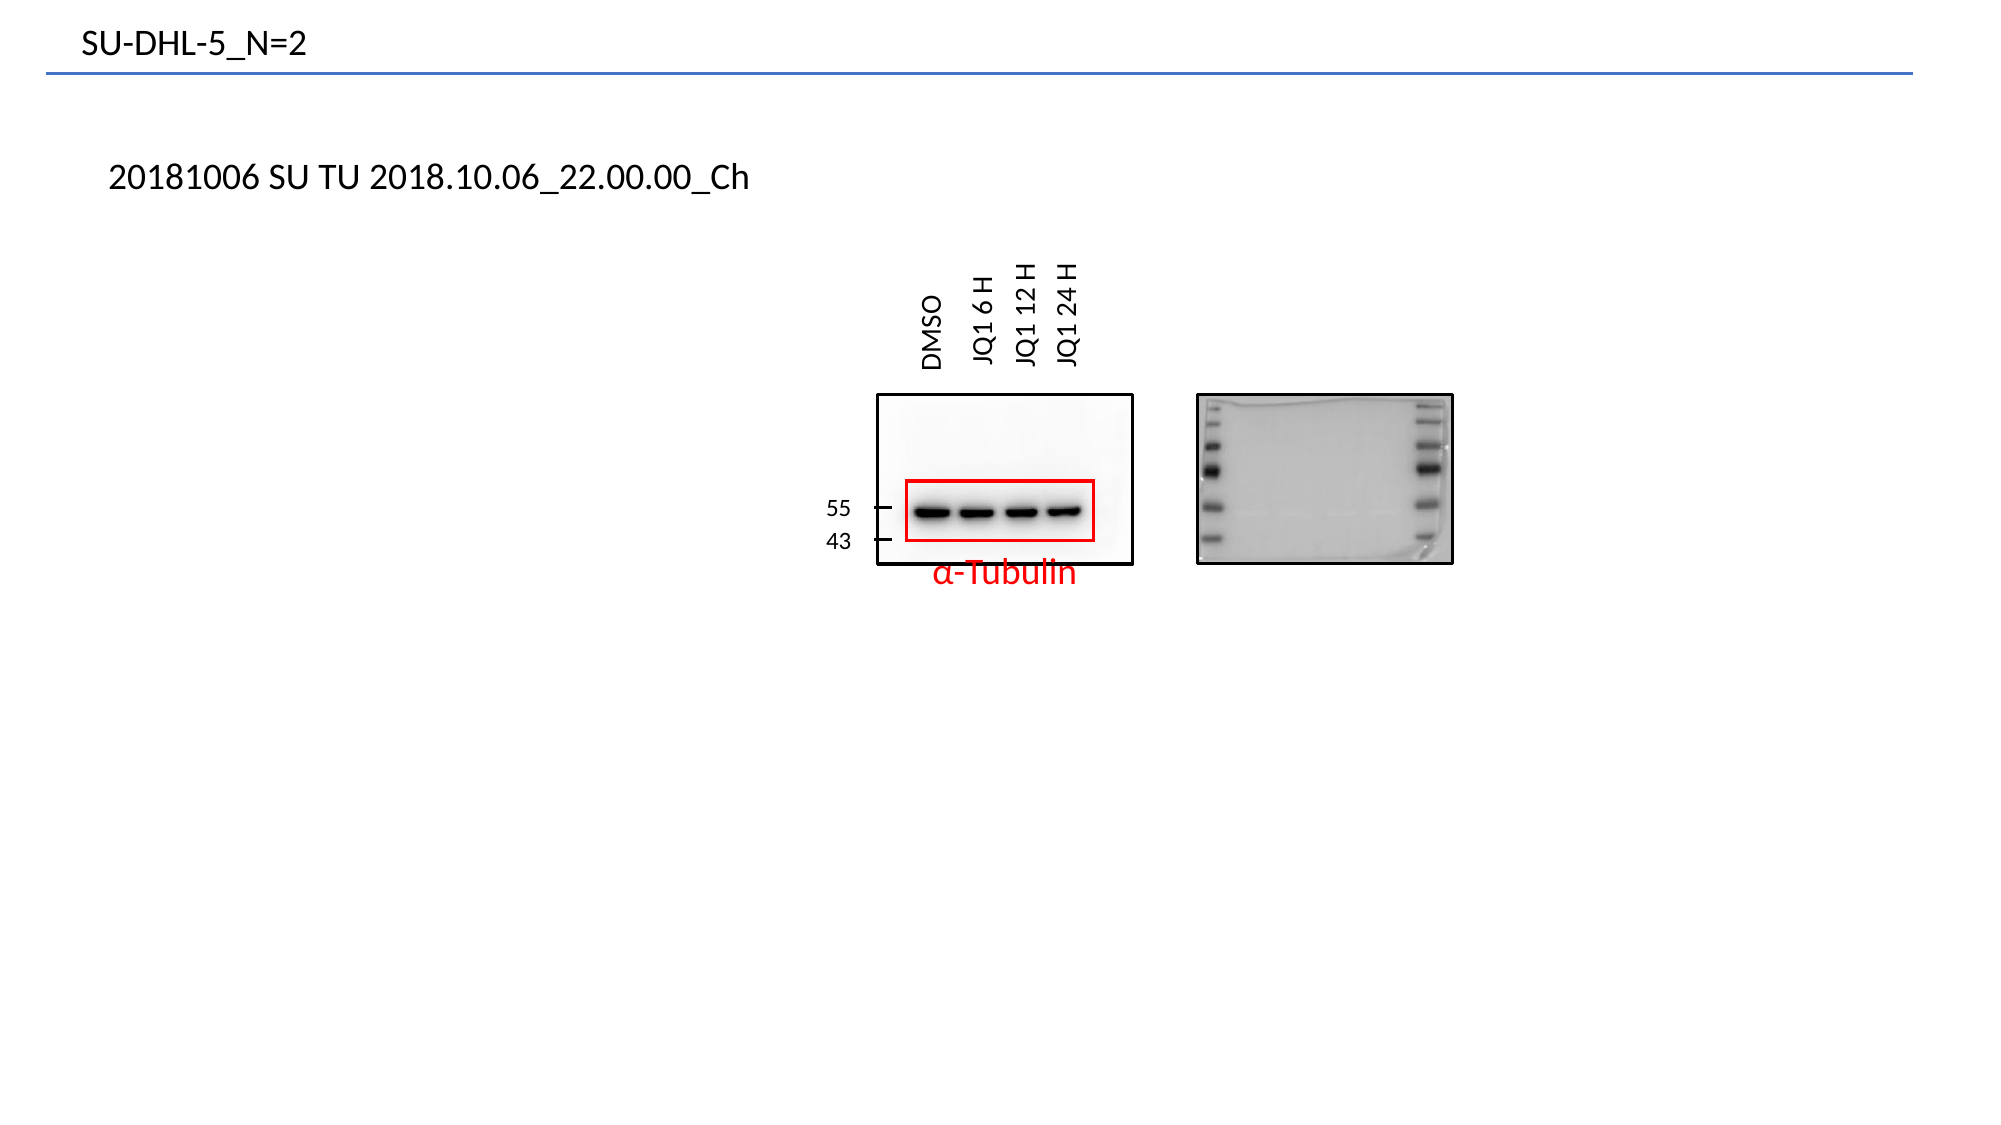

SU-DHL-5_N=2
20181006 SU TU 2018.10.06_22.00.00_Ch
JQ1 12 H
JQ1 24 H
JQ1 6 H
DMSO
55
43
α-Tubulin

## Slide 34
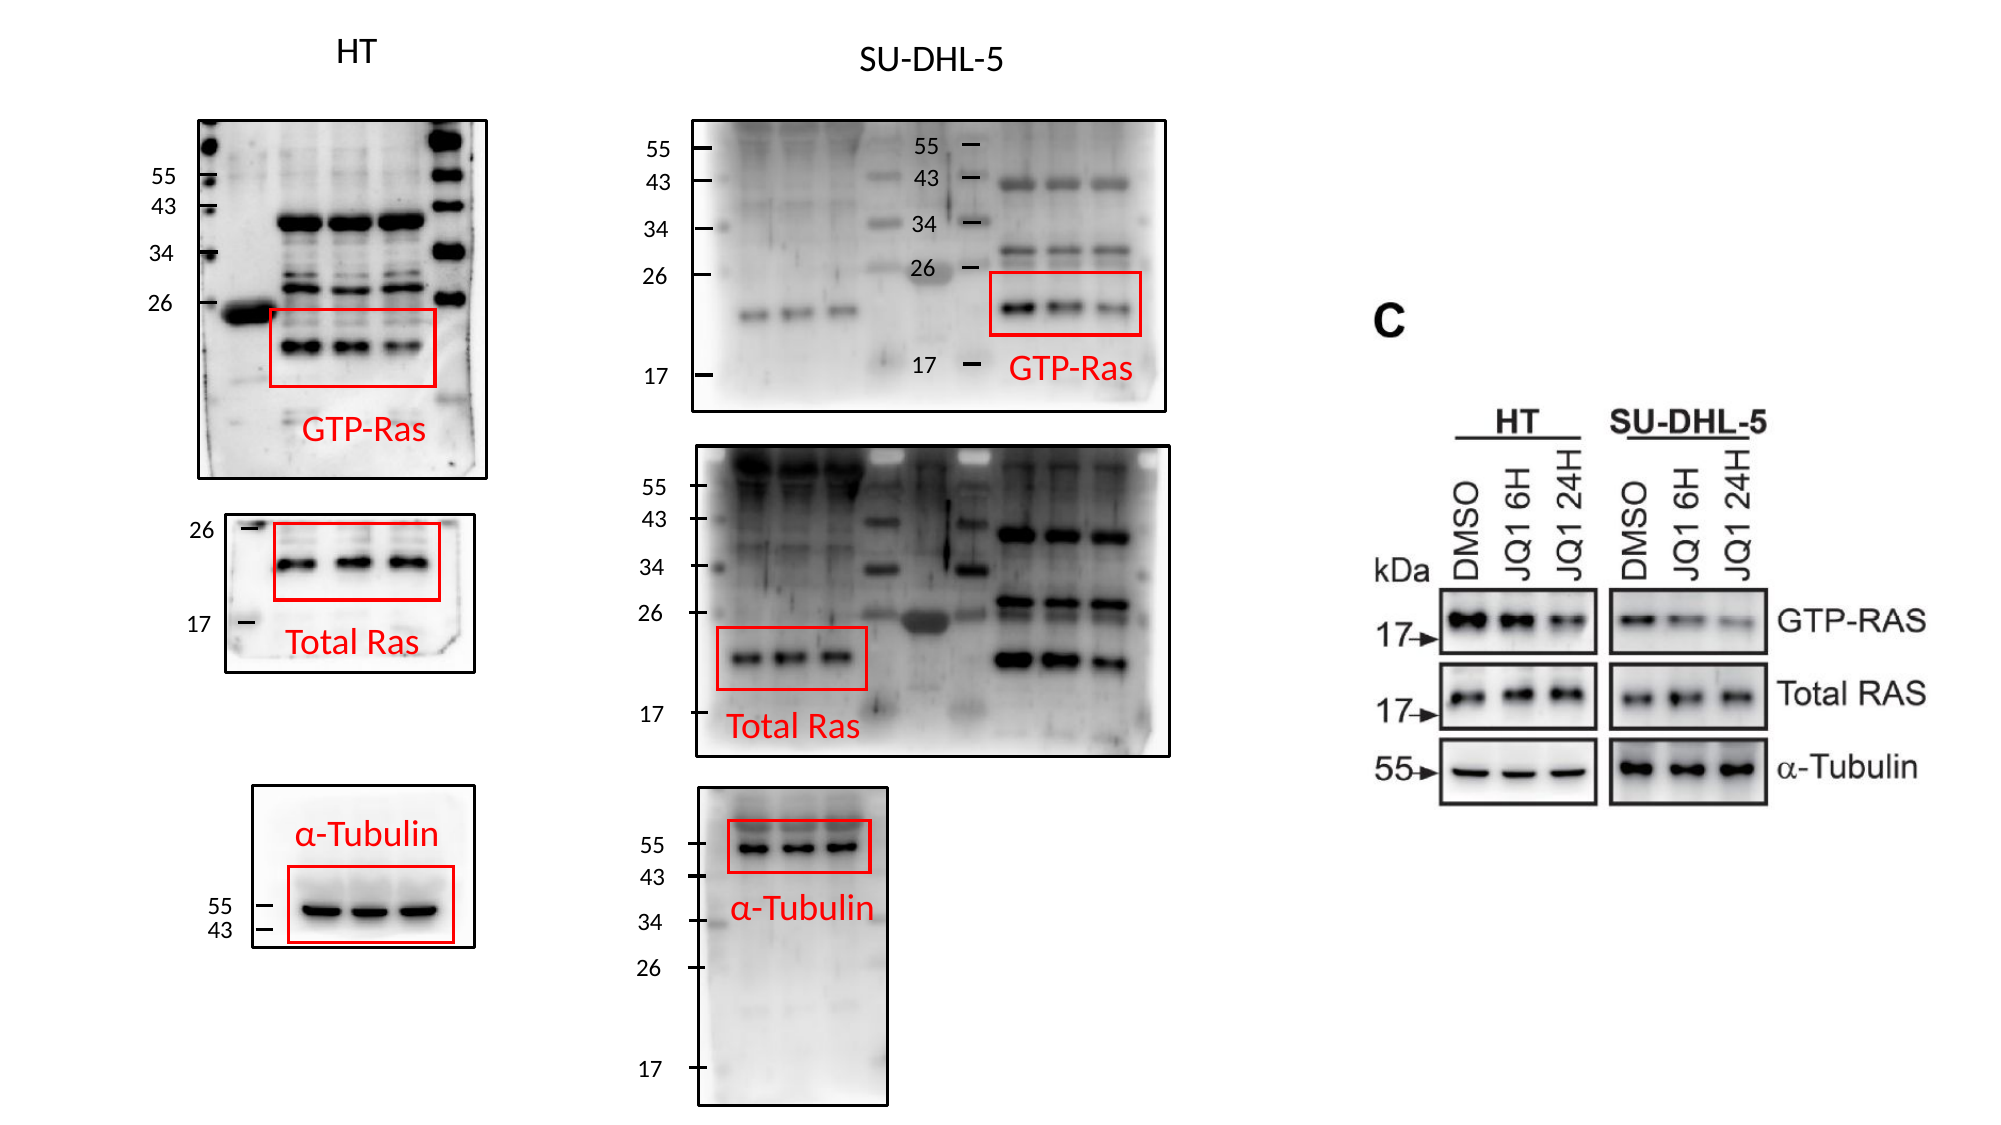

HT
SU-DHL-5
55
55
55
43
43
43
34
34
34
26
26
26
GTP-Ras
17
17
GTP-Ras
55
43
26
34
26
17
Total Ras
17
Total Ras
α-Tubulin
55
43
α-Tubulin
55
34
43
26
17

## Slide 35
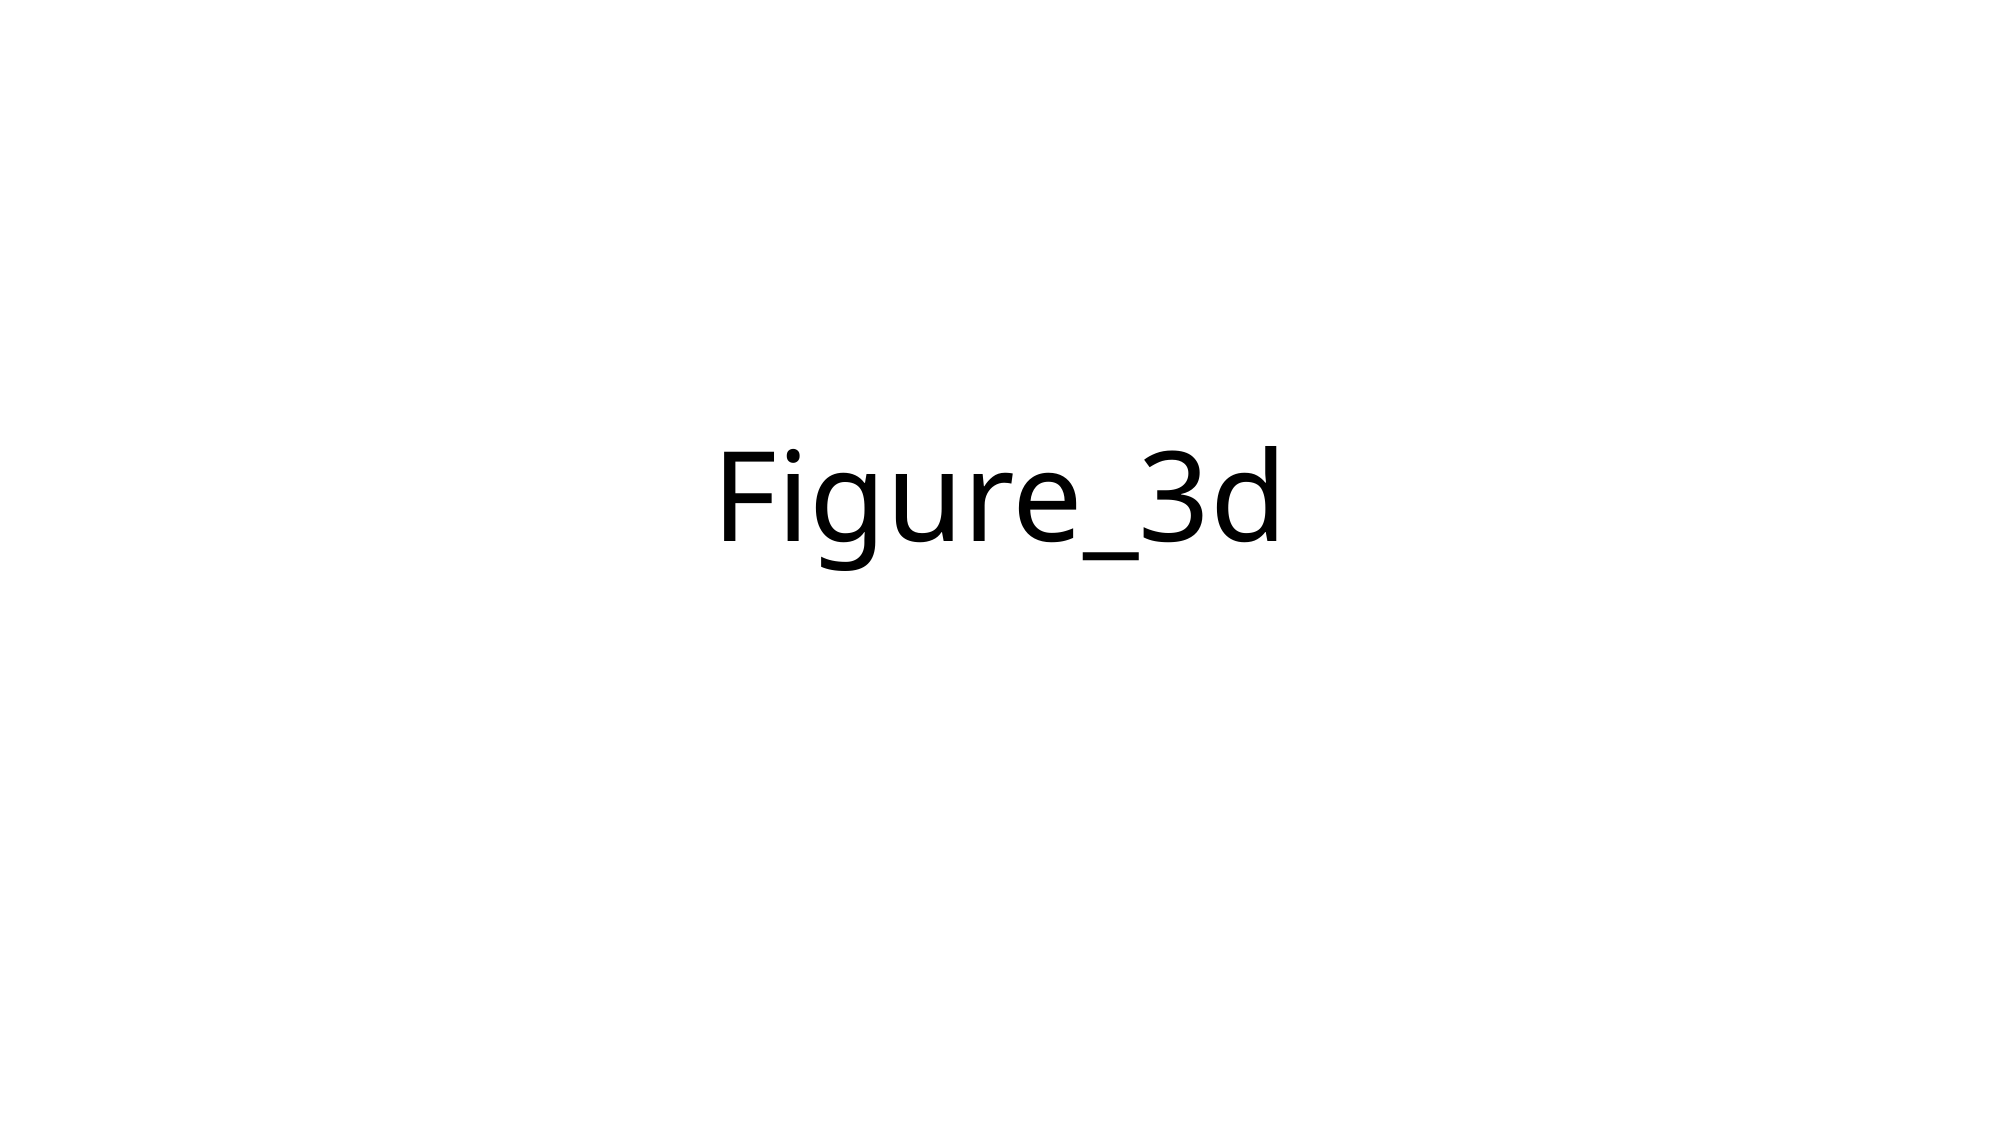

# Figure_3d

## Slide 36
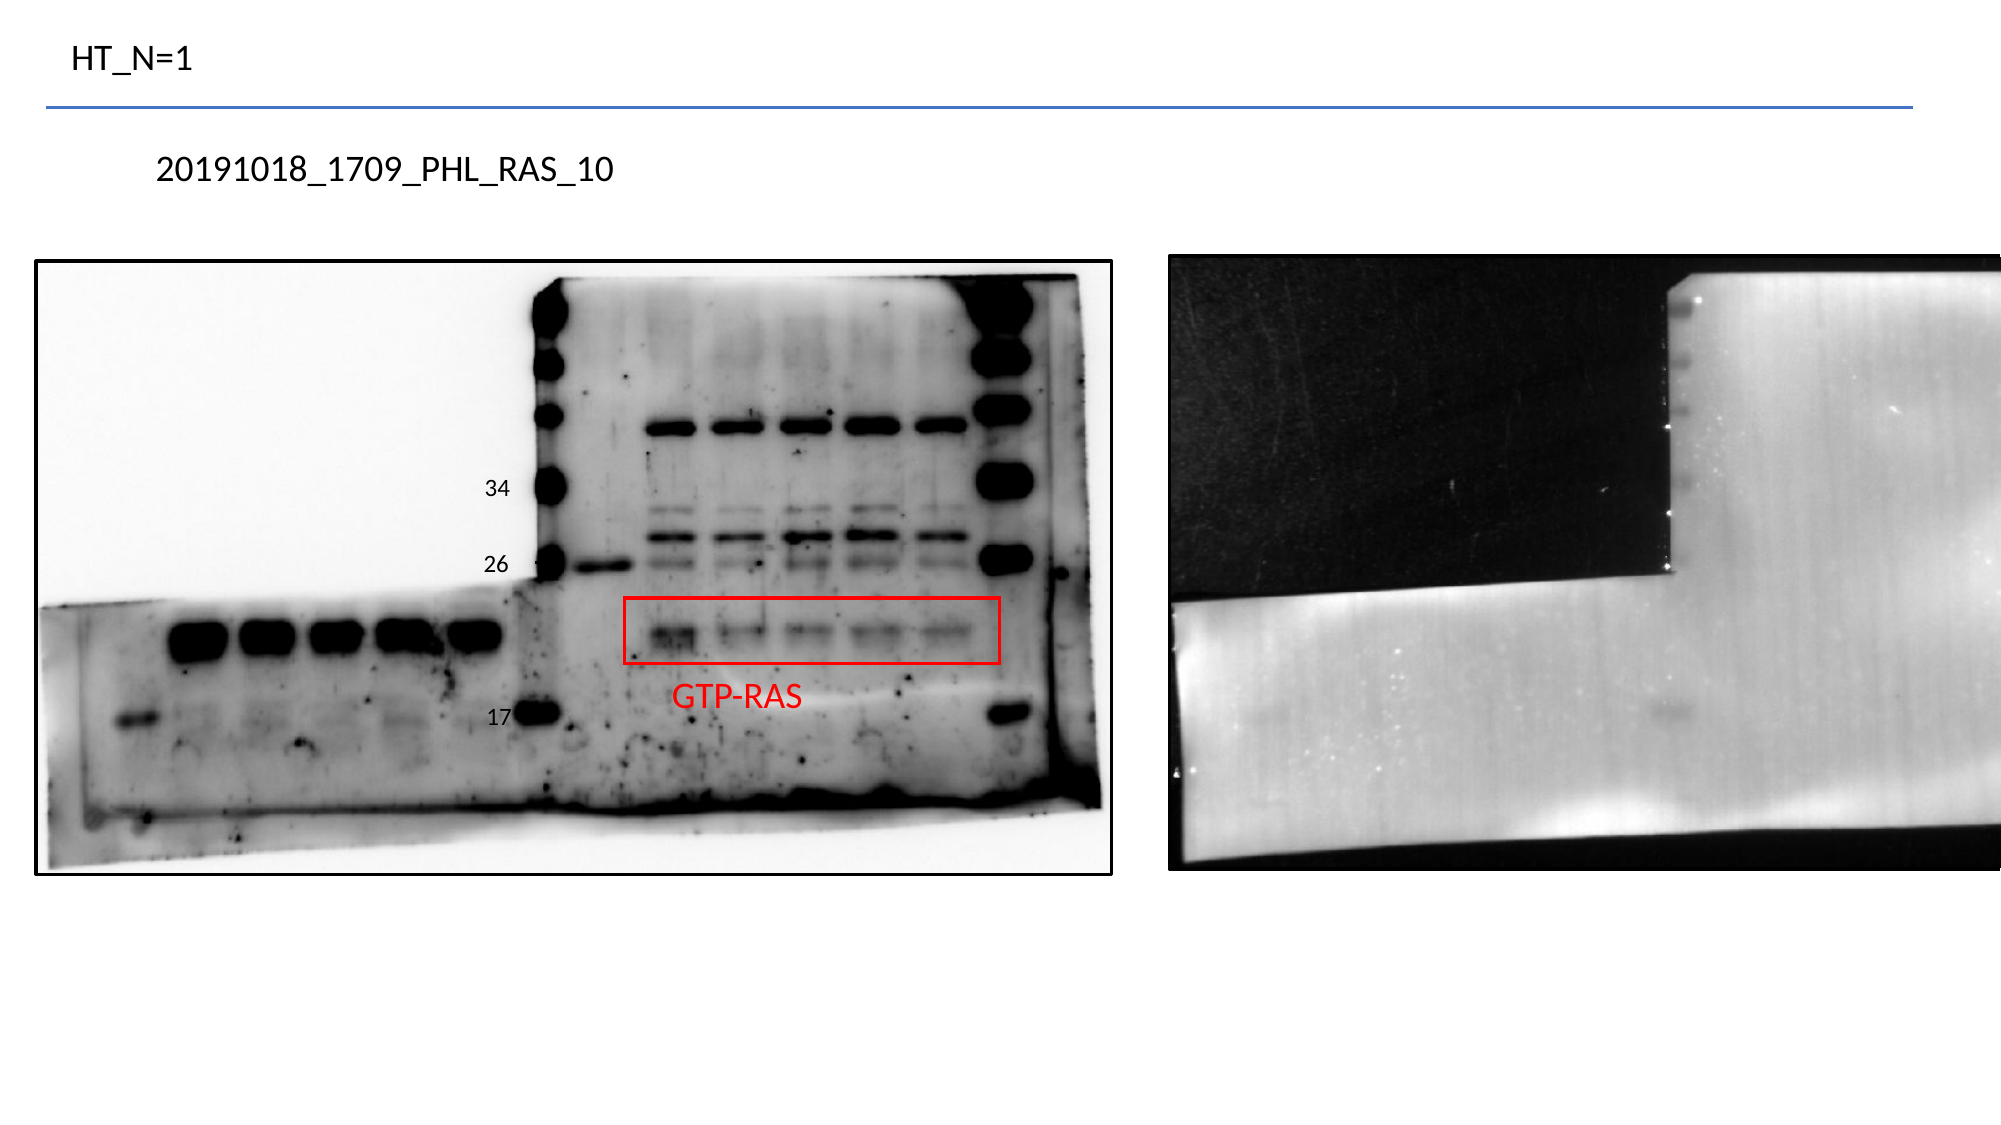

HT_N=1
20191018_1709_PHL_RAS_10
34
26
GTP-RAS
17

## Slide 37
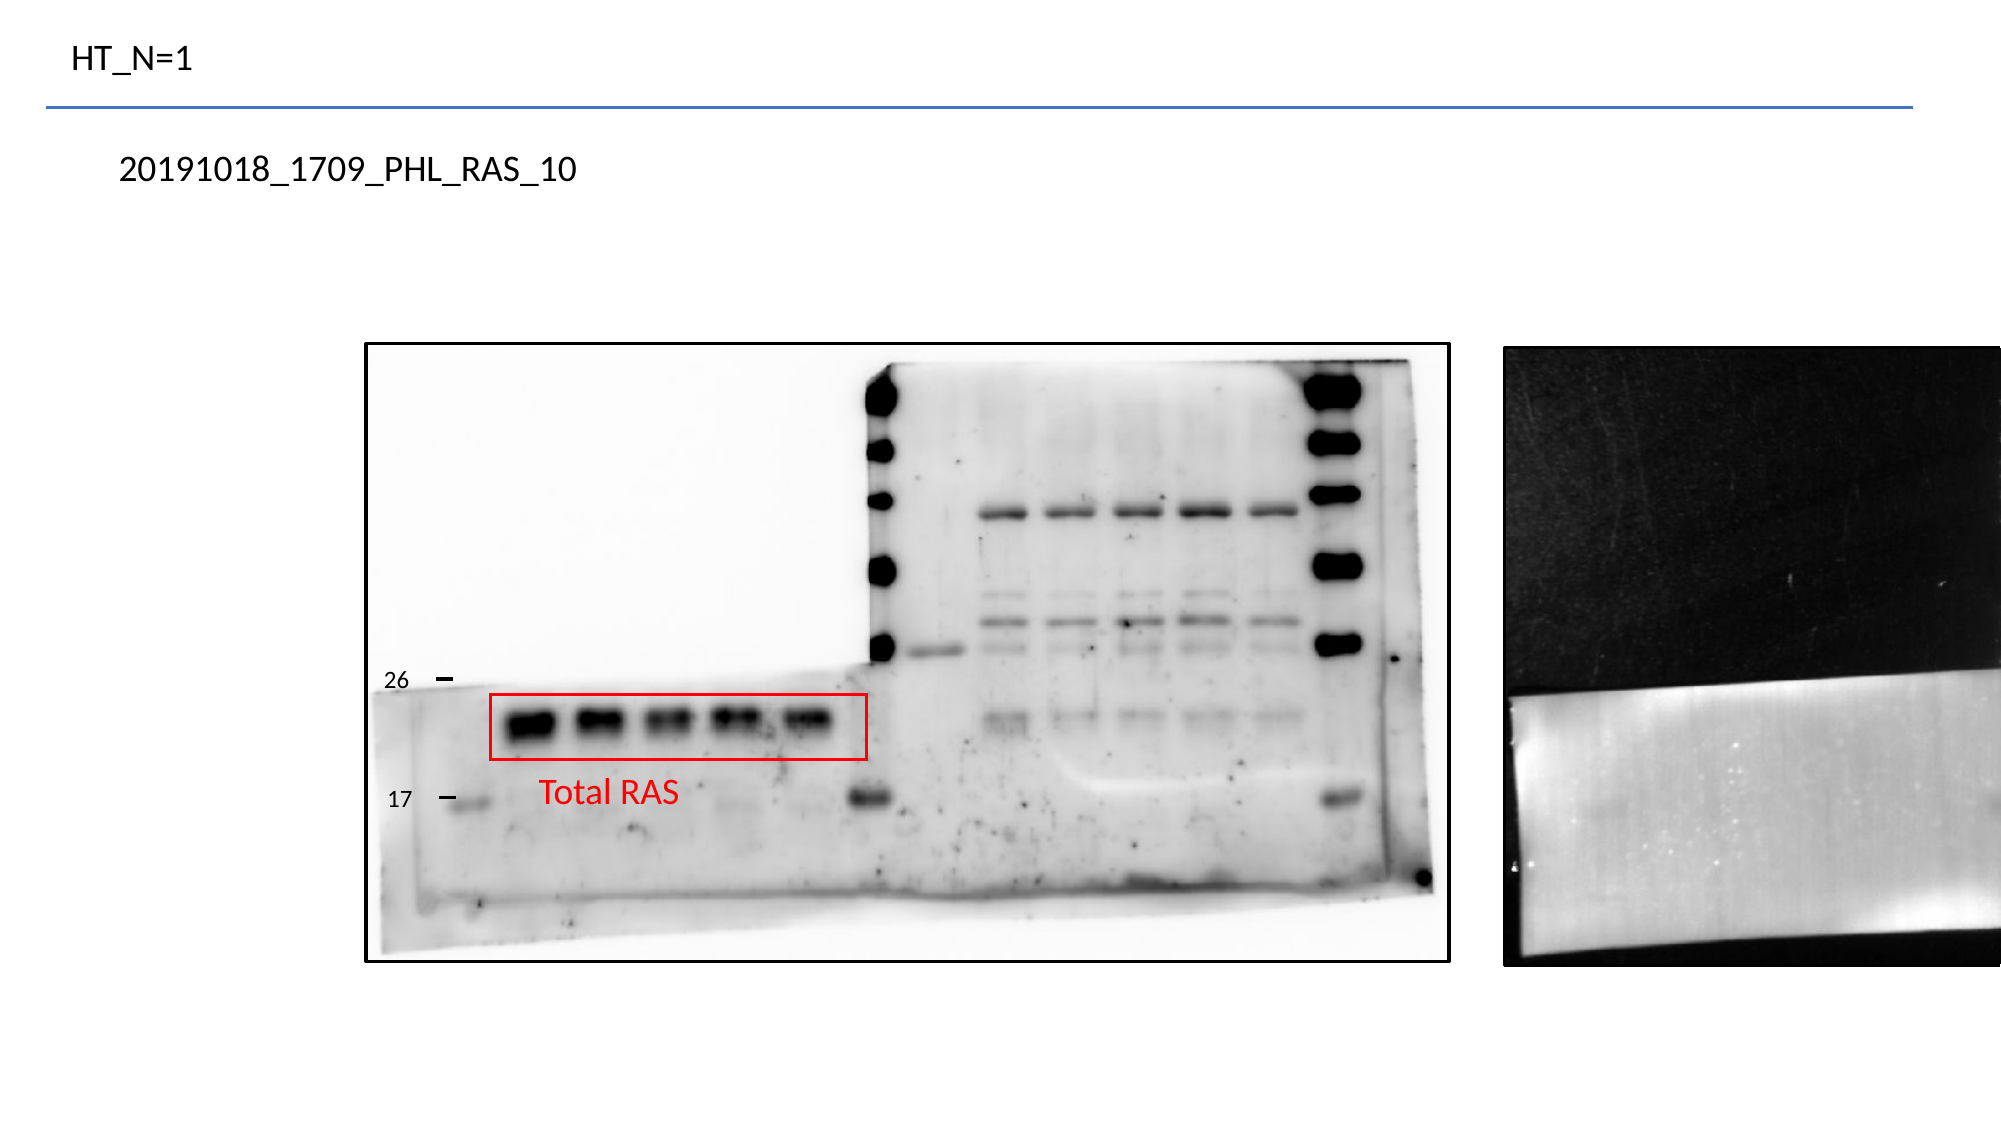

HT_N=1
20191018_1709_PHL_RAS_10
26
Total RAS
17

## Slide 38
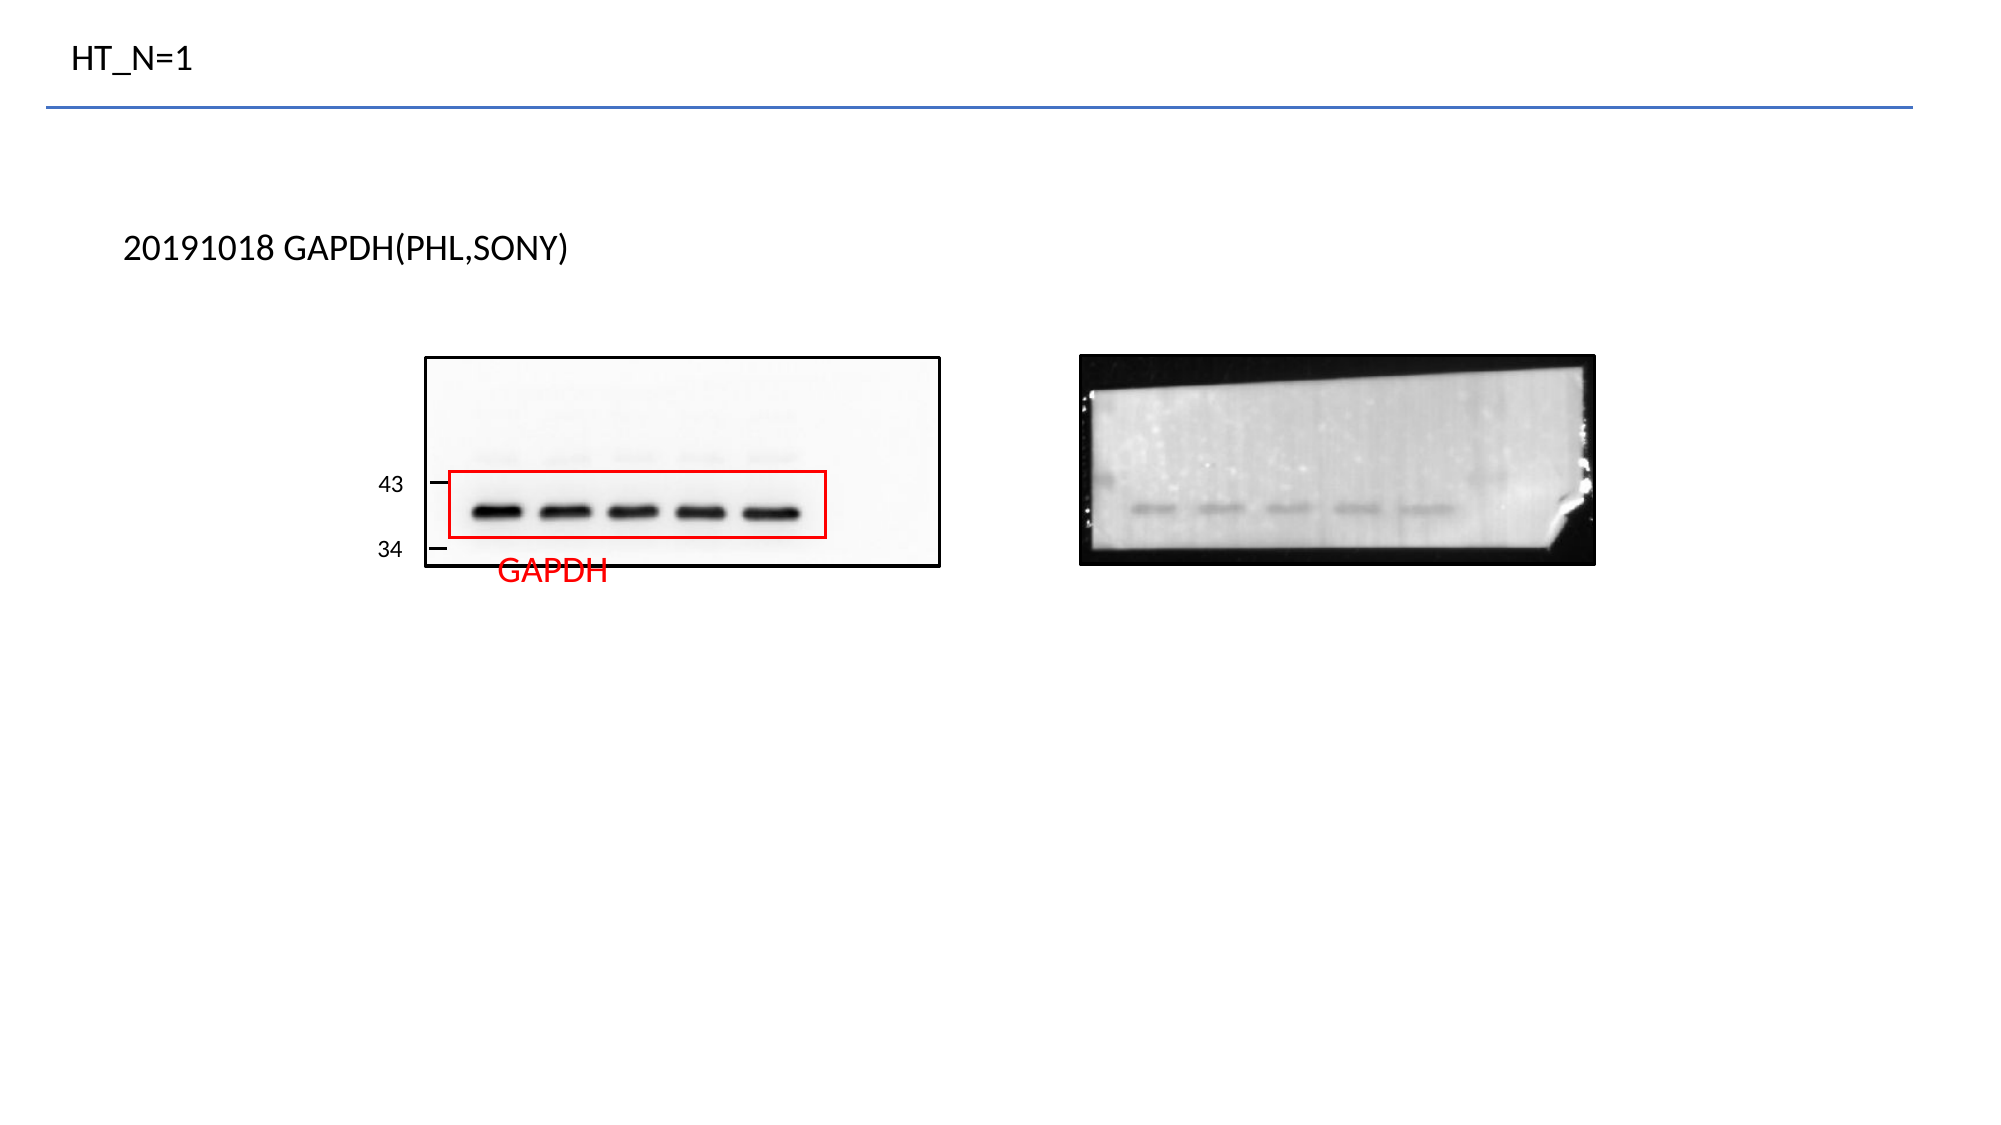

HT_N=1
20191018 GAPDH(PHL,SONY)
43
34
GAPDH

## Slide 39
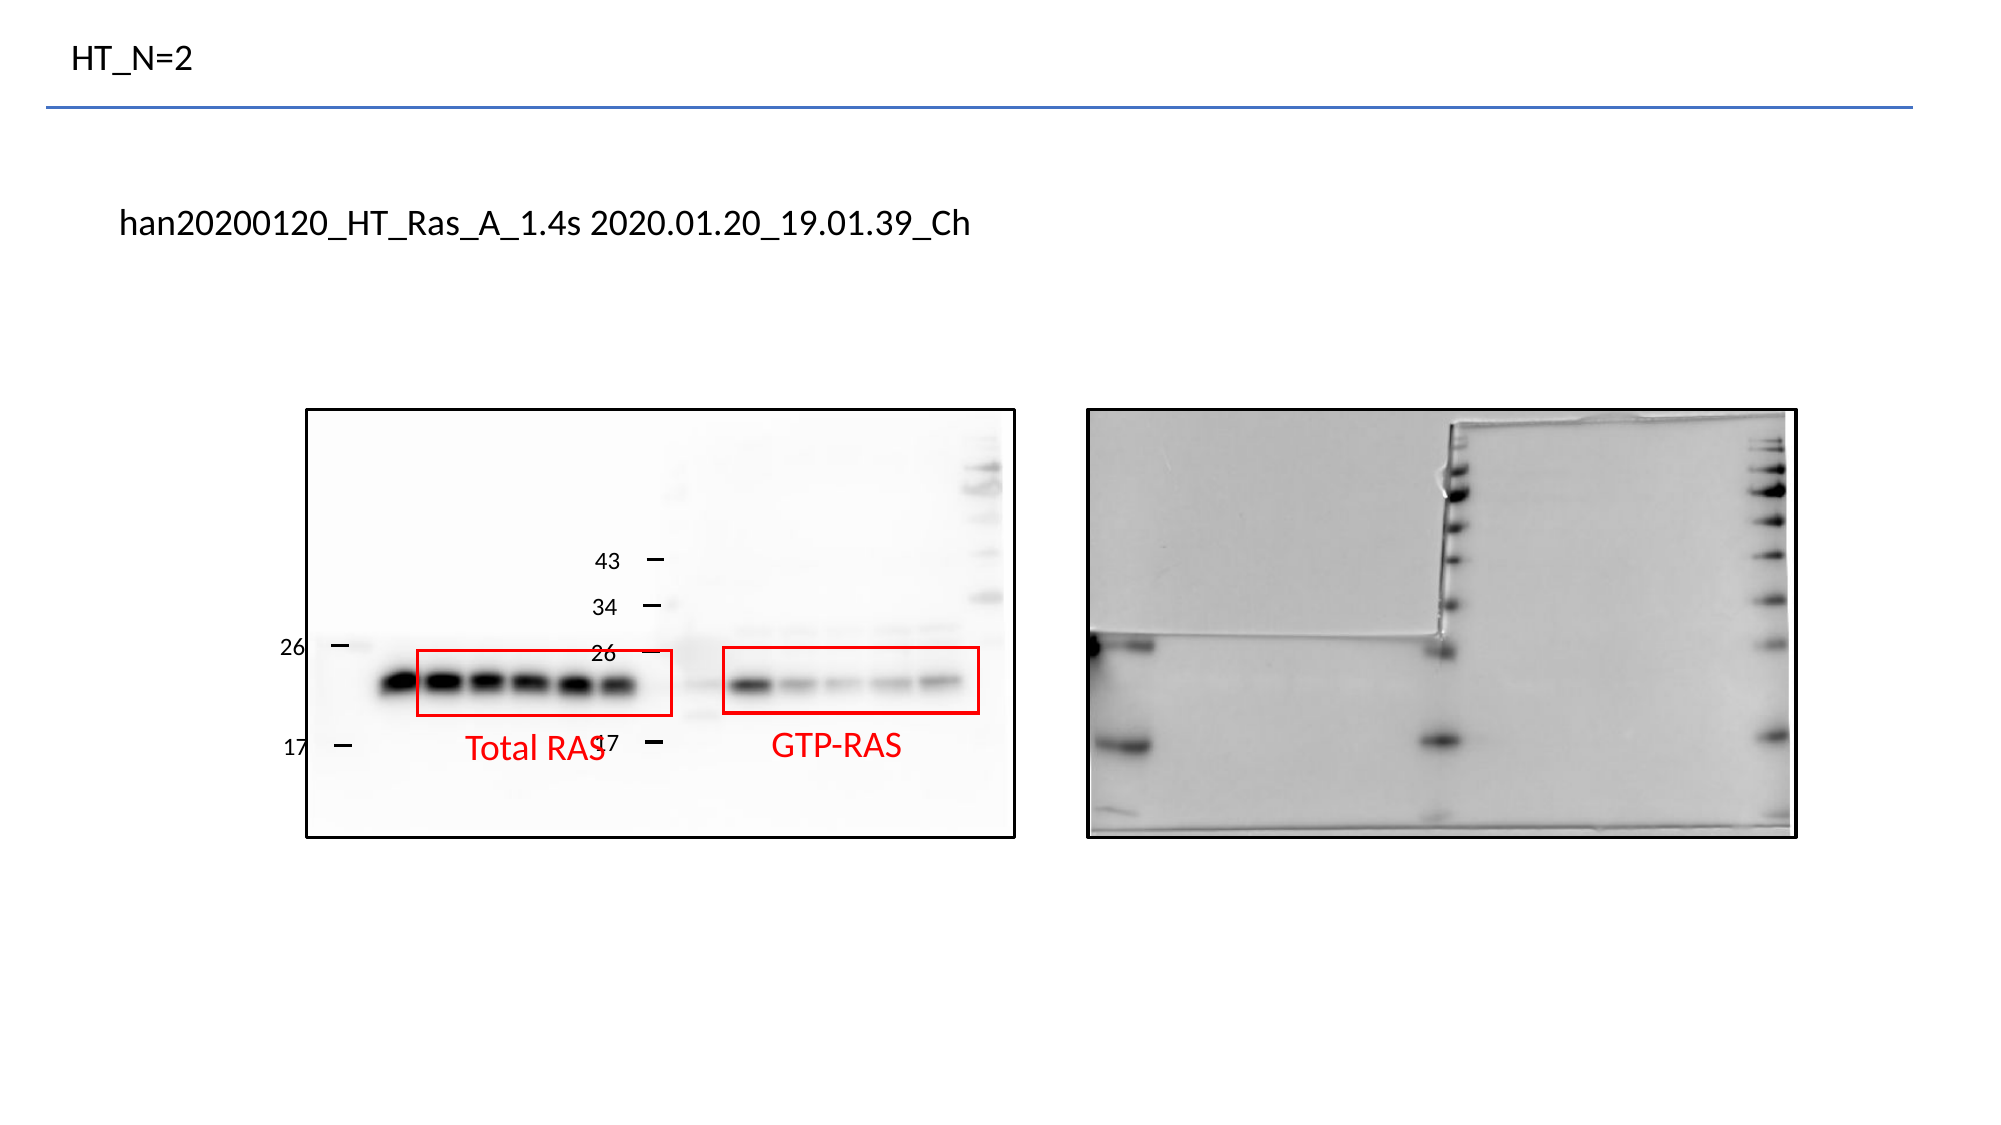

HT_N=2
han20200120_HT_Ras_A_1.4s 2020.01.20_19.01.39_Ch
43
34
26
26
GTP-RAS
Total RAS
17
17

## Slide 40
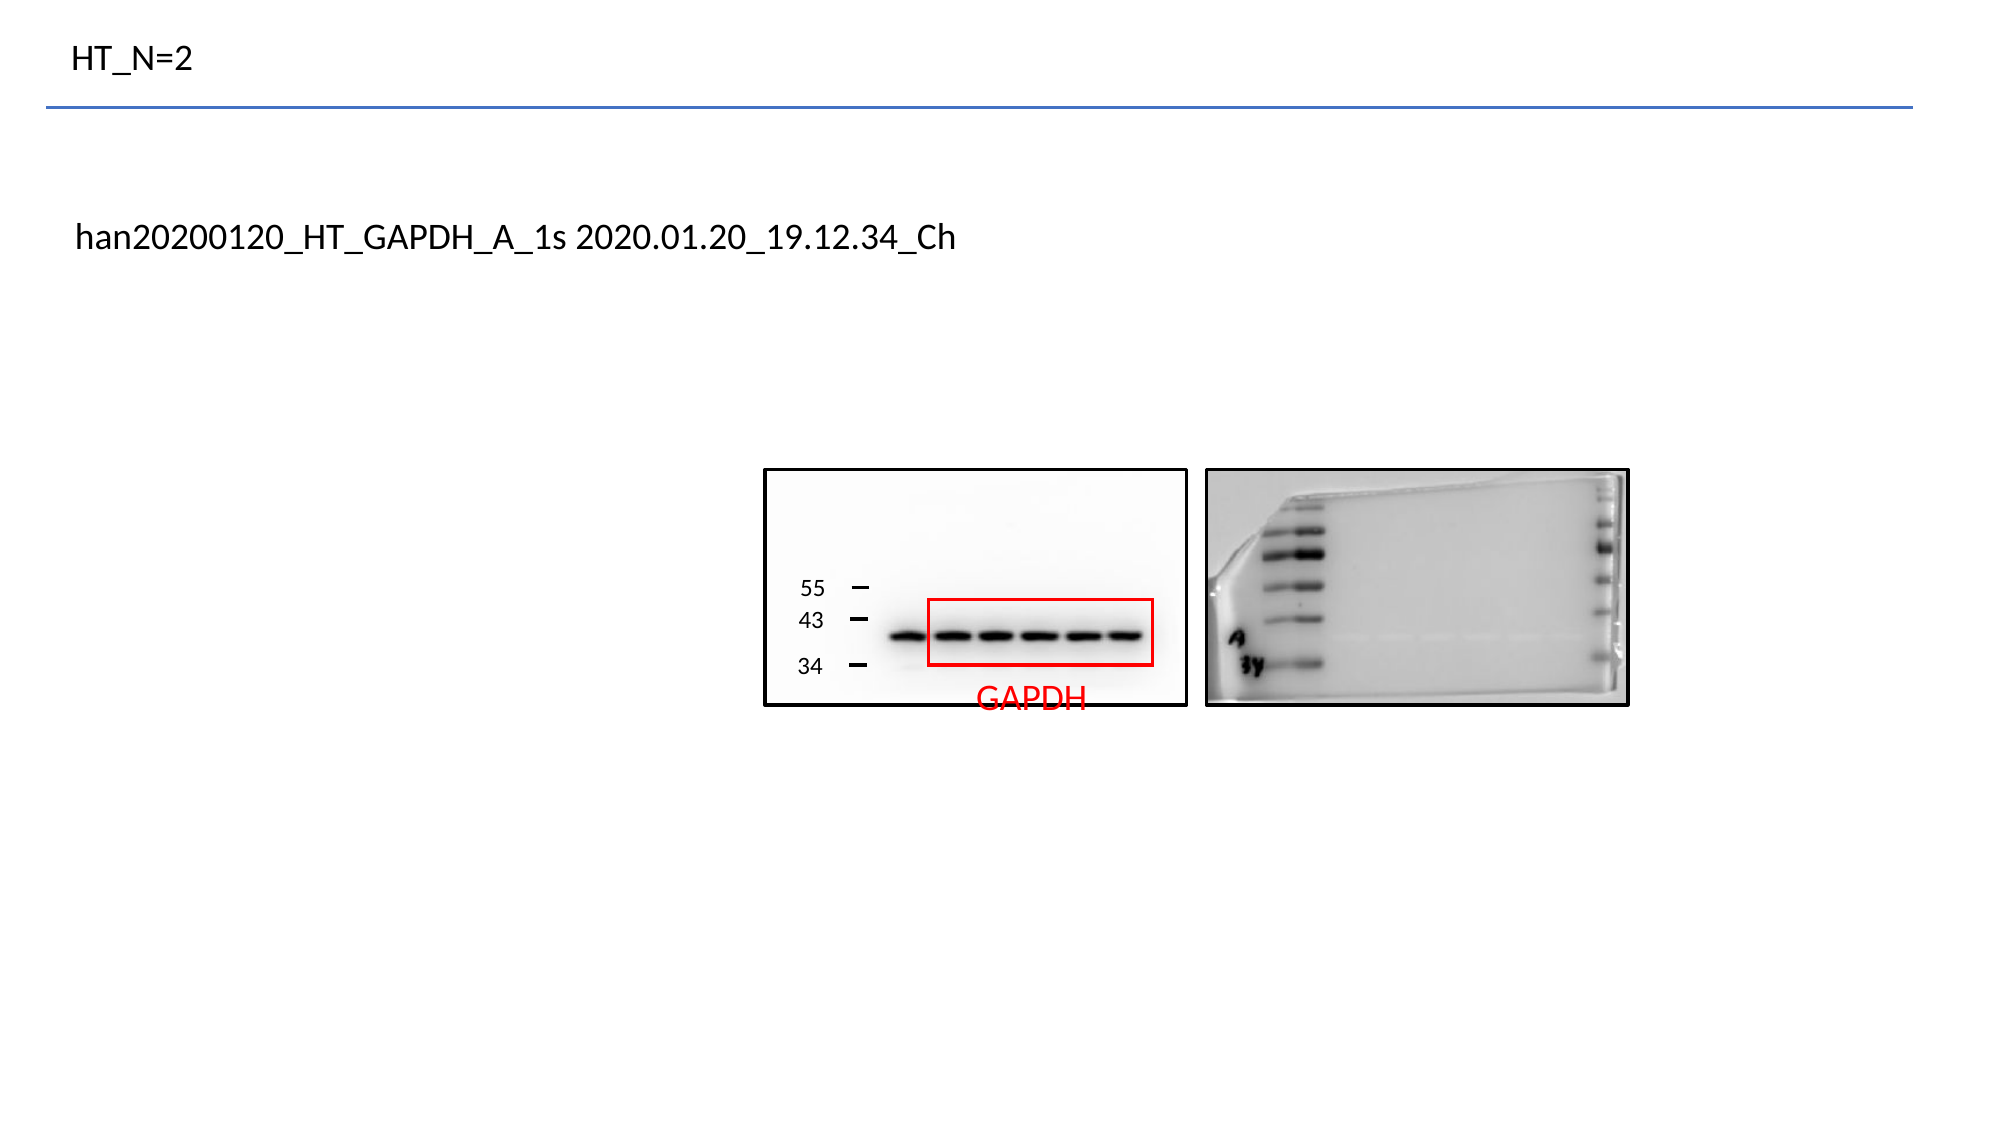

HT_N=2
han20200120_HT_GAPDH_A_1s 2020.01.20_19.12.34_Ch
55
43
34
GAPDH

## Slide 41
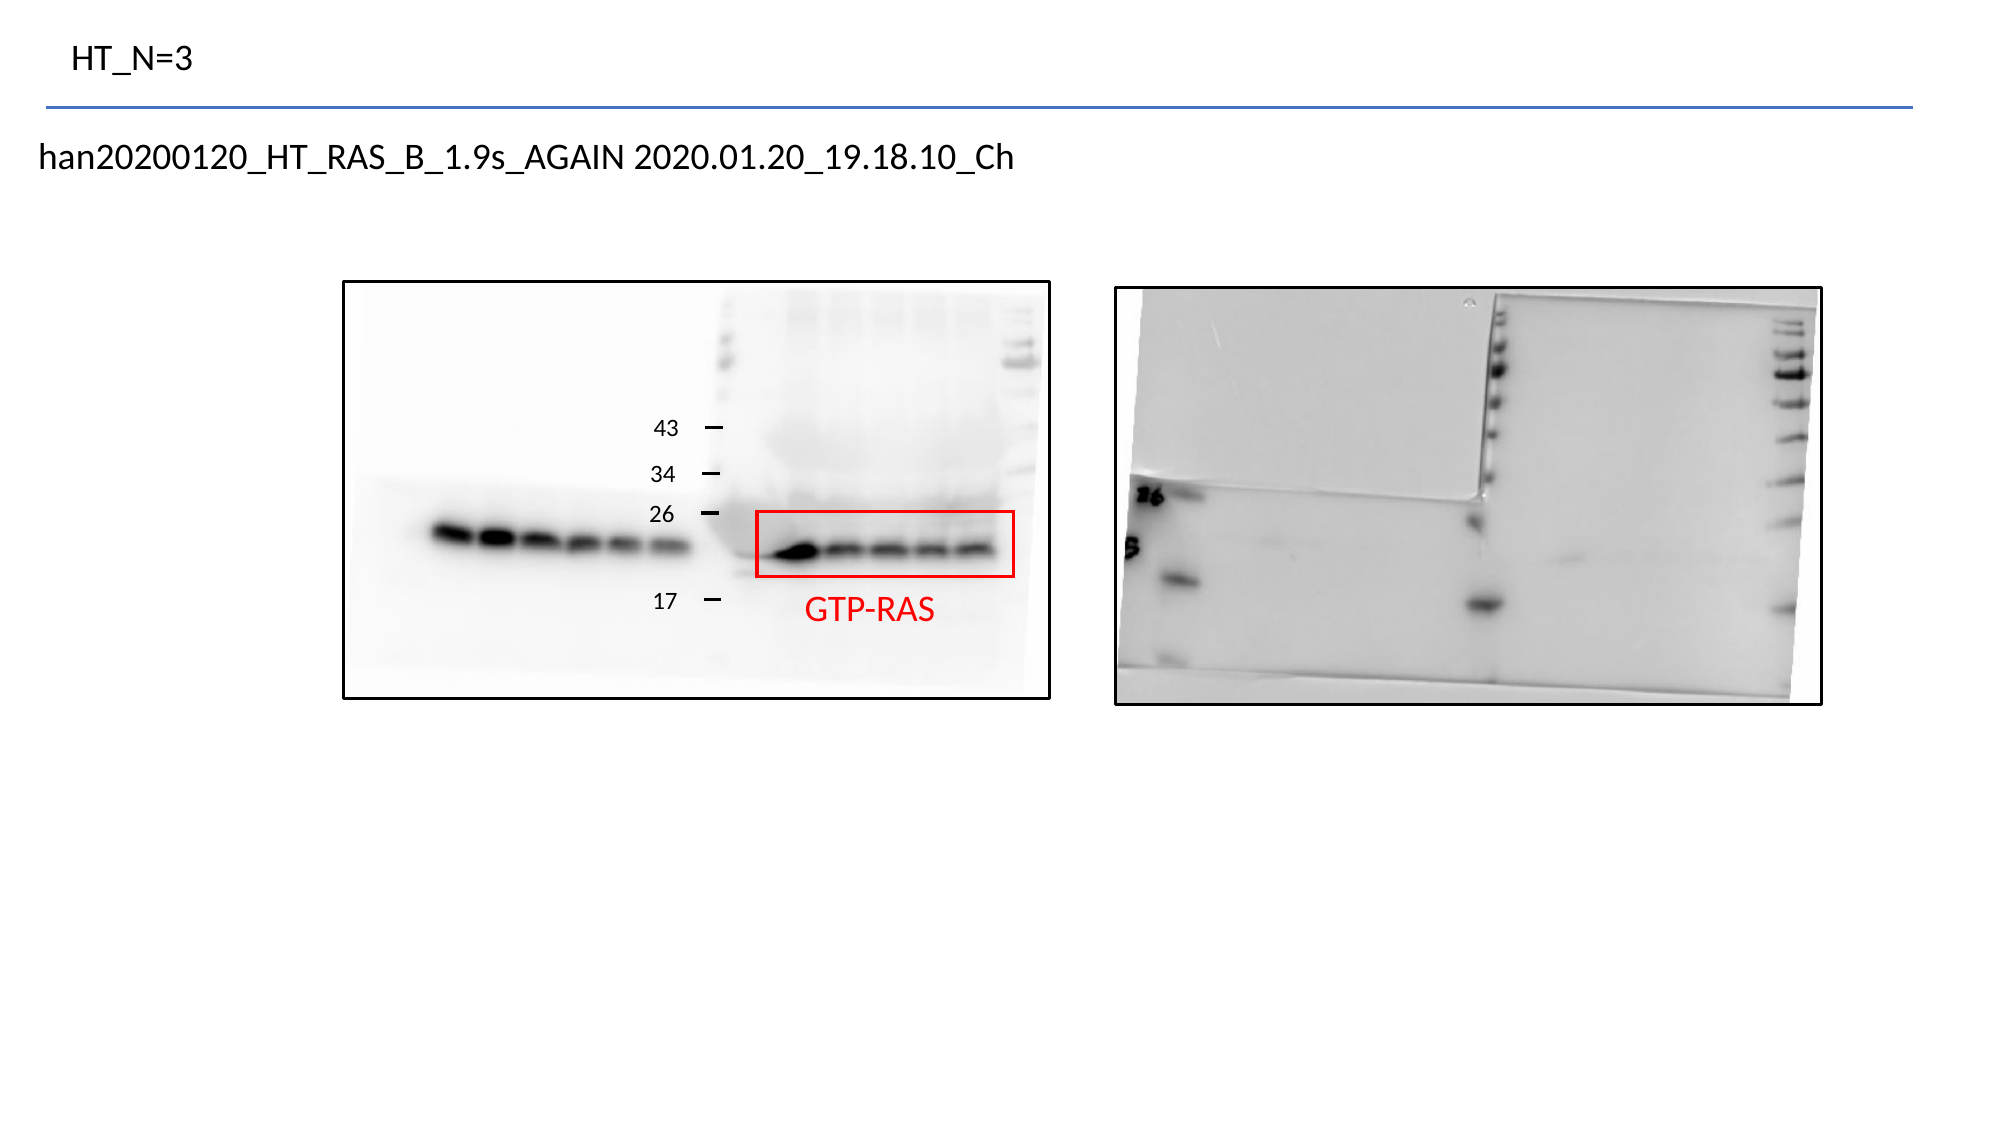

HT_N=3
han20200120_HT_RAS_B_1.9s_AGAIN 2020.01.20_19.18.10_Ch
43
34
26
GTP-RAS
17

## Slide 42
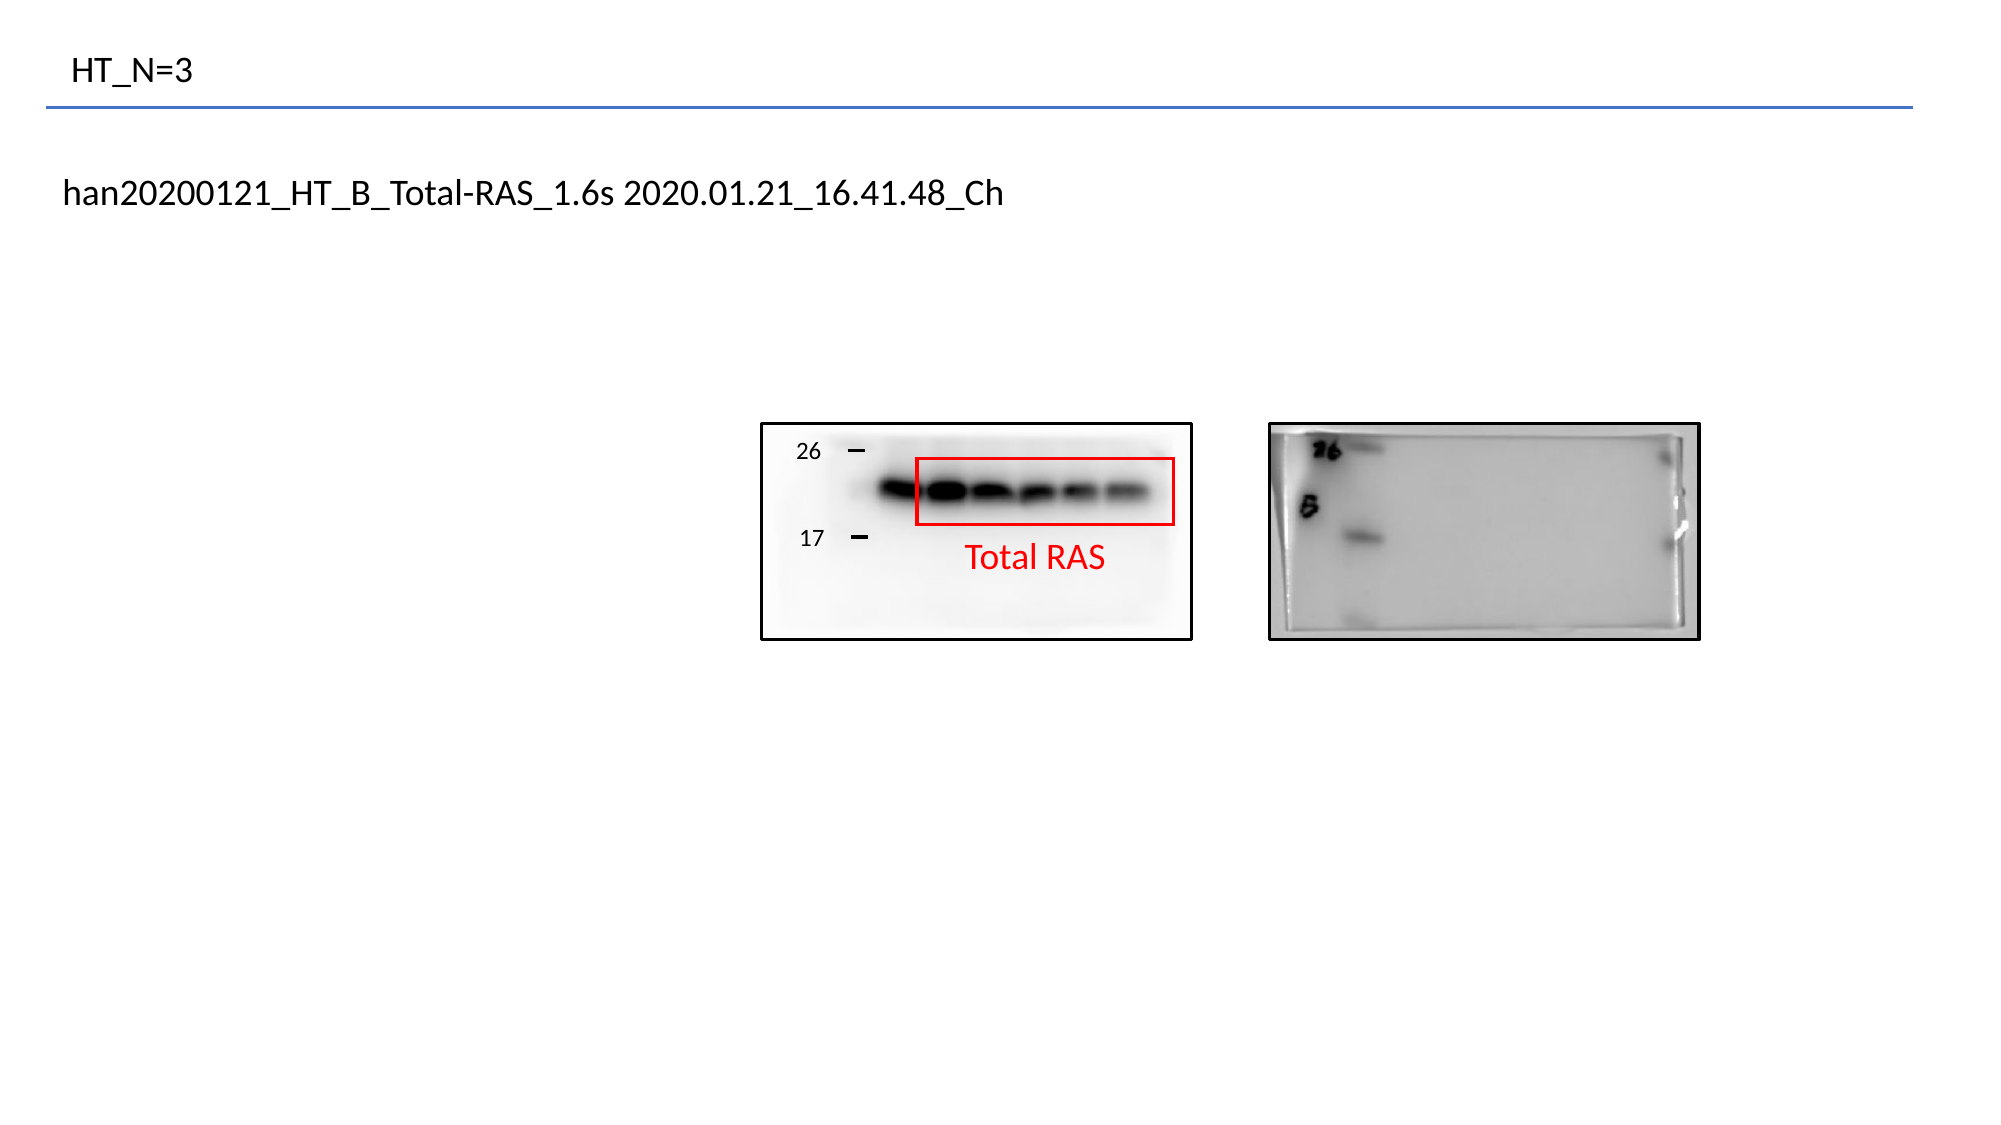

HT_N=3
han20200121_HT_B_Total-RAS_1.6s 2020.01.21_16.41.48_Ch
26
17
Total RAS

## Slide 43
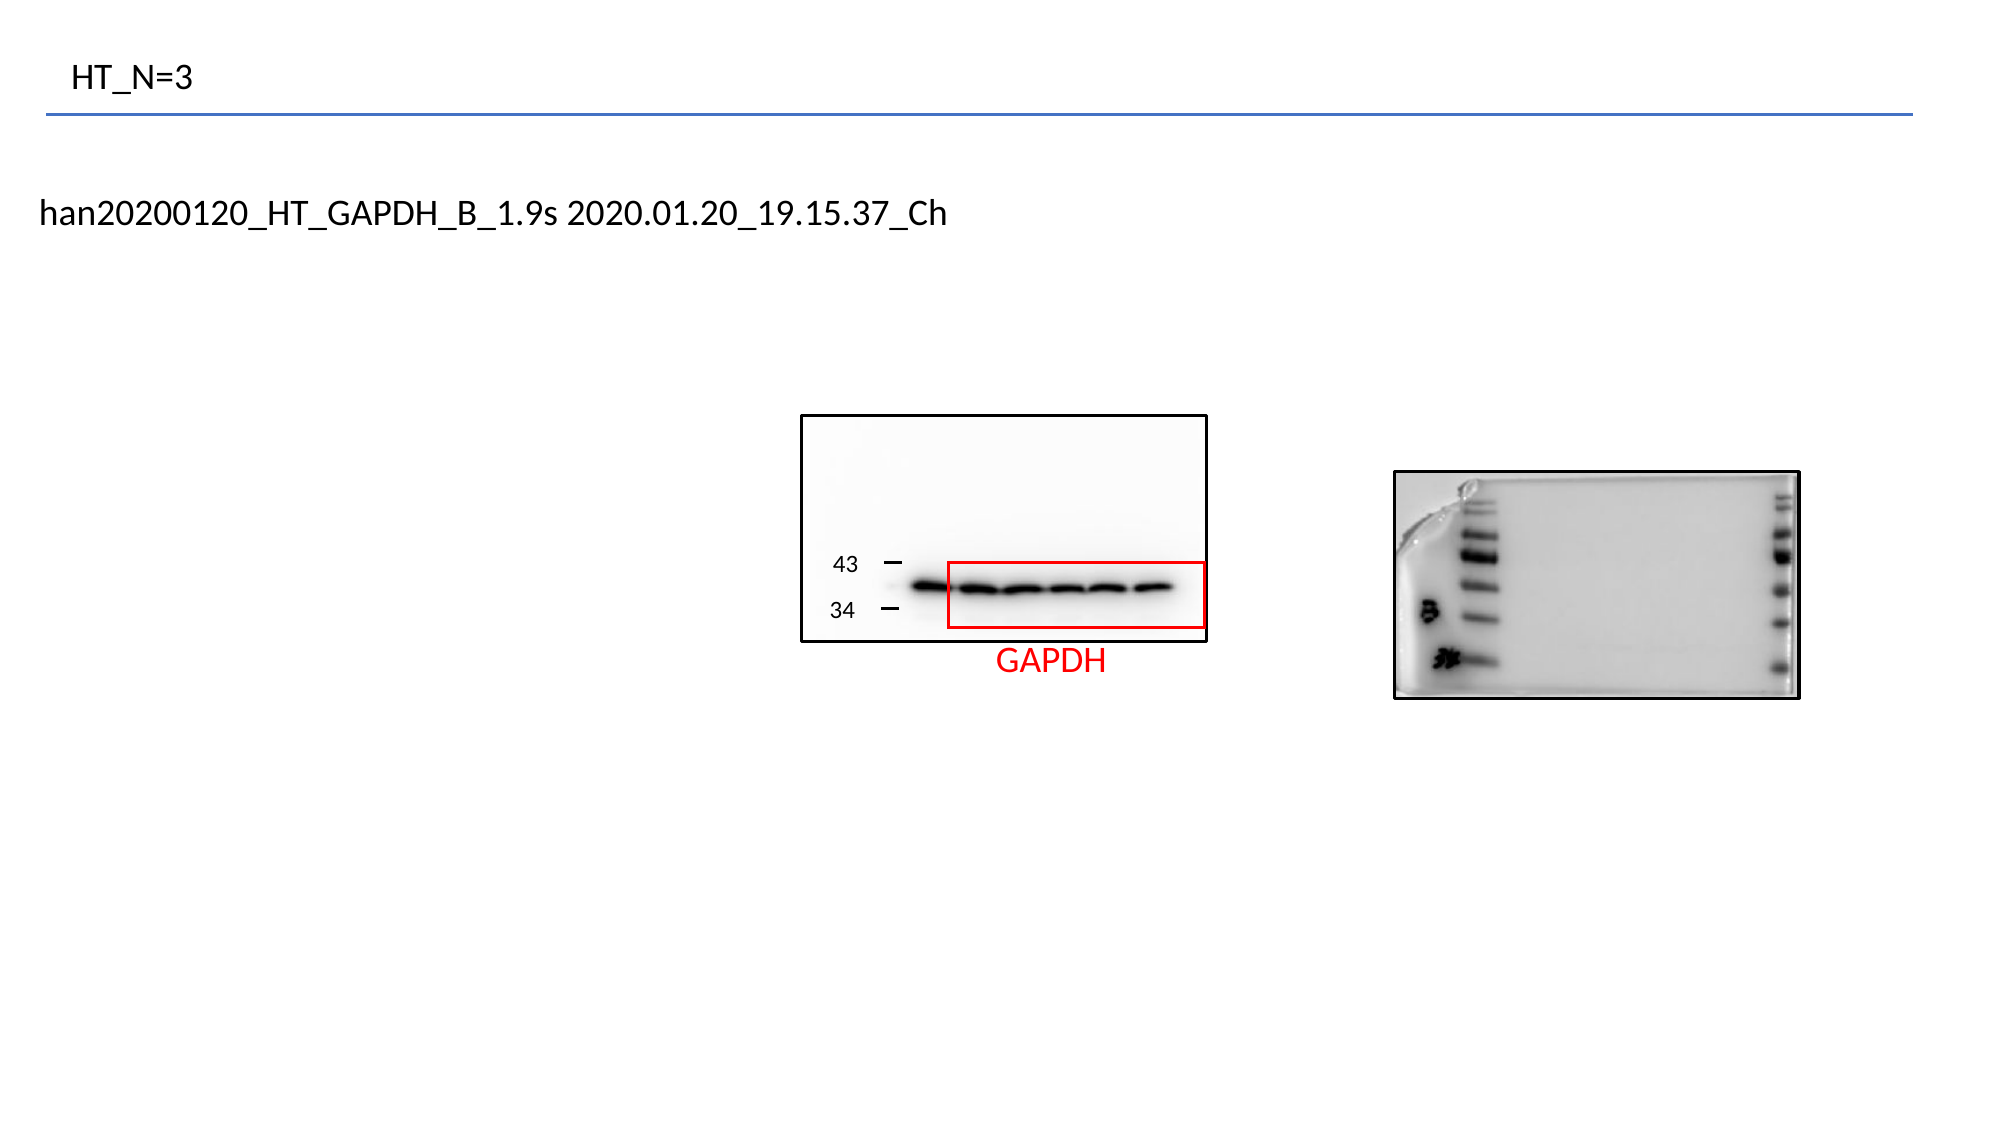

HT_N=3
han20200120_HT_GAPDH_B_1.9s 2020.01.20_19.15.37_Ch
43
34
GAPDH

## Slide 44
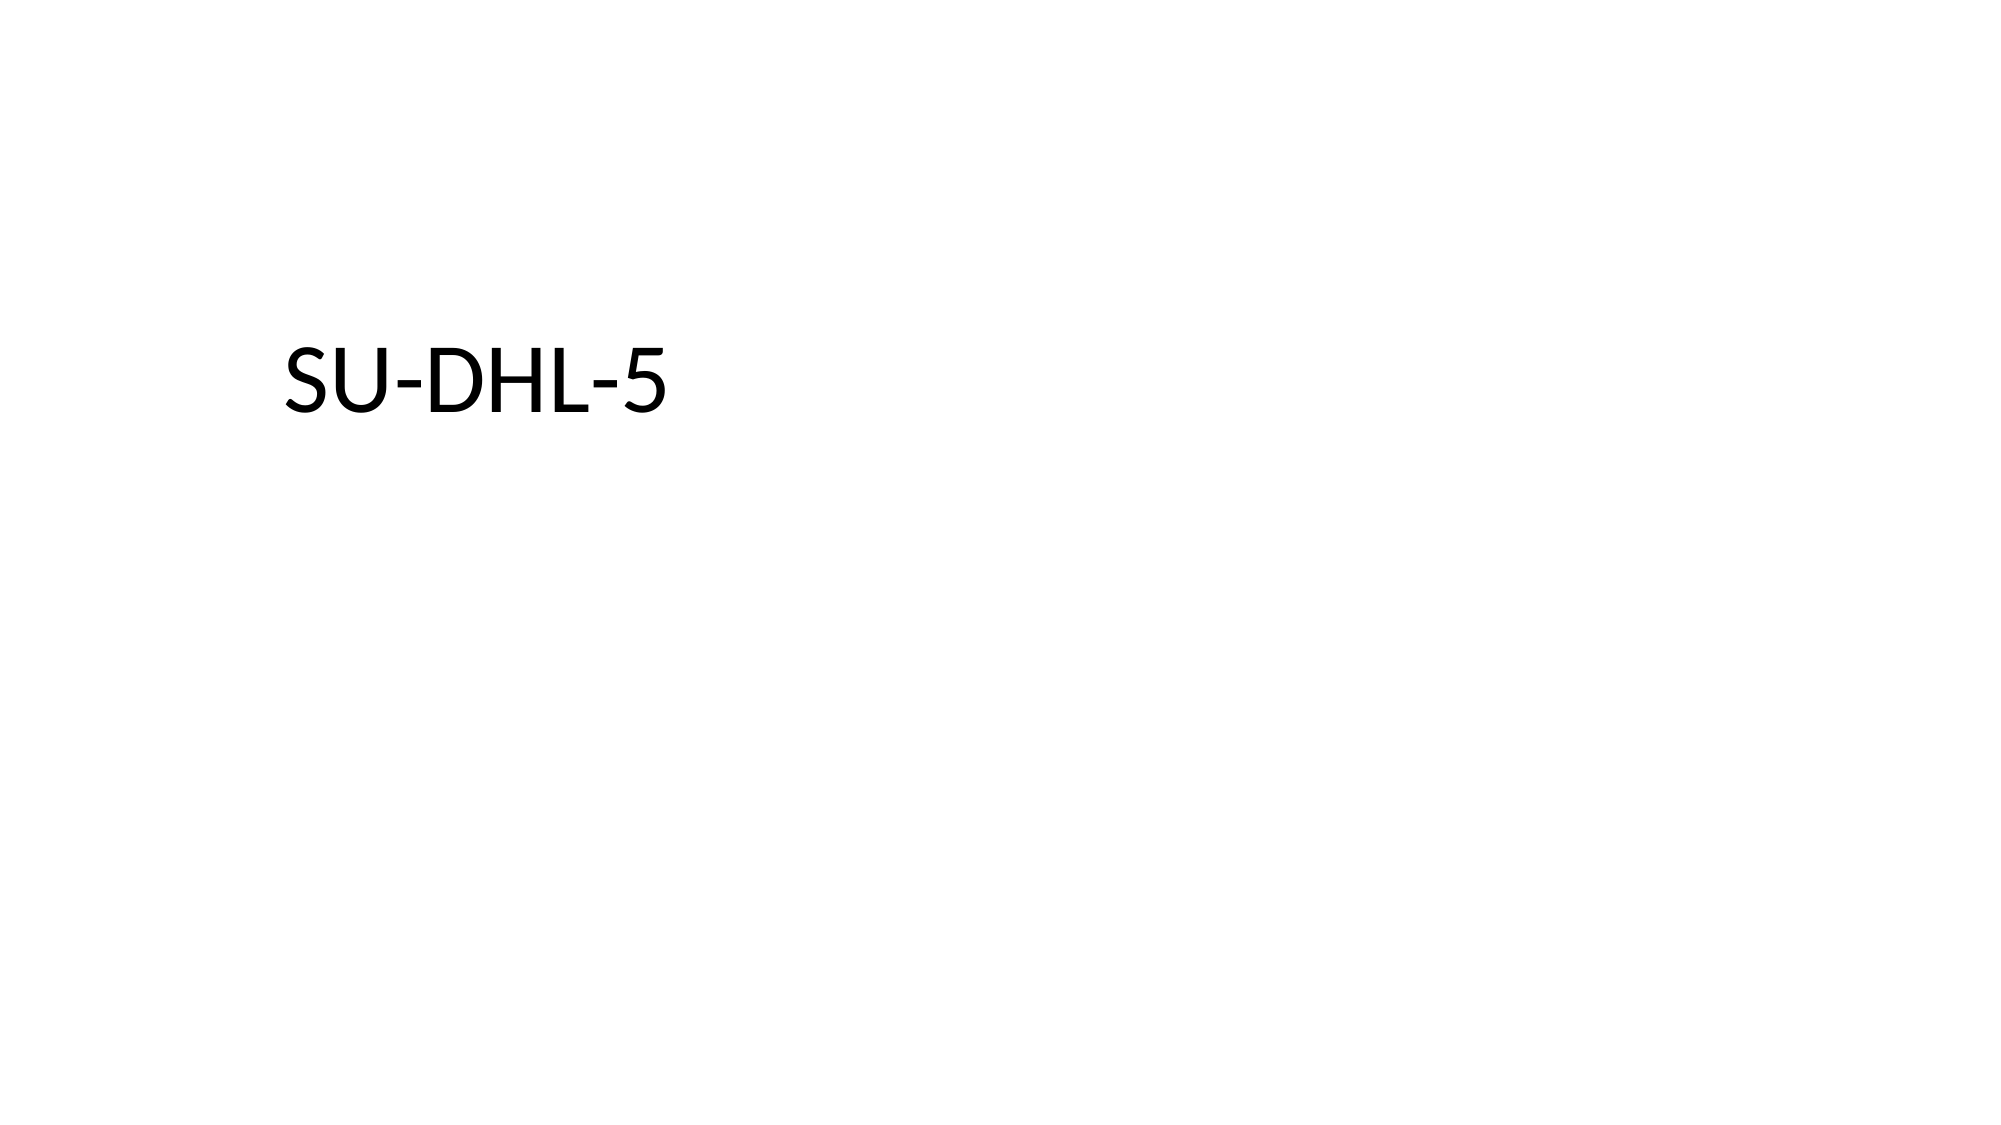

SU-DHL-5

## Slide 45
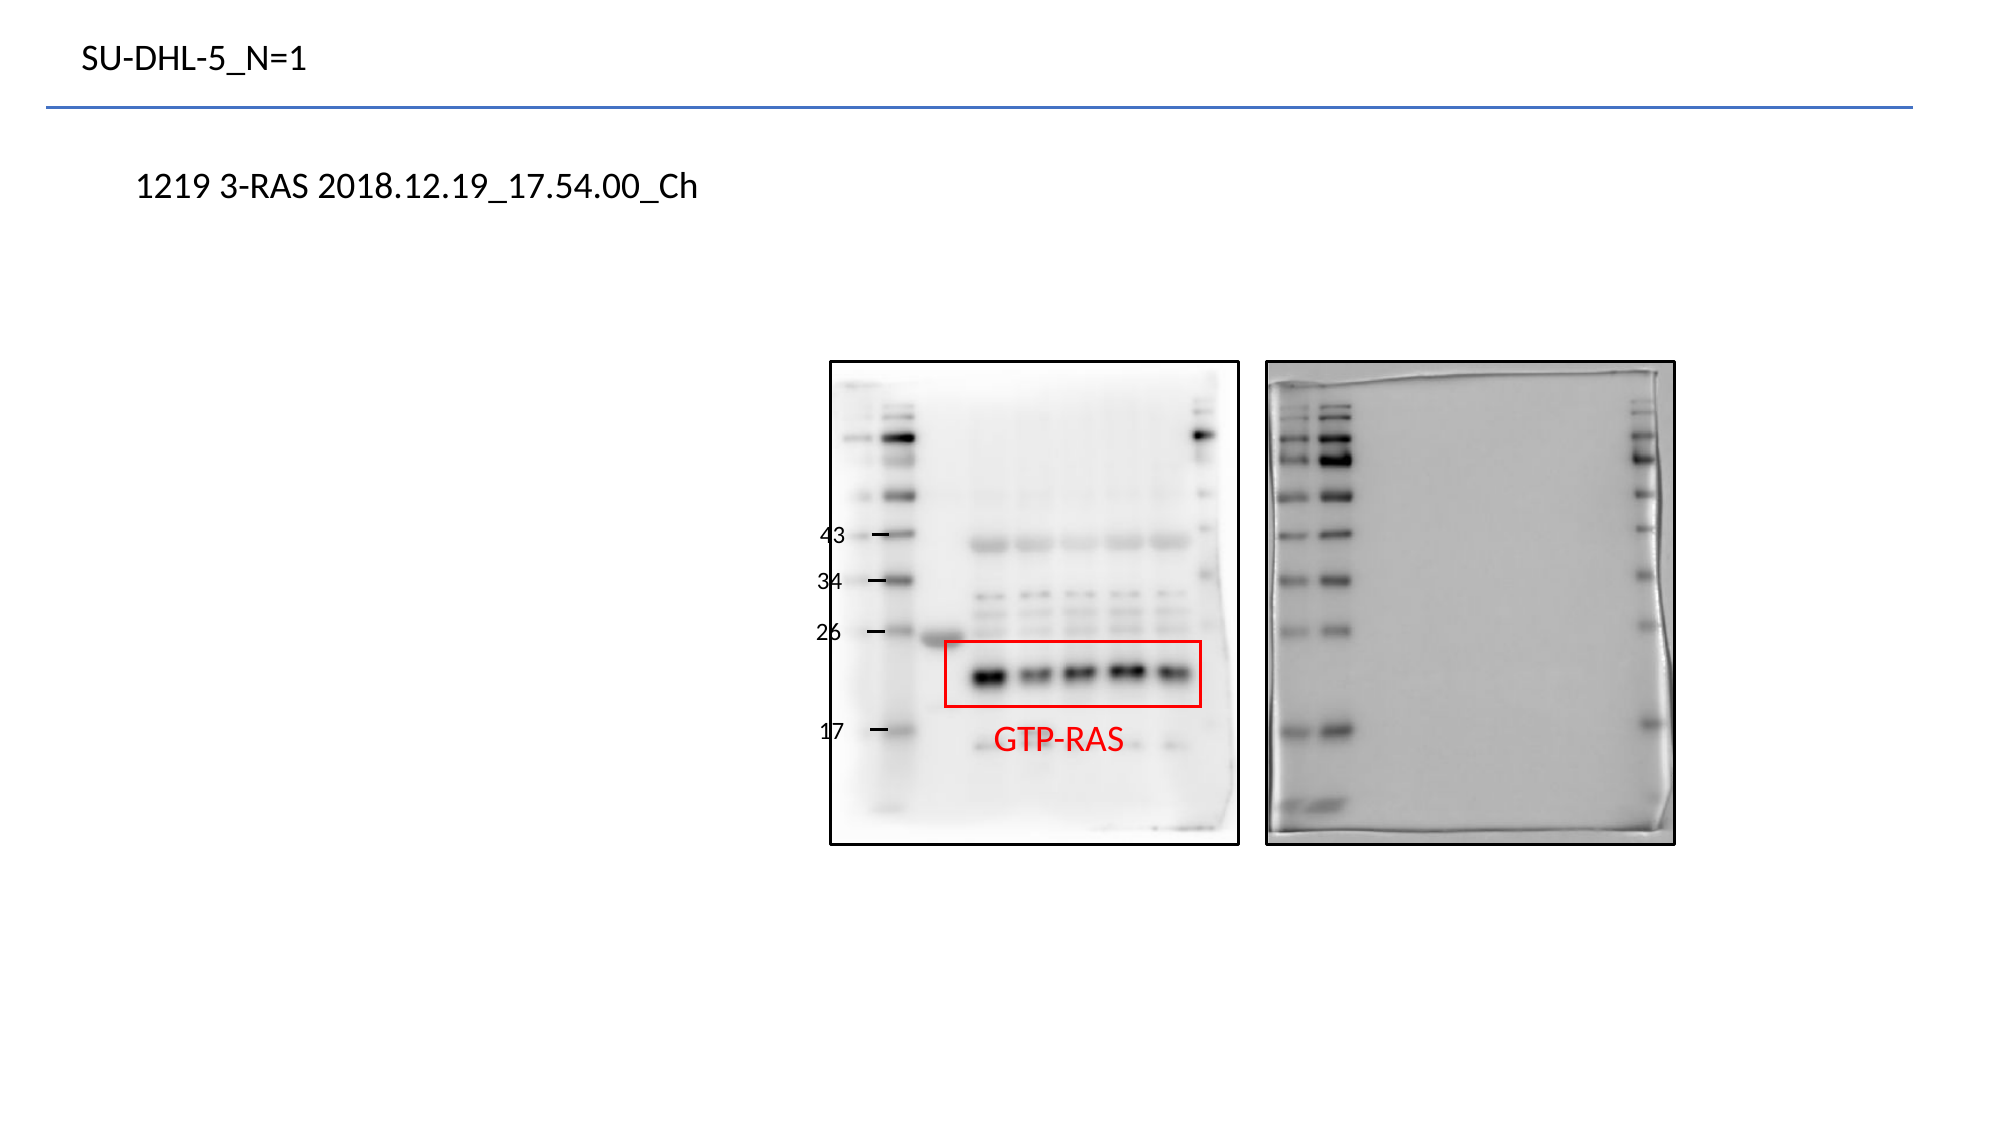

SU-DHL-5_N=1
1219 3-RAS 2018.12.19_17.54.00_Ch
43
34
26
17
GTP-RAS

## Slide 46
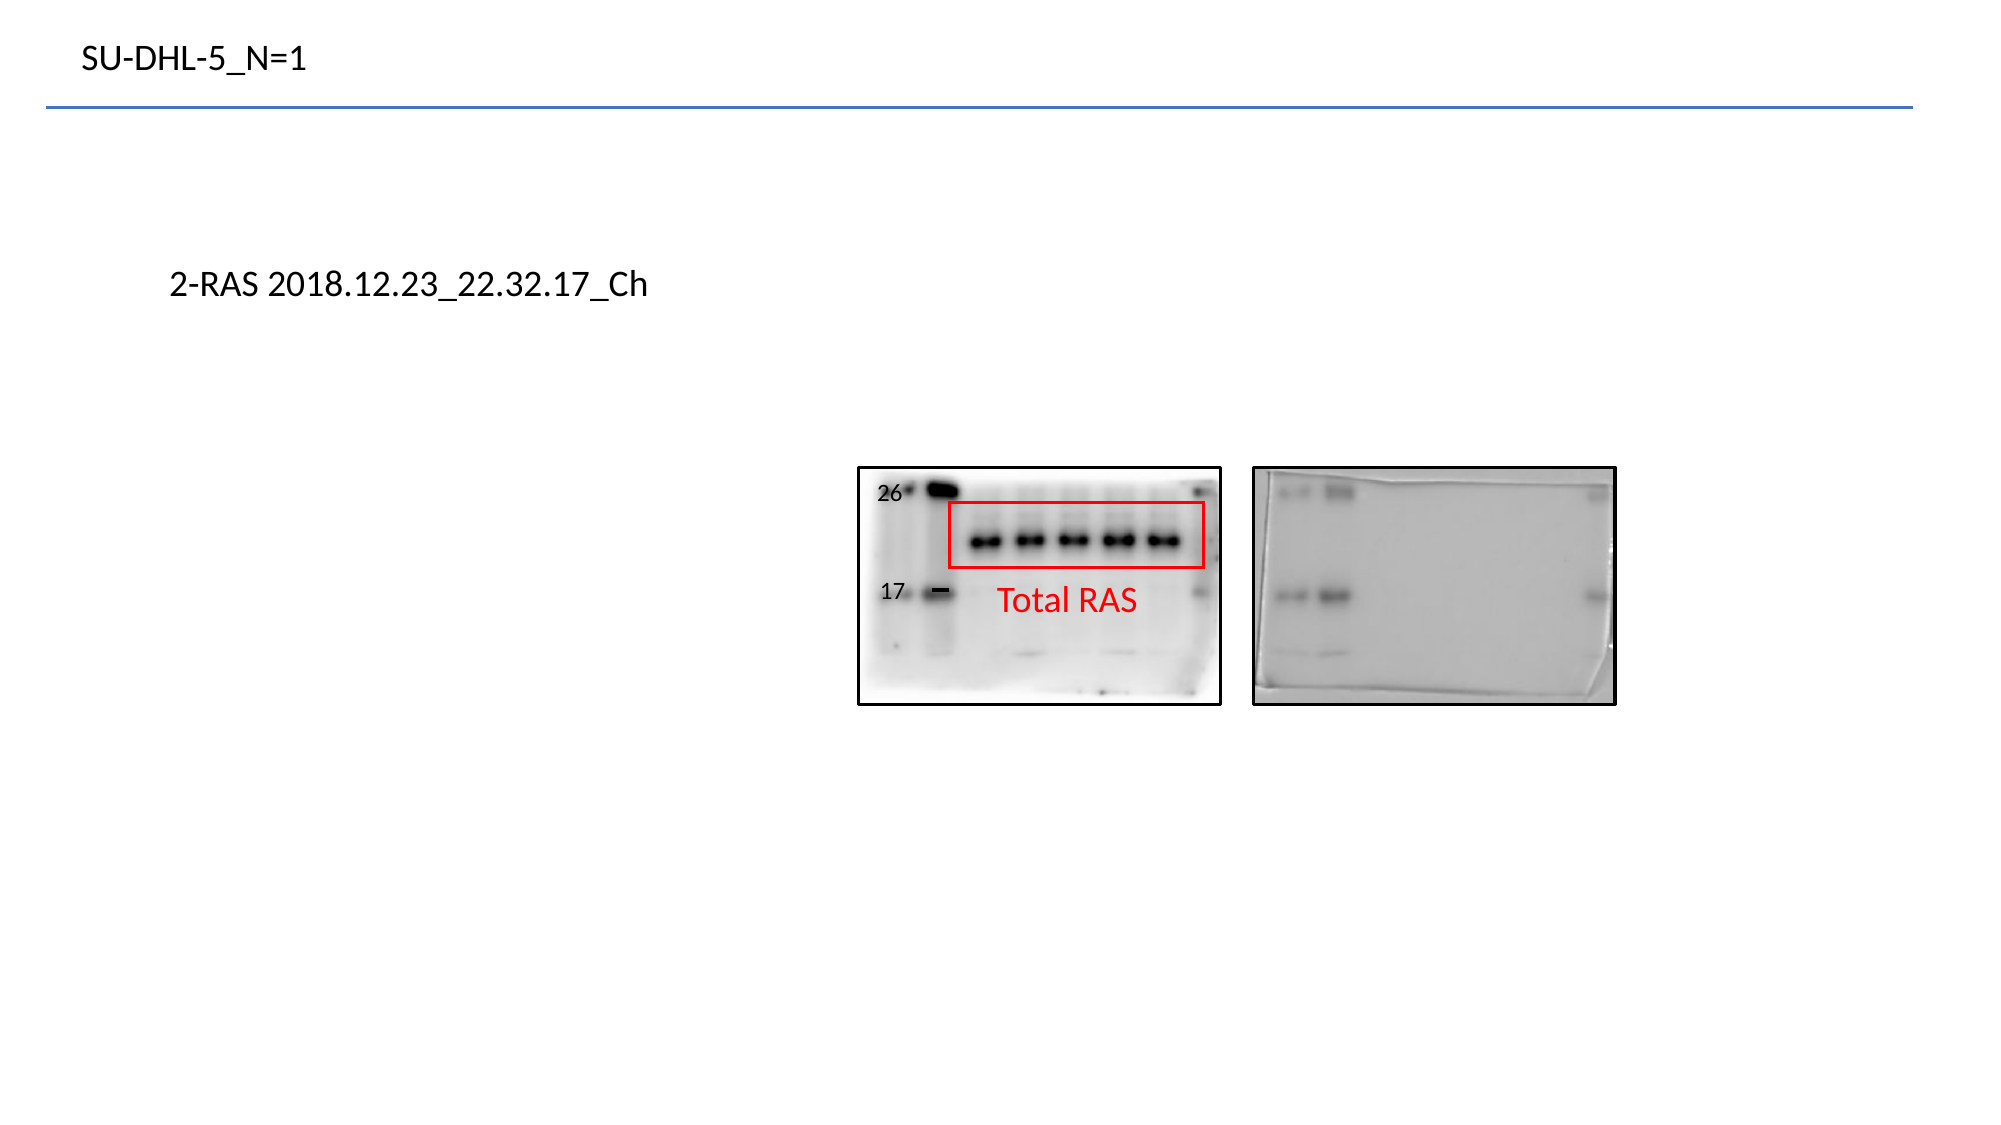

SU-DHL-5_N=1
2-RAS 2018.12.23_22.32.17_Ch
26
17
Total RAS

## Slide 47
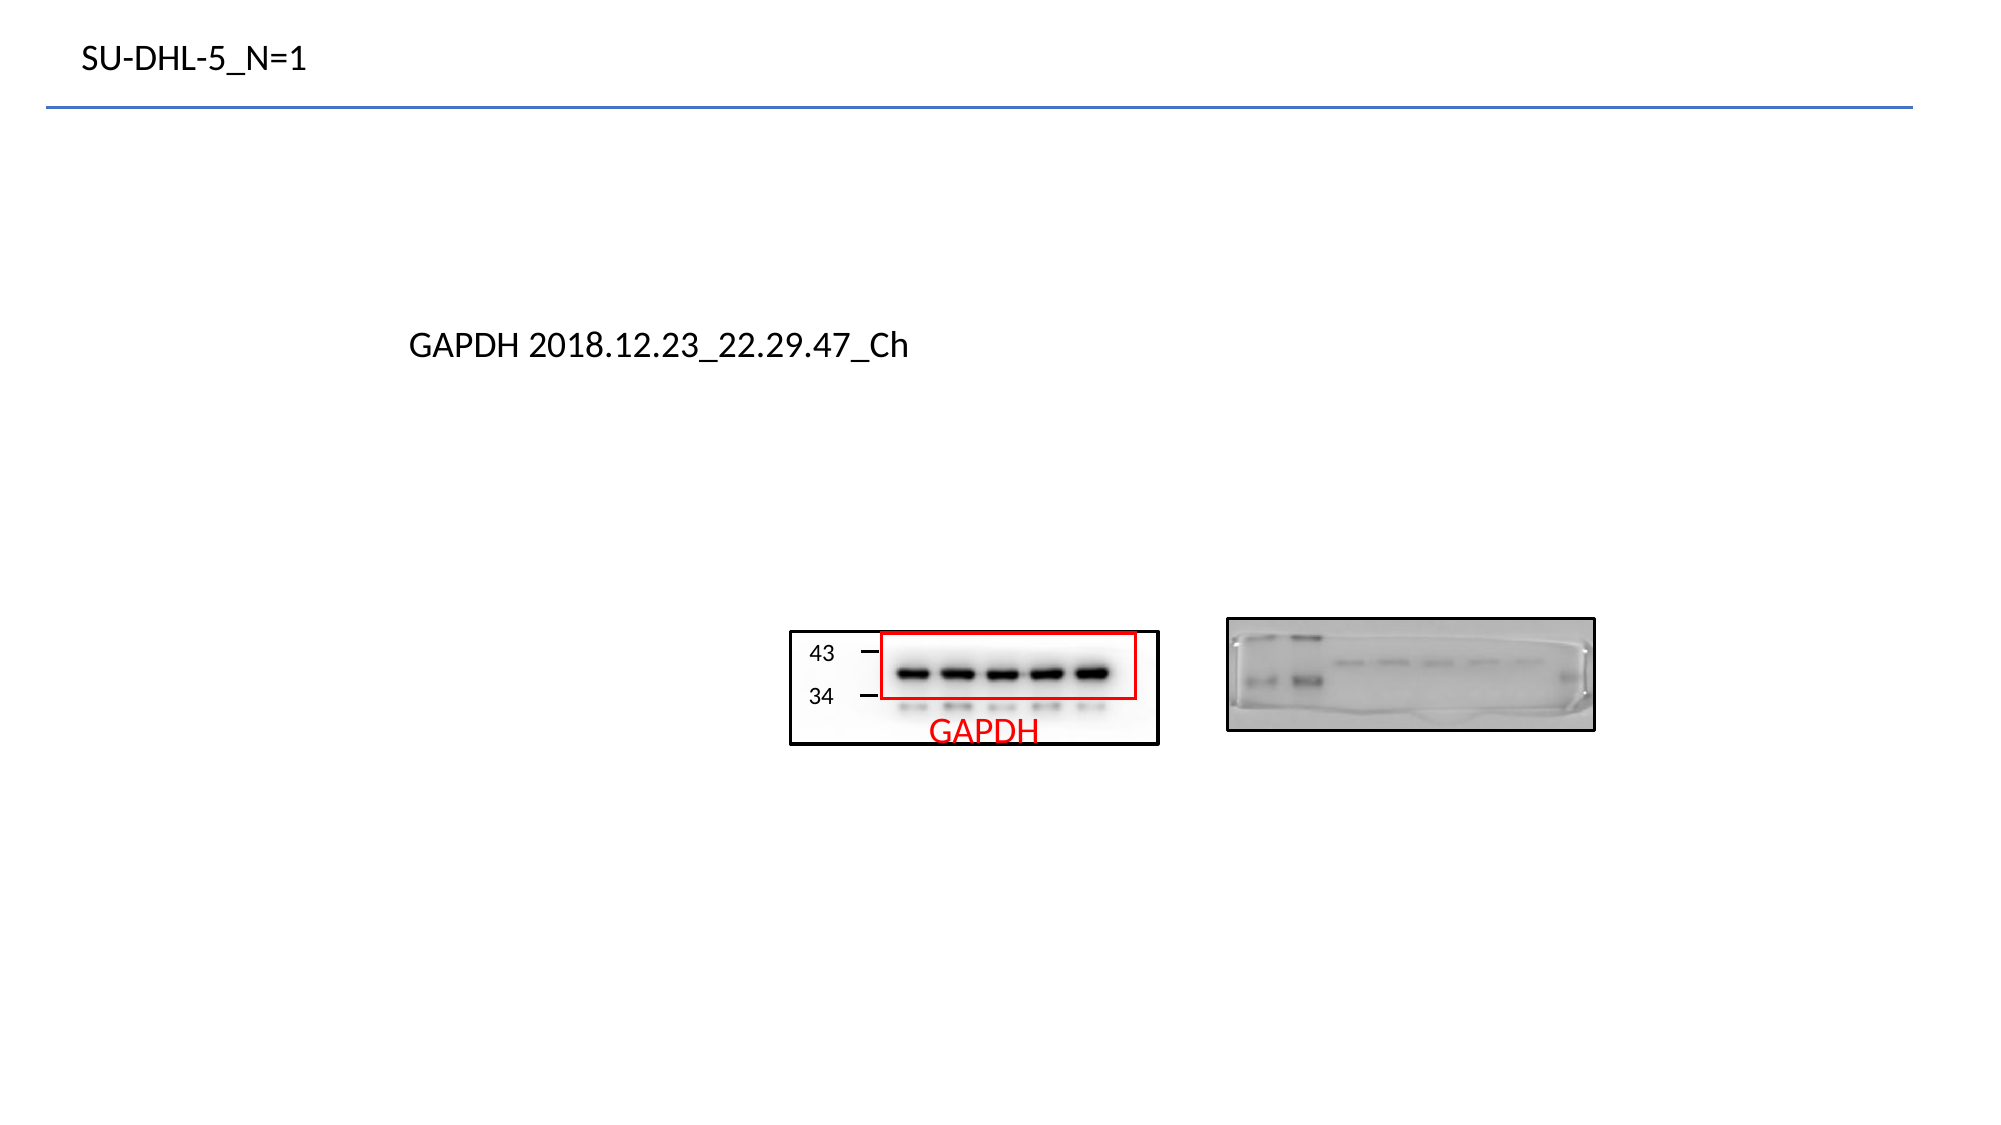

SU-DHL-5_N=1
GAPDH 2018.12.23_22.29.47_Ch
43
34
GAPDH

## Slide 48
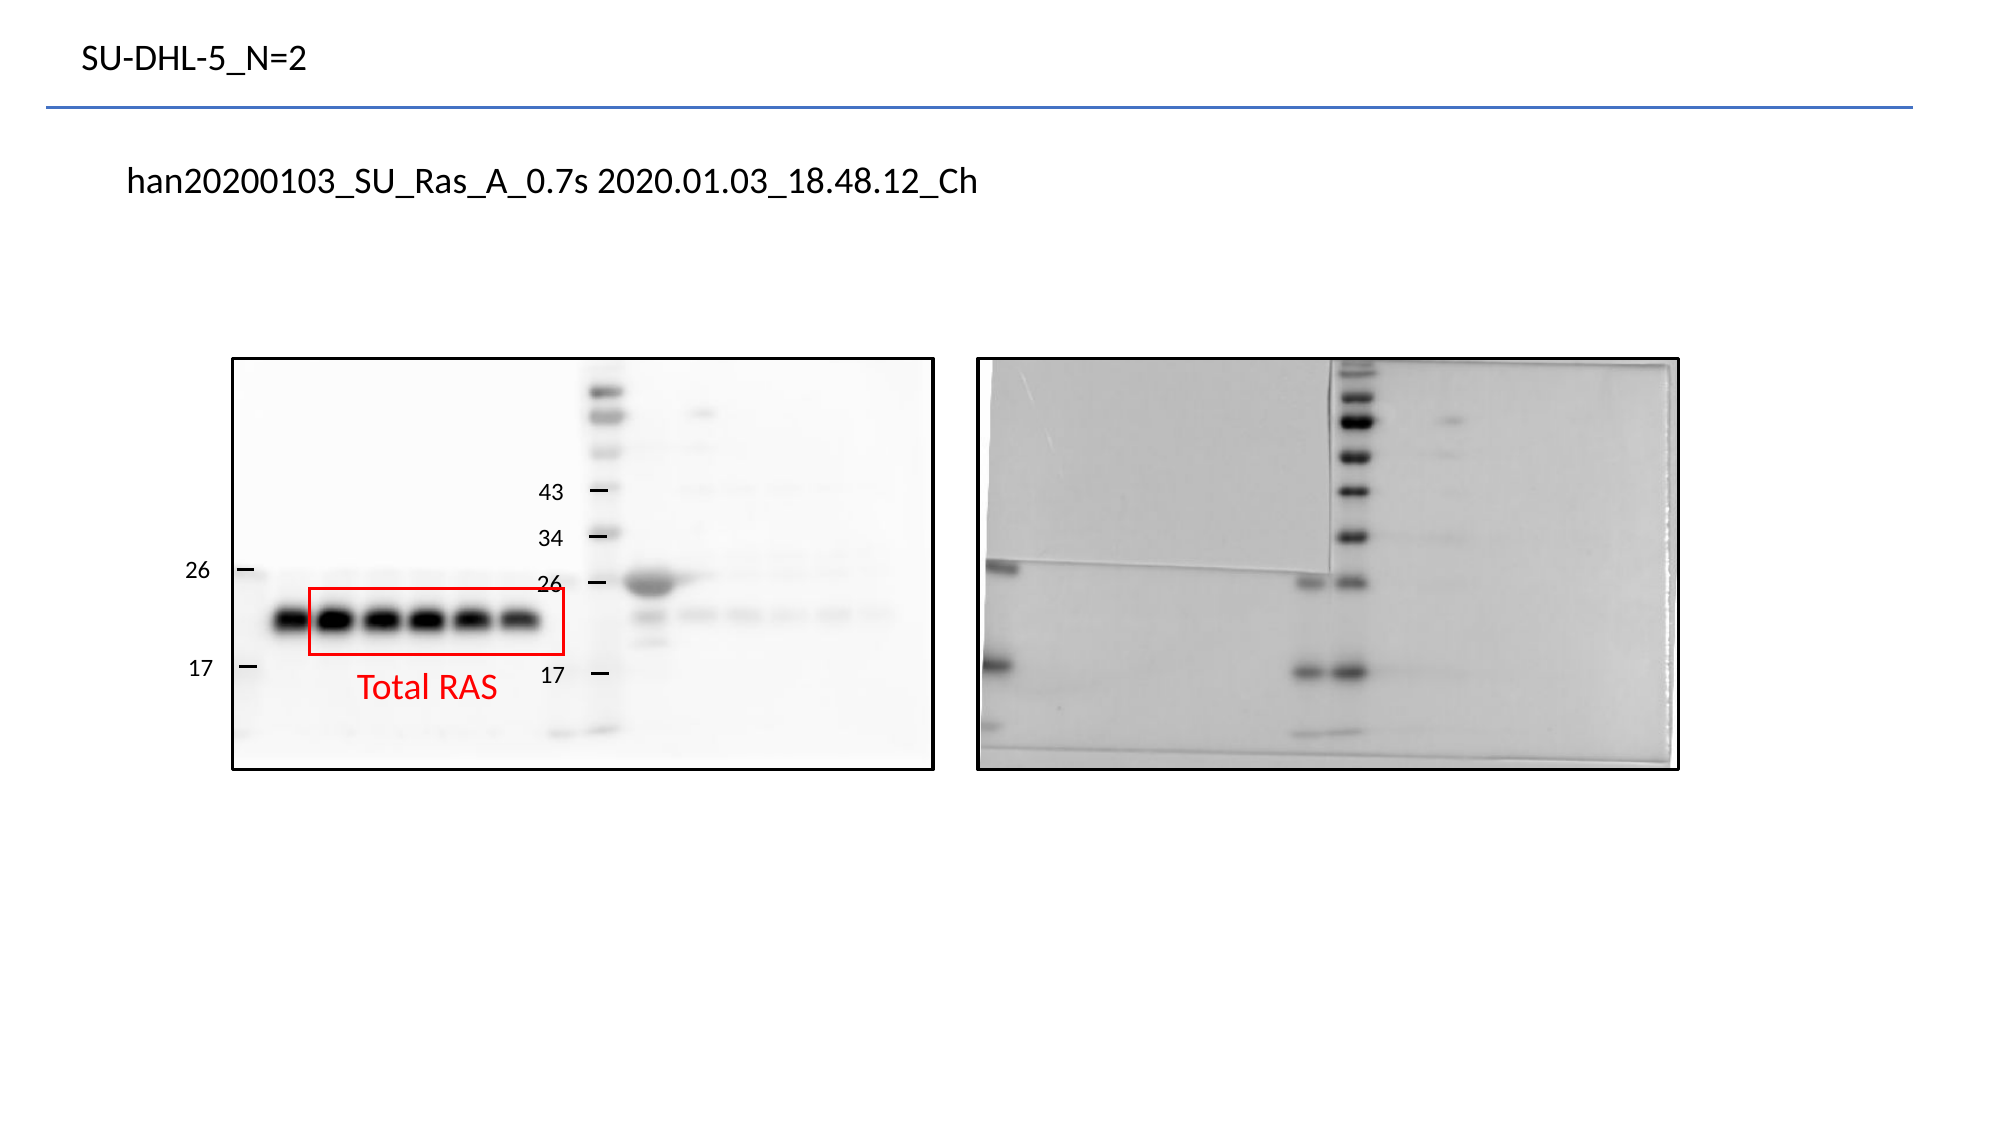

SU-DHL-5_N=2
han20200103_SU_Ras_A_0.7s 2020.01.03_18.48.12_Ch
43
34
26
26
17
17
Total RAS

## Slide 49
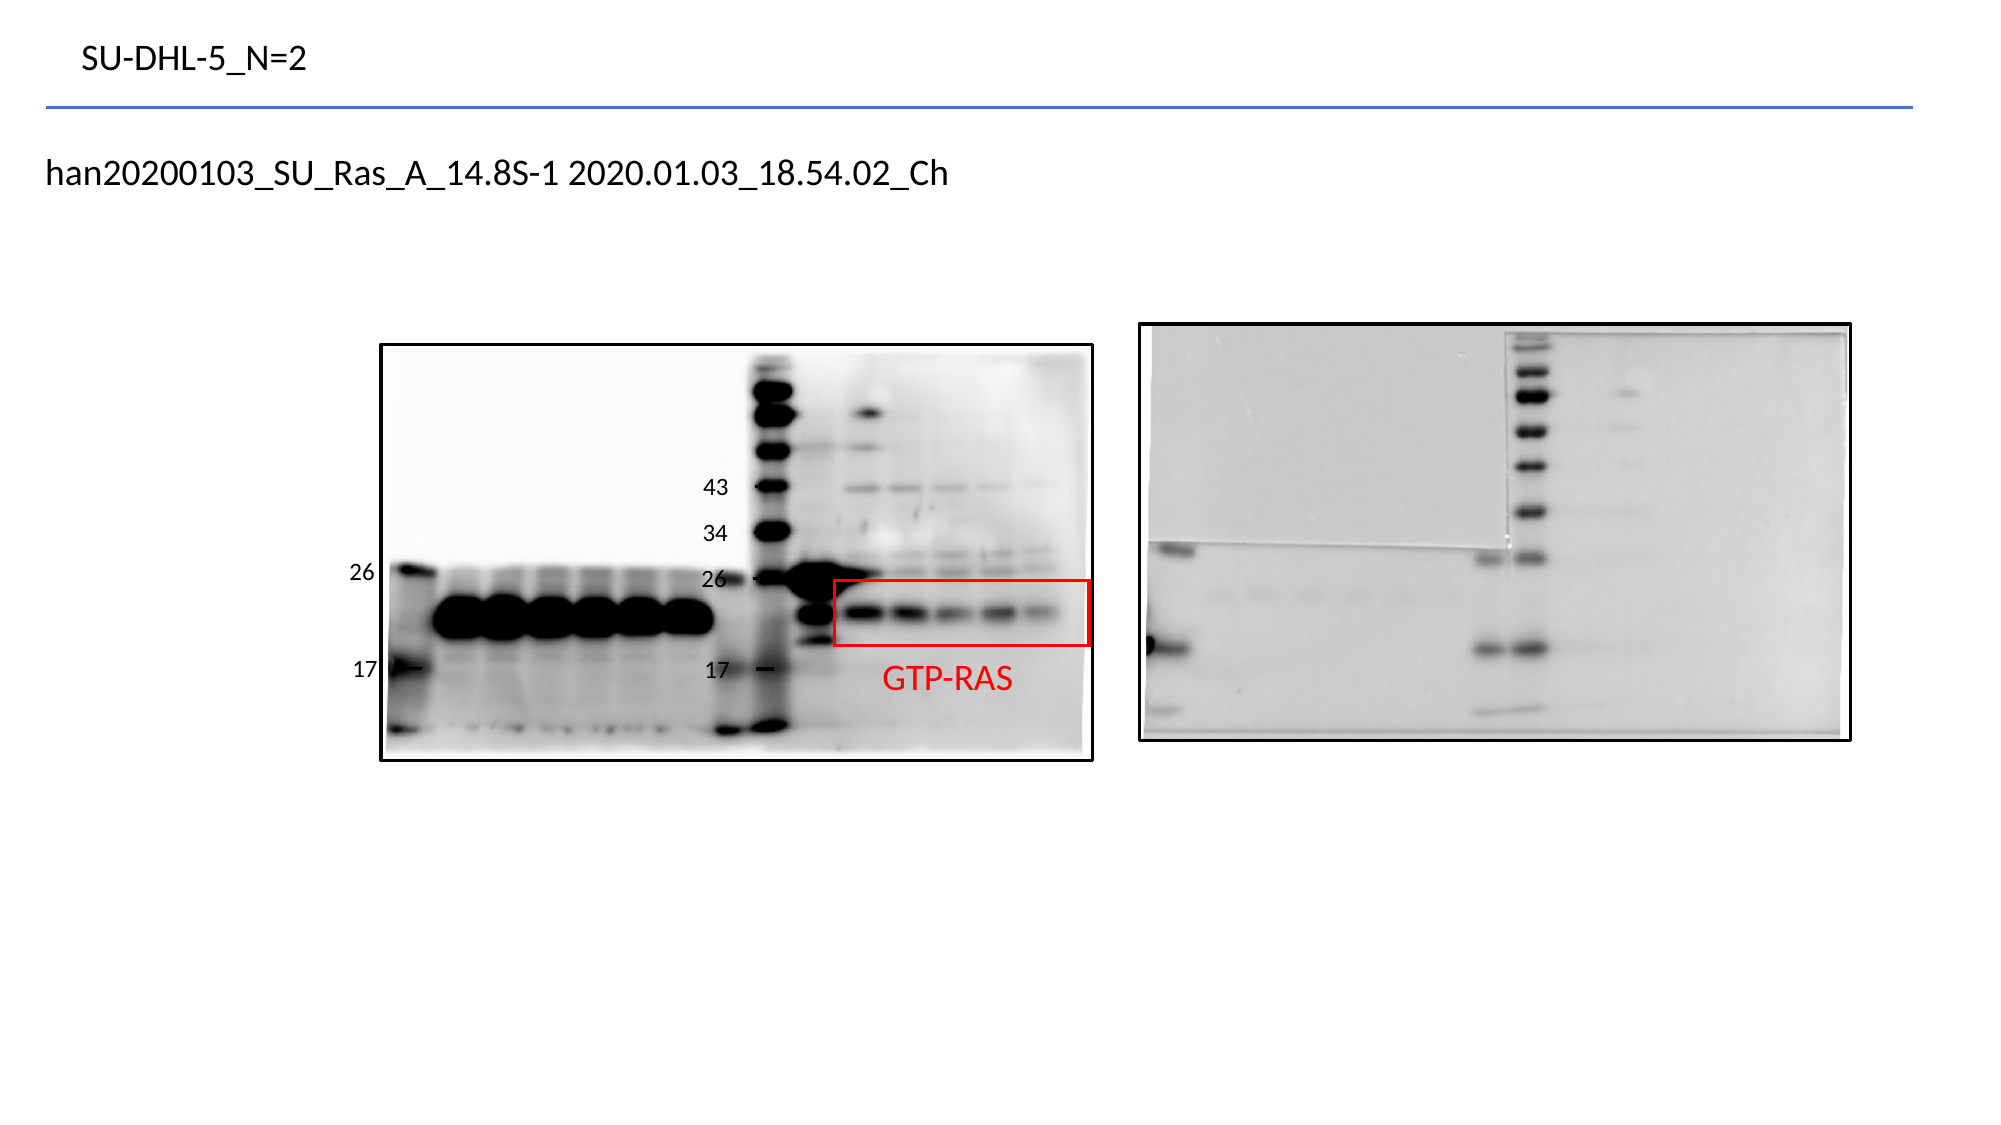

SU-DHL-5_N=2
han20200103_SU_Ras_A_14.8S-1 2020.01.03_18.54.02_Ch
43
34
26
26
17
GTP-RAS
17

## Slide 50
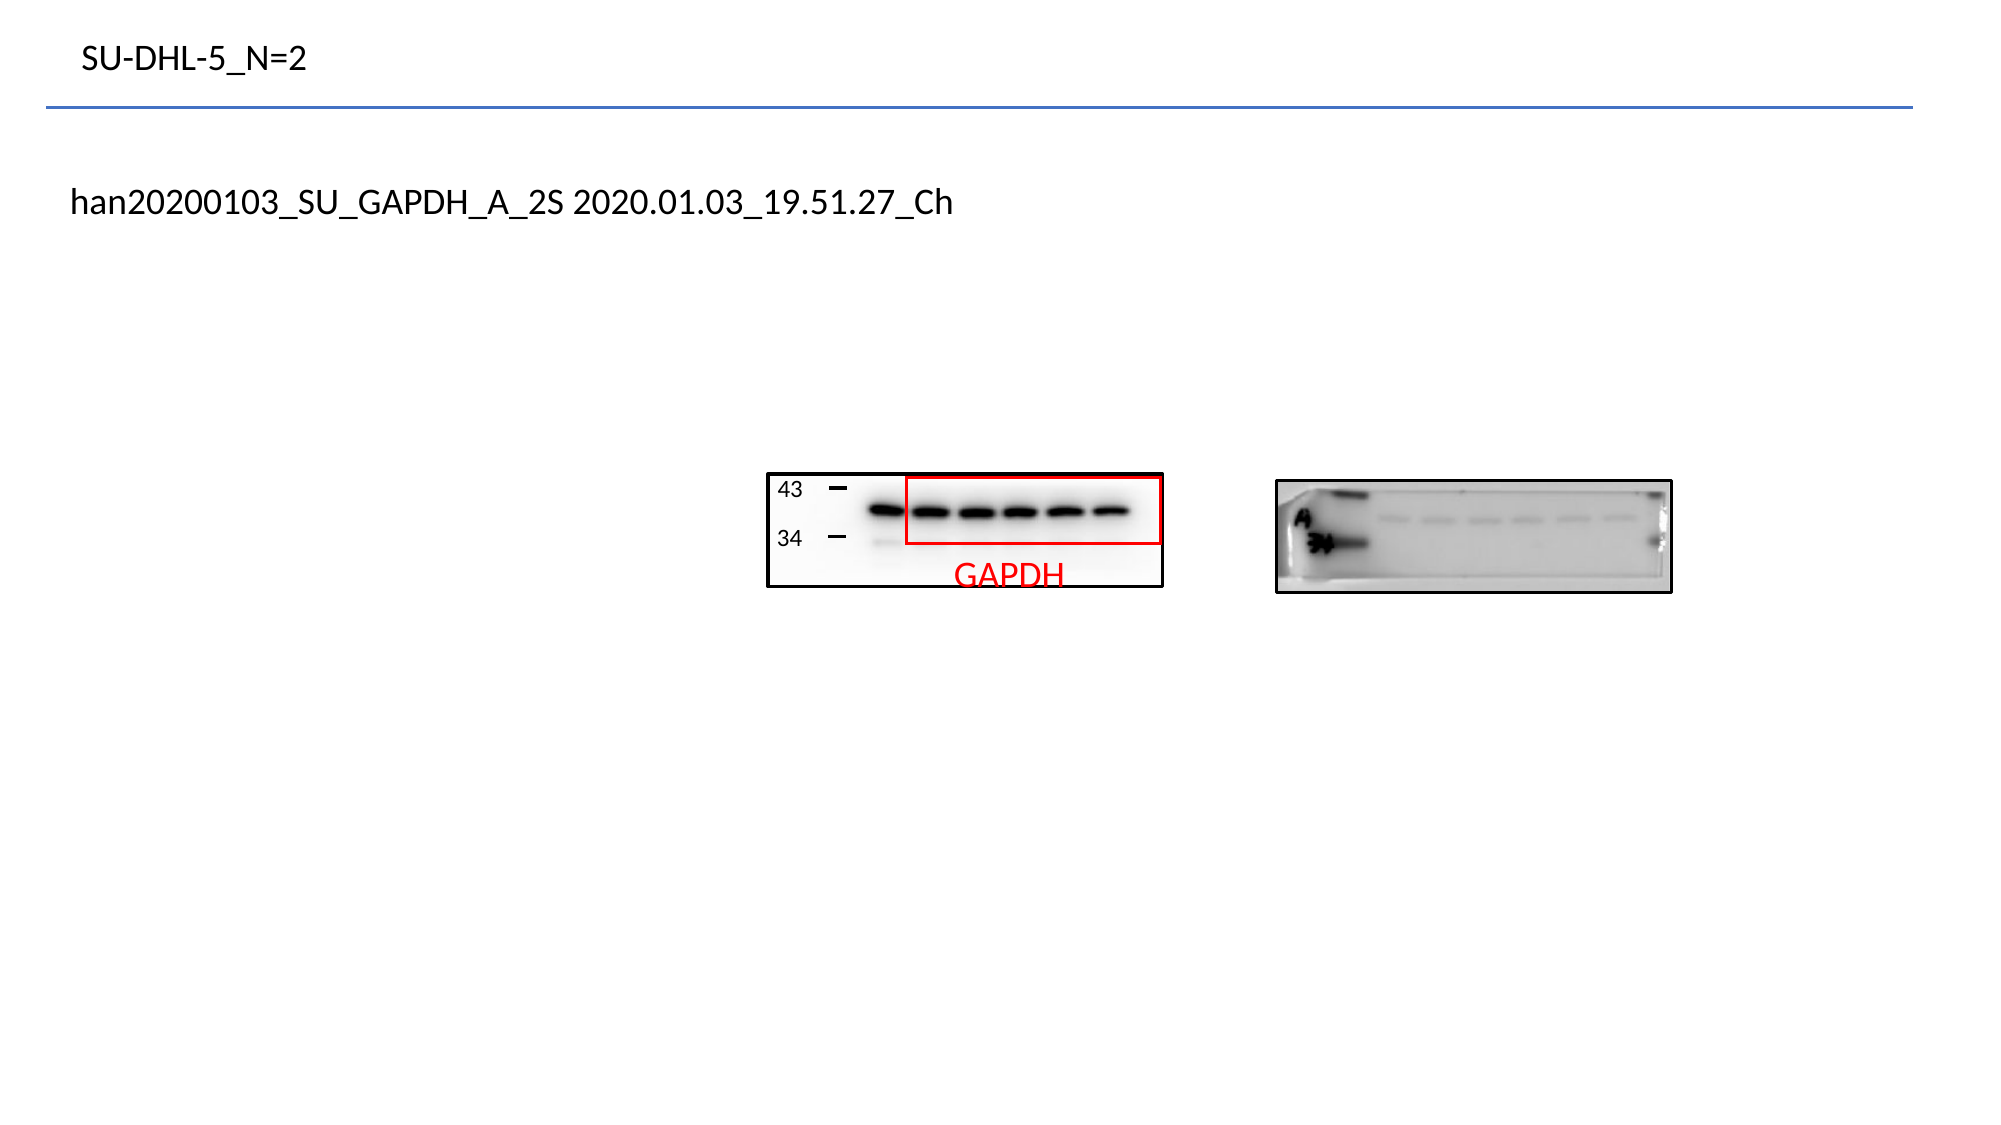

SU-DHL-5_N=2
han20200103_SU_GAPDH_A_2S 2020.01.03_19.51.27_Ch
43
34
GAPDH

## Slide 51
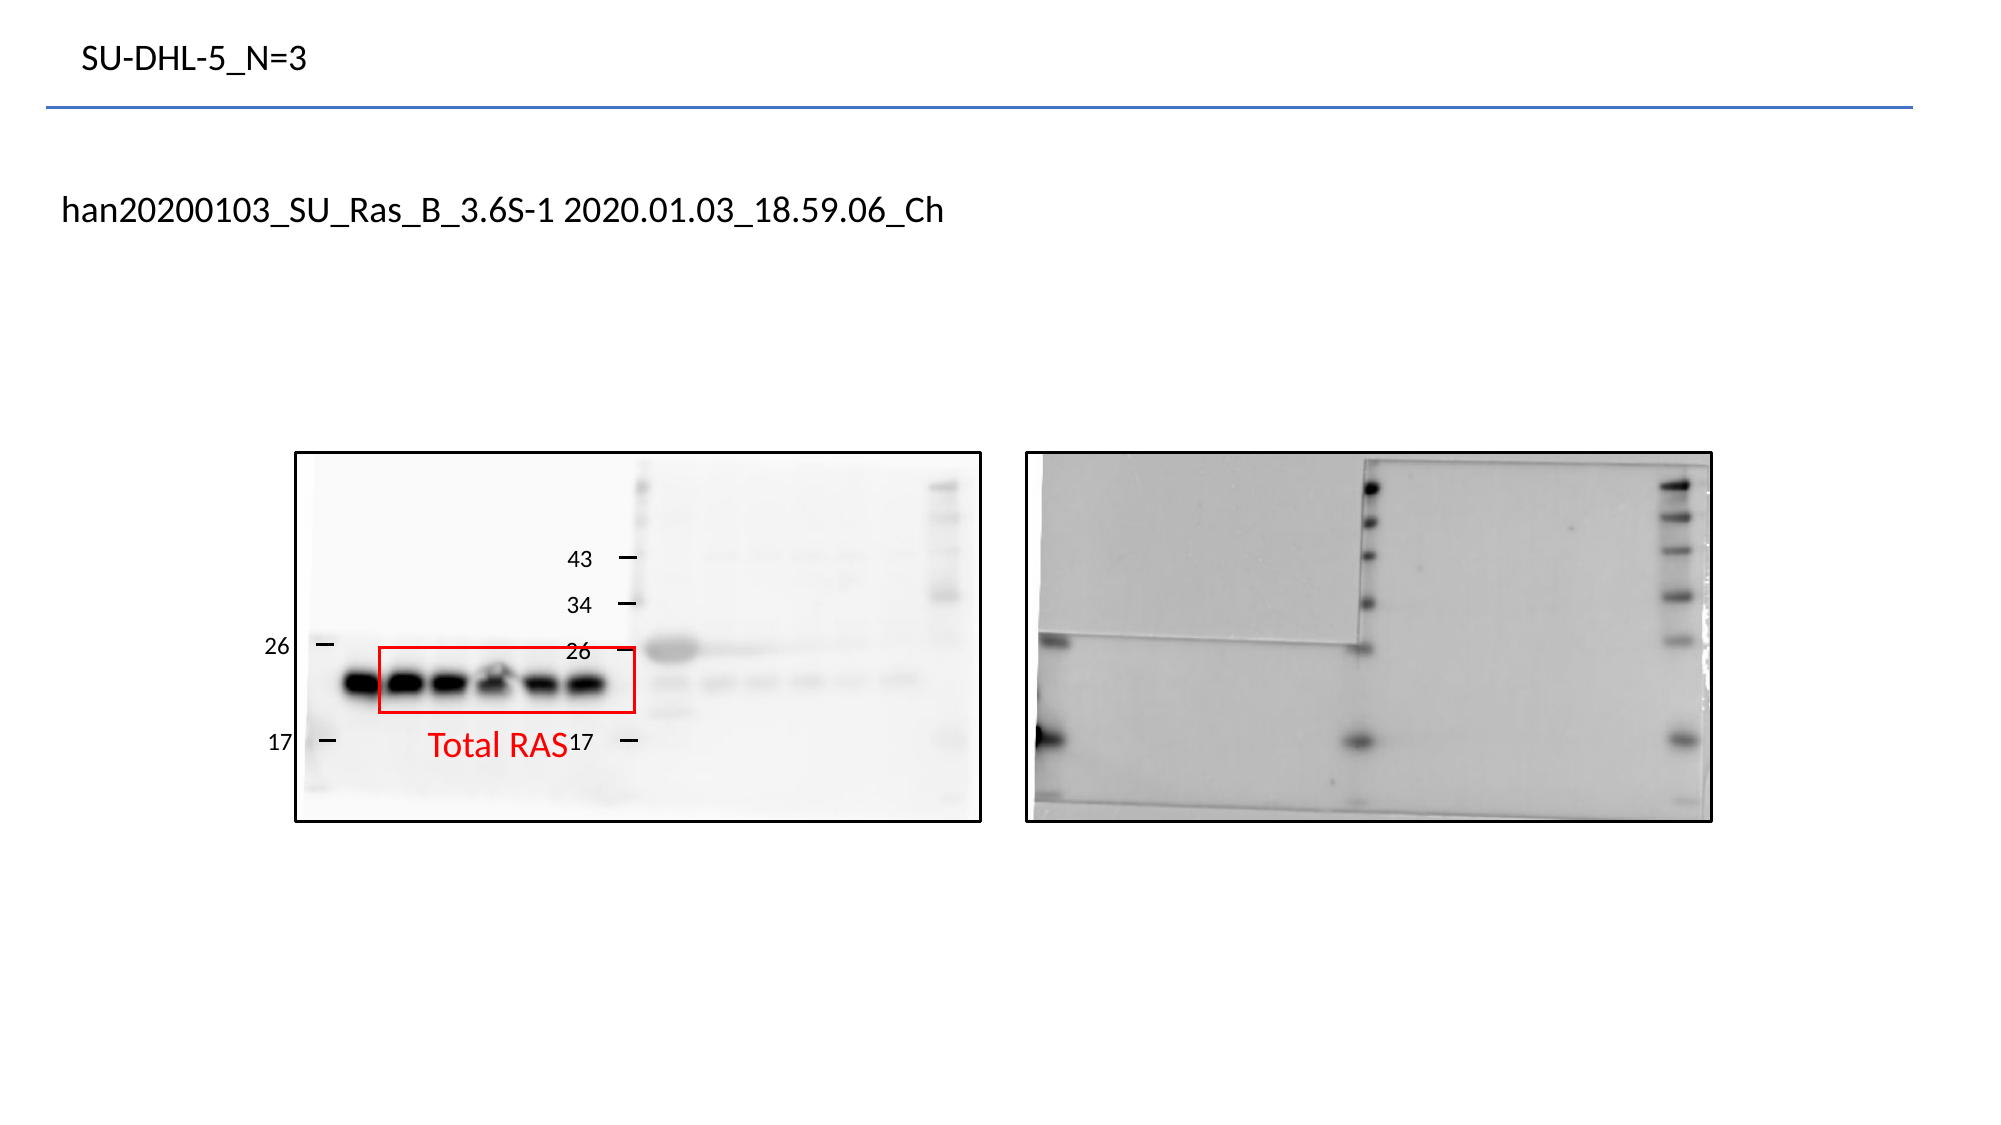

SU-DHL-5_N=3
han20200103_SU_Ras_B_3.6S-1 2020.01.03_18.59.06_Ch
43
34
26
26
Total RAS
17
17

## Slide 52
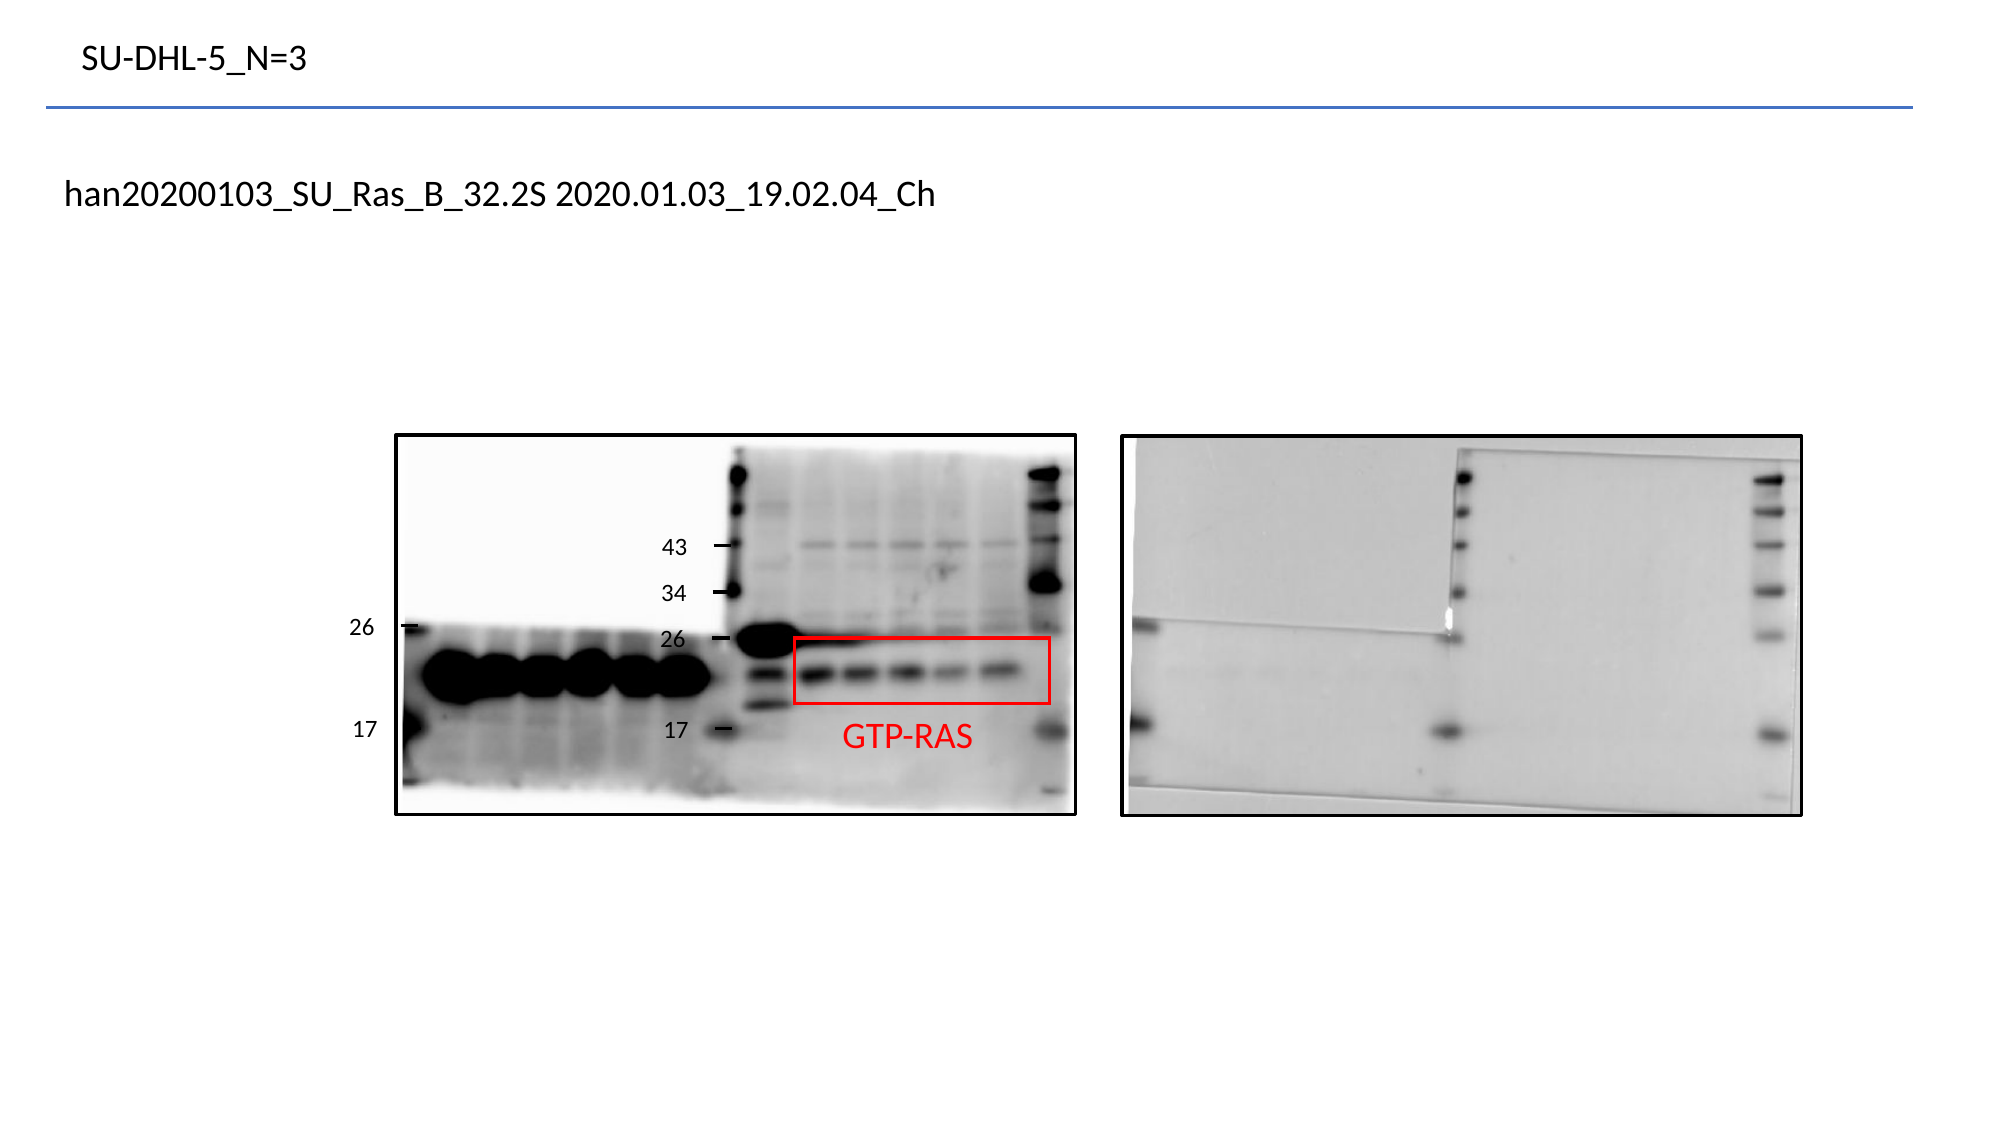

SU-DHL-5_N=3
han20200103_SU_Ras_B_32.2S 2020.01.03_19.02.04_Ch
43
34
26
26
GTP-RAS
17
17

## Slide 53
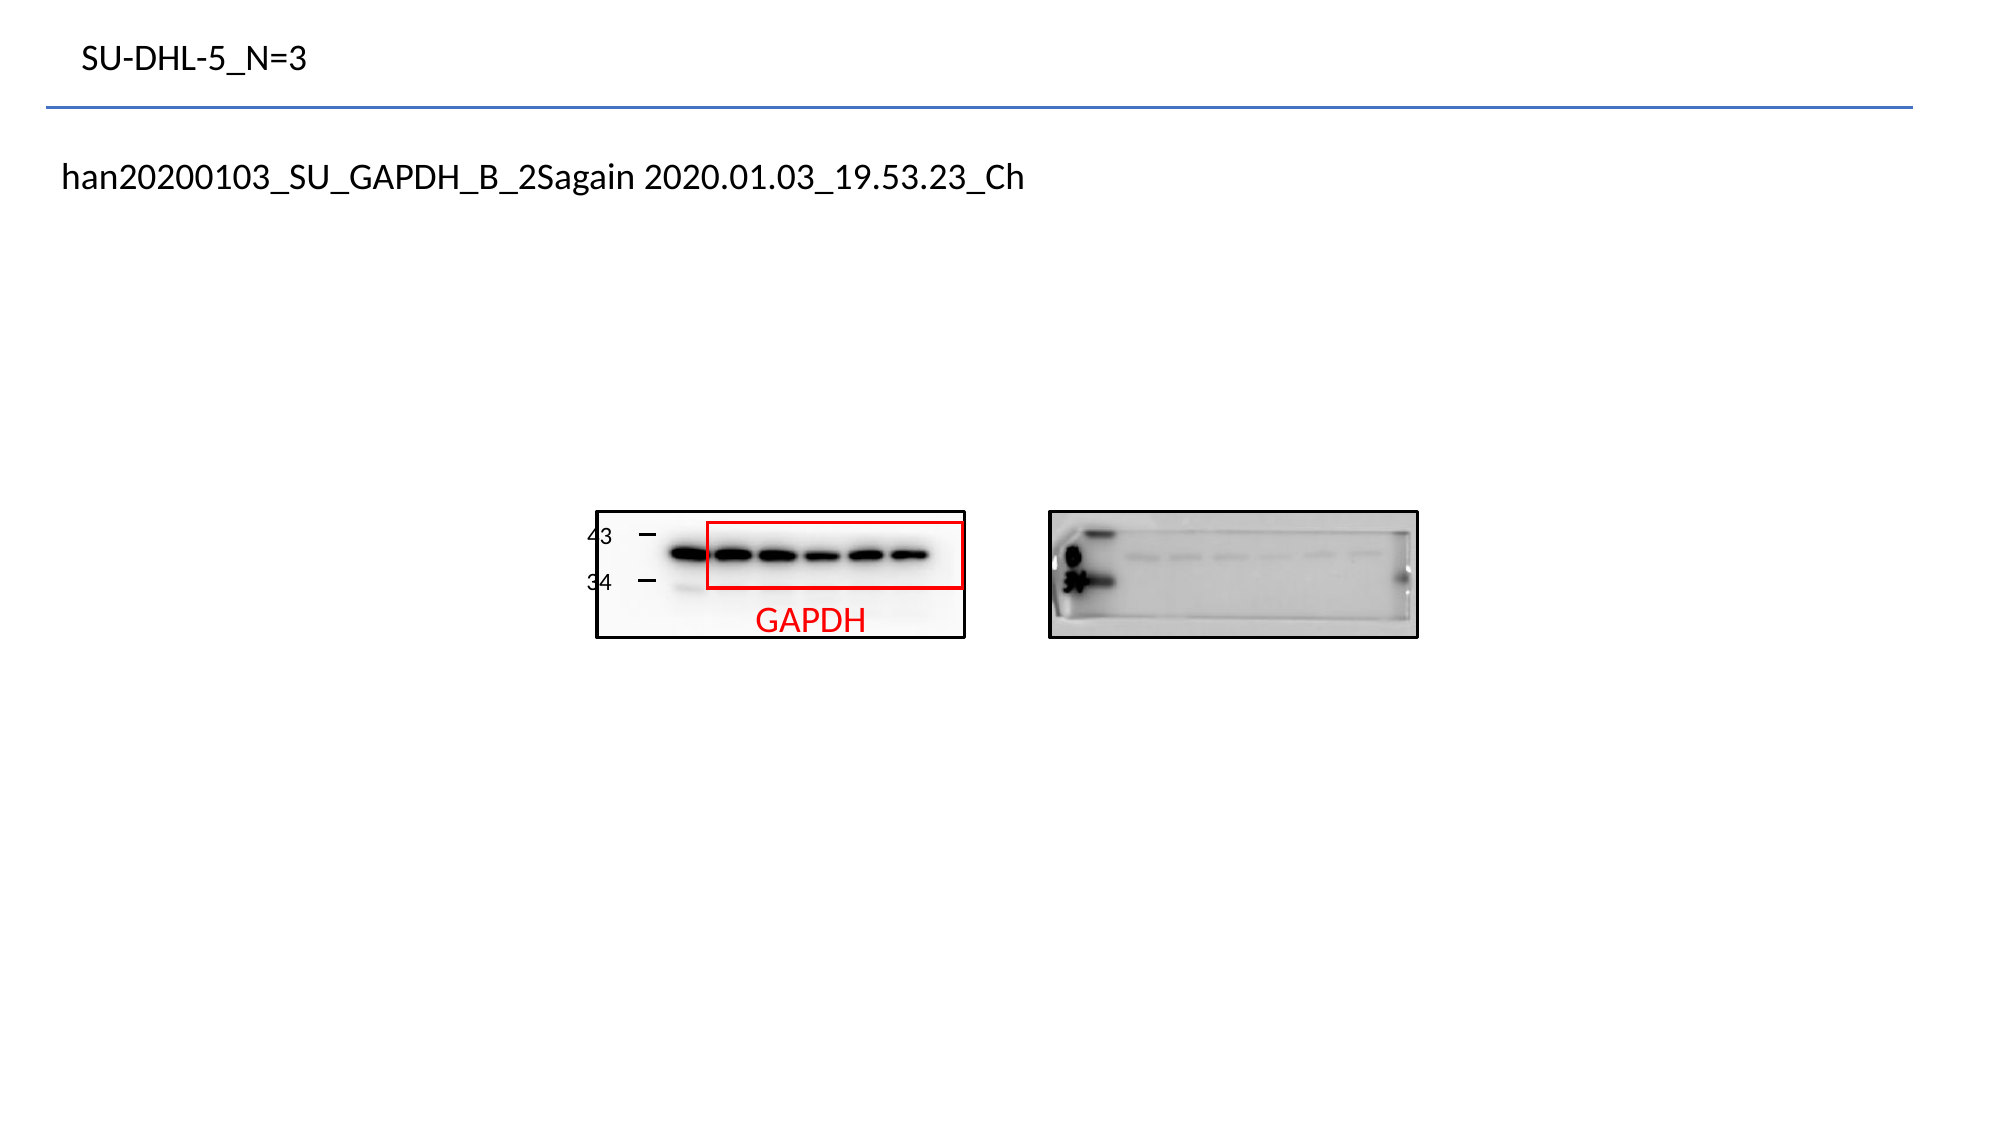

SU-DHL-5_N=3
han20200103_SU_GAPDH_B_2Sagain 2020.01.03_19.53.23_Ch
43
34
GAPDH

## Slide 54
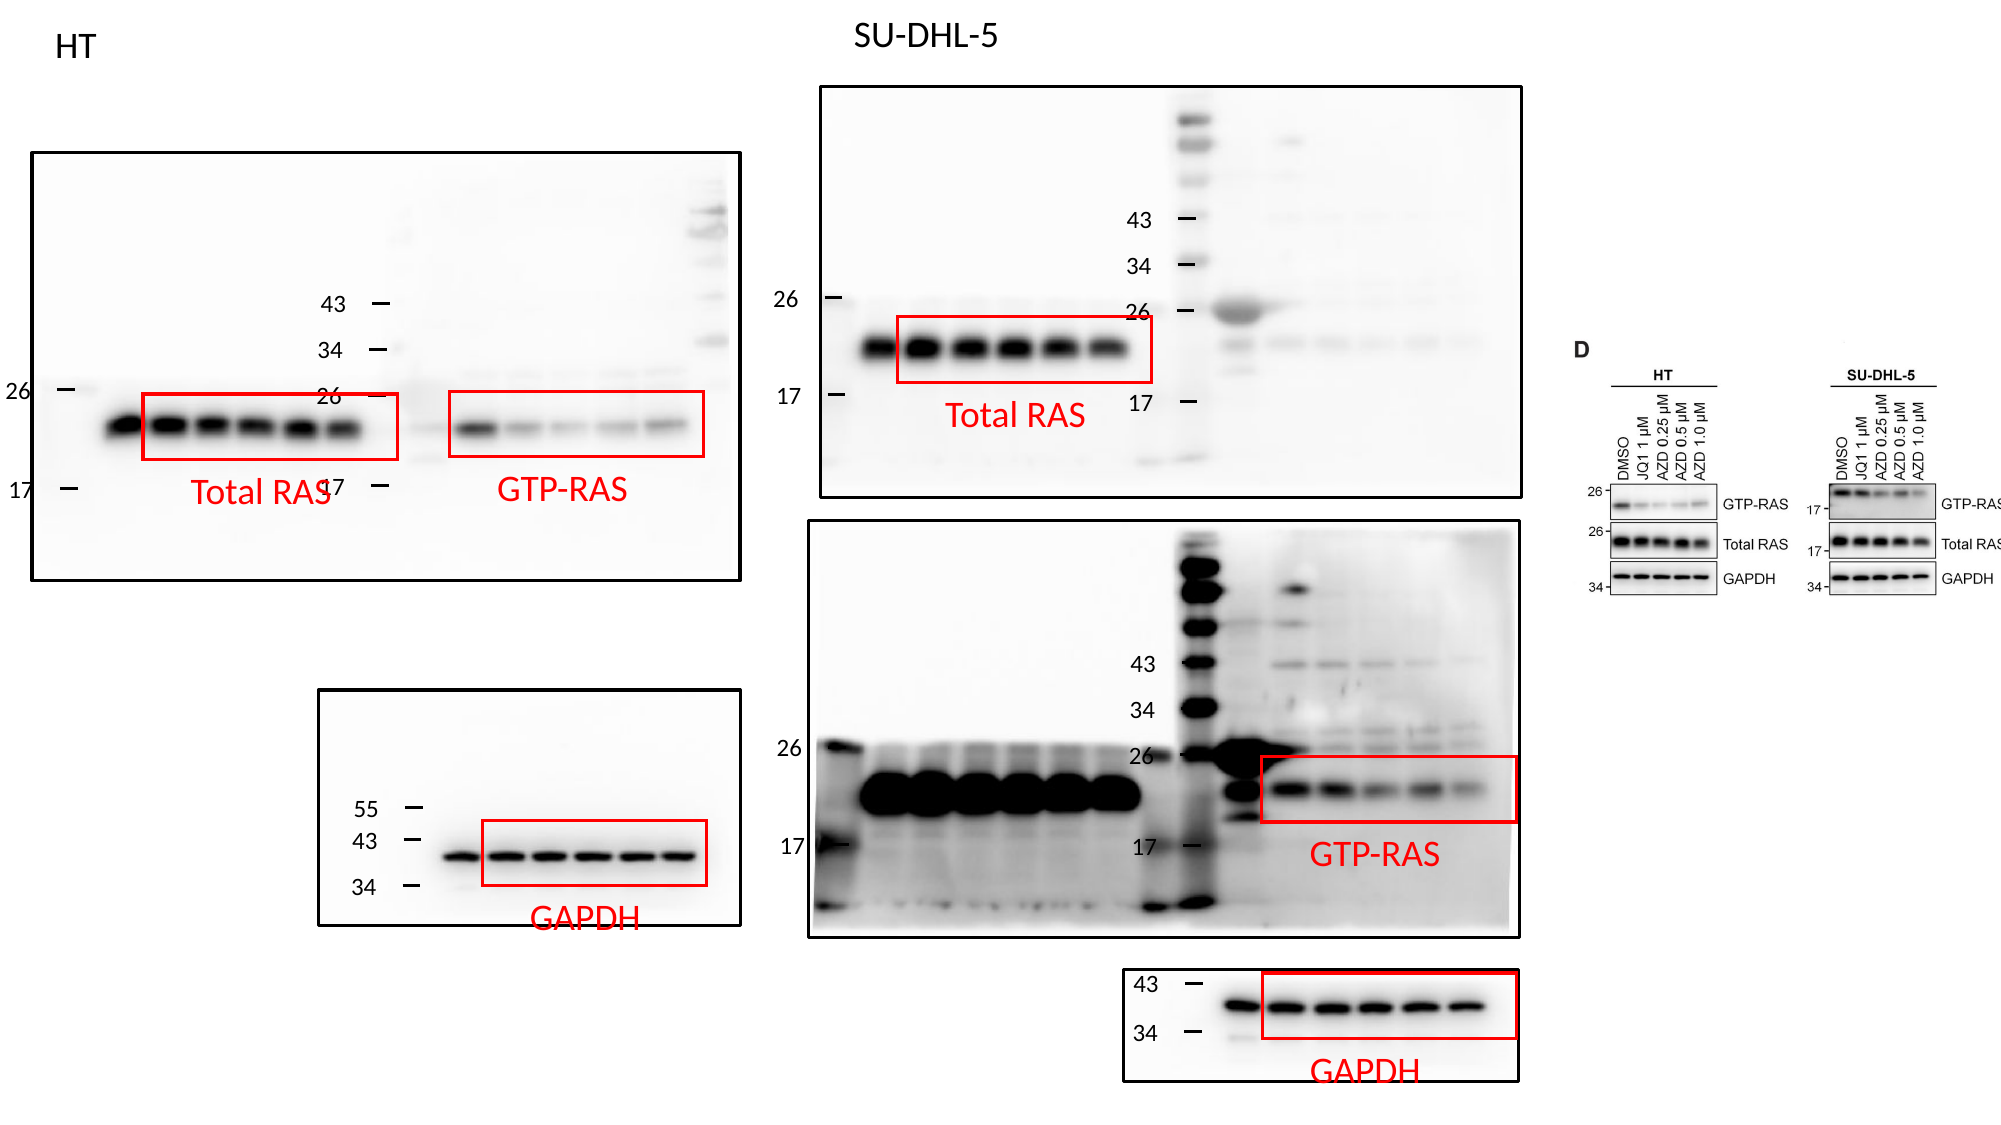

SU-DHL-5
HT
43
34
26
43
26
34
26
17
26
17
Total RAS
GTP-RAS
Total RAS
17
17
43
34
26
26
55
43
17
GTP-RAS
17
34
GAPDH
43
34
GAPDH

## Slide 55
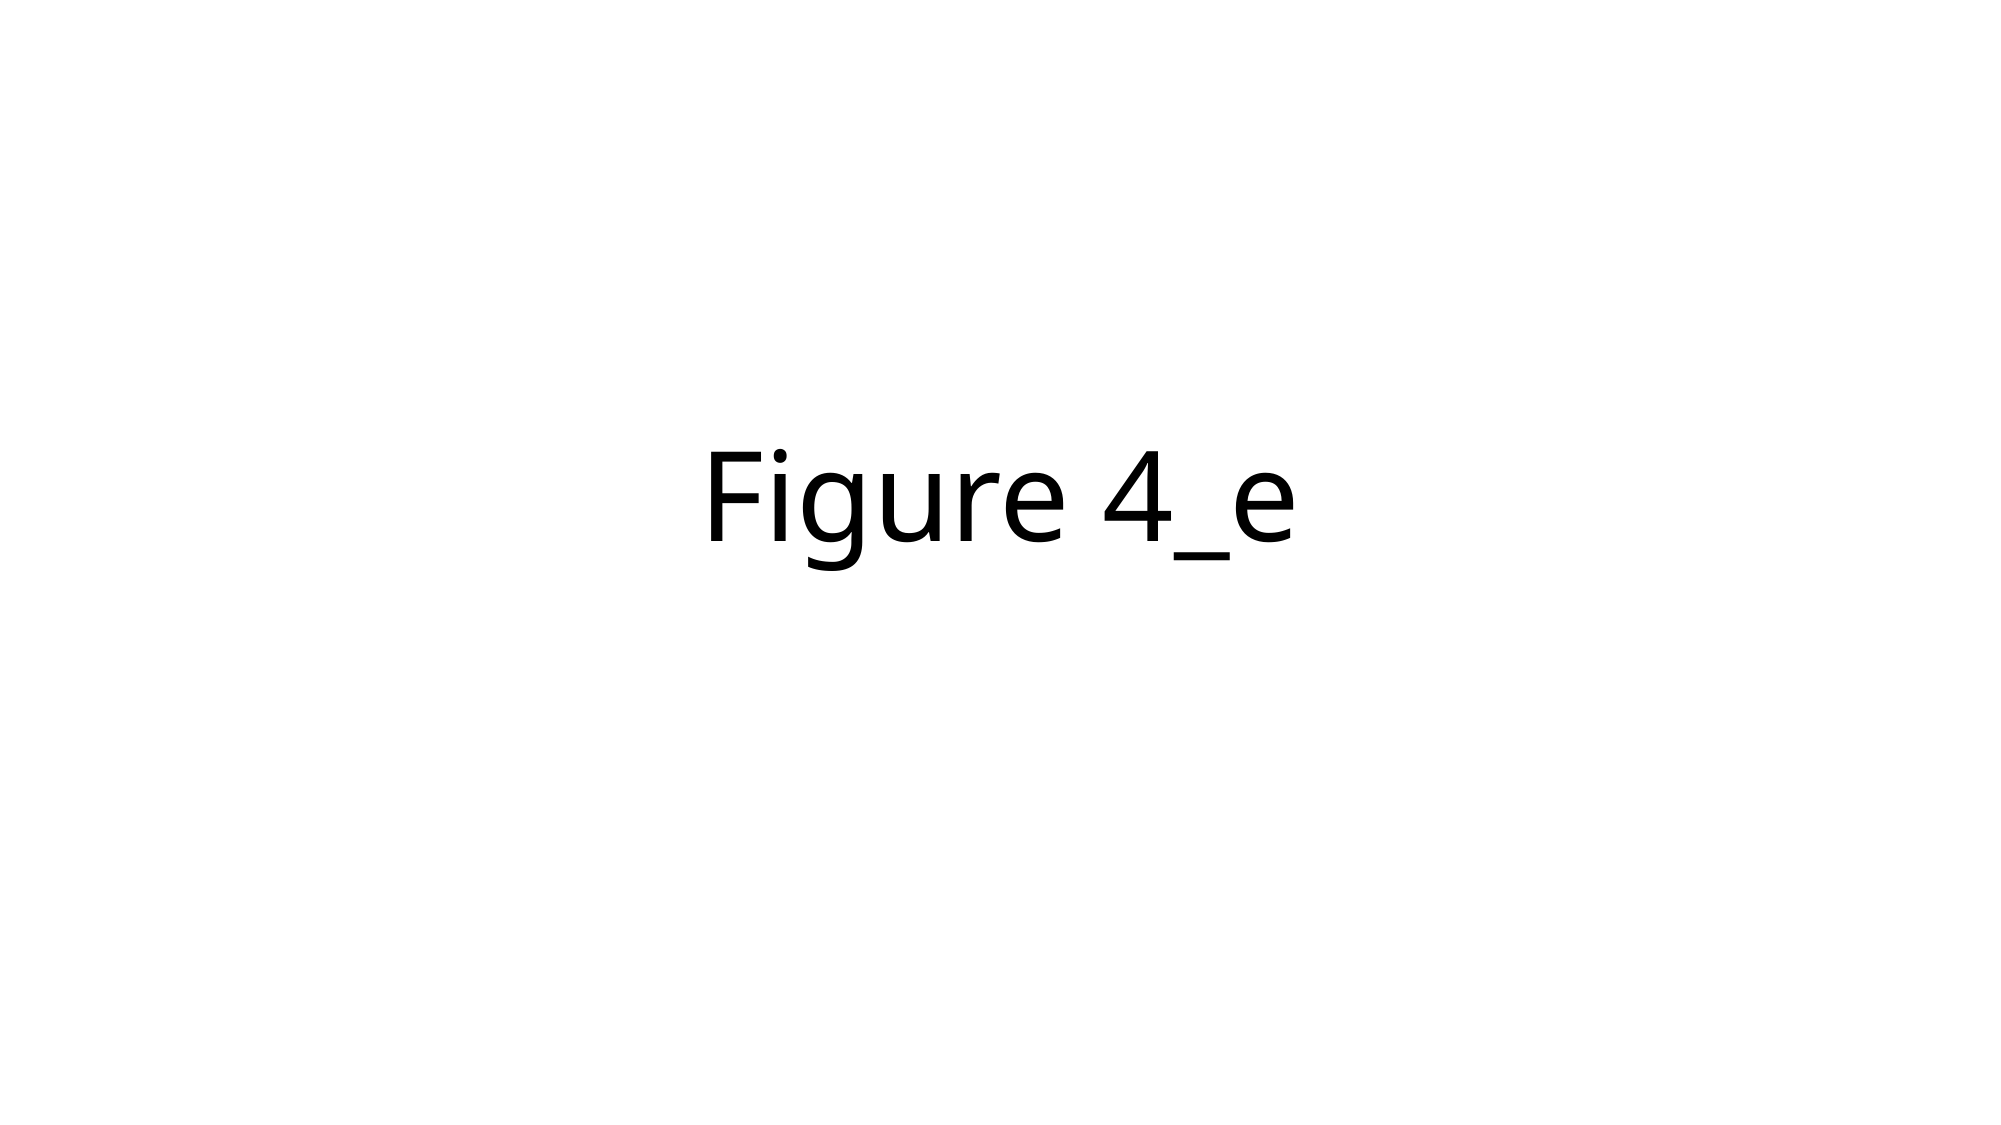

# Figure 4_e

## Slide 56
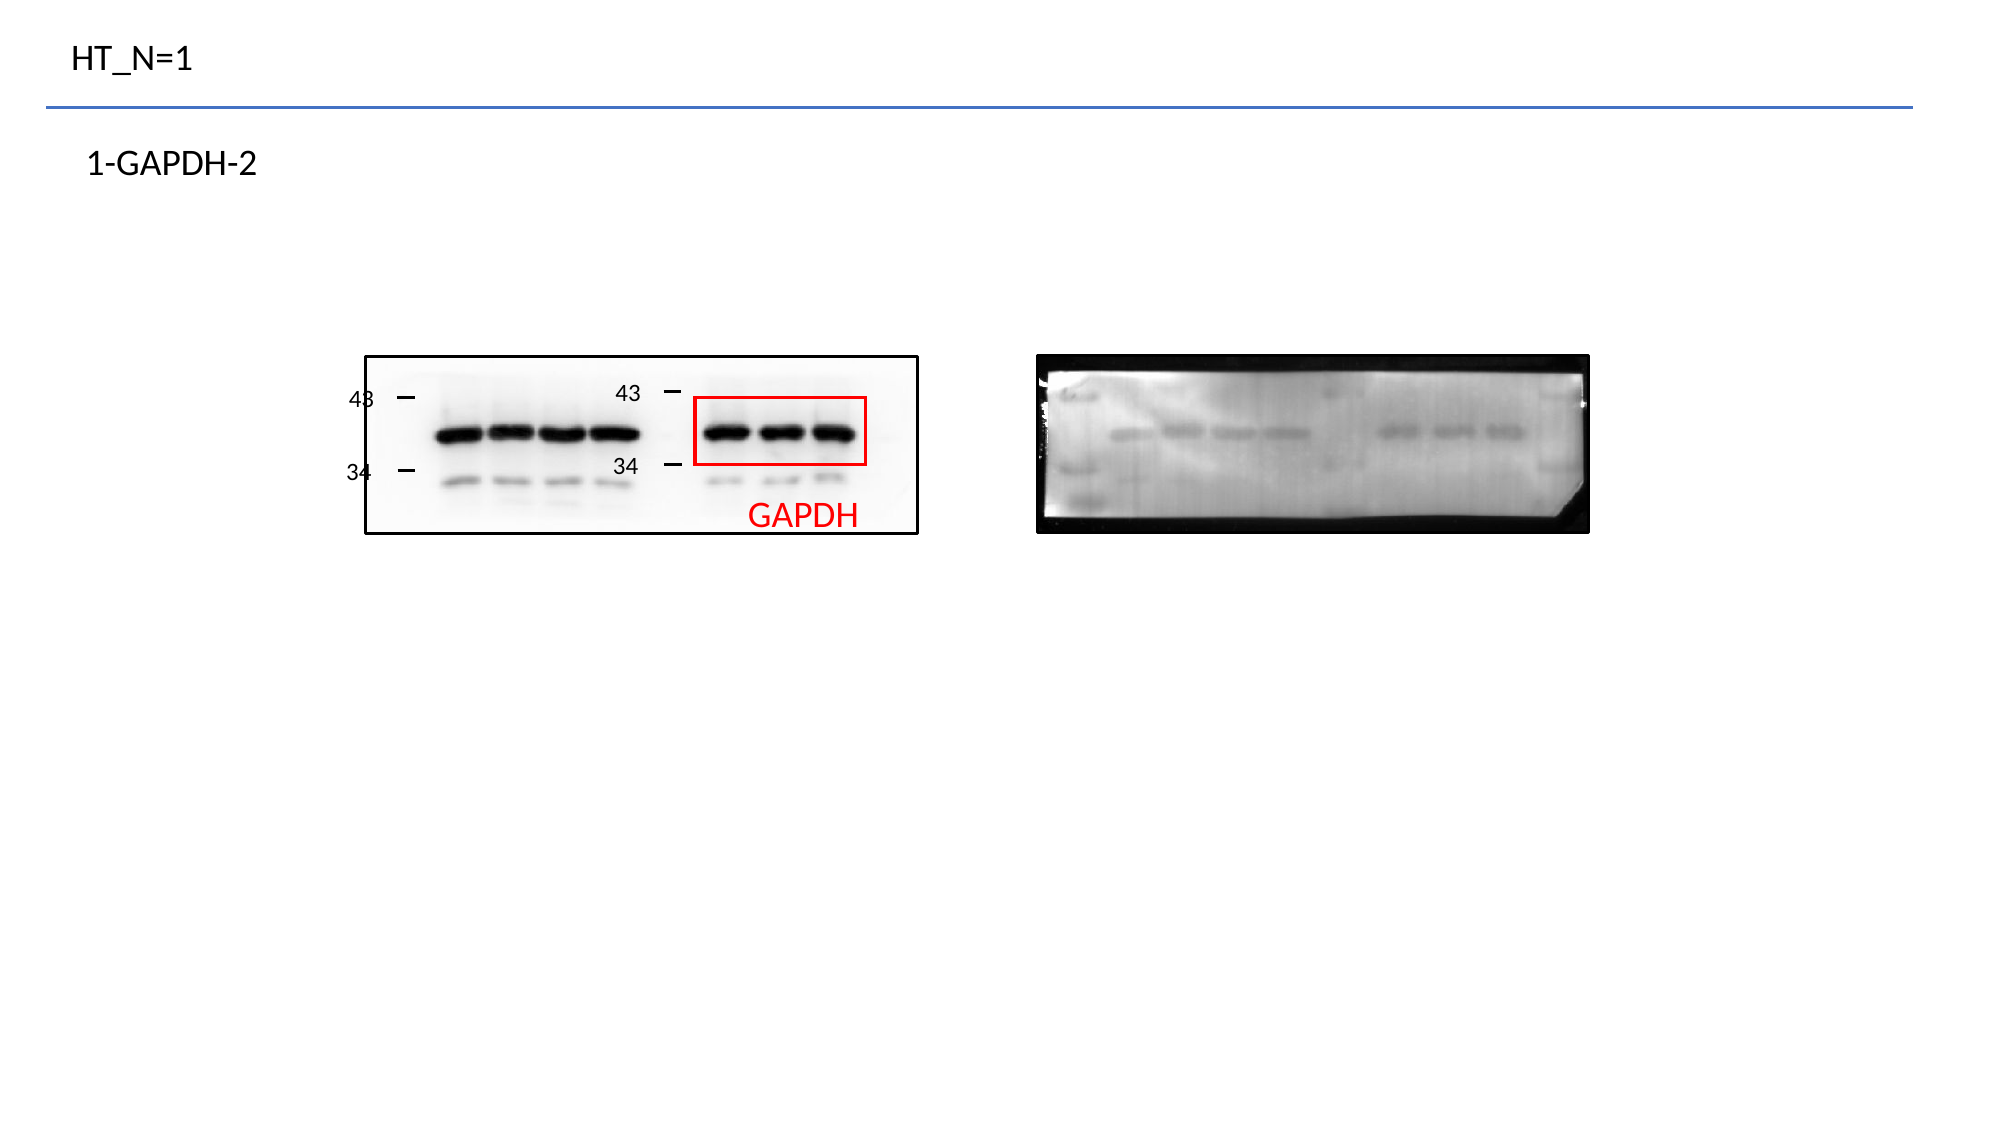

HT_N=1
1-GAPDH-2
43
43
34
34
GAPDH

## Slide 57
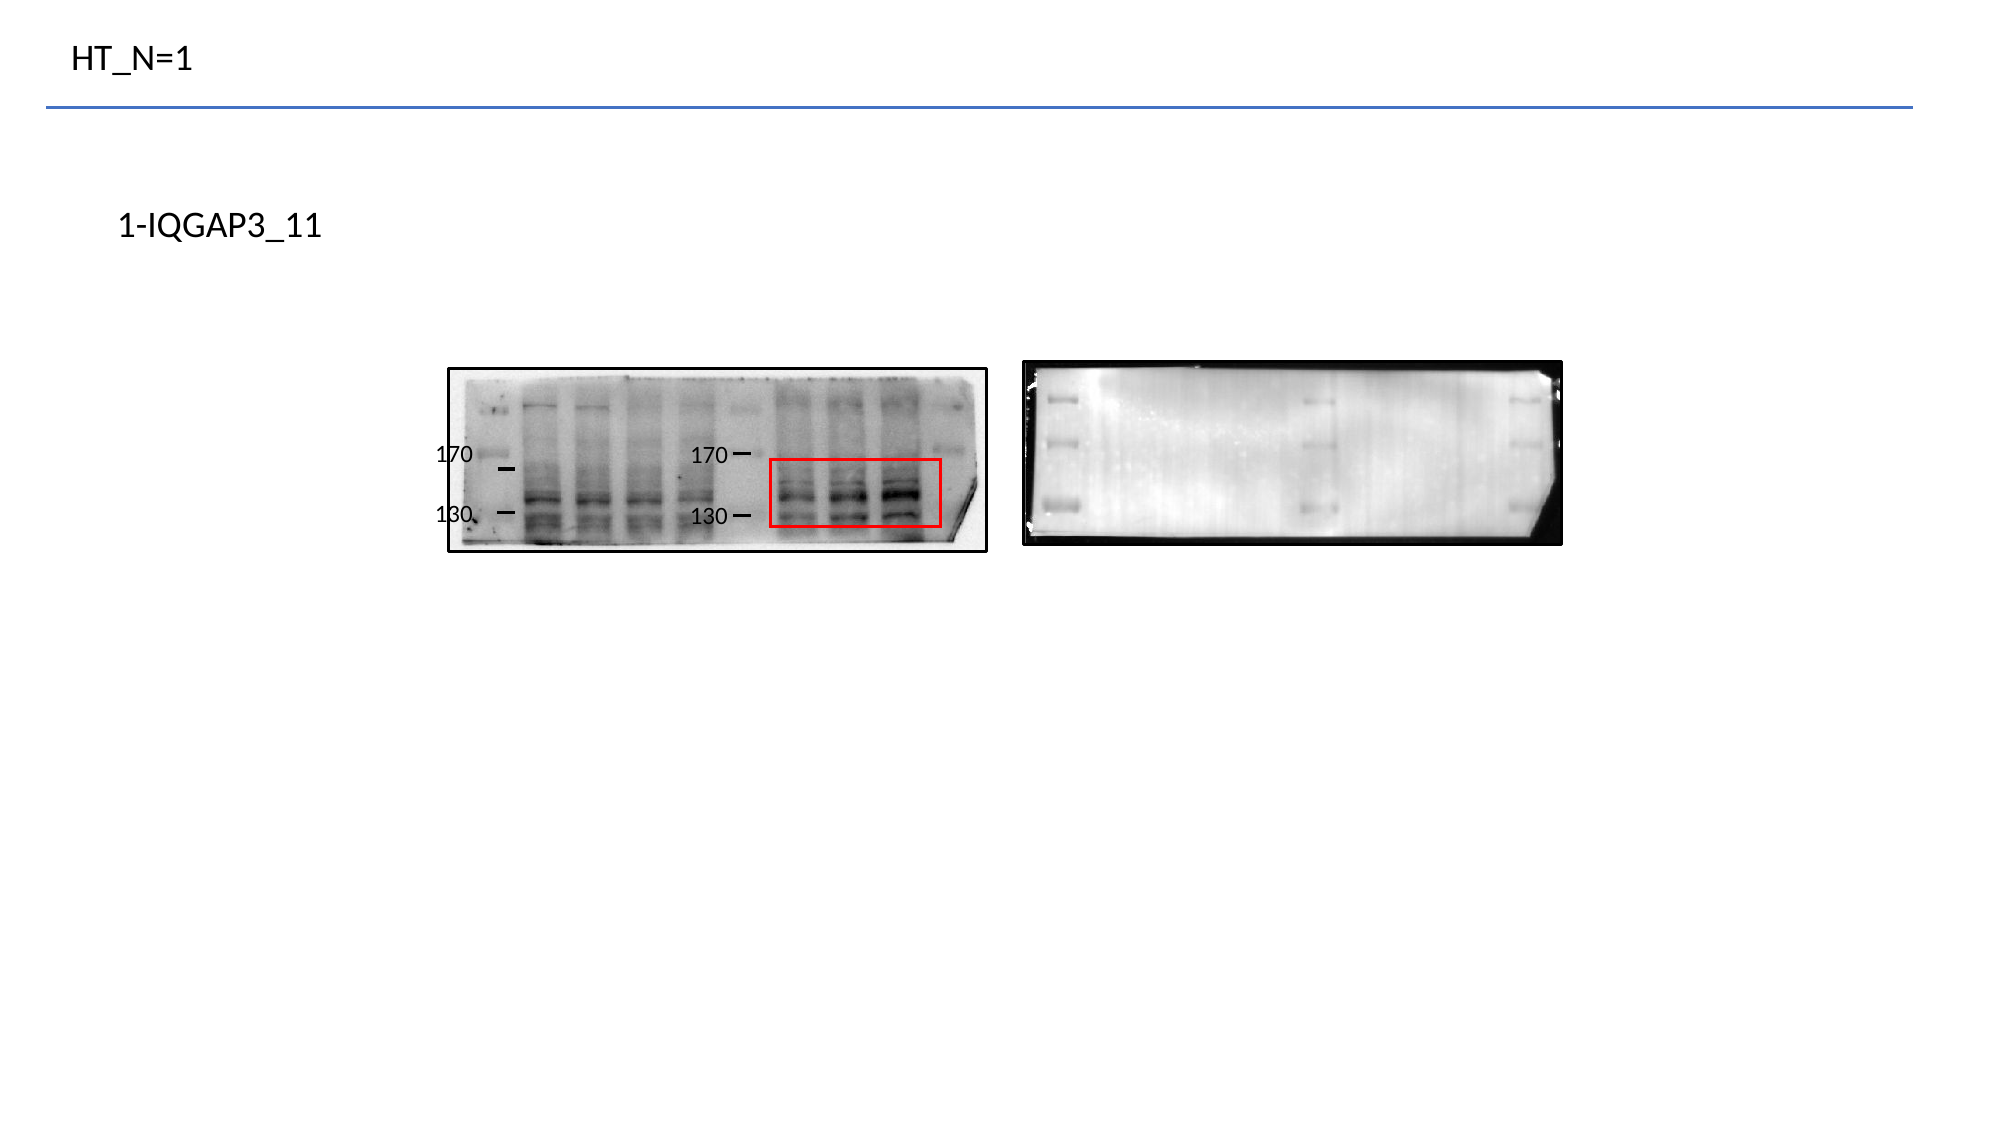

HT_N=1
43
43
1-GAPDH-2
34
34
GAPDH
1-IQGAP3_11
170
170
170
170
130
130
130
130
1-IQGAP3_11
95
95

## Slide 58
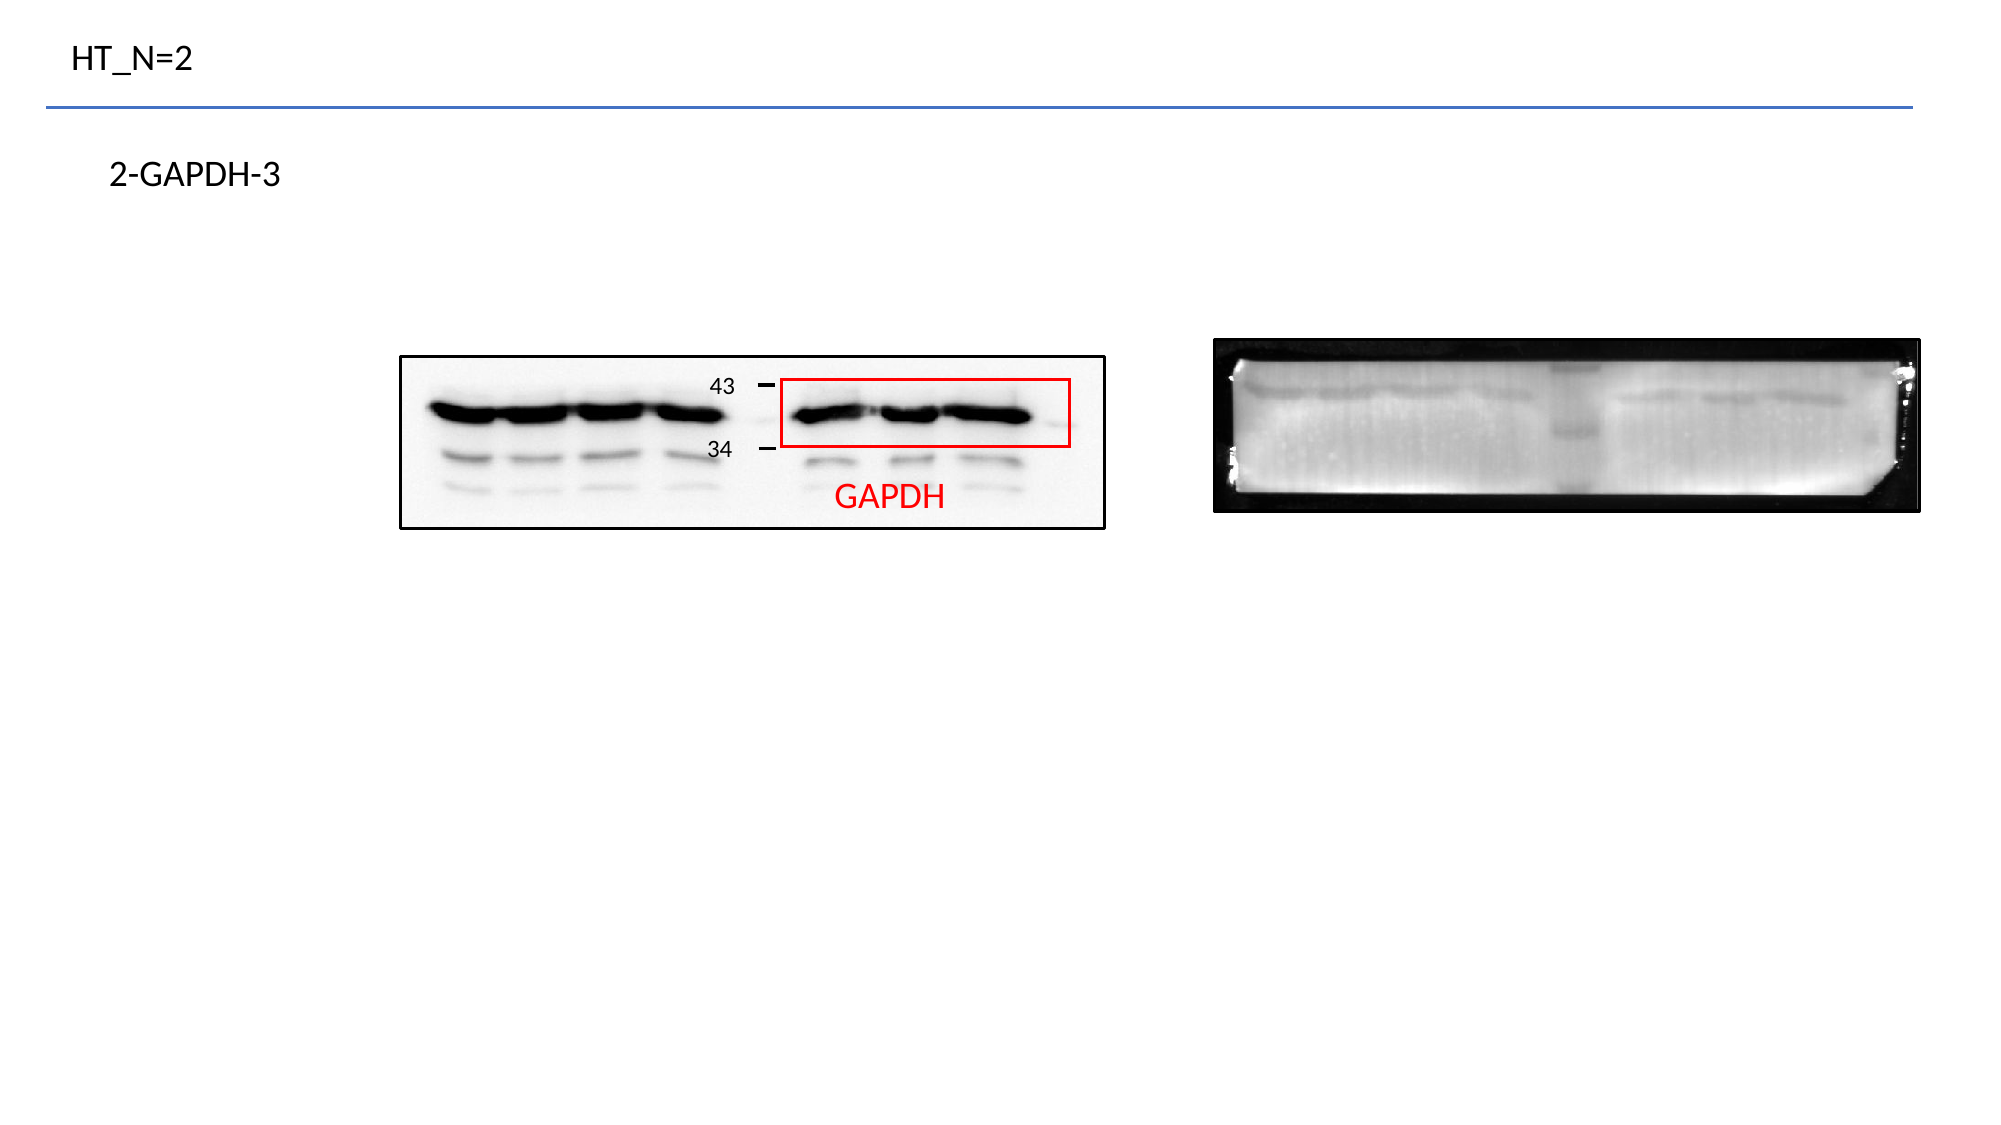

HT_N=2
2-GAPDH-3
43
34
GAPDH

## Slide 59
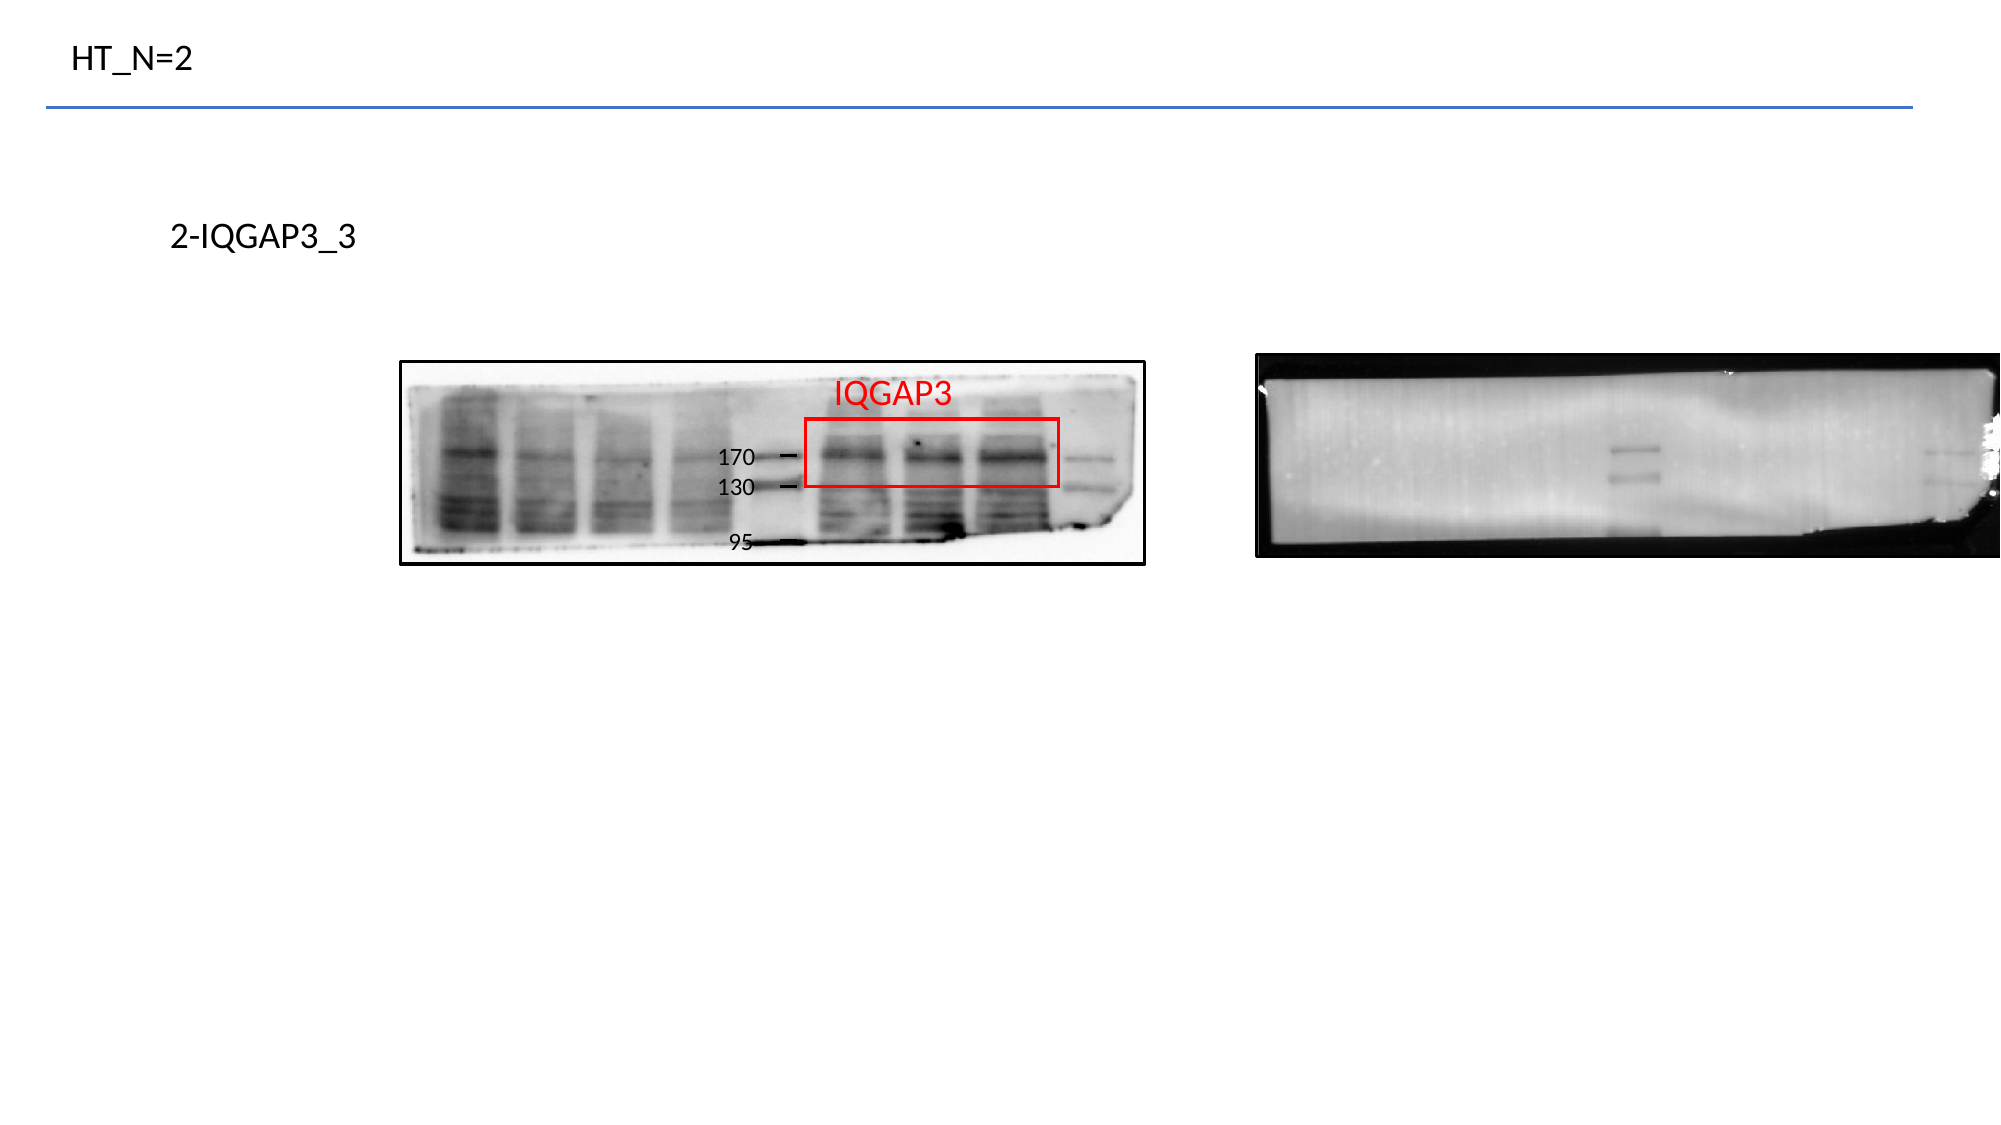

HT_N=2
2-IQGAP3_3
IQGAP3
170
130
95

## Slide 60
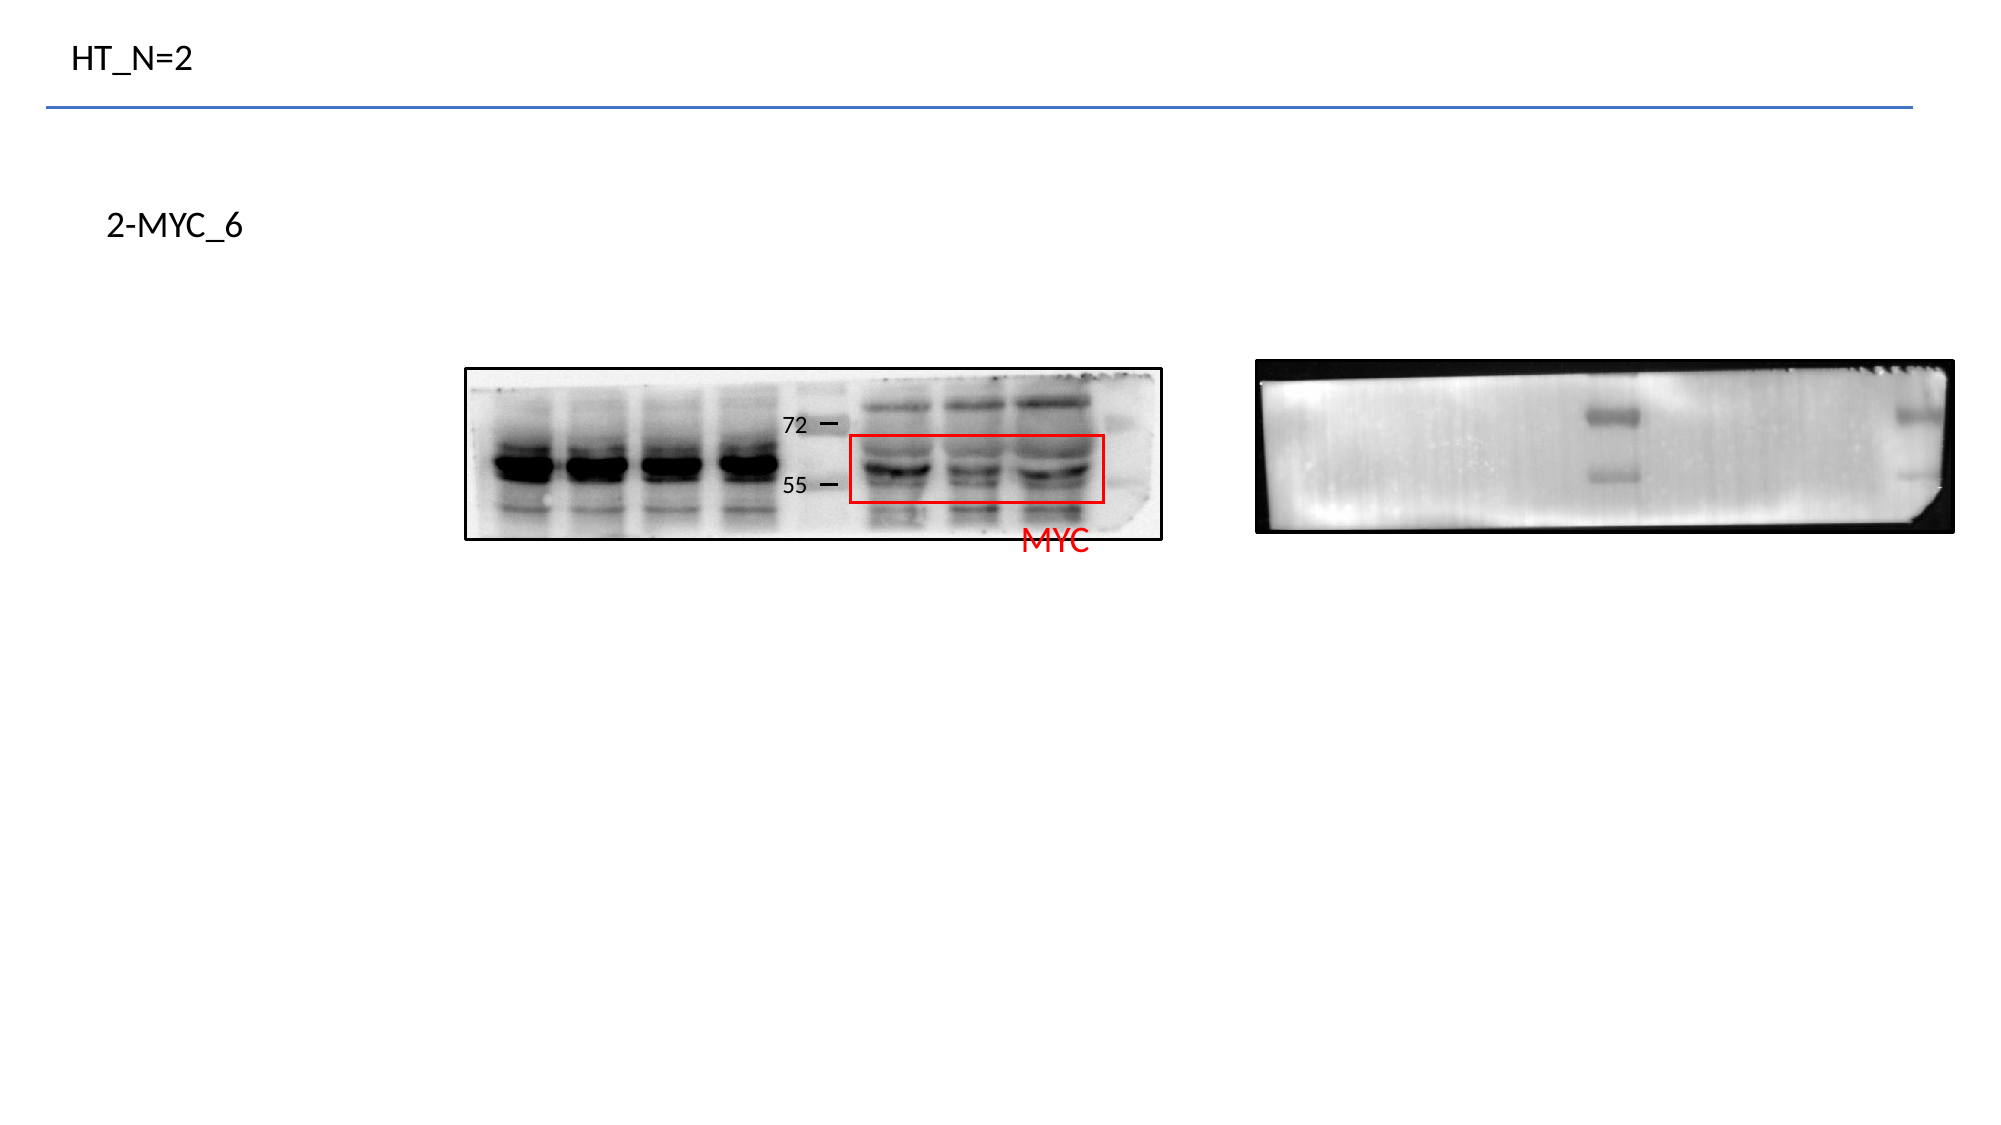

HT_N=2
2-MYC_6
72
55
MYC

## Slide 61
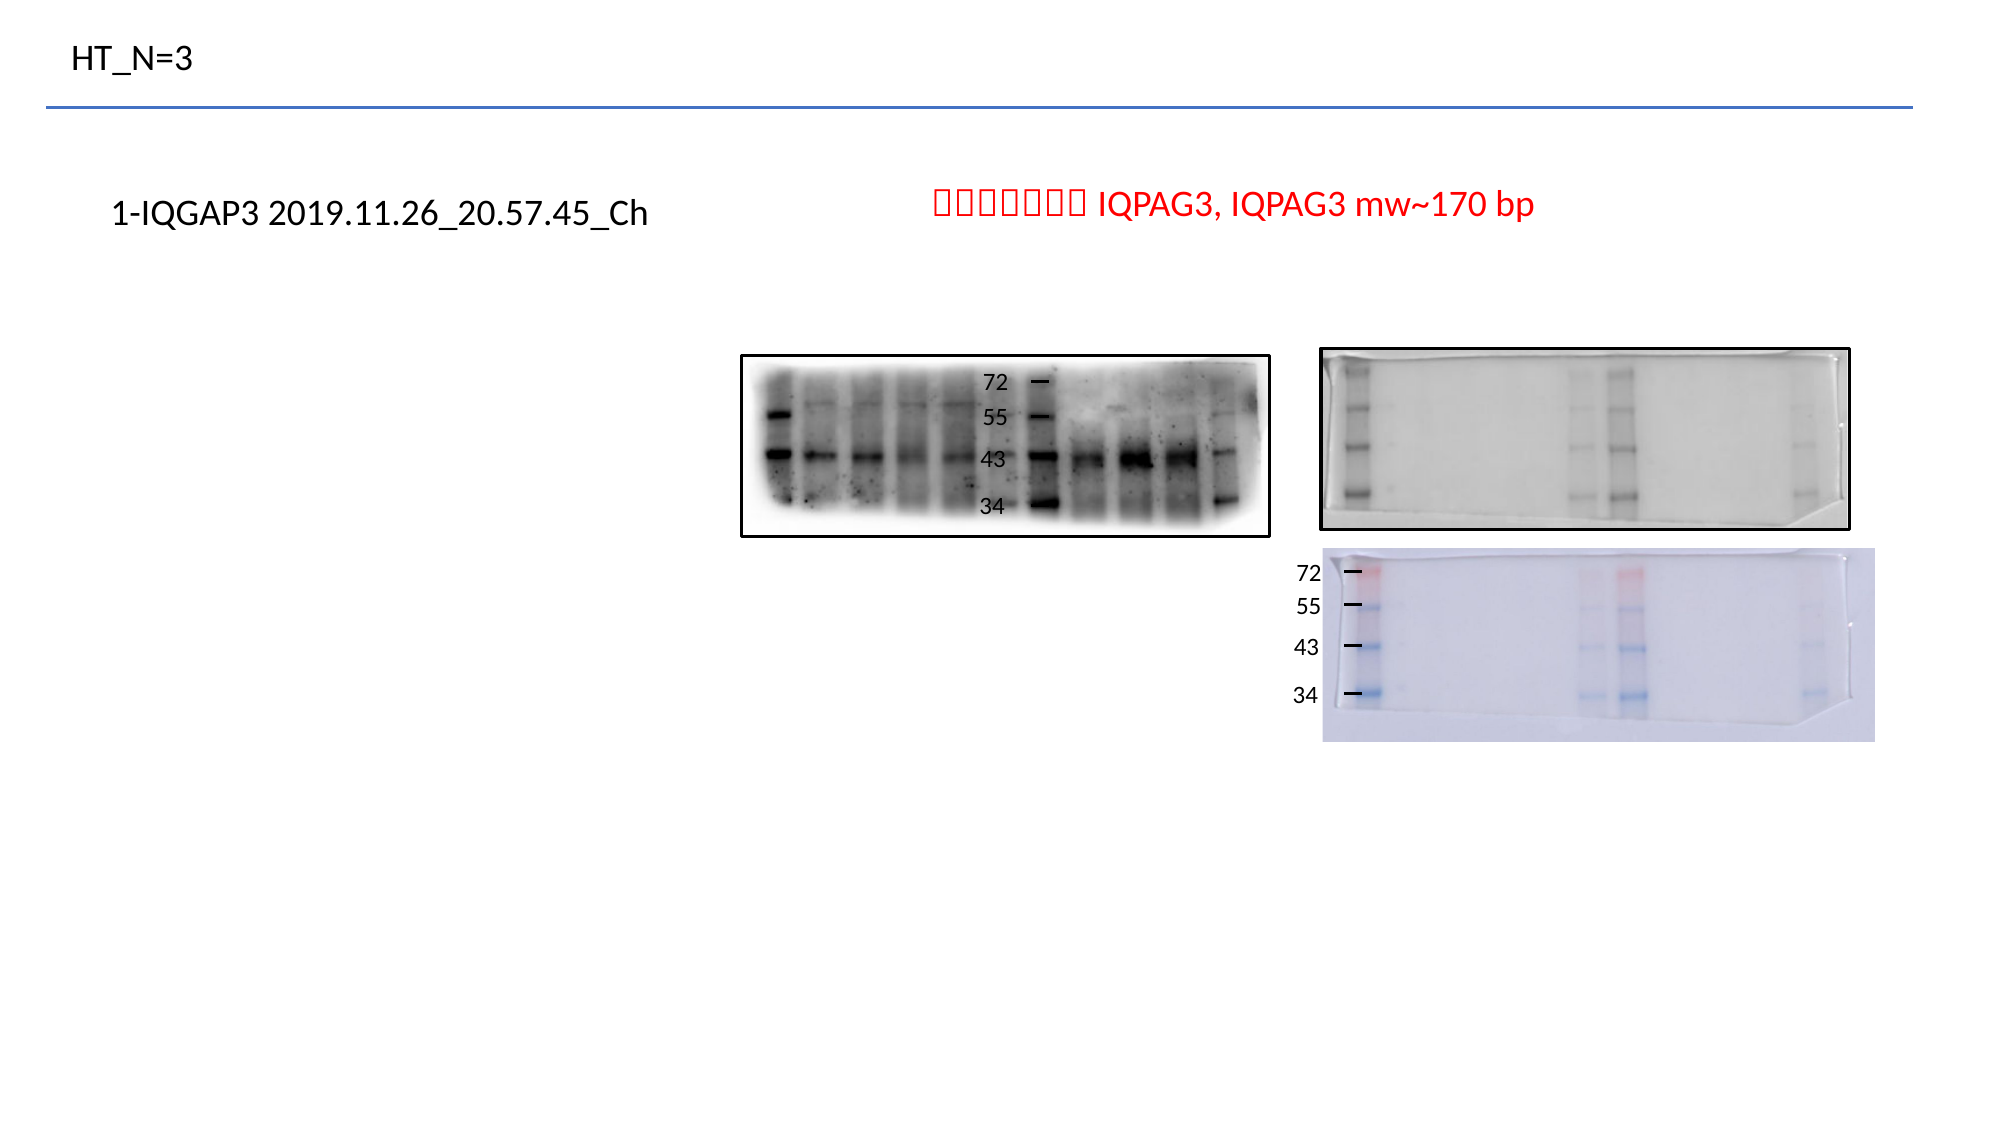

HT_N=3
我不認為這張是IQPAG3, IQPAG3 mw~170 bp
1-IQGAP3 2019.11.26_20.57.45_Ch
72
55
43
34
72
55
43
34

## Slide 62
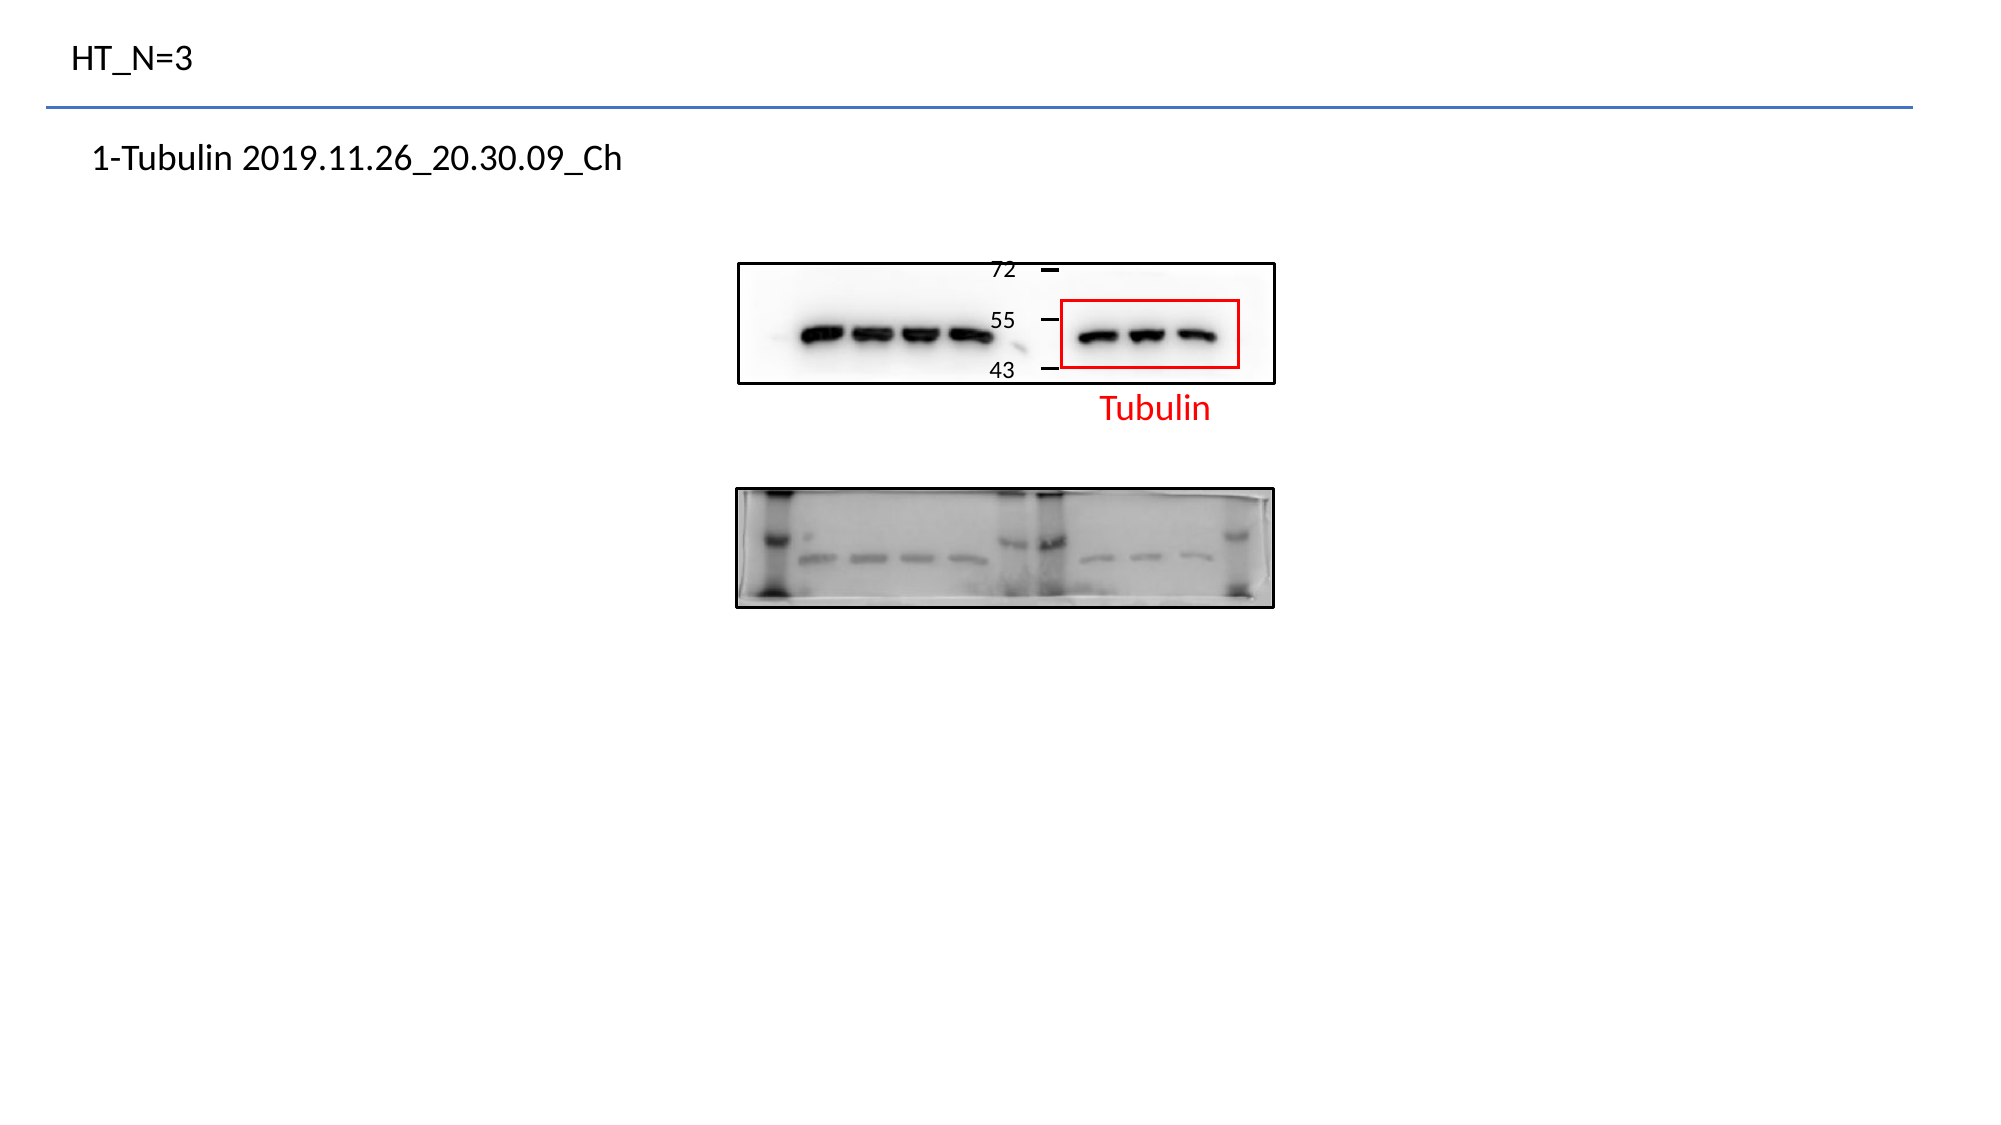

HT_N=3
1-Tubulin 2019.11.26_20.30.09_Ch
72
55
43
Tubulin

## Slide 63
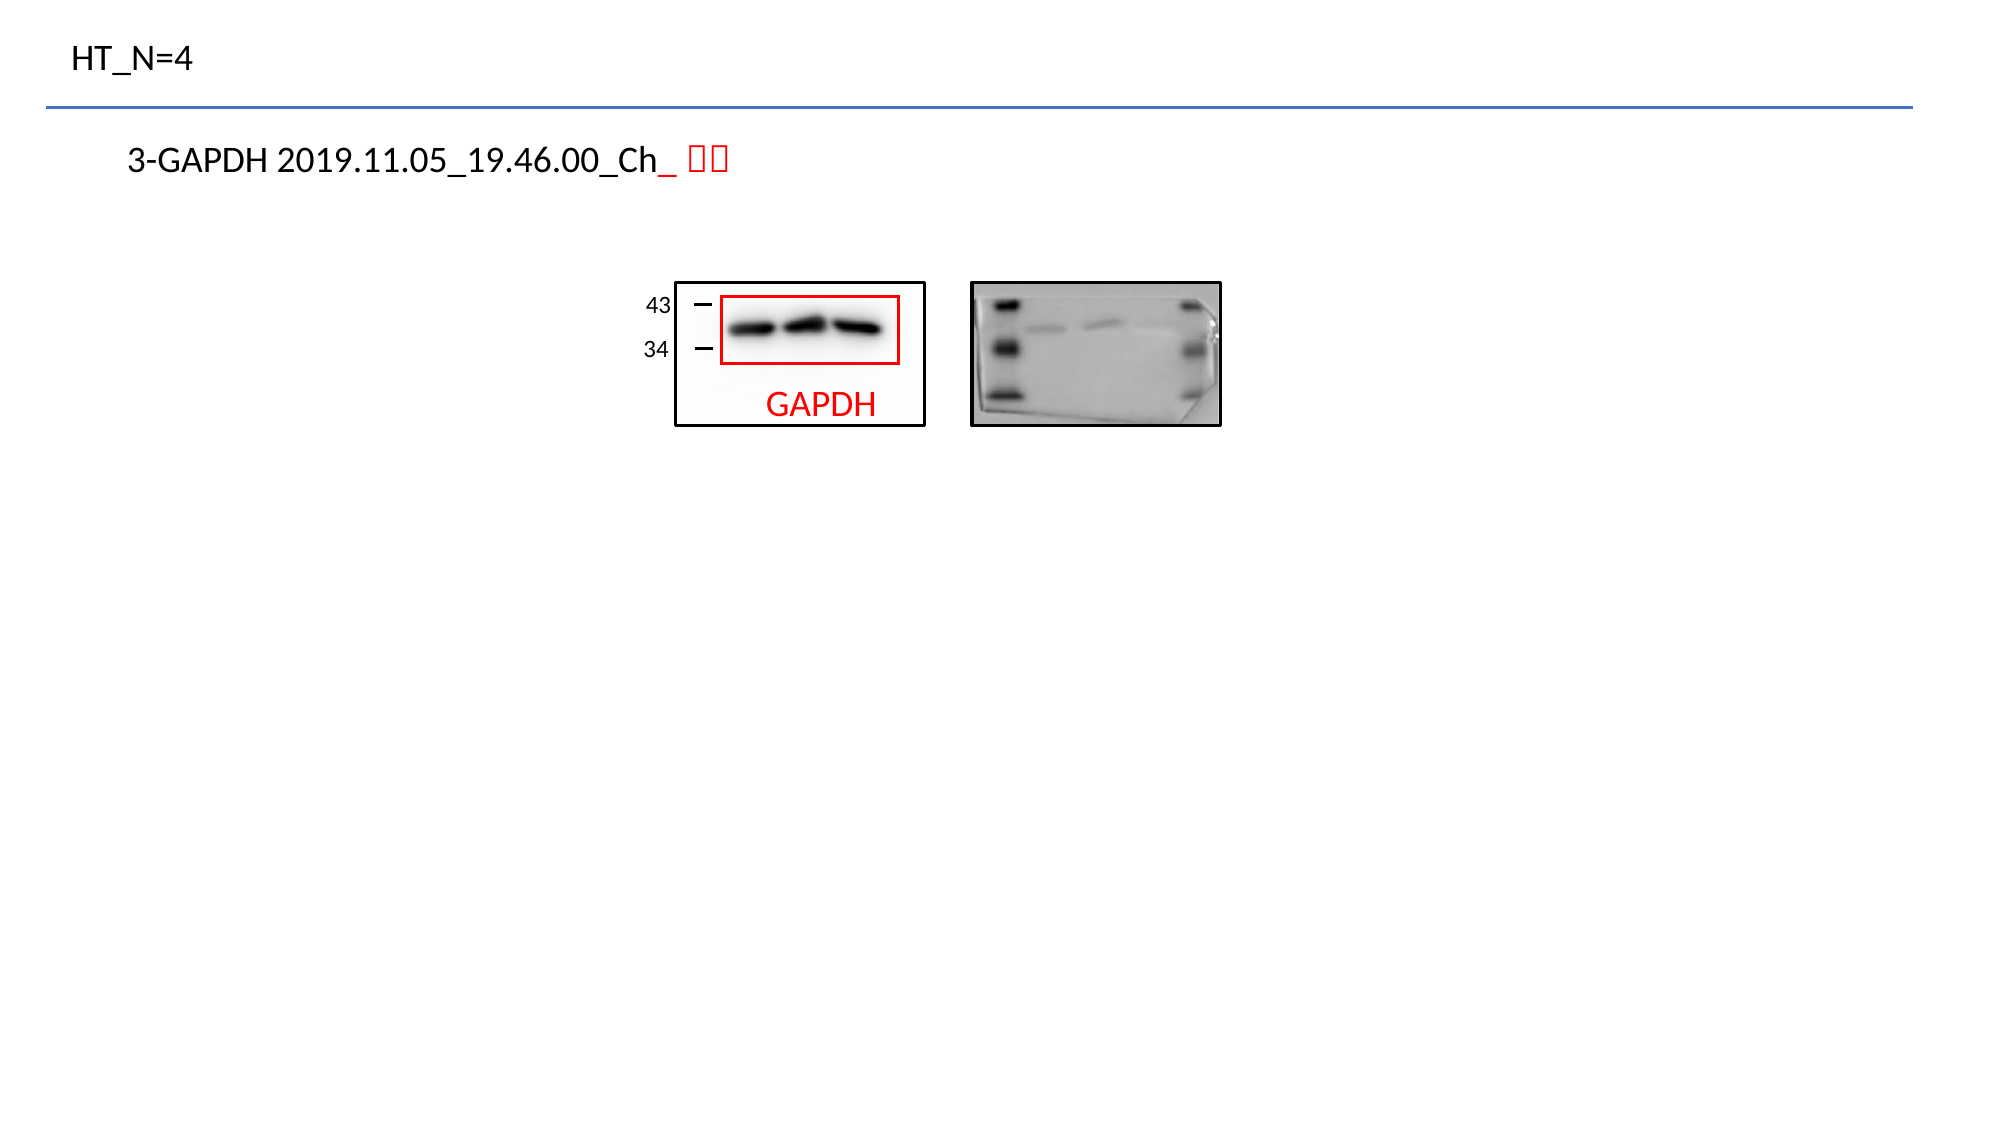

HT_N=4
3-GAPDH 2019.11.05_19.46.00_Ch_下圖
43
34
GAPDH

## Slide 64
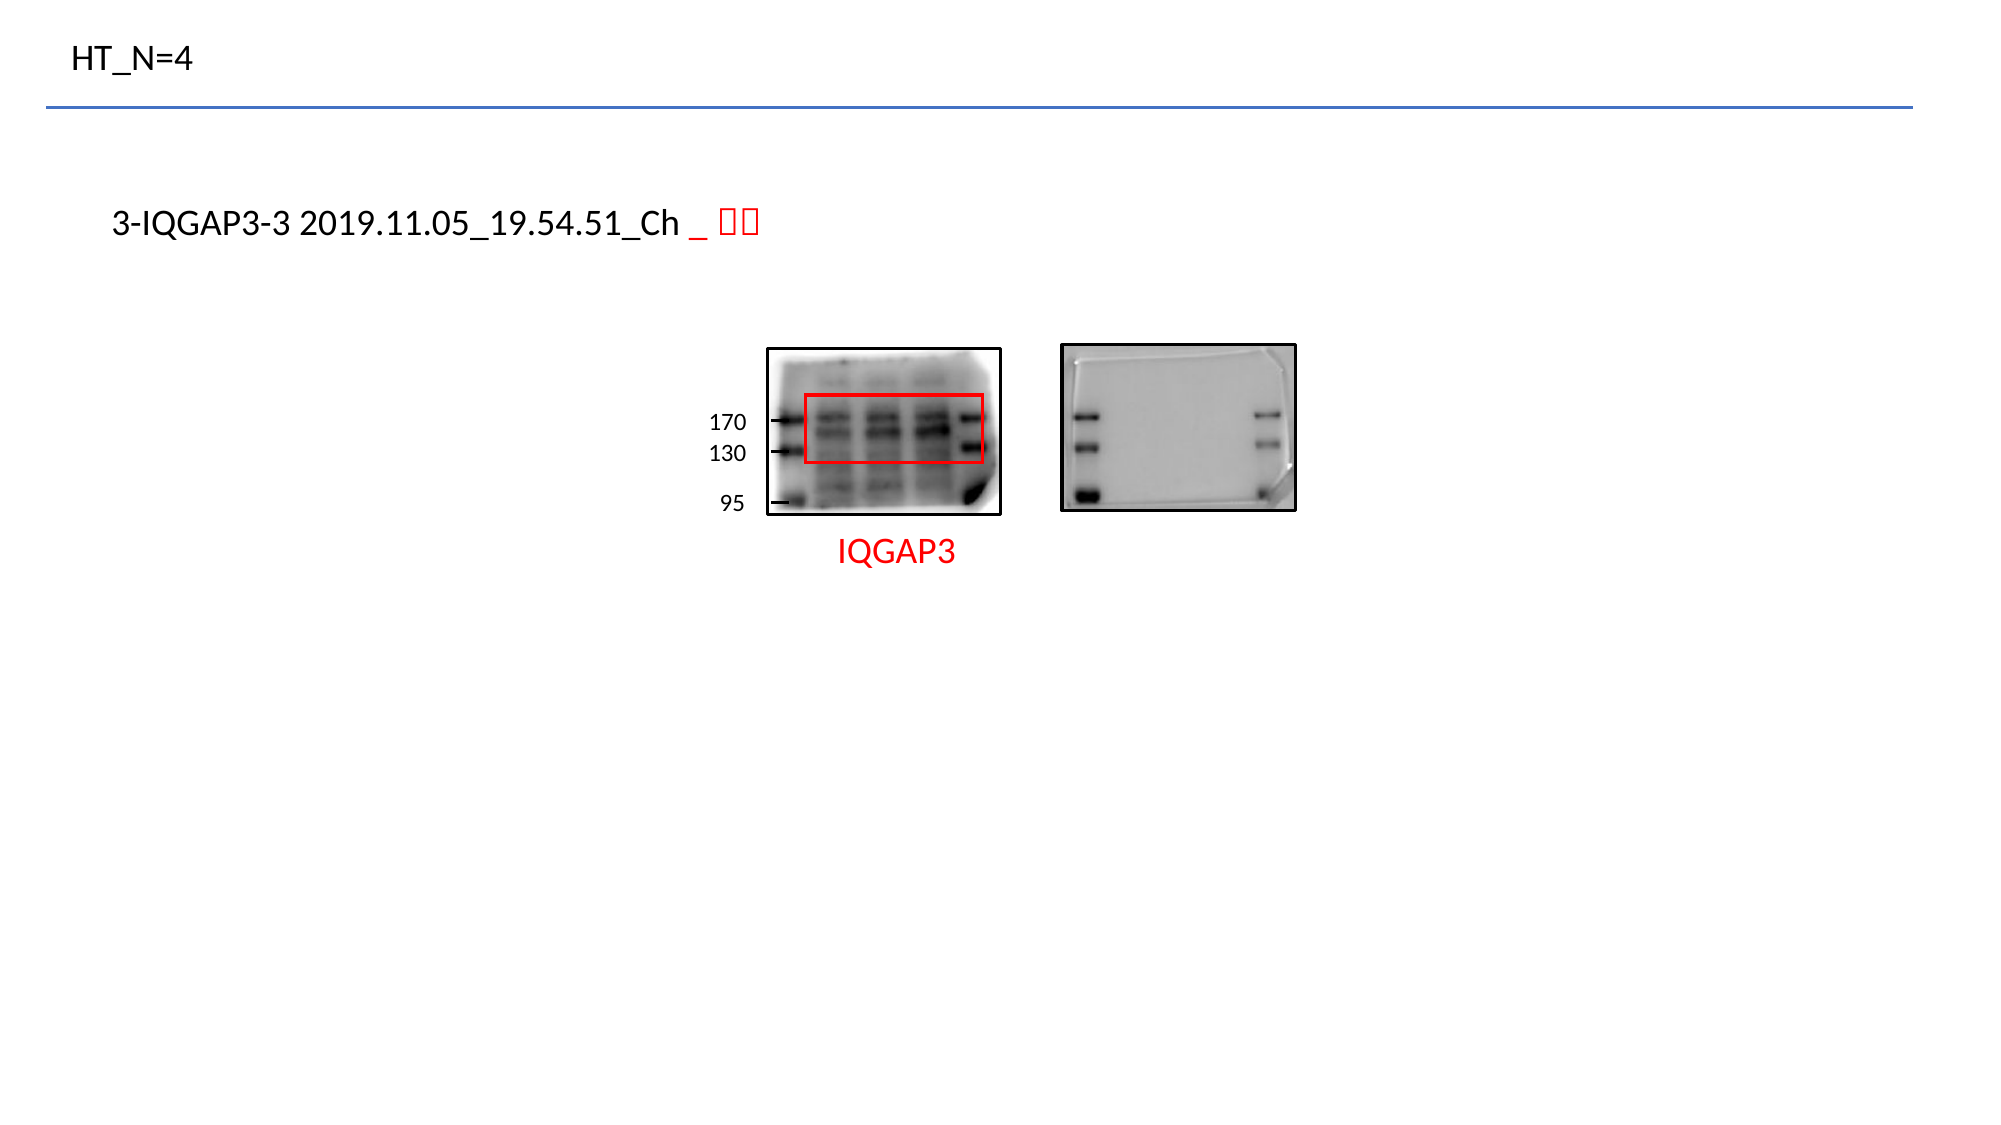

HT_N=4
3-IQGAP3-3 2019.11.05_19.54.51_Ch _下圖
170
130
95
IQGAP3

## Slide 65
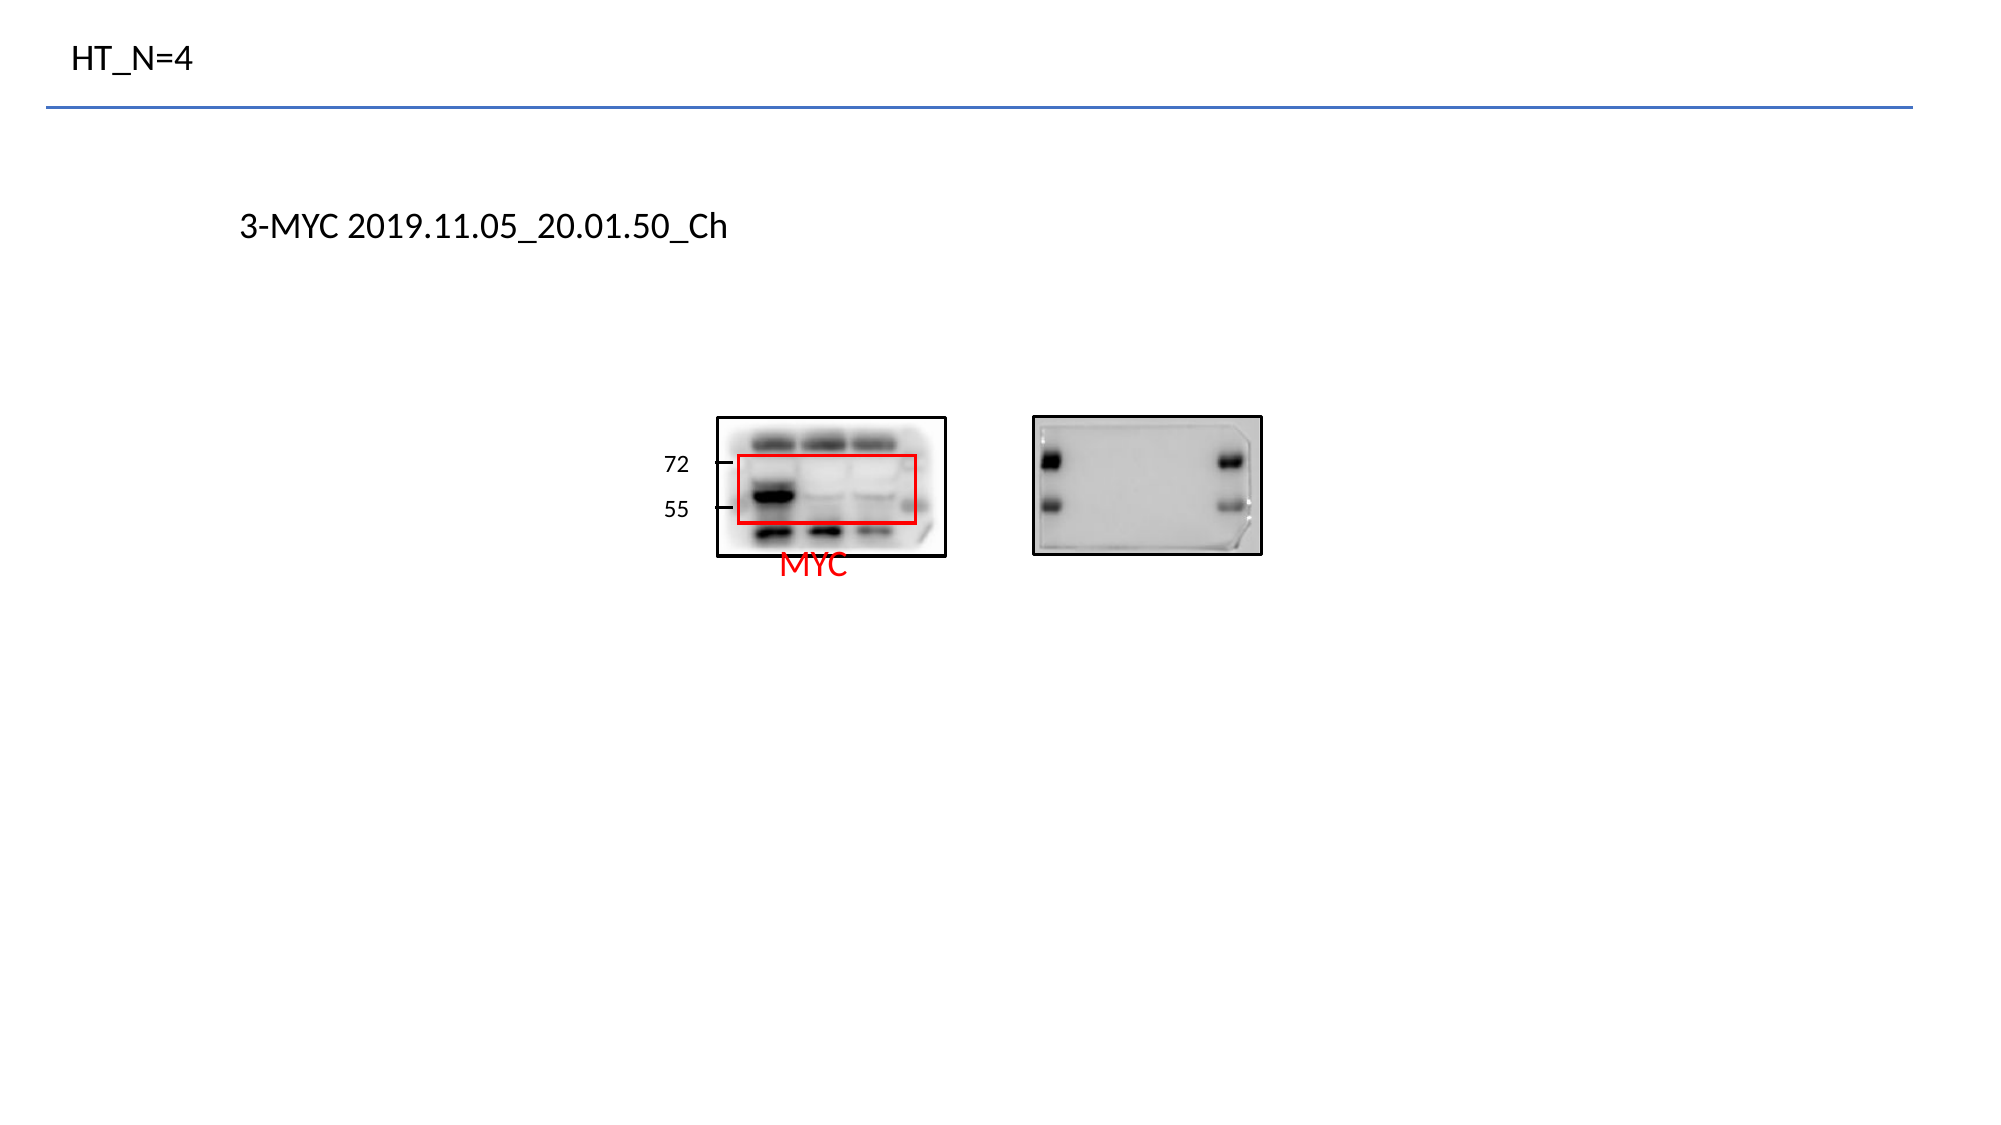

HT_N=4
3-MYC 2019.11.05_20.01.50_Ch
72
55
MYC

## Slide 66
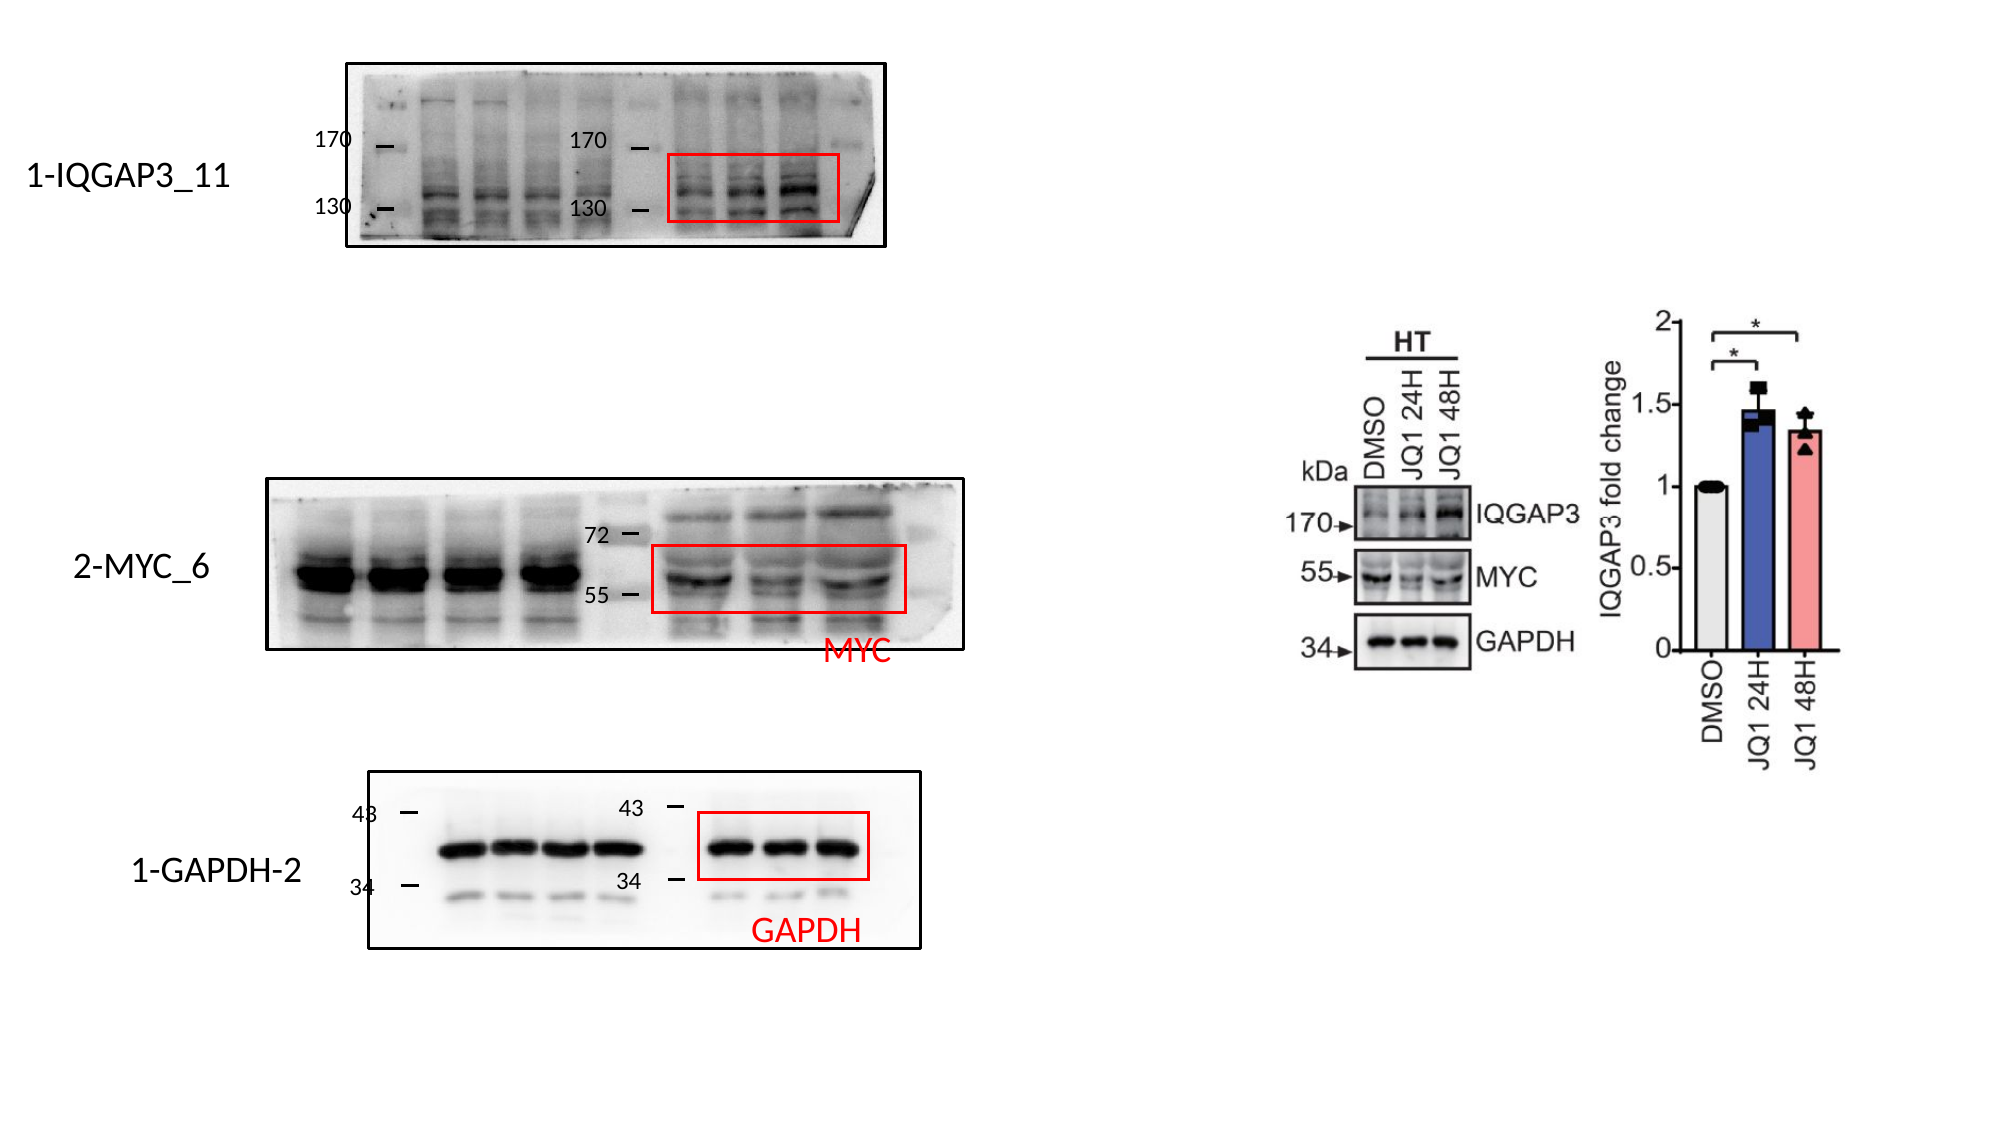

170
170
1-IQGAP3_11
130
130
72
2-MYC_6
55
MYC
43
43
1-GAPDH-2
34
34
GAPDH

## Slide 67
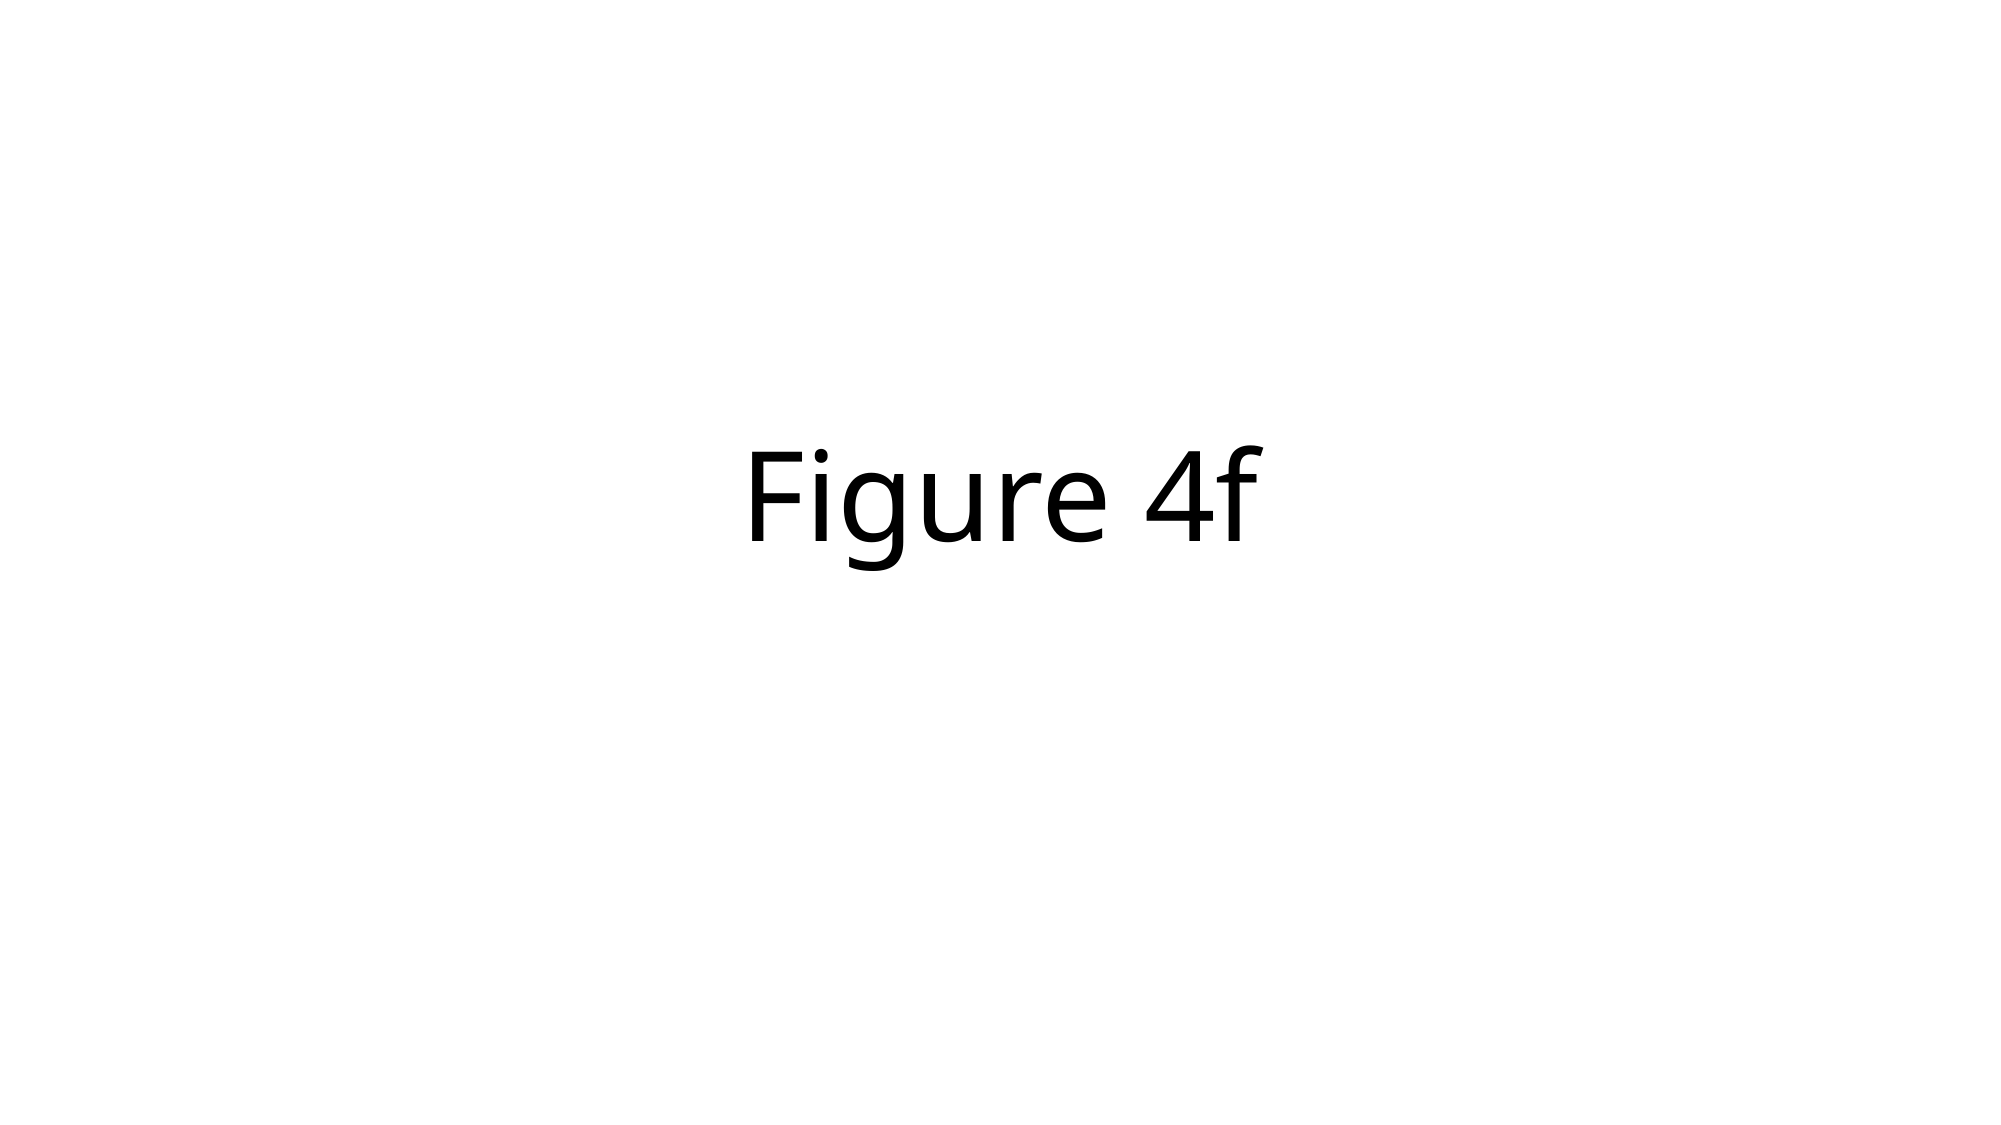

# Figure 4f

## Slide 68
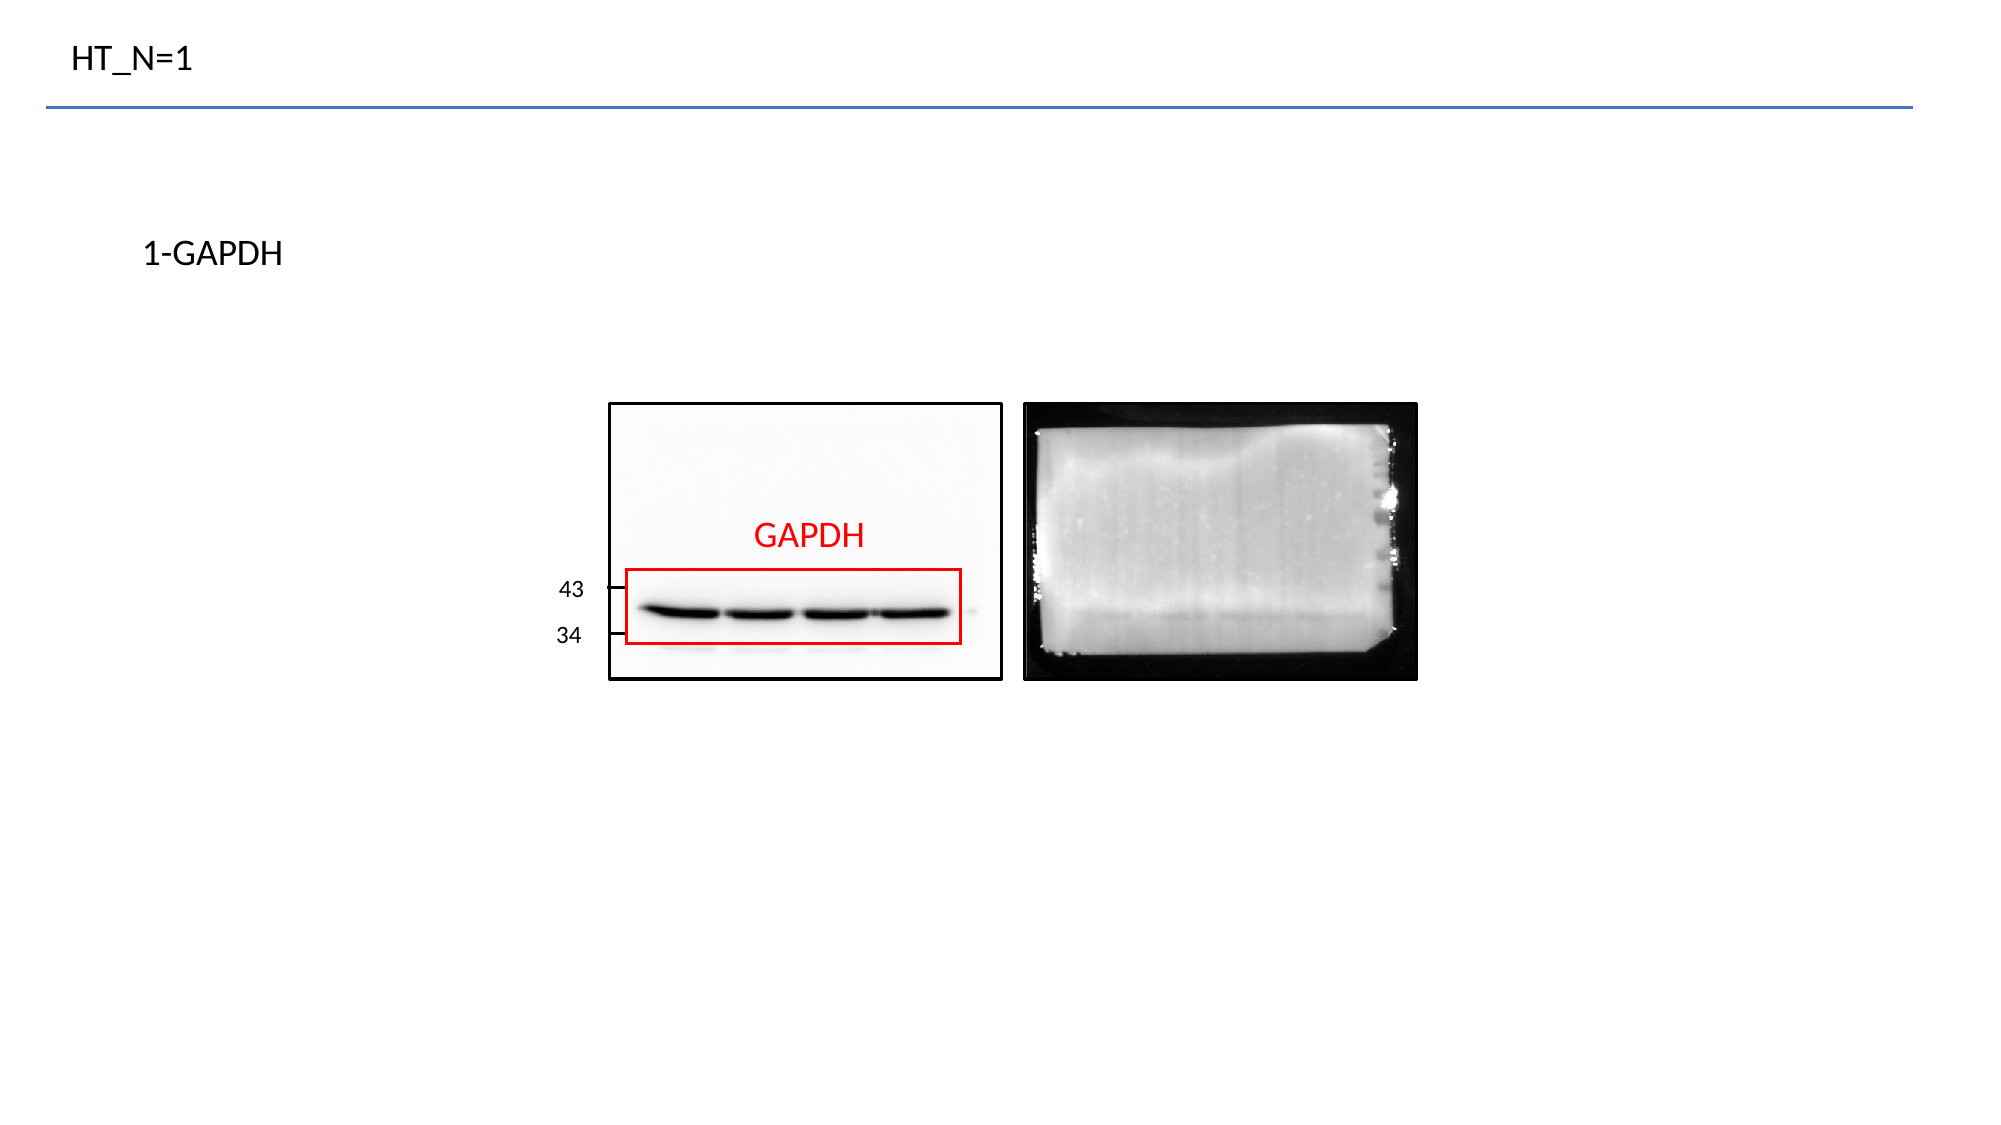

HT_N=1
1-GAPDH
GAPDH
43
34

## Slide 69
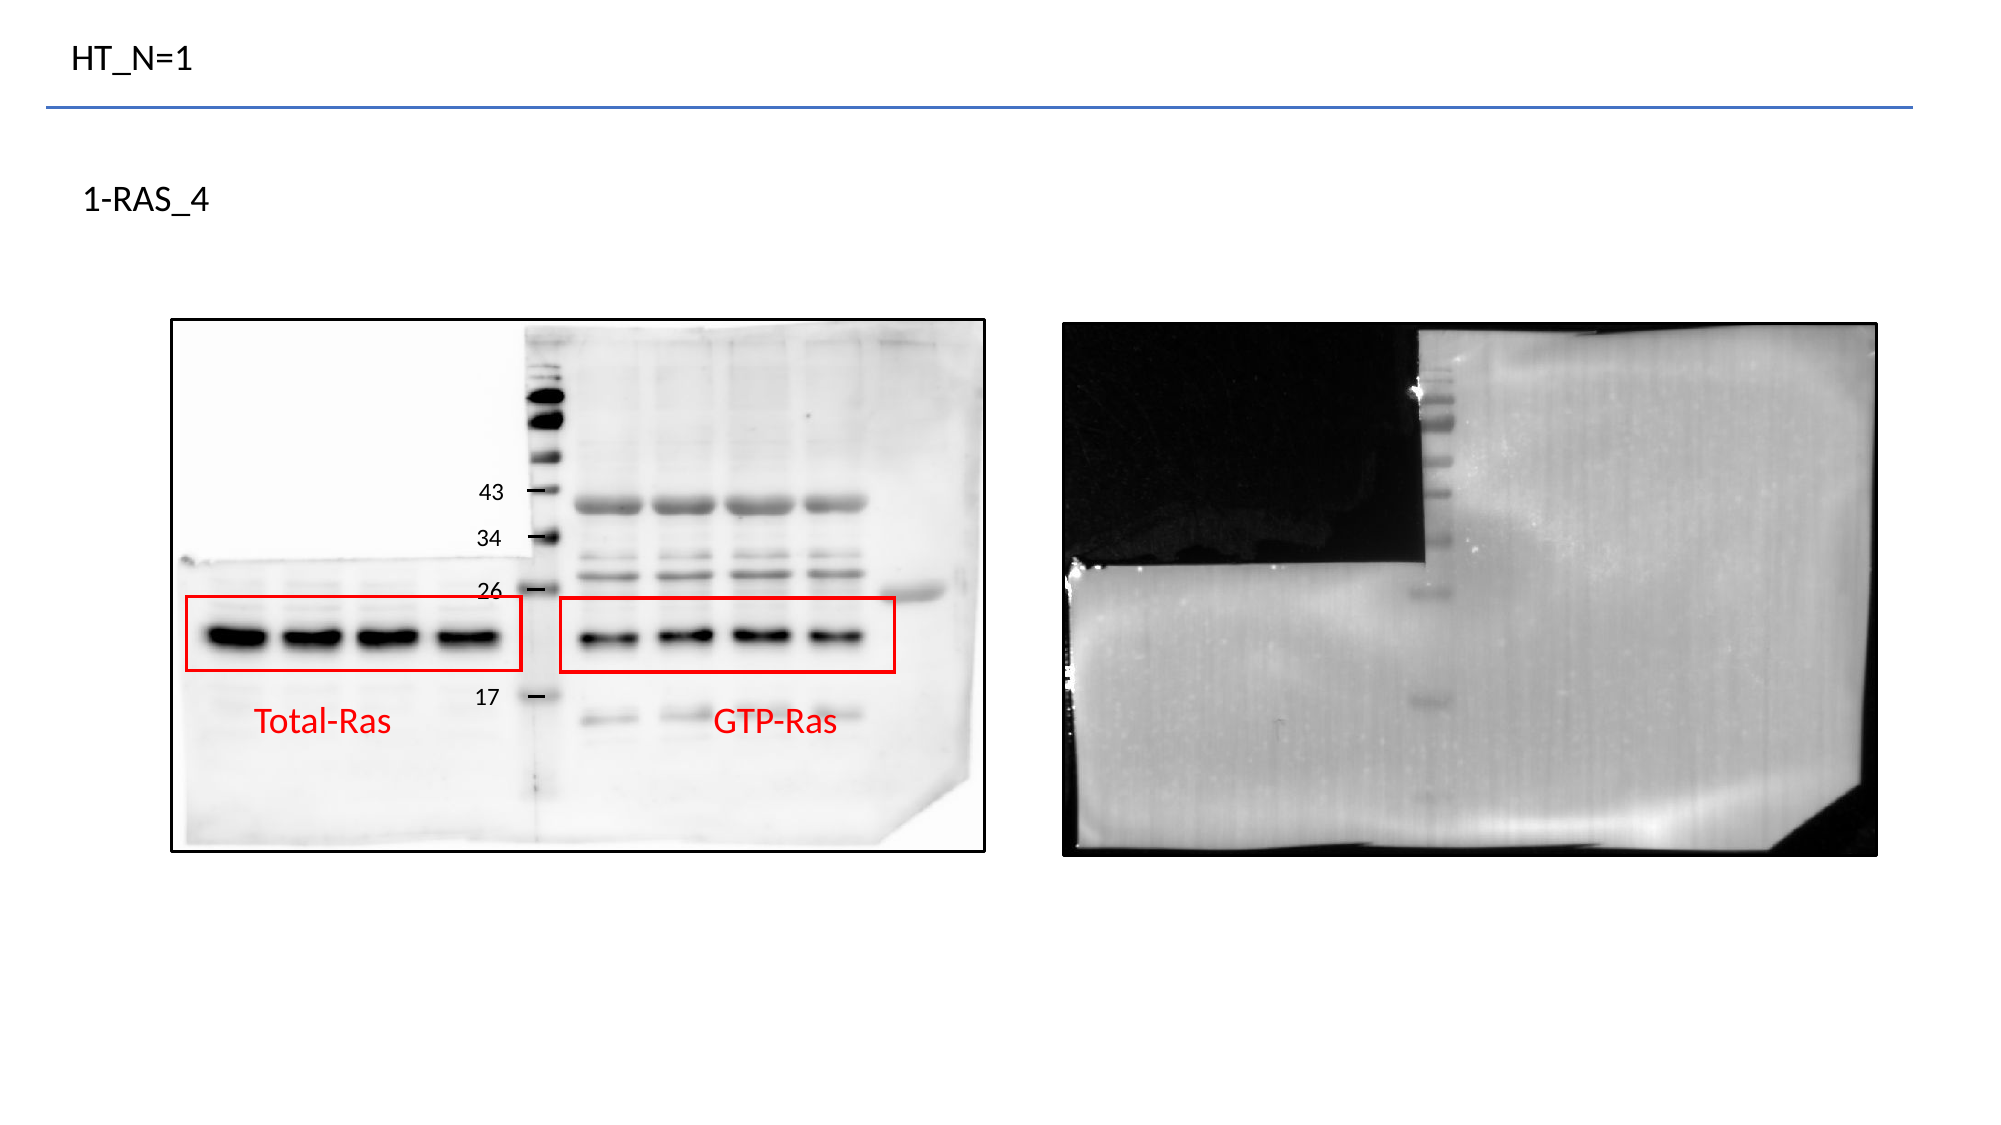

HT_N=1
1-RAS_4
43
34
26
17
Total-Ras
GTP-Ras

## Slide 70
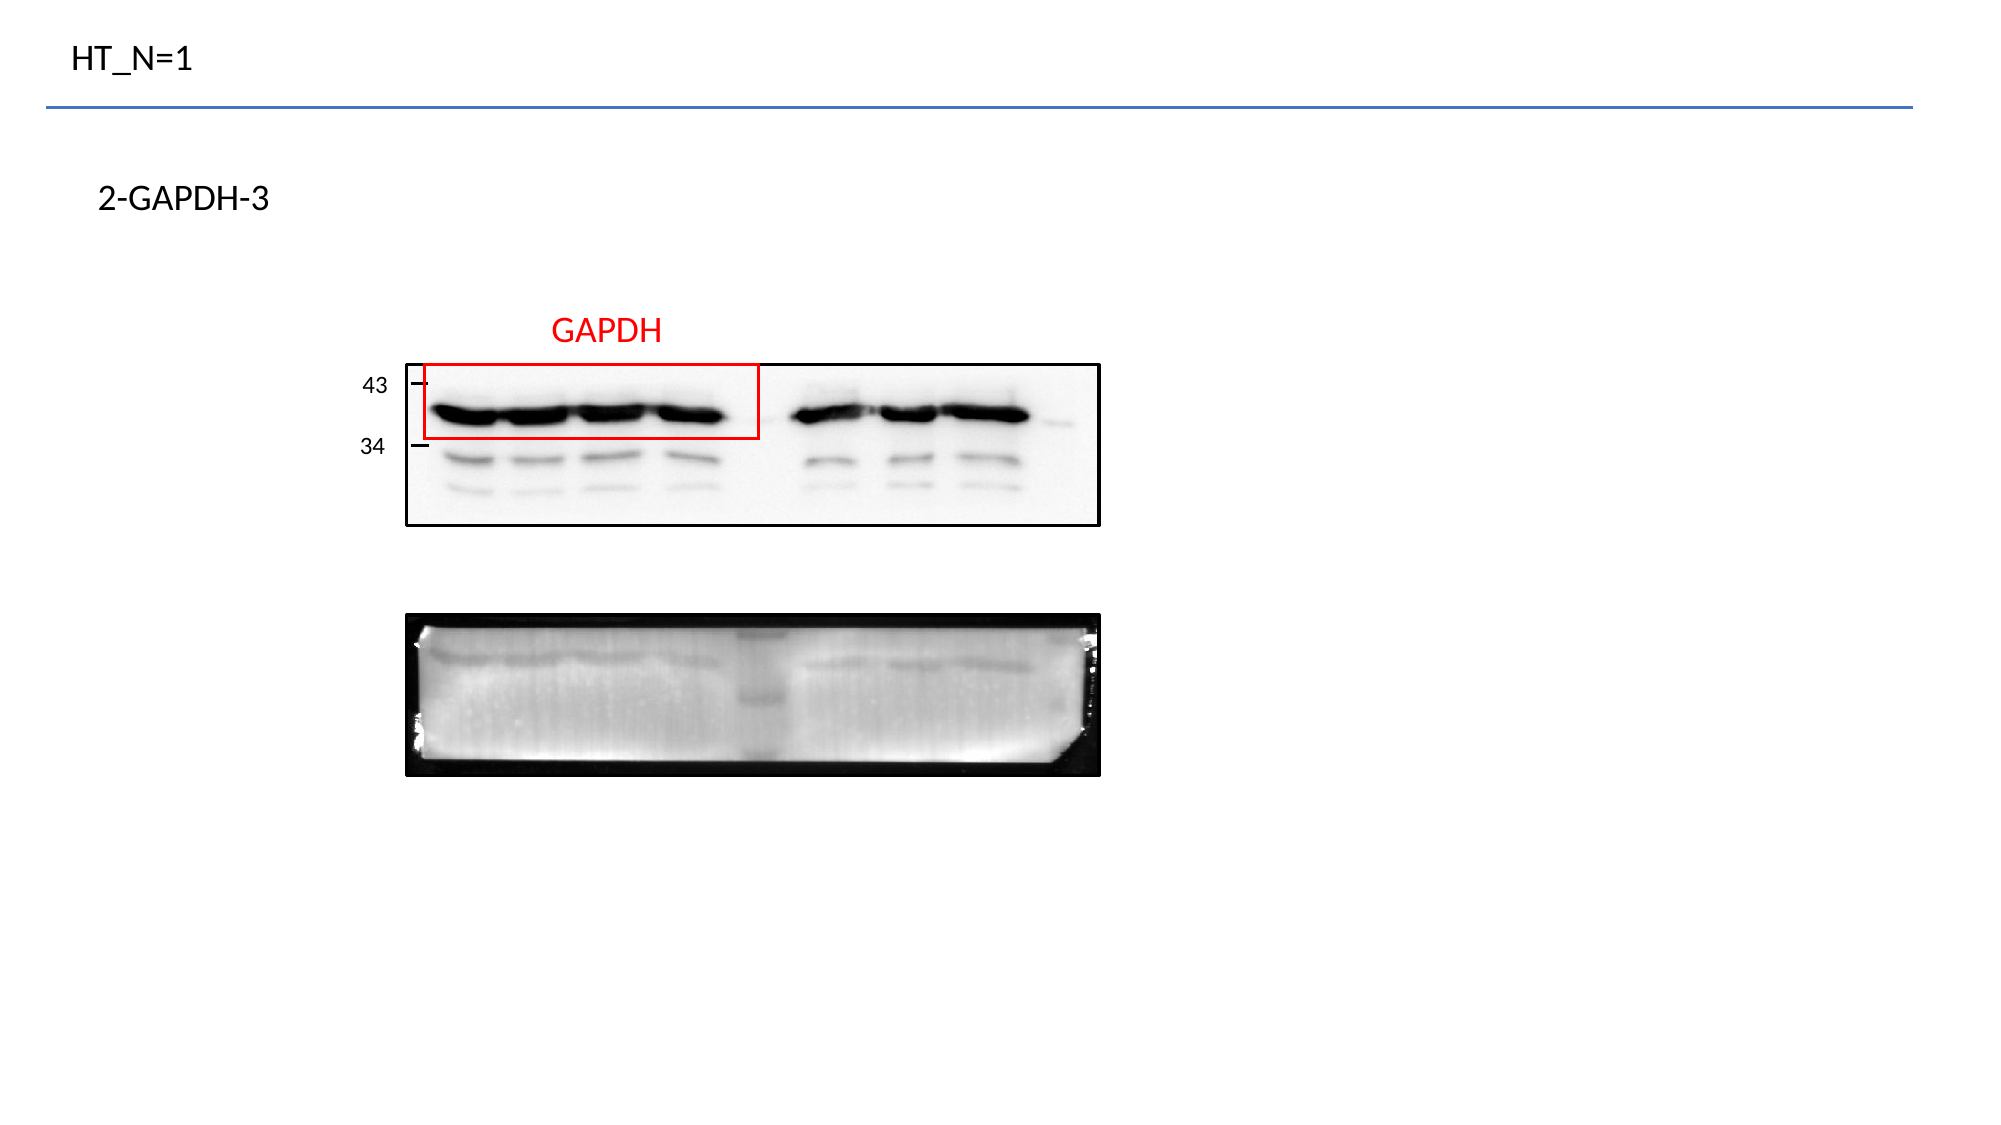

HT_N=1
2-GAPDH-3
GAPDH
43
34

## Slide 71
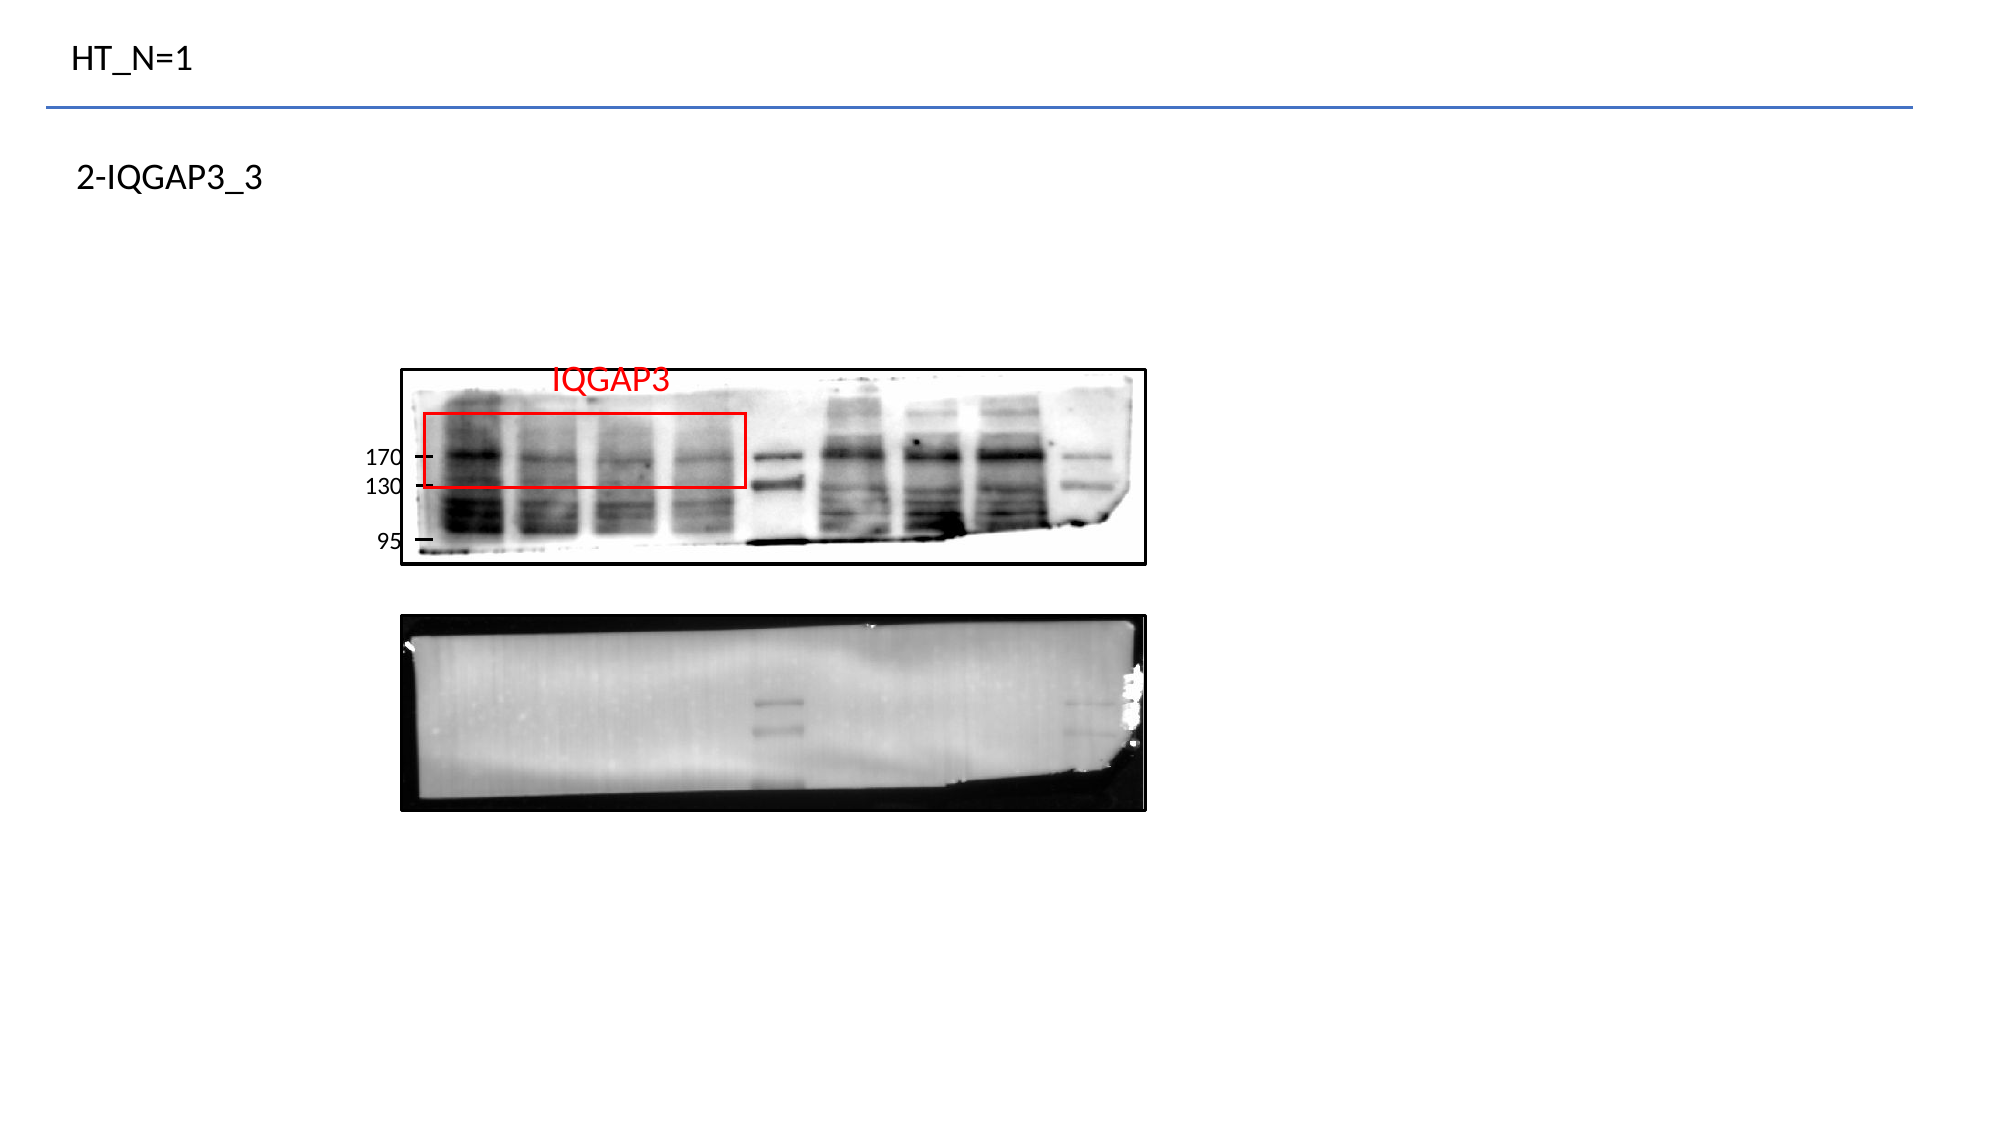

HT_N=1
2-IQGAP3_3
IQGAP3
170
130
95

## Slide 72
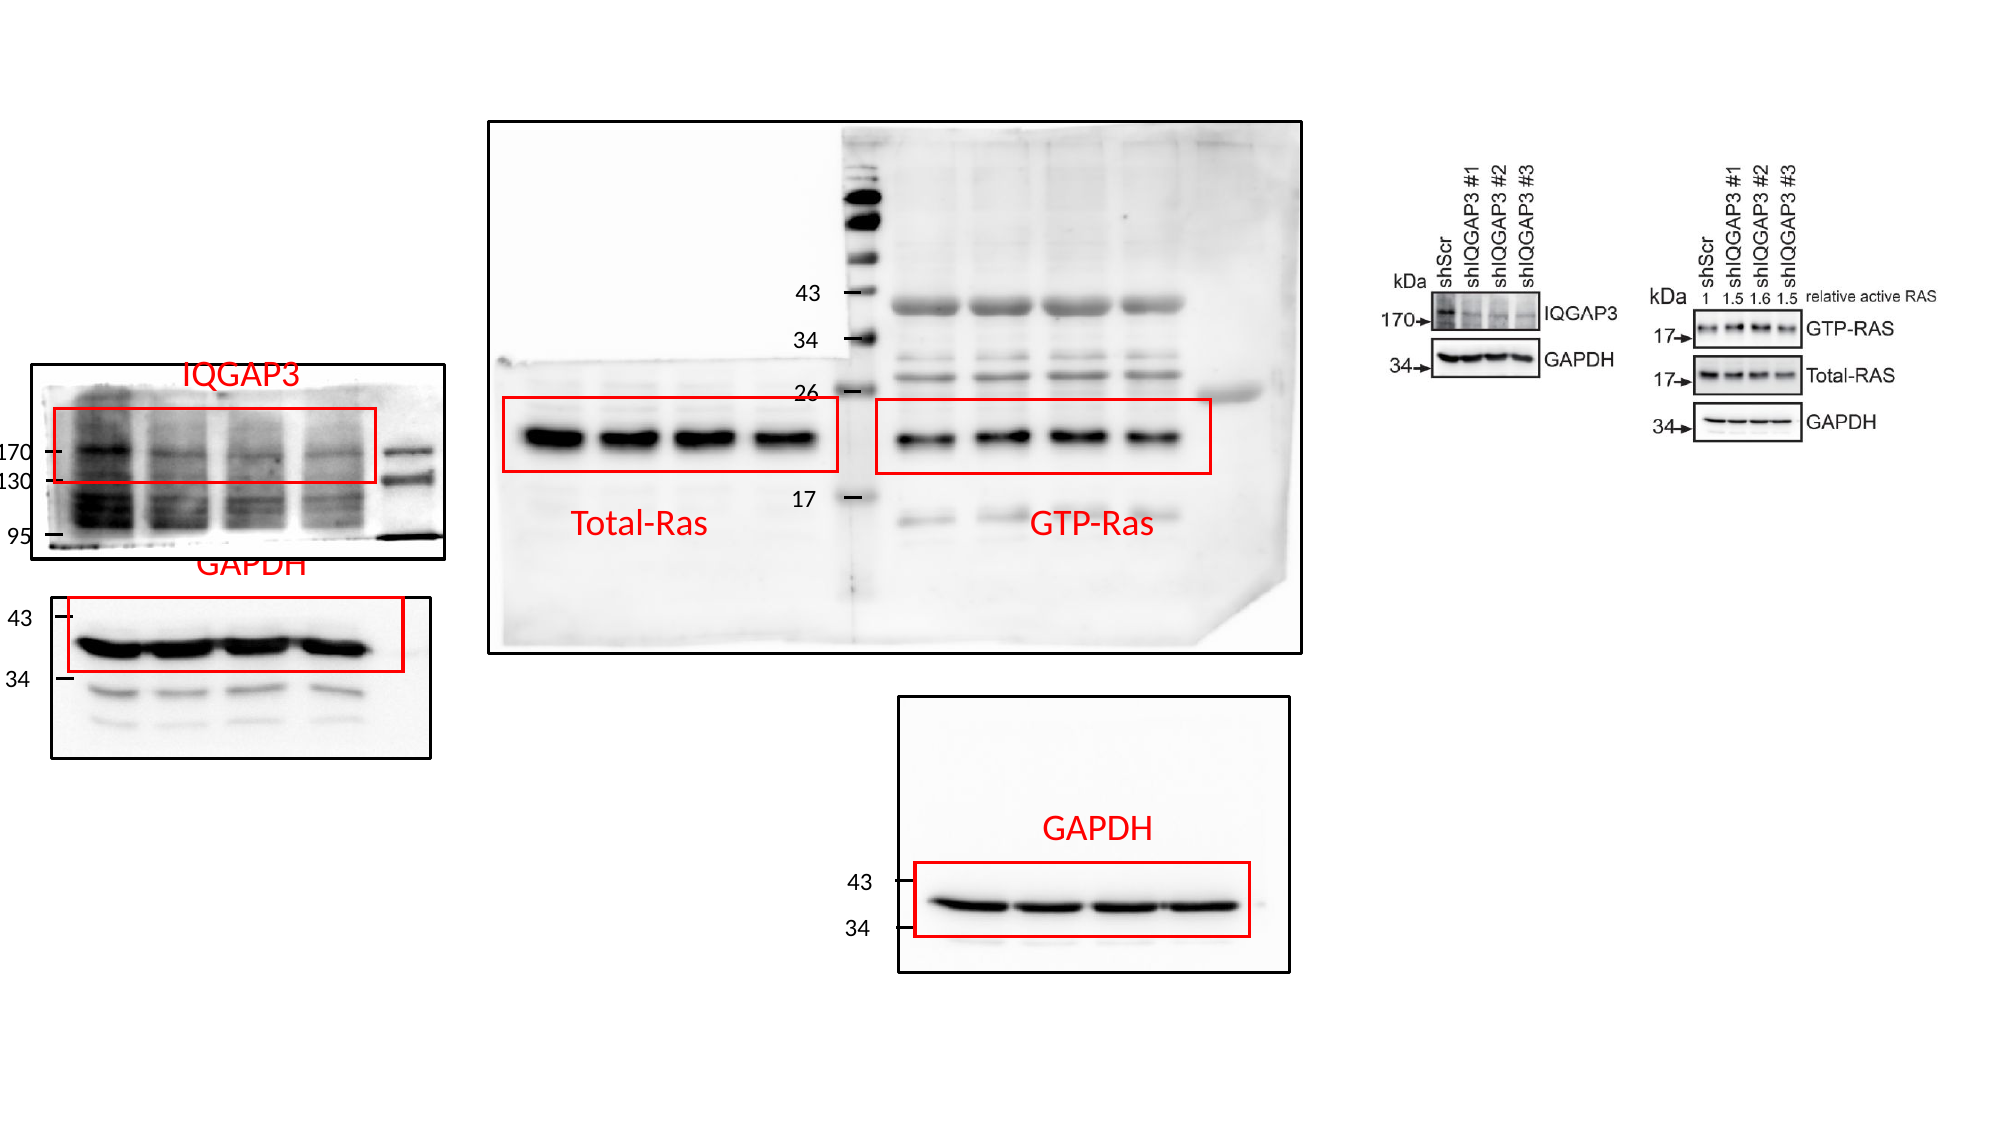

43
34
IQGAP3
26
170
130
17
Total-Ras
GTP-Ras
95
GAPDH
43
34
GAPDH
43
34

How the deposited data were processed for this re-analysis (not part of the article)

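RNA of SU-DHL-5 and Toledo cells, each treated with DMSO or with JQ1 at 1 µM, was sequenced by the authors with paired reads from libraries made with a stranded mRNA kit. There was 1 sample per condition and 2 libraries per sample. The paper's legend gives 8 h of treatment and the labels of the samples give 6 h, and the samples were mapped by the paper's time. The authors deposited RPKM values per gene and per transcript, normalized for feature length and for the mapped reads of each library, from trimmed reads. The paper's text does not name the aligner, the counting, the annotation or the genome build, and refers to its Supplementary Materials for the sequencing. No reads were processed here.

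The 2 libraries of a sample were averaged, since neither the paper's text nor the labels give them as separate samples. With n = 1 per condition, no test across samples was made and no p-value is given. The number of mapped reads per library was recovered from genes of a single exon, as the total that made their RPKM values whole reads most often. The median was 16252335 mapped reads, from 14617583 to 17679831, and 94.8% to 95.5% of them were on genes. The length of each feature was then taken as the smallest whole number of bases from 100 to 40000 that made all of its values whole reads, which succeeded for 99.9% of genes and of transcripts with a value. For features with very few reads the length, and with it the reads, can be too low by a common factor. On simulated data, all 8 values were recovered for 97.7% of 14515 genes with reads, and for 99.7% of the 10492 with at least 50 reads in a library. Recovered reads were used for intervals, filters and redraws, and no count model was fitted. The 95% intervals are exact binomial intervals of the JQ1 share of a gene's reads, given the mapped reads, and cover counting error only.

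The count of genes below 0.5 used the transcript table, with the rule given beside it. The rule was tested on simulated reads of transcripts, in which all transcripts of 200 genes were changed to 0.25 of their level. It called 100% of these genes, 10.3% of the 9551 unchanged genes with at least 100 reads and 26.9% of the 3513 unchanged genes with fewer reads. The same cutoff was then applied to simulated gene values. It called 100% of 200 changed genes. Among unchanged genes, it called none of the 9565 with at least 100 reads and 17.0% of the 3492 with fewer. Both simulations of calls used the rates of the SU-DHL-5 libraries with sampling noise alone, and changed only genes with at least 100 reads. The libraries of a sample differed by more than sampling noise, so the shares of unchanged genes called may be higher in the data. Random lists and permutations were drawn 10000 times within 10 classes of mean expression, and reads were redrawn 100 times, with a seed of 1. On the simulated gene values, 5% of 200 random lists lay above the 95th percentile, and a list of 50 genes that held 20 changed genes lay at percentile 100. Gene ratios are log2((JQ1 + 0.1)/(DMSO + 0.1)) in RPKM.

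Named genes were chosen before the data were examined, except for the genes that rose or fell most, which were taken from the data. They were MYC, HEXIM1 and SERPINI1, the IQGAP genes, RHOA, RAC1 and CDC42, the RAS genes, the RASGEF and RASGAP genes of the paper with GRIPAP1, and the 5 genes that rose most and the 5 that fell most in both lines. These last were ranked by the smaller of the 2 absolute log2 ratios among genes with at least 100 reads in the higher library of each line. The alternatives varied the table, the pseudocount, the filter on low values, the cutoff, the scaling and the matching of random lists. The scaling alternative divided JQ1 values by the median ratio of genes of at least 1 RPKM, which was 1.02 in SU-DHL-5 and 0.956 in Toledo. Unique reads were planned as an alternative for IQGAP3 and MYC and were not run, because the tables do not give unique reads. Gene Ontology annotation, Figures S3a and S4a, qPCR, nCounter, pull-down, western blot and mouse data were not used here. The exception is Figure 4d, by qPCR, which was read by eye for IQGAP3 in SU-DHL-5. Results for some genes and gene families were left out of the text, and 1 RASGAP gene was left out of the plot of that list, but they remain in the counts and medians. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.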

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

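The tests of the genes above 2 against the spread between libraries and against the number of reads were set before their results were seen. HEXIM1 and SERPINI1 were named before the data were examined, as known responders to BET inhibition and a check of the labels.

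The paper counts the genes that fell with JQ1 in both lines and, for genes that rose, names IQGAP3 among RASGAP genes. By gene ratio, 144 genes were above 2 with JQ1 in both lines, and 1109 were below 0.5 in both. Between the 2 DMSO libraries, 15 genes were above 2 in both lines, which is 10.4% of 144. This covers differences between the libraries of a sample. Each condition had 1 sample, and the paper's text does not name what separates its libraries, so differences between cultures may not be covered. The pattern cannot be told apart from a difference between the DMSO and JQ1 samples other than the treatment, which would have to be shared by both lines. Few reads may account for a part of the list, because 36.1% of it, 52 genes, had at least 100 reads in the higher library of each line. Across the 8279 genes with that many reads, the log2 ratios of the 2 lines had a Spearman's rho of 0.76, and genes are not independent replicates. Opposite changes, above 2 in a line and below 0.5 in the other, were found for 48 genes that rose in SU-DHL-5 and 52 that rose in Toledo, of which 1 and 4 had at least 100 reads. Length bias was not tested for this list.

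HEXIM1 and SERPINI1 lie outside the genes the paper discusses, and for both, both JQ1 libraries lay above both DMSO libraries in each line. HEXIM1 had log2 ratios of 2.43 in SU-DHL-5 and 2.57 in Toledo. It went from 4.35 and 3.89 RPKM to 22.4 and 22.9 in SU-DHL-5, and from 4.04 and 3.94 to 23.9 and 24.5 in Toledo. SERPINI1 had log2 ratios of 1.91 in SU-DHL-5, over 21 DMSO and 94 JQ1 reads, and of 1.72 in Toledo, over 3 and 25 reads. The interval of its read ratio in Toledo went from 1.41 to 5.50 on the log2 scale. Scaled by the median ratio, the log2 ratios of HEXIM1 were 2.41 and 2.64, and centred on transcript length they were 2.31 and 2.58. Few reads do not limit HEXIM1, which had 643 DMSO and 3372 JQ1 reads in SU-DHL-5 and 648 and 3755 in Toledo, and they do limit SERPINI1. Each condition had 1 sample in each line.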

How the results depend on the processing

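Alternatives were set before the data were examined, except for the cutoff of 0.05, the use of library 1 or library 2 alone, the requirement of a ratio below the cutoff in both libraries, centring on transcript length and the list of Table S6, which were chosen after seeing the data. Over 13 results and 119 values under alternatives, 65 values stayed within 1.5 times of the count, within the SD of the values of library 1 and library 2 alone or within the interval of the reads, and 54 moved further. Of these 54, 4 are percentiles of small GTPase regulators of 100 in place of 99.99, at the top of the range, which is no change that can be interpreted. Unique reads were planned as an alternative for IQGAP3 and MYC and were not run. No paired analysis was possible because each condition had 1 sample and no result comes from a test.

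The counts of genes below 0.5, given here for SU-DHL-5, Toledo and both lines in turn, were 2426, 2743 and 1109 in the gene table and 2419, 2742 and 1102 with transcript values summed per gene. They were 3614, 4274 and 1996 with transcripts at 0 in JQ1 left out, 1653, 2030 and 833 with at least 1 RPKM in DMSO, 3675, 4258 and 2234 with a pseudocount of 0.1, and 808, 1004 and 346 with a pseudocount of 1. They were 3768, 4101 and 1839 at a cutoff of 0.05, and 2928, 3467 and 1417 with a ratio below 0.5 in both libraries. The overlap alone also moved to 2642 with at least 10 reads in DMSO and to 2610 at a cutoff of 0.25. Scaling by the median ratio, and library 1 or library 2 alone, left the counts within 1.5 times. The cause of these changes was not tested apart from the tests given under the other observations. Depth limits a part of the counts, since reads redrawn at the same rate in DMSO and JQ1 gave 36.6% of the genes in SU-DHL-5 and 34.6% in Toledo.

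The percentile of small GTPase regulators, 99.99 as reported, was 65.3 with lists matched on the number of transcripts, 87.8 in the gene table, 91.1 with at least 1 RPKM in DMSO and 99.2 with transcripts at 0 in JQ1 left out. It was 100 at a cutoff of 0.05, in library 1 alone, in library 2 alone and for the genes of Table S6, and 98.1 for the genes of Table S6 with lists matched on the number of transcripts. The percentile of the Ras family, 92.7 as reported, was 22.4 with lists matched on the number of transcripts, 41.3 with at least 1 RPKM, 66.1 with transcripts at 0 left out, 81.8 in library 2 alone and 77.0 for the genes of Table S6 matched on the number of transcripts. It was 99.5 at a cutoff of 0.05, 99.6 for the genes of Table S6, 96.9 in library 1 alone, 94.1 scaled by the median ratio and 82.2 in the gene table, all within that SD.

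The median log2 ratio of the RASGEF list in SU-DHL-5, −0.16 as reported, was −0.56 with a pseudocount of 0.01 and 0.28 over genes of at least 1 RPKM. In Toledo, where it was 0.00 as reported, it was −0.30 in library 2 alone, and it also took the other sign, within that SD, with transcript values summed (−0.08) and centred on transcript length (−0.04). The median of the RASGAP list in SU-DHL-5, −0.17 as reported, was −0.019 with a pseudocount of 1, −0.22 with 0.01, −0.23 with transcript values summed, 0.13 over genes of at least 1 RPKM, −0.092 in library 2 alone and −0.23 centred on transcript length. The cause of the change of direction over genes of at least 1 RPKM was not tested. The median of the RASGAP list in Toledo and the ratio of IQGAP3 in Toledo were both 0.07 in library 1 alone and below 0 under the other alternatives run. IQGAP3 in SU-DHL-5 stayed below 0 under every alternative run and moved to −0.43 with a pseudocount of 1. MYC in SU-DHL-5 was −0.19 centred on transcript length. MYC in Toledo was 0.14 in library 1 alone, −0.077 in library 2 alone and 0.19 centred on transcript length, so its direction was not fixed by these libraries.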

Differences from the paper's values

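With a transcript ratio below 0.5, 6105 genes were called in SU-DHL-5 against the paper's 3768, 6819 in Toledo against the paper's 4139, and 4059 in both lines against the paper's 1809. Of the alternatives set before the data were examined, 4 gave counts within 1.5 times of the paper's in SU-DHL-5, Toledo and both lines. Leaving out transcripts at 0 in JQ1 gave 3614, 4274 and 1996 genes, at least 10 reads in DMSO gave 4079, 4797 and 2642, a pseudocount of 0.1 gave 3675, 4258 and 2234, and a cutoff of 0.25 gave 4629, 5087 and 2610. The gene table (2426, 2743 and 1109), summed transcript values (2419, 2742 and 1102), at least 1 RPKM in DMSO (1653, 2030 and 833), a pseudocount of 1 (808, 1004 and 346) and scaling by the median ratio (6155, 6658 and 4007) did not. A cutoff of 0.05 in place of 0.5 gave 3768 genes in SU-DHL-5, the paper's number, with 4101 in Toledo and 1839 in both lines, and it was chosen after seeing the values, from 16 calling rules compared with the paper's counts. Others of these 16 rules, also tried after seeing the values, came near the paper's counts, such as a transcript at 0 in both JQ1 libraries (3670, 3978 and 1753), at 0 in JQ1 library 1 (3751, 4242 and 1877), a cutoff of 0.02 (3700, 4025 and 1788), a cutoff of 0.1 (3930, 4285 and 1977), the mean of the 2 library ratios (3861, 4489 and 2138), at least 0.2 RPKM in DMSO (3517, 4144 and 2112), and a ratio below 0.5 in both libraries (2928, 3467 and 1417).

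The paper states that IQGAP3 rose with JQ1 (Figure S4a). By qPCR, it reports a rise in most of its lines rather than all (Figure 4d), and it reports a rise of the protein (Figure 4e). By gene ratio, the log2 value of IQGAP3 was −0.89 in SU-DHL-5 and −0.08 in Toledo. In Toledo, the JQ1 libraries lay between the DMSO libraries. No setting that was run gave a rise in SU-DHL-5. In Toledo, library 1 alone, chosen after seeing the data, gave 0.07.

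The paper states that MYC mRNA fell with JQ1 in all of its lines, measured by qPCR (Figure 2a). The gene table gave a log2 ratio of MYC of −0.29 in SU-DHL-5 and 0.03 in Toledo. Library 2 alone, chosen after seeing the data, gave −0.08 in Toledo.

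The legible part of Table S4 has 1990 transcripts, all at 0 in both JQ1 libraries of SU-DHL-5. For 250 of them the position differs from that of the same transcript in the deposited table. Leaving out transcripts at 0 in JQ1 came near the paper's counts, but that setting could not have listed these transcripts. The legible part of Table S5 has 1995 transcripts listed with a ratio of 0. Of these, 141 were above 0 in a JQ1 library of Toledo, and 235 had another position. All 1796 symbols of Table S6 had a transcript below 0.05 in SU-DHL-5, and 1723 had one below 0.05 in both lines. Of the 5118 transcripts below 0.05 in SU-DHL-5, 4933 were at 0 in JQ1. A cutoff of 0.05 and a rule of transcripts at 0 are therefore hard to tell apart by this list.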

Other observations

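Of the tests below, the comparison of the DMSO libraries, the share of called genes with a gene ratio of 0.5 or more, the interval of the reads of IQGAP3, its spread between libraries, the correlation with transcript length between libraries, the library depth, the intervals of reads on olfactory receptor genes and the tests of histone genes were chosen after the results were seen. The others were set before.

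The counts of genes with a transcript below 0.5 may hold a large technical part. DMSO-2/DMSO-1 gave 78.6% as many genes as JQ1-1/DMSO-1 in SU-DHL-5 and 74.2% in Toledo. Sampling of reads alone gave 36.6% and 34.6% of the counts, so it leaves most of them open. Among called genes, 60.3% in SU-DHL-5 and 59.8% in Toledo had a gene ratio of 0.5 or more, which is consistent with reads assigned to other transcripts of the same gene. By gene ratio, DMSO-2/DMSO-1 gave 712 genes in SU-DHL-5 and 822 in Toledo, and JQ1-2/DMSO-2 gave 2215 and 2630.

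The excess of small GTPase regulators among the genes below 0.5 in both lines may follow from their number of transcripts. With lists matched on that number the percentile was 65.3, under the level of 95 set for an excess, and with at least 1 RPKM in DMSO it was 91.1. Genes with a transcript above 2 in both lines held 33 regulators against 26.0 in random lists, at percentile 92.8, under the same level. Of the background, 9.61% had such a transcript, against 33.8% with one below 0.5. With fewer genes called, an excess of calls in either direction is not ruled out. For the genes of Table S6, the percentile stayed at 98.1 with lists matched on the number of transcripts, so that number does not fully account for the excess in that list. For the Ras family in Table S6 it was 77.0.

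IQGAP3 was lower with JQ1 in SU-DHL-5. Centred on genes of similar transcript length, its log2 ratio was −0.94, so length bias does not account for it. The upper bound of the interval of its reads was −0.66, so sampling of reads does not either. The libraries of a sample differed by at most 0.10 on the log2 scale, but they are not known to be separate cultures. With 1 sample per condition, the fall cannot be told apart from a difference between cultures. The paper's Figure 4d, by qPCR, read by eye, also shows lower IQGAP3 in SU-DHL-5 with JQ1.

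The DMSO libraries of Toledo differed by transcript length, with a Spearman's rho of 0.59 across genes between the log2 ratio of library 2 to library 1 and length. The correlation is itself the observation, and no explanation for it was tested. In the other samples rho was −0.07 for DMSO and −0.07 for JQ1 in SU-DHL-5, and −0.28 for JQ1 in Toledo.

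Genes of low expression fell in both lines. Reads, relative to the mapped reads, on genes with a mean above 0 and under 0.1 RPKM were 54.0% of DMSO with JQ1 in SU-DHL-5 and 62.1% in Toledo, and on genes with 10 RPKM or more they were 99.4% and 100.8%. Library depth differed less, with 95.2% and 95.5% as many mapped reads in JQ1 as in DMSO. Reads on olfactory receptor genes, taken as a measure of background, were 79.5% and 115% of DMSO, with 95% exact binomial intervals from 46.9% to 133% in SU-DHL-5 and from 77.2% to 171% in Toledo. The interval includes the fall of low genes in SU-DHL-5, where the fall cannot be told apart from a change in background, and excludes it in Toledo. With 1 sample per condition, a difference between cultures was not tested.

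Histone genes may have risen as a family. Of the histone genes with reads, 48 of 57 in SU-DHL-5 and 54 of 62 in Toledo had a log2 ratio above 0, with medians of 1.65 and 1.67. Relative to the mapped reads, their reads with JQ1 were 665% of those in DMSO in SU-DHL-5 and 591% in Toledo. The 5 genes that rose most in both lines were HIST2H2BE, HIST1H2AE, HIST2H2AA3, HIST2H2AA4 and HIST1H2BC, and the log2 ratios of HIST2H2BE were 3.75 in SU-DHL-5 and 3.28 in Toledo. For the 9 with at least 100 reads in the higher library of each line, the median log2 ratios were 3.28 and 3.06, scaled by the median ratio they were 3.25 and 3.13, and centred on transcript length they were 3.32 and 3.14. Centring resolves length poorly among the shortest transcripts, so it leaves length bias open. The 119 other genes with as many reads and a length within 25% of the median histone length had median log2 ratios of −0.010 in SU-DHL-5 and −0.030 in Toledo, so short transcripts did not rise in general. The filter on reads favours genes that changed. Many histone transcripts lack a poly(A) tail, and the libraries were made with an mRNA kit, so a change in tails or in carry-over of other RNA would look alike. This could not be tested, because all 619 listed genes of other RNA without a poly(A) tail were at 0 in every library. Reads shared between near-identical copies cannot be ruled out either, although 77.8% of the histone genes above 2 in both lines with at least 100 reads were outside the pair HIST2H2AA3 and HIST2H2AA4.

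The 5 genes that fell most in both lines were PLD4, PLEK, SLA, LAT2 and VPREB3. The log2 ratios of PLD4 were −3.74 in SU-DHL-5 and −4.85 in Toledo, and those of VPREB3 were −2.98 and −3.72.

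For genes the paper measured by other assays, the gene table gave log2 ratios of 0.17 in SU-DHL-5 and 0.31 in Toledo for RHOA, of 0.26 in each line for RAC1 and of 0.27 and 0.20 for CDC42. The ratios were 0.02 and −0.70 for HRAS and −0.18 and −0.56 for NRAS. Both JQ1 libraries lay outside both DMSO libraries for RHOA, RAC1, CDC42 and NRAS in each line and for HRAS in Toledo alone. For MYC, they did so in SU-DHL-5, with an interval of the read ratio from −0.36 to −0.21, and not in Toledo, with an interval from −0.04 to 0.10. IQGAP2 had a log2 ratio of −1.17 in Toledo over 885 DMSO and 367 JQ1 reads, and 14 and 8 reads in SU-DHL-5.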
